# Regulatory Mechanisms That Prevent Re-initiation of DNA Replication Can Be Locally Modulated at Origins by Nearby Sequence Elements

**DOI:** 10.1371/journal.pgen.1004358

**Published:** 2014-06-19

**Authors:** Christopher D. Richardson, Joachim J. Li

## Abstract

Eukaryotic cells must inhibit re-initiation of DNA replication at each of the thousands of origins in their genome because re-initiation can generate genomic alterations with extraordinary frequency. To minimize the probability of re-initiation from so many origins, cells use a battery of regulatory mechanisms that reduce the activity of replication initiation proteins. Given the global nature of these mechanisms, it has been presumed that all origins are inhibited identically. However, origins re-initiate with diverse efficiencies when these mechanisms are disabled, and this diversity cannot be explained by differences in the efficiency or timing of origin initiation during normal S phase replication. This observation raises the possibility of an additional layer of replication control that can differentially regulate re-initiation at distinct origins. We have identified novel genetic elements that are necessary for preferential re-initiation of two origins and sufficient to confer preferential re-initiation on heterologous origins when the control of re-initiation is partially deregulated. The elements do not enhance the S phase timing or efficiency of adjacent origins and thus are specifically acting as re-initiation promoters (RIPs). We have mapped the two RIPs to ∼60 bp AT rich sequences that act in a distance- and sequence-dependent manner. During the induction of re-replication, Mcm2-7 reassociates both with origins that preferentially re-initiate and origins that do not, suggesting that the RIP elements can overcome a block to re-initiation imposed after Mcm2-7 associates with origins. Our findings identify a local level of control in the block to re-initiation. This local control creates a complex genomic landscape of re-replication potential that is revealed when global mechanisms preventing re-replication are compromised. Hence, if re-replication does contribute to genomic alterations, as has been speculated for cancer cells, some regions of the genome may be more susceptible to these alterations than others.

## Author Summary

Eukaryotic organisms have hundreds to thousands of DNA replication origins distributed throughout their genomes. Faithful duplication of these genomes requires a multitude of global controls that ensure that every replication origin initiates at most once per cell cycle. Disruptions in these controls can result in re-initiation of origins and localized re-replication of the surrounding genome. Such re-replicated genomic segments are converted to stable chromosomal alterations with extraordinarily efficiency and could provide a potential source of genomic alterations associated with cancer cells. This publication establishes the existence of a local layer of replication control by identifying new genetic elements, termed re-initiation promoters (RIPs) that can locally override some of the global mechanisms preventing re-initiation. Origins adjacent to RIP elements are not as tightly controlled and thus more susceptible to re-initiation, especially when these global controls are compromised. We speculate that RIP elements contribute to genomic variability in origin control and make some regions of the genome more susceptible to re-replication induced genomic instability.

## Introduction

The initiation of eukaryotic DNA replication is tightly regulated so that it occurs at most once per cell cycle [1]. This regulation is critical because re-replication of a chromosomal segment makes that segment highly susceptible to genomic alterations [2]. Preventing re-replication throughout the genome is particularly challenging for eukaryotic cells because their genomes contain hundreds to thousands of replication origins. Hence, each individual origin must be tightly controlled if a genome is to avoid any re-initiation events [3].

The basic strategy eukaryotic cells use to prevent re-initiation is to prevent the reassembly of replication initiation complexes at origins that have fired. The critical assembly step that is regulated is the loading of the core replicative helicase Mcm2-7, which forms a toroidal complex that encircles the origin DNA [4]. This loading is carried out by four factors: the origin recognition complex (ORC), Cdc6, Cdt1, and Mcm2-7 [5], [6]. In the budding yeast, *Saccharomyces cerevisiae*, cyclin dependent kinases (CDKs) use multiple mechanisms targeting each of these proteins to prevent the reloading of Mcm2-7 once cells enter S phase [7]. In other organisms, additional CDK-independent mechanisms have been identified that inhibit Cdt1. The precise mechanisms used differ among species, but the reliance on multiple mechanisms targeting each of the initiation proteins involved in Mcm2-7 loading is highly conserved [3], [5].

The paradigm that has thus developed for the cell cycle control of replication initiation is that a multitude of overlapping mechanisms collaborate to globally inhibit initiation proteins throughout the cell, thereby minimizing the odds of re-initiating at any origin [8]. Consistent with this paradigm, disruption of individual mechanisms often does not lead to measurable re-replication even though the suspected consequences of re-replication, e.g. DNA damage or genomic alterations, have been observed [9]–[11]. Therefore, any investigation into the role of individual regulatory mechanisms in the block to re-initiation must be conducted in a sensitized system where a number of other overlapping mechanisms have been disrupted and re-replication can be readily detected.

Development of such sensitized systems revealed that origins re-initiate with diverse efficiencies and challenged the implicit assumption that all replication origins are uniformly regulated by global inhibition mechanisms [12], [13]. For example, when ORC, Cdc6, and Mcm2-7 are deregulated, many (∼100) origins detectably re-initiate, but many more (∼200) do not. Moreover, the amount of re-initiation from each origin varies widely. This diversity of re-initiation efficiency does not correlate with the diversity of S-phase origin timing and efficiency and thus cannot be explained by the chromosome context effects that are responsible for the latter [14]. Instead, the diversity in re-initiation efficiencies suggests that origins are not solely and uniformly regulated by global controls. Thus, we believe the paradigm for re-initiation control needs to be modified by the addition of a local layer of control that can modulate how tightly the global regulatory mechanisms inhibit re-initiation at specific origins.

Here, we explore the workings of this local control by asking why some budding yeast origins re-initiate more readily than others when global restrictions on re-initiation are partially inactivated. We show that local sequence elements adjacent to these origins specifically promote their re-initiation without enhancing their initiation activity. Furthermore, these elements act independently of the chromosomal context and silencing effects that regulate S-phase origin timing and efficiency. These elements, which we term re-initiation promoters (*RIPs*), map to ∼60 bp segments that work in a distance- and sequence- dependent manner. Analysis of the re-association of Mcm2-7 with origins suggests that these *RIP* elements antagonize an inhibitory mechanism that operates after Mcm2-7 association with origins. These findings provide our first insight into how diversity can be introduced in the regulation of eukaryotic replication origins.

## Results

### Several Origins Preferentially Re-initiate When Origin Controls Are Deregulated

To investigate the mechanisms underlying the diversity of origin regulation in the block to re-initiation, we examined *S. cerevisiae* origins whose ability to escape this regulation stood out the most from other origins. We previously reported that re-initiation occurs predominantly from *ARS317* in a strain where a subset of global replication controls was disrupted [12]. This “*MC2Ao*” strain was deregulated in three ways: (1) (*M*) - the CDK driven export of Mcm2-7 from the nucleus [15]–[17] was blocked by fusing a constitutive nuclear localization signal onto the endogenously expressed Mcm7; (2) (*C2A*) – the CDK inhibition of Cdc6, which occurs through transcriptional regulation [18], phosphorylation-directed degradation [8], [19], [20], and direct CDK binding [21], was completely disrupted by expressing an extra copy of Cdc6 lacking CDK phosphorylation and binding sites under a galactose-inducible promoter; and (3) (*o*) - the CDK inhibition of ORC by phosphorylation of Orc2 and Orc6 was minimally perturbed by eliminating one of four CDK consensus phosphorylation sites on Orc6 [2]. We note that this ORC deregulation was not necessary for the preferential re-initiation of *ARS317*, but enhanced it approximately 3-fold (Figure S1). 

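Fig. S1 compares the *ORC6* wild-type strain *MC2A* with *MC2Ao* after 3 hr of induction. At ChrIII_292 kb, read from the probes between YCR094W and YCR097W-B, *MC2A* reached 2.36C ± 0.0231 (SD, n = 2 arrays). The log2 difference from *MC2Ao* was −0.48 (standard error 0.0898, adjusted p = 3.29e-07, limma). Every *MC2A* array was below every *MC2Ao* array (exact permutation test, p = 0.0476, the smallest p that 2 arrays against 5 allow). Counted above 2C, the *MC2A* copy number amounted to 27.7% ± 5.85 of that in *MC2Ao*, with the error propagated by the paper's formula. Over the other ways of processing the arrays this share ran from 24.5% to 41.2%, and the log2 difference moved most, to −0.41, when the highest 10 kb window within 25 kb was taken instead of the window at the locus.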

Importantly, of the known mechanisms preventing re-initiation in budding yeast, two are retained in this strain: (1) CDK phosphorylation of Orc2 and Orc6 (9 out of 10 CDK consensus phosphorylation sites remain unmutated) [7]; and (2) Clb5-Cdc28 binding to an RXL docking site on Orc6 [22].

Re-initiation was not detectable in the *MC2Ao* strain until the deregulated Cdc6 was induced. We could thus arrest cells at metaphase with a normal 2C DNA content across the genome, induce the deregulated Cdc6, and detect re-initiation and re-replication as a >2C DNA copy number using array comparative genomic hybridization (aCGH). 

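The re-replication data consisted of 264 arrays of 13656 probes. Each array compared Cy5-labelled DNA of a culture arrested with nocodazole and induced with galactose with Cy3-labelled M phase DNA. For the 6 hr arrays of Fig. 1 the methods name uninduced DNA of the same culture as the reference, whereas the sample labels name the M phase strain YJL7695. The values used were log2 of DNA content in C, read with a GenePix scanner and its software and scaled by the authors so that the mean ratio of an array equals 2C. Their moving median and Fourier smoothing come after that step and were not used here. Spot filter, background correction and genome build are not given in the sources used here. Probes were therefore placed by gene name at the gene positions of the R64 annotation, whose match with the authors' build was not tested, which left 10724 probes found on at least 25% of the arrays. Counted over all 13656 probes as deposited, a median of 10279 per array held a value (4345 to 11788). On 15 of the re-replication arrays and 12 of the S phase arrays described further on, the values stood on rows away from their probe names. Their order was restored from the pattern of empty probes, a step chosen after the data were seen. The height of a locus was the median log2 value of the probes within 5 kb, with at least 3 probes required, after each array had been set to a mean of 2C. The number of arrays, 2 for most constructs, limits the precision. Heights were compared with limma in 1 fit of all re-replication arrays, with Benjamini-Hochberg adjustment within each set of comparisons and a threshold of 0.05. Permutation tests of the array heights, all 2-sided, were run beside it.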

Although the primary re-initiation event after a 3 hr induction of re-replication was at *ARS317* [12], the re-replication profiles showed hints of additional re-replication peaks at other genomic loci. 

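After 3 hr of induction, ChrIII_292 kb reached 3.3C ± 0.262 (SD, n = 5) in *MC2Ao* and 2.05C ± 0.0836 (SD, n = 7) in the strain lacking *ARS317* and *ARS1238*. Across the genome, 32 of 1135 windows of 10 kb differed between these strains after adjustment in limma, fitted on these 12 arrays alone, and 125 had an unadjusted p below 0.05. Of the 26 windows with a higher copy number in *MC2Ao*, 15 lay on chromosome III and 11 on chromosome XII. The largest differences upward were 0.70 log2 (standard error 0.0477, adjusted p = 7.89e-10) in the window from YCR093W to YCR095C on chromosome III, 0.35 log2 (adjusted p = 1.17e-06) from YLR382C to YLR383W and 0.23 log2 (adjusted p = 0.000249) from YLR399C to YLR404W on chromosome XII. The 6 windows with a lower copy number lay on 6 chromosomes. They were led by −0.18 log2 (adjusted p = 0.0189) from YLL014W to YLL010C, −0.17 log2 (adjusted p = 0.017) from YGR028W to YGR031W and −0.15 log2 (adjusted p = 0.0402) from YJL164C to YJL160C. Tested probe by probe, the counts changed most, to 135 higher and 38 lower of 9604 probes.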

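On the 2 arrays of *MC2Ao* induced for 6 hr, 10675 and 11247 probes held a value. The window at the right end of chromosome V had too few probes at its stated place, so the nearest window with at least 3 was taken, a choice made after the data were seen. It holds 5 probes between YER186C and YER188W. Without *ARS317* and *ARS1238* it read 2.13C and 2.59C after 6 hr. On single 3 hr arrays of all strains it ran from 1.61C to 3.09C. On the 2 *MC2Ao* arrays after 6 hr its height was 2.67C ± 0.0094 (SD, n = 2). This was 0.42 log2 above 2C (standard error 0.0944, adjusted p = 1.99e-05, limma), a fixed value and not a control strain. At ChrIII_292 kb the same arrays reached 5.79C ± 0.129 (SD, n = 2), against 2.07C ± 0.133 (SD, n = 2) without *ARS317* and *ARS1238*. That log2 difference of 1.49 had a standard error of 0.107 (adjusted p = 3.33e-28, limma) and moved most, to 1.24, with 5 kb windows. An exact permutation test of 2 arrays against 2 cannot go below p = 0.333.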

At least two of these peaks were readily confirmed with a longer 6 hr induction of re-replication, one on the right arm of Chr 5 near position 575 kb, and one on the right arm of chromosome 12 near position 890 kb (Figure 1A). The latter was dependent on *ARS1238*, establishing that this origin also preferentially re-initiated in the *MC2Ao* strain (Figure 1B). 

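The window ChrXII_889 kb, with 6 probes between YLR383W and YLR385C, stood at 2.51C ± 0.0124 (SD, n = 2) in *MC2Ao* after 6 hr. In the strain lacking *ARS317* and *ARS1238* it stood at 1.91C ± 0.193 (SD, n = 2). The log2 difference of 0.40 (standard error 0.0672, adjusted p = 4.64e-08, limma) rose to 0.51 with 5 kb windows, the alternative that changed it most. Between these strains, 34 of 1149 windows of 10 kb were higher in *MC2Ao* and 0 were lower (limma, fitted on all re-replication arrays), with 20 on chromosome III and 14 on chromosome XII. Largest were 1.54 log2 (adjusted p = 3.9e-28) from YCR093W to YCR095C and 0.42 log2 (adjusted p = 2.58e-09) from YLR382C to YLR383W. The third, 0.36 log2 (adjusted p = 0.0354) from YCL035C to YCL029C, lay on the left arm of chromosome III. Tested probe by probe, 159 were higher and 12 lower of 10484.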

Because *ARS317* and *ARS1238* were among the two most efficient re-initiating origins, we focused on them to investigate why some origins are more susceptible to re-initiation than others.

**Figure 1:**
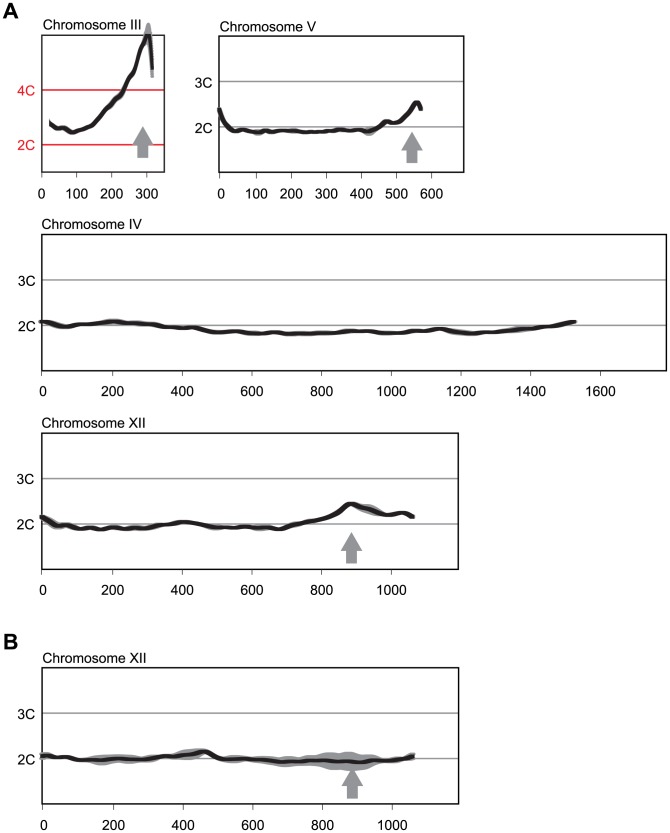
Multiple sites preferentially re-replicate when re-replication controls are deregulated in the *MC2Ao* strain background. (A) Re-replication profiles of Chromosomes III, V, and XII showing apparent sites of re-replication (gray arrows) in isogenic *MC2Ao* strains (YJL3758 and YJL3759) that were induced to re-replicate for 6 hr at an M phase arrest (nocodazole). For each strain, competitive genomic hybridization was performed against genomic DNA from the same strain arrested in M phase but before induction of re-replication (0 hr) (see Materials and Methods). DNA content from array CGH is plotted against chromosome position in kb. Chromosome IV shows the baseline ∼2C DNA content displayed by most of the genome. Data shown as mean of two profiles from the isogenic pair of strains (dark trace) ±SD (light trace). (B) Re-replication peak on Chromosome XII is dependent on *ARS1238*. Re-replication profile of Chromosome XII from YJL9152 was generated as described in A. YJL9152 is congenic to YJL3758/YJL3759 except for deletion of *ARS317* and *ARS1238* (arrow). Data shown as mean of duplicate profiles from YJL9152 (dark trace) ±SD (light trace).

### Preferential Re-initiation of *ARS317* and *ARS1238* Is Conferred by Local Sequence Determinants

We first sought to determine whether the preferential re-initiation of *ARS317* and *ARS1238* was conferred by the origin and immediate surrounding sequences or required a broader chromosomal context that spans kilobases of DNA. An example of the latter is the poorly understood chromosome position effect that has been implicated in the diversity of yeast origin timing and efficiency during normal S phase initiation (discussed in [14], [23]). We and others had previously shown that there was no correlation between this diversity of origin activity in S phase and the diversity of re-initiation efficiency displayed in strains where many origins re-initiate due to complete deregulation of ORC, Mcm2-7, and Cdc6 [12], [13]. Nonetheless, a different chromosomal context could be conferring preferential re-initiation on *ARS317* or *ARS1238* in the *MC2Ao* strain.

To distinguish between local sequence determinants and a broader chromosomal context, we investigated whether small fragments containing the *ARS317* or *ARS1238* origins could preferentially re-initiate when transplanted to ectopic genomic loci. We focused initially on fragments that we hoped would be small enough to dissect at the nucleotide level but large enough to encompass the origin and any possible additional sequences that might be needed for preferential re-initiation. A 537 bp fragment previously shown to contain *ARS317* [24] preferentially re-initiated when transplanted from its endogenous location to sites on other chromosomes (ChrIV_567 kb, ChrIV_1089 kb) [2], [12]. In all cases, the amount of re-initiation induced after 3 hr (2.7–3.0 C) at the ectopic locus was comparable to the amount of re-initiation at the endogenous locus (2.8–3.2 C) [2], [12]. Hence, neither the chromatin context nor the replication timing (early or late in S-phase) of the transplant location were key determinants of the re-replication activity on these origins. 

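Constructs at ChrIV_567 kb were read from 9 probes between YDR055W and YDR059C. Each was compared with strains that have no cassette inserted at that site, *MC2Ao* itself (5 arrays) and its derivative without *ARS317* and *ARS1238* (7 arrays). By the methods the cassette is inserted at *ARS419* and destroys that origin, so these strains differ from the constructs by more than the fragment. They are called strains with nothing at the site. Their common height was 1.94C ± 0.103 (SD, n = 12). The fragment *317(+300..−106)* reached 3.20C ± 0.312 (SD, n = 2) after 3 hr, 0.72 log2 higher (standard error 0.0594, adjusted p = 5.72e-24, limma). Both of its arrays exceeded all 12 (exact permutation test, p = 0.011, the smallest p possible). The 259 bp fragment *317(+153..−106)* reached 3.11C ± 0.226 (SD, n = 18), 0.68 log2 higher (standard error 0.029, adjusted p = 8.45e-52, limma; permutation test, p = 1e-05, the smallest obtainable). After 6 hr it reached 4.85C ± 0.202 (SD, n = 2), against 2.00C ± 0.0692 (SD, n = 4) with nothing at the site. That difference was 1.28 log2 (adjusted p = 1.85e-41, limma), and the smallest p of its exact permutation test is 0.0667. The difference for *317(+300..−106)* moved most, to 0.68 log2, when only probes with a value on at least 90% of the arrays were used, a set chosen after the data were seen.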

Consistent with this notion, Figure 2A shows that an even smaller 406 bp fragment containing *ARS317* preferentially re-initiates when transplanted to position ChrIV_567 kb. At this same location, a 233 bp *ARS1238* fragment that contains the ORC binding site (OBS) and 100 bp of flanking sequence on either side [25] also re-initiates (Figure 2A). Thus, the preferential re-initiation of *ARS317* and *ARS1238* is conferred by local sequence determinants and is independent of a broader chromosomal context.

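The *1238(+133..−100)* fragment reached 3.03C ± 0.0984 (SD, n = 2) at ChrIV_567 kb after 6 hr of induction. This was 0.60 log2 above the 4 arrays of strains with nothing inserted there (standard error 0.0673, adjusted p = 1.81e-15, limma). Both arrays were above all 4 in the exact permutation test. Under every other way of processing the arrays, and with any 1 array left out, the difference stayed past the threshold in limma.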

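The strain with *317(+153..−106)* at ChrIV_567 kb lacks *ARS317* at its own place. Its 18 arrays after 3 hr were compared window by window with the 7 arrays lacking *ARS317* and *ARS1238* (limma, fitted on these arrays alone). Of 1150 windows, 46 were higher, 30 of them on chromosome IV, 15 on chromosome XII and 1 on chromosome VII. The largest differences were 0.67 log2 (adjusted p = 1.46e-16) from YDR047W to YDR052C on chromosome IV, 0.38 log2 (adjusted p = 2.43e-07) from YGR200C to YGR205W on chromosome VII and 0.35 log2 (adjusted p = 5.54e-13) from YLR382C to YLR383W on chromosome XII. The window on chromosome VII holds *ADE3*. Across strains the 5 probes of *ADE3* and its neighbouring genes followed the height of ChrIV_567 kb, and the other 6 did not. Another 16 windows were lower. They were led by −0.16 log2 (adjusted p = 0.0119) from YFL002C to YFR001W, −0.13 log2 (adjusted p = 0.00139) from YGL140C to YGL138C and −0.12 log2 (adjusted p = 0.0114) from YPL242C to YPL239W. From the re-initiation of small fragments of *ARS317* and *ARS1238* at a place far from their own, the paper concludes that local sequence determines it.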

**Figure 2:**
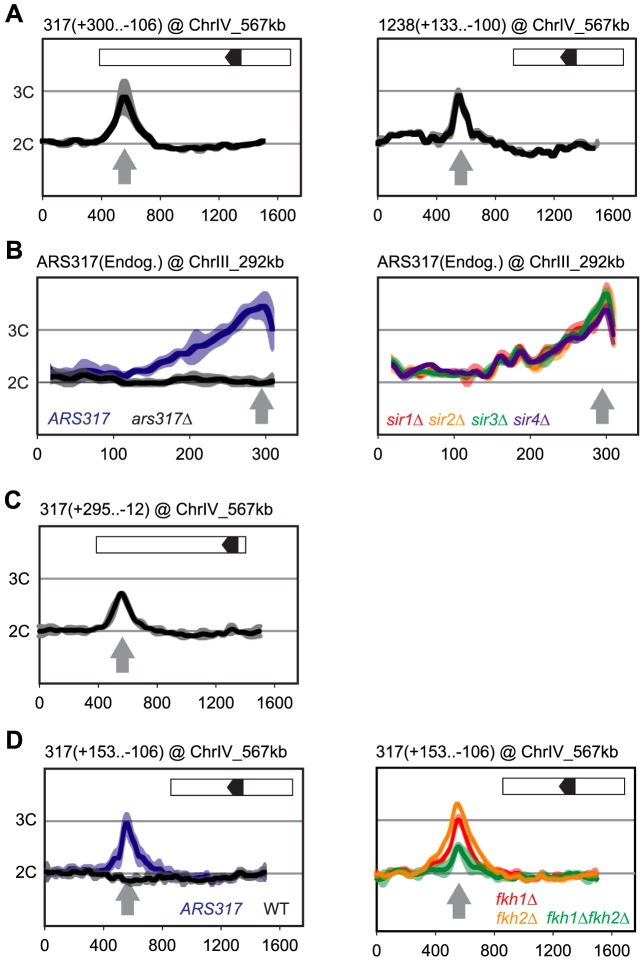
Local determinants and not chromatin context confer preferential re-initiation on *ARS317* and *ARS1238*. Re-replication profiles for *ARS317* at its endogenous location on Chromosome III (ChrIII_292 kb) or at a transplanted location on Chromosome IV (ChrIV_567 kb). Profiles were obtained by array CGH of genomic DNA from MC2Ao strains induced to re-replicate for 3 hr at an M phase (nocodazole) arrest against genomic DNA from an M phase arrested strain (YJL7695; see Materials and Methods). The same protocol was used for *ARS1238* transplanted to ChrIV_567 kb except re-replication was induced for 6 hr. Boundaries of the transplanted fragments are listed in parentheses above their panels using nucleotide positions relative to the T-rich strand of the ORC binding sites (OBS) (+1 to +33 in the 5′ to 3′ direction). Inset shows schematic of transplanted fragments: black arrowhead – OBS pointing in 5′ to 3′ direction of T-rich strand; white – additional sequences adjacent to *ARS317* or *ARS1238* at their endogenous loci that are transplanted along with the origins. (A) DNA fragments containing *ARS317* and *ARS1238* confer preferential re-initiation when transplanted to an ectopic locus. Left panel: *MC2Ao* strains with a 406 bp *ARS317*-containing fragment (YJL7700 and YJL7701) integrated at ChrIV_567 kb (gray arrow). Right panel: *MC2Ao* strains with a 233 bp *ARS1238*-containing fragment (YJL9566 and YJL9567). Data shown as mean of two profiles from the isogenic pair of strains (dark trace) ±SD (light trace). (B) Preferential re-initiation of *ARS317* is independent of the transcriptional silencing genes *SIR1-4*. Re-replication profiles of *ARS317* at endogenous locus on Chromosome III (ChrIII_292 kb, gray arrow). Left panel: *MC2Ao* strains that are wild-type for the *SIR* genes and contain either *ARS317* (YJL3758; n = 5) or *ars317*Δ (YJL8398; n = 10) at the endogenous locus. Data shown is mean of the indicated number of profiles for each strain (dark trace) ±SD (light trace). Right panel: strains congenic to YJL3758 but containing *sir1*Δ (YJL6893 and YJL6894, red), *sir2*Δ (YJL6896 and YJL6897, yellow), *sir3*Δ (YJL6899 and YJL6900, green), or *sir4*Δ (YJL6902 and YJL6903, blue). Data shown as mean of two profiles from each isogenic pair of strains (dark trace) ±SD (light trace). (C) Preferential re-initiation of *ARS317* is independent of the transcriptional silencer element *HMR-E*. A 307 bp fragment that contains the *ARS317 OBS* but lacks the other two essential subelements of *HMR-E* (Rap1 and Abf1 binding sites) was integrated at ChrIV_567 kb (gray arrow) in *MC2Ao* strains YJL8256 and YJL8257 (which are congenic to YJL7700 and YJL7701). Data shown as mean of two profiles from the isogenic pair of strains (dark trace) ±SD (light trace). (D) Forkhead proteins are not essential for preferential re-initiation of *ARS317*. A 259 bp fragment that is sufficient to confer preferential re-initiation of *ARS317* was integrated at ChrIV_567 kb (gray arrow) in *MC2Ao* strains. Left panel: *FKH* strains with (*ARS317*, YJL8398, n = 10) or without (*WT*, YJL3758, n = 5) *ARS317* transplanted to ChrIV_567 kb. Data shown is mean of the indicated number of profiles for each strain (dark trace) ±SD (light trace). Right panel: strains congenic to YJL8398 but containing *fkh1*Δ (YJL8745 and YJL8746, red*), fkh2*Δ (YJL8701 and YJL8702, yellow), or *fkh1*Δ *fkh2*Δ (YJL8749 and YJL8750, green). Data shown as mean of two profiles from each isogenic pair of strains (dark trace) ±SD (light trace).

### Preferential Re-initiation at *ARS317* and *ARS1238* Does Not Require Silencing Proteins or Forkhead Transcription Factors

*ARS317* is a core element of a 138 bp transcriptional silencer *HMR-E*, one of several silencers that recruit the silencing proteins Sir1-4 to organize the surrounding DNA into a heterochromatin-like structure (reviewed in [26]). The entire *HMR-E* silencer is included within the transplanted *ARS317*-containing fragments described above, so the preferential re-initiation of this fragment could be associated with its organization into heterochromatin [27], [28]. Such a connection is reminiscent of reports that heterochromatin preferentially re-replicates in budding yeast and Drosophila [13], [29]. To test this possibility, we individually deleted each of the four *SIR* genes and analyzed the re-replication profiles around *ARS317* for each *sir* mutant. These profiles resembled those from the wild-type *SIR* control strains (Figure 2B and Figure S2A), indicating that none of the Sir proteins are required for the preferential re-initiation of *ARS317*. 

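Each *sir* deletion was represented by 2 arrays after 3 hr of induction, with 5571 to 8723 probes holding a value. As a check of the labels, the probes of *SIR1*, *SIR2*, *SIR3* and *SIR4* were read on the arrays of the strain that lacks each gene. None of them held a value there, while 240, 216, 31 and 182 of the other re-replication arrays did. For *SIR3*, whose probe is empty on most arrays, this checks nothing. The negative controls for *ARS317* were the 18 arrays of YJL8398, which carries *317(+153..−106)* at ChrIV_567 kb and no *ARS317* at ChrIII_292 kb. The paper gives n = 10 for this strain in Fig. 2B without saying which arrays were counted, so all 18 were used. The positive controls were 5 *MC2Ao* arrays, which the labels assign to YJL3758 (4 arrays) and YJL3759 (1 array).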

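At ChrIII_292 kb the *sir1*Δ strain reached 3.01C ± 0.277, *sir2*Δ 3.18C ± 0.0721, *sir3*Δ 3.06C ± 0.0597 and *sir4*Δ 2.75C ± 0.143 (SD, n = 2 each). The 18 negative control arrays stood at 1.98C ± 0.16 (SD, n = 18). One by one they read 1.82C, 2.09C, 2.46C, 2.15C, 2.13C, 1.94C, 1.92C, 1.89C, 1.9C, 1.98C, 1.86C, 1.81C, 1.84C, 1.92C, 1.83C, 2.03C, 1.97C and 2.08C. In limma the log2 differences were 0.61 (adjusted p = 7.52e-12), 0.69 (adjusted p = 7.91e-14), 0.63 (adjusted p = 2.13e-12) and 0.48 (adjusted p = 2.6e-08), each with a standard error of 0.08. In all 4 strains both arrays were above all 18 controls (exact permutation test, p = 0.00526, the smallest p possible). With *sir4*Δ, the smallest difference, the value moved most, to 0.61 log2, when only probes with a value on at least 90% of the arrays were used.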

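The 307 bp fragment *317(+294..−13)* was inserted at ChrIV_567 kb. The sample labels give it the right end of *317(+300..−106)* instead. After 3 hr of induction its 2 arrays stood at 3.06C ± 0.016 (SD, n = 2). This was 0.66 log2 above the 12 arrays of strains with nothing at that site (standard error 0.0594, adjusted p = 1.95e-21, limma). Both arrays were above all 12 (exact permutation test, p = 0.011, the smallest p possible).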

We also observed re-replication in a truncated *ARS317* clone lacking the RapI and AbfI binding sites that are critical for *HMR-E* silencer function [28] (Figure 2C). We conclude that a silent chromatin state is not necessary for the preferential re-initiation of *ARS317*. 

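Against the 5 *MC2Ao* arrays with *ARS317* at its own place, the log2 differences at ChrIII_292 kb were −0.13 in *sir1*Δ (adjusted p = 0.4), −0.05 in *sir2*Δ (adjusted p = 0.844) and −0.11 in *sir3*Δ (adjusted p = 0.477, limma). In *sir4*Δ the difference of −0.26 passed the threshold (standard error 0.0898, adjusted p = 0.0341, limma; exact permutation test, p = 0.0476, the smallest p that 2 arrays against 5 allow). Its adjusted p ran from 0.00852 to 0.462 over the other ways of processing. The call was lost when *sir4*Δ array 1 or *MC2Ao* array 1, 2 or 3 was left out. From the *sir* profiles and the truncated clone, the paper concludes that silent chromatin is not needed for the re-initiation of *ARS317*.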

*ARS1238* is not assembled into heterochromatin, so one would expect its preferential re-initiation to be independent of Sir proteins. 

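At ChrXII_889 kb, where *ARS1238* lies at its own place, the arrays of the *sir* strains were compared with 6 arrays lacking it, which stood at 1.81C ± 0.101 (SD, n = 6). The deletion of *SIR2* gave 2.28C ± 0.113 (SD, n = 2), a log2 difference of 0.33 (adjusted p = 2.76e-08, limma). That of *SIR3* gave 2.29C ± 0.0815 (SD, n = 2) and 0.34 log2 (adjusted p = 1.77e-08, limma), and that of *SIR4* 2.23C ± 0.0653 (SD, n = 2) and 0.30 log2 (adjusted p = 2.5e-07, limma). These 3 differences had a standard error of 0.0549 and the smallest exact permutation p of 2 arrays against 6, 0.0357. Only 1 array of the *sir1*Δ strain held enough probes, at 2.02C, 0.16 log2 above the controls (standard error 0.0726, adjusted p = 0.0302, limma; exact permutation test, p = 0.286). With 1 array its spread is taken from the other groups, so this call is weak. Against *MC2Ao*, at 2.28C ± 0.162 (SD, n = 4), no difference passed the threshold, with log2 values of −0.17 (adjusted p = 0.102), 0.00 (adjusted p = 0.999), 0.01 (adjusted p = 0.992) and −0.03 (adjusted p = 0.844, limma) for *sir1*Δ to *sir4*Δ. Another window, set by gene order and chosen after the data were seen, ran from YLR378C to YLR383W. It shares only YLR383W with the main window and so lies mostly beside the locus. In it all 4 were below *MC2Ao*, at −0.11 (adjusted p = 0.0446), −0.16 (adjusted p = 0.0044), −0.21 (adjusted p = 0.000392) and −0.19 log2 (adjusted p = 0.00101, limma). There *sir3*Δ was no longer called above the arrays lacking *ARS1238* (0.10 log2, adjusted p = 0.0501, limma).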

Our data are consistent with this expectation (Figure S2C), although the profiles are not as clear-cut.

Other factors known to influence nearby origin function are the forkhead transcription factors Fkh1 and Fkh2. Association of these proteins with origins and ORC has been implicated in the spatial organization of origins in the nucleus. This organization is thought to alter the S phase replication timing of some origins, including *ARS1238* [30]. Although Fkh proteins do not influence *ARS317* replication timing, searches for their proposed binding motifs have identified predicted binding sites within a few kilobases of both *ARS317* and *ARS1238* [31], [32]. 

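Each forkhead deletion was represented by 2 arrays induced for 3 hr, with 6479 to 11270 probes holding a value. These strains carry *317(+153..−106)* at ChrIV_567 kb and *ARS1238* at its own place. The probe of *FKH1* held a value on 1 array of the double deletion, 0.464C, against a median of 2.01C over 224 arrays of other strains, whose lowest value was 1.55C. The probe of *FKH2* held a value on 1 array of the single deletion, 0.452C, against a median of 2.09C over 226 arrays with a lowest value of 1.66C.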

To test whether Fkh1 or Fkh2 are critical for re-initiation of either origin, we examined the re-replication profiles in *fkh1*Δ, *fkh2*Δ, and *fkh1*Δ*fkh2*Δ strains. 

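At ChrIV_567 kb, *fkh1*Δ stood at 3.28C ± 0.0483, *fkh2*Δ at 3.58C ± 0.175 and *fkh1*Δ*fkh2*Δ at 2.85C ± 0.0721 (SD, n = 2 each). The 5 *MC2Ao* arrays without an insertion read 1.89C, 2.1C, 1.96C, 1.97C and 1.66C, a mean of 1.92C ± 0.159 (SD, n = 5). The log2 differences were 0.78 (adjusted p = 3.96e-23), 0.91 (adjusted p = 3.61e-28) and 0.57 (adjusted p = 4.6e-15), each with a standard error of 0.0651 (limma). All arrays of each deletion were above all controls (exact permutation test, p = 0.0476, the smallest p possible). The difference in *fkh1*Δ*fkh2*Δ moved most, to 0.50 log2, with the highest 10 kb window within 25 kb.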

At both *ARS317* (Figure 2D and Figure S2B) and *ARS1238* (Figure S2D), *fkh*Δ strains re-replicated significantly more than negative control strains that lack re-replicating origins at these loci. These results confirm that the forkhead proteins are not essential for the preferential re-initiation of either origin. 

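At ChrXII_889 kb, *fkh1*Δ reached 2.23C ± 0.0841, *fkh2*Δ 2.26C ± 0.0234 and *fkh1*Δ*fkh2*Δ 2.22C ± 0.132 (SD, n = 2 each). Above the 6 arrays without *ARS1238*, the log2 differences were 0.30 (adjusted p = 3.13e-07), 0.32 (adjusted p = 6.25e-08) and 0.29 (adjusted p = 4.48e-07, limma). Each gave the smallest exact permutation p of 2 arrays against 6. With the window set by gene order, which lies mostly beside this locus, the double deletion fell to 0.13 log2 (adjusted p = 0.0504, limma). From re-replication above the negative controls in all 3 deletions, the paper concludes that the forkhead proteins are not essential.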

We did observe a partial reduction of re-replication in the *fkh1*Δ*fkh2*Δ background, so we cannot rule out a role for these proteins in supporting re-initiation. However, we suspect that this reduced re-replication may be an indirect consequence of the severe growth defect and cell clumping exhibited by the double mutant during growth in liquid media [30].

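The parent with both forkhead genes is YJL8398, for which the paper gives n = 10 and the files hold 18 arrays. At ChrIV_567 kb these read 3.02C, 3.15C, 2.84C, 3.04C, 3.39C, 2.92C, 3.29C, 3.00C, 2.86C, 3.33C, 3.42C, 3.58C, 3.33C, 3.01C, 3.05C, 2.87C, 2.86C and 2.99C. Against them *fkh1*Δ*fkh2*Δ had a log2 difference of −0.12 (standard error 0.058, unadjusted p = 0.0341, adjusted p = 0.102, limma; exact permutation test, p = 0.1). It passed the threshold at −0.25 log2 with probes on at least 90% of the arrays (adjusted p = 0.000632, limma), the alternative that moved it most. It also did so at −0.18 log2 with the highest 10 kb window within 25 kb (adjusted p = 0.012, limma). Over the alternatives the adjusted p ran from 0.000632 to 0.333. The single deletions lay on the other side, *fkh1*Δ at 0.08 log2 (adjusted p = 0.355, limma) and *fkh2*Δ at 0.21 log2 (adjusted p = 0.00267, limma; exact permutation test, p = 0.0105). The *fkh2*Δ call was lost when *fkh2*Δ array 1 was left out. At ChrXII_889 kb no deletion differed from the parent's 2.26C ± 0.11 (SD, n = 14), with adjusted p of at least 0.906 in limma.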

### A Distinct Element Confers Preferential Re-initiation on *ARS317* and *ARS1238*

The preferential re-initiation activity seen in transplanted fragments containing *ARS317* and *ARS1238* could be intrinsic to the origin sequences themselves, or be conferred on these origins by neighboring sequences that are dispensable for initiation activity. The former possibility is particularly relevant for *ARS317*, whose especially tight interaction with ORC appears to govern the activity of this origin in S phase [33]. If this possibility is correct, any minimal segment containing origin activity should also exhibit preferential re-initiation. In contrast, if the latter possibility is correct, the fragments should be separable into an origin segment that can initiate but not preferentially re-initiate, and an adjacent segment that can neither initiate nor preferentially re-initiate on its own but confers preferential re-initiation on the origin segment. To test this separability, of functions for both *ARS317* and *ARS1238* we generated subclones of the transplanted fragments described in Figure 2A and assayed them for both initiation and re-initiation activity.

Initiation activity requires a 33 bp consensus ORC binding site (*OBS*) and less well-defined flanking sequences [34], [35]. The *OBS* is comprised of a 17 bp extended *ARS* consensus sequence (e*ACS*), formerly known as the A domain, and a WTW sequence [36] formerly known as the B1 subdomain. The required flanking sequences usually lie 3′ of the T-rich strand of the *OBS*, where they comprise the rest of the B domain (B2 and B3), but occasionally can lie 5′ of the *OBS*, where they are referred to as C domain sequences [37]. We numbered nucleotides in our subclones relative to the *OBS* [35], assigning +1 and +33 to the first and last nucleotide, respectively, of the T-rich strand of the *OBS*. In this scheme, B domain sequences outside the *OBS* are numbered +34 and higher, and C domain sequences have negative coordinates (Figure 3A). The 406 bp preferentially re-initiating fragment containing *ARS317* is thus designated *317(+300..-106)*, and the equivalent 233 bp fragment for *ARS1238* is designated *1238(+133..-100)*.

**Figure 3:**
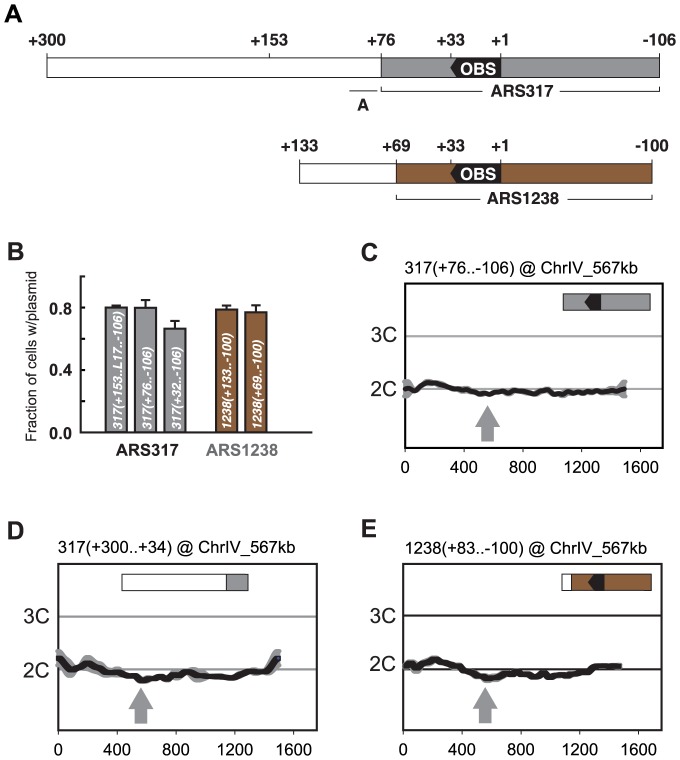
Preferential re-initiation of *ARS317* and *ARS1238* requires additional sequences flanking the origins. (A) Schematic of origin segments contained within preferentially re-initiating fragments. Nucleotide positions are defined relative to the *OBS* for each origin (+1 to +33 on T-rich strand). In the upper schematic, gray indicates sequences (+76…−106) sufficient for optimal *ARS317* ARS activity (see B). The full segment (+300…−106) corresponds to the fragment responsible for preferential re-initiation in Figure 2A, left panel. +153 indicates the left boundary of the minimal sequence required for preferential re-initiation of *ARS317* (see Figure 4A). A indicates the location (+95 to +77) of previously mapped near matches to the ARS consensus sequence that confers cryptic origin activity independent of *ARS317* [36]. In the lower schematic, brown indicates sequences (+69…−100) sufficient for optimal *ARS1238* ARS activity (see B). The full segment (+133…−100) corresponds to the fragment responsible for preferential re-initiation in Figure 2A, right panel. (B) Identification of sequences sufficient for origin activity in preferentially re-initiating fragments. Plasmids containing indicated cloned DNA segments were assayed in wild-type strain YJL310 by measuring their mitotic stability, i.e. fraction of cells growing under selection for the plasmid that contain the plasmid. Plasmids and DNA segments assayed were pCR133, *317(+153..L17..−106)­*; pCR339, *317(+76..−106)*; pCR287, *317(+32..−106)*, pCR221, *1238(+133..−100)*; and pCR321, *1238(+69..−100)*; where the numbers in parentheses indicate nucleotide boundaries of the segment. L17 is an 8 bp linker substitution mutation of nt +86 to +79 (see Figure 4B), which disrupts the cryptic origin activity mentioned in A and allows *ARS317* origin activity to be assayed on its own. pCR287 contains the *HMR-E* silencer fragment that originally identified *ARS317* [28], but this fragment contains suboptimal origin activity. Mitotic stabilities presented as mean ±SD, n = 3. (C) *ARS317* origin cannot preferentially re-initiate by itself. The 182 bp *ARS317* origin segment shown in A and B, *317(+76..−106)*, was integrated at ChrIV_567 kb (gray arrow) in strains YJL10444 and YJL10445. Re-replication profiles were generated and displayed as in Figure 2. (D) The sequence flanking the *ARS317* origin cannot preferentially re-initiate by itself. A 267 bp segment (nt +300 to +34) containing the 224 bp segment flanking the *ARS317* origin mapped in B (nt +300 to +77) was integrated at ChrIV_567 kb (gray arrow) in YJL7717. Re-replication profiles were generated and displayed as in Figure 2 for *ARS317*, except the mean of two profiles, both from YJL7717, is shown. (E) *ARS1238* origin cannot preferentially re-initiate by itself. A 183 bp segment (nucleotides +83 to −100), containing the 169 bp *ARS1238* origin segment assayed in B, *1238(+69..−106)*, was integrated at ChrIV_567 kb (gray arrow) in strains YJL9707 and YJL9708. Re-replication profiles were generated and displayed as in Figure 2 for *ARS1238* in the congenic strains YJL9566 and YJL9567.

The initiation activity of an origin can be assayed by the ability of a plasmid containing the origin to be maintained in cells. One measure of this ability is the mitotic stability assay, which measures the steady state percentage of cells containing the plasmid in a culture grown under selection for the plasmid [38], [39]. The mitotic stability of several subfragments containing *ARS317* showed that full origin activity was retained by *317(+76..−106)* (Figure 3B). This origin segment failed to re-initiate when inserted at ChrIV_567 kb (Figure 3C), demonstrating that *ARS317* does not have an intrinsic ability to re-initiate. 

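With *317(+76..−106)* inserted, ChrIV_567 kb stood at 2.11C ± 0.0749 (SD, n = 2) after 3 hr of induction. The sample labels and the paper name this fragment by different left ends, +52 and +76, and the paper's was used. Its log2 difference from the 12 arrays of strains with nothing at the site was 0.13 (standard error 0.0594, unadjusted p = 0.0345, adjusted p = 0.0518, limma; exact permutation test, p = 0.132). The adjusted p ran from 0.0258 to 0.742 over the alternatives, and the difference moved most, to 0.04 log2, with 20 kb windows. It passed the threshold at 0.17 log2 with 5 kb windows, in a fit of the compared groups alone (adjusted p = 0.0442, limma) and without *MC2Ao* array 2, 3 or 4 (adjusted p = 0.0411, 0.0498 and 0.0489, limma).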

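The fragment that ends at +34 in the paper's text is named with +33 in Table S2. After 3 hr of induction its 2 arrays gave ChrIV_567 kb a height of 1.94C ± 0.0634 (SD, n = 2). The log2 difference from the 12 arrays with nothing at the site rounded to 0.00 (adjusted p = 0.934, limma; exact permutation test, p = 0.813). Over the alternatives it stayed between −0.02 and 0.07 log2.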

The adjacent segment *317(+300..+77)* was also not able to re-initiate when examined in the context of a slightly larger fragment *317(+300..+34)* at ChrIV_567 kb (Figure 3D). This adjacent segment does contain sequences that are essential for a weak cryptic origin (Figure 3A) [36], but a mutation that disrupts this cryptic origin did not reduce the ability of these adjacent sequences to induce re-initiation (Figure S3; mutant A). In contrast, a mutation of the *ARS* consensus sequence in the *ARS317 OBS* did eliminate re-initiation, confirming that the re-initiation is dependent on *ARS317* ([12], also Figure S3 mutant E). These data show that the preferentially re-initiating fragment *317(+300..−106)* can be separated into an *ARS317* origin segment *317(+76..−106)* and an adjacent segment *317(+300..+77)* that confers preferential re-initiation on *ARS317* in the *MC2Ao* strain. 

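Mutant A of Fig. S3 was compared with its own parent *317(+167..−106)*, which stood at 3.02C ± 0.0675 (SD, n = 2). The parent itself was 0.64 log2 above strains with nothing at ChrIV_567 kb (adjusted p = 1.24e-20, limma). Mutant A stood at 2.74C ± 0.168 (SD, n = 2), 0.50 log2 above those strains (adjusted p = 3.85e-14, limma). Its log2 difference from the parent was −0.14 (standard error 0.0777, adjusted p = 0.0726, limma). An exact permutation test of 2 arrays against 2 cannot go below p = 0.333. The difference moved most, to −0.23 log2, with probes on at least 90% of the arrays (adjusted p = 0.0334, limma). It also passed the threshold in a fit of the compared groups alone (adjusted p = 0.0489), with the mean of the probes (adjusted p = 0.0438) and with 5 kb windows (adjusted p = 0.0115, limma), while the largest adjusted p over the alternatives was 0.283.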

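Mutant E stood at 1.88C ± 0.0739 (SD, n = 2), −0.69 log2 from the same parent (standard error 0.0777, adjusted p = 5.28e-15, limma). Its log2 difference from strains with nothing at the site was −0.04 (adjusted p = 0.486, limma), and the adjusted p stayed at 0.295 or above under every alternative.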

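Measured directly against *317(+300..−106)*, the origin segment *317(+76..−106)* had a log2 difference of −0.60 (standard error 0.0777, adjusted p = 3.67e-12, limma). Over the alternatives the difference ran from −0.66 with 20 kb windows to −0.53 with 5 kb windows. From the failure of either segment alone and the activity of the whole fragment, the paper reasons that the adjacent segment confers re-initiation on the origin segment.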

We call the sequence element that confers this activity a re-initiation promoter (*RIP*) and will refer to it as *RIP317*.

We used a similar approach to identify a subsegment of *1238(+69..−100)* that retains full *ARS1238* origin activity (Figure 3B) but is not sufficient to preferentially re-initiate. This inability to re-initiate was demonstrated in the context of a slightly larger segment *1238(+83..−100)* at ChrIV_567 kb (Figure 3E). 

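After 6 hr of induction the 2 arrays with *1238(+83..−100)* stood at 1.8C ± 0.0601 (SD, n = 2). This was below the 4 arrays of strains with nothing at ChrIV_567 kb, with a log2 difference of −0.15 (standard error 0.0673, unadjusted p = 0.0274, adjusted p = 0.0518, limma; exact permutation test, p = 0.0667, the smallest p possible). Of the 3 fragments reported as unable to re-initiate, 0 passed the threshold above strains with nothing at the site in limma, and 2 had an unadjusted p below 0.05, 1 of them on the lower side. The exact permutation test also passed 0, while a fit of the compared groups alone, or 5 kb windows, passed 1, the fragment *317(+76..−106)*.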

Further evidence that neither origin segment nor adjacent segment have re-initiation activity on their own comes from insertion mutations (discussed later) that separate the two segments by 153 bp, and abolish re-initiation. In addition, the adjacent segment *1238(+133..+70)* does not contain the origin activity needed to support maintenance of an autonomous plasmid. Thus, like *ARS317*, *ARS1238* acquires its ability to preferentially re-initiate from an adjacent re-initiation promoter, which we will refer to as *RIP1238*.

### Mapping the Re-initiation Promoters

In order to map *RIP317* with finer resolution, we first analyzed the re-initiation efficiency of a nested series of deletions extending into the left border (plus side) of the 406 bp *317(+300..−106)* fragment. These deletion constructs were introduced into ChrIV_567 kb, and their re-initiation efficiency measured by normalizing the amount of re-initiation for each deletion (i.e. the copy number increase above 2C) against the amount of re-initiation for the full-length fragment. 

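The deletion series consisted of 12 fragments with their left end between +300 and +52, on 40 arrays after 3 hr of induction, 18 of them of *317(+153..−106)*. Between 6627 and 11788 probes per array held a value. Efficiency was the height at ChrIV_567 kb above 2C as a percentage of that of *317(+300..−106)*, with the error combined from the SD of both groups as in the paper.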

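Relative to *317(+300..−106)*, whose own error was 36.8%, the efficiency of *317(+251..−106)* was 80.4% ± 21, that of *317(+200..−106)* 88.9% ± 23.7 and that of *317(+153..−106)* 92.7% ± 30.7. The fragment from +143 gave 42.4% ± 14.9 and that from +133 gave 19.3% ± 12.5. Shorter fragments gave −5.92% ± 7.82 from +123, −7.11% ± 12.7 from +113, −11.7% ± 12.1 from +103, −0.3% ± 6.77 from +92, 9.24% ± 6.71 from +76 and −0.596% ± 5.78 from +52. A value below 0 means a height below 2C.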

Deletions up to nucleotide +153 had limited effect on re-initiation efficiency, but further deletion into the fragment caused a precipitous drop (Figure 4A). Thus, nucleotide +153 in the 259 bp deletion fragment *317(+153..−106)* defines a left-hand boundary for *RIP317*.

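Of the 11 shortened fragments, 8 lay below *317(+300..−106)* in limma, with adjusted p of at most 2.07e-05, and the 3 that reach +153 or further had adjusted p of at least 0.211. The fragment from +143 stood at 2.51C ± 0.119 (SD, n = 2), a log2 difference of −0.35 (standard error 0.0777, adjusted p = 2.07e-05, limma), and that from +133 at 2.23C ± 0.137 (SD, n = 2), a difference of −0.52 (adjusted p = 7.81e-10, limma). Both stayed above strains with nothing at the site (adjusted p = 6.97e-09 and 0.00141, limma). In all, 6 of the 12 fragments were above those strains and 7 had an unadjusted p below 0.05. That count rose to 7 with 5 kb windows, the alternative that moved it, and ran from 5 to 7 with 1 array left out. Without its array 1 the fragment from +133 no longer passed (0.14 log2). In every fragment from +143 to +103 array 1 read above array 2, and the fit has no term for array number. On array 1 the fragment from +133 (2.33C) exceeded those from +123 to +103 (1.96C to 2.02C). On array 2 it did so too (2.13C against 1.76C to 1.86C). Without array 1 of *317(+300..−106)* the fragment from +251 fell below it (adjusted p = 0.0376, limma). From the drop beyond +153, the paper concludes that this nucleotide marks the left end of *RIP317*.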

**Figure 4:**
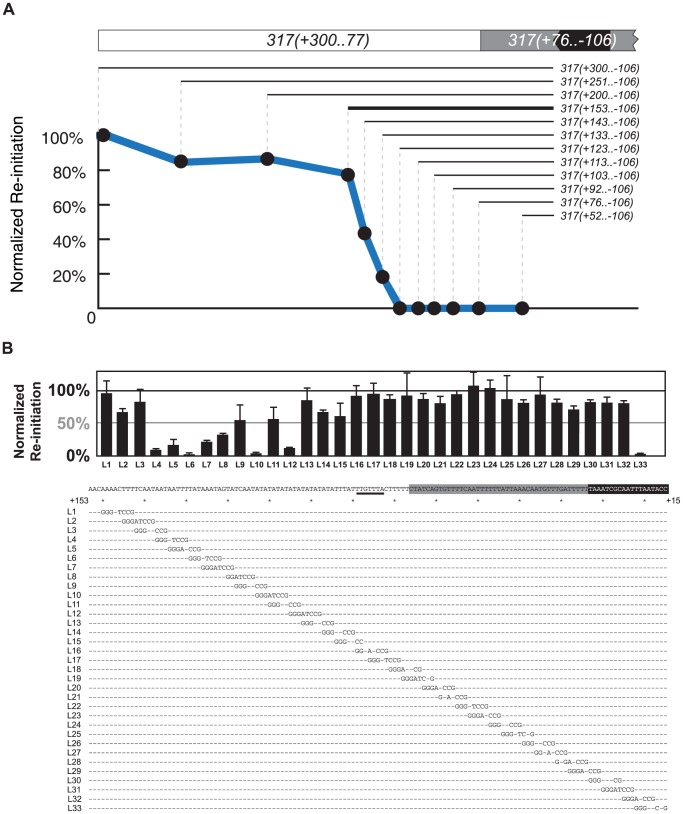
Mapping the re-initiation promoter for *ARS317*. (A) Identifying the left boundary of the Re-Initiation Promoter for *ARS317*. A nested series of left-side deletions (lines with nucleotide coordinates) of the *ARS317* re-initiating fragment *317(+300..−106)* were individually inserted at ChrIV_567 kb. Bold line represents deletion segment used for linker scan analysis in B. Mean re-replication profiles were obtained as described in Figure 2, except each mean profile was calculated from duplicate experiments of the same strain. Re-initiation efficiency was calculated by normalizing the mean peak height for each deletion fragment against the mean peak height for the full length *317(+300..−106)* fragment in the congenic reference strain YJL7700. The strains used for each deletion are listed in Table S2. (B) Structure of Re-Initiation Promoter for *ARS317*. An overlapping series of linker substitution mutations (L1–L33) constructed with an 8 bp GGGATCCG linker in the preferentially re-initiating segment *317(+153..−106)* were assayed for re-initiation efficiency as described in A, except efficiencies were normalized against the congenic reference strain YJL8398, which contains the wild-type *317(+153..−106)* sequence (partially shown below graph). Sequences of linker mutations are represented by letters for changed nucleotides and dashes for unchanged nucleotides. Position of the linker mutant HMRE-A (See Figure S3) used to disrupt cryptic origin activity is indicated by a thick black line at position +89..+83. The strains tested in duplicate for each linker substitution are listed in Table S2.

To further map *RIP317* we used *317(+153..−106)* as the parent sequence for a linker scan analysis of *RIP317* structure (Figure 4A; bold line). 

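The linker scan comprised 33 linker constructs of *317(+153..−106)*, L1 to L33, each on 2 arrays after 3 hr of induction with 6792 to 11563 probes holding a value. Document S1 assigns 2 arrays of YJL8398 as controls to the odd linkers and 2 to the even linkers without saying which. All 18 arrays of YJL8398 were therefore used as the parent of every linker, and efficiency was the height above 2C as a percentage of theirs.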

Most of the linker mutations that showed a noticeable reduction in *ARS317* re-initiation efficiency were from L4 to L15, which covers the 51 bp from nucleotide +137 to +87 (Figure 4B). 

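Of the 33 linkers, 18 lay below the parent in limma, 4 above it and 23 had an unadjusted p below 0.05. Of the 12 linkers from L4 to L15, 11 were among the 18, all but L14 (85.1% ± 17.7, adjusted p = 0.248). Efficiencies from L8 on were 39.2% ± 8.06 for L8, 42.3% ± 12.4 for L9, 4.38% ± 7.67 for L10, 44.7% ± 16.4 for L11, 23.4% ± 7.61 for L12, 73.2% ± 26.2 for L13 and 38.8% ± 27 for L15. Linker L10 had the largest log2 difference of the scan, −0.60 (standard error 0.058, adjusted p = 9.22e-18, limma; exact permutation test, p = 0.00526, the smallest p that 2 arrays against 18 allow). Outside this stretch the linkers below the parent were L3 (62.8%, adjusted p = 0.00152), L21, L25, L27, L29, L31 and L33. The call was lost for L3 without its array 2 (adjusted p = 0.185) and for L13 without its array 1 (adjusted p = 0.581, limma). With array number as a block the count was 15, without L13 (adjusted p = 0.0521), L21 (adjusted p = 0.0537) and L27 (adjusted p = 0.0669, limma). The count of 18 changed most, to 13, in the exact permutation test and, chosen after the data were seen, with the restored arrays taken in the order as deposited, and it became 20 with probes on at least 90% of the arrays.

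**Figure D1:**
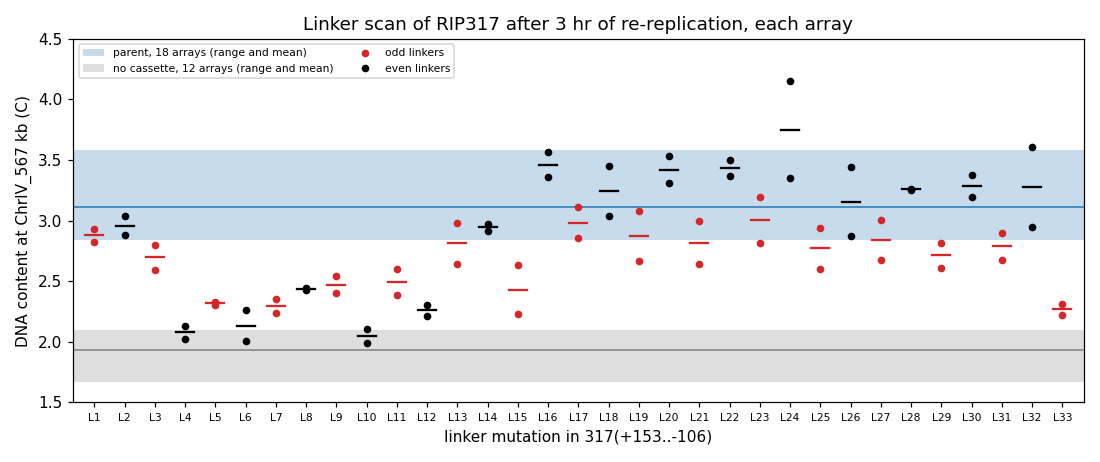
Height at ChrIV_567 kb in C (vertical axis) for each linker from L1 to L33 (horizontal axis), with points for single arrays and dashes for means, odd linkers in red and even linkers in black. The blue band is the range of the 18 parent arrays with their mean, the grey band that of the 12 arrays of strains with nothing at the site, and the means of L4 and L10, 2.08C and 2.05C, lie within the grey band.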

On the left end of this 51 bp region were linker mutations (L4–L7), which drastically reduced or eliminated *ARS317* re-initiation and identified sequences that are critical for *RIP* function. 

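Linker L4 gave an efficiency of 6.94% ± 6.59, L5 28.6% ± 6.12, L6 12% ± 16.7 and L7 26.5% ± 8.88. Their log2 differences from the parent were −0.58 (adjusted p = 3.79e-17), −0.42 (adjusted p = 8.86e-11), −0.54 (adjusted p = 1.1e-15) and −0.44 (adjusted p = 2.54e-11, limma), against a standard error of 0.058. Compared with strains with nothing at the site, L4 did not pass the threshold (adjusted p = 0.0859, limma), with an adjusted p from 0.0407 to 0.235 over the alternatives. Above those strains were L6 at 2.13C ± 0.184 (SD, n = 2; adjusted p = 0.0212, limma; exact permutation test, p = 0.0549), a call lost without L6 array 2 (adjusted p = 0.591, limma), L5 at 2.32C ± 0.0208 (SD, n = 2; adjusted p = 2.42e-05, limma) and L7 at 2.29C ± 0.0781 (SD, n = 2; adjusted p = 6.3e-05, limma).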

Other linker mutations (L8–L15) showed less striking reductions in re-initiation individually (Figure 4B), but eliminated re-initiation when combined together (Figure S4A). Thus, the sequences mutated by linkers L8–L15 are also important for *RIP* function but may contain partially redundant sequence elements.

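Combinations of linkers were measured on 22 arrays of 11 constructs, of which 7 lay below the parent in limma. With L9, L11 and L15 together, ChrIV_567 kb stood at 2.04C ± 0.089 (SD, n = 2), an efficiency of 3.89% ± 8.06. This was −0.60 log2 from the parent (adjusted p = 2.02e-18, limma) and not past the threshold above strains with nothing at the site (adjusted p = 0.182, limma), the only combination of the 11 for which that held. The pairs L11 and L15, L9 and L11, and L9 and L15 gave 23.5%, 26.6% and 26.3%, and L9 with L13 gave 50.6%. Pairs with L17 gave 67.4% (L9), 44.7% (L11), 133% (L13) and 83.7% (L15). L15 with L17 was not below the parent (adjusted p = 0.17, limma) except with 5 kb windows (−0.19 log2, adjusted p = 0.00393) and, chosen after the data were seen, probes on at least 90% of the arrays (−0.20 log2, adjusted p = 0.00439, limma), and L13 with L17 was above it (adjusted p = 0.0065, limma), as was L21 with L23 at 138% (adjusted p = 0.00228, limma). Without array 2, L9 with L17 was no longer below the parent (adjusted p = 0.294) and L9 with L15 no longer above strains with nothing at the site (adjusted p = 0.157, limma). The difference of the triple combination moved most, to −0.70 log2, with probes on at least 90% of the arrays.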

In contrast to linker mutations L4–L15, the remaining linker mutations from L16–L32 each had limited effects on *ARS317* re-initiation (Figure 4B). 

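Heights of L16 to L32 ran from 2.71C to 3.75C. Below the parent in limma were L21, L25, L27, L29 and L31, with efficiencies of 73.8%, 69.4%, 75.5%, 64.3% and 71.2%. Above it were L16 (132%, adjusted p = 0.0149), L20 (128%, adjusted p = 0.026), L22 (129%, adjusted p = 0.022) and L24 (158% ± 60.4, adjusted p = 2.56e-05, limma). Not past the threshold were L17 (88.5%), L18 (112%), L19 (78.5%), L23 (90.3%), L26 (104%), L28 (114%), L30 (116%) and L32 (115%). None of the 5 linkers below the parent kept its call with each of its arrays left out, since L21, L29 and L31 lost it without array 1 and L25 and L27 without array 2. Nor did any of the 4 above it, since L16, L20 and L22 lost the call without either array and L24 without array 2 (adjusted p = 0.339, limma). The sets in which the arrays were run are not given in the sources used here, and the fit has no term for them. All 5 were odd and all 4 above the parent were even. The odd linkers L17 to L31 averaged 2.85C ± 0.1 (SD, n = 8 linkers) and the even linkers L16 to L32 3.37C ± 0.177 (SD, n = 9 linkers), a difference of −0.518C (exact permutation test, p = 4.11e-05). Within L8 to L15 the odd linkers averaged 2.55C and the even ones 2.42C (exact permutation test, p = 0.571).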

We note that *ARS317* differs from most yeast origins in that the WTW sequence of its *OBS* is dispensable for initiation activity [36], [40]. 

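Linker L29 gave ChrIV_567 kb a height of 2.71C ± 0.147 (SD, n = 2), −0.19 log2 from the parent (adjusted p = 0.00241, limma). For L30 the height was 3.29C ± 0.131 (SD, n = 2) and the log2 difference 0.08 (adjusted p = 0.201, limma). For L31 it was 2.79C ± 0.159 (SD, n = 2), −0.15 log2 from the parent (adjusted p = 0.0168, limma).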

Linker L29, which mutates the WTW sequence, and linkers L30 and L31, which intrude further into the OBS, still leave intact the 17 bp extended ARS consensus sequence (*eACS*), which forms the core of the ORC binding site [41]. Thus, although these linkers mutate parts of the *OBS*, they presumably do not disrupt *ARS317* re-initiation efficiency because they leave *ARS317* origin activity intact. 

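Set against the mean of the linkers of its own parity between L16 and L32 in place of the parent, a comparison added after the data were seen, L29 reached 84.1% of the height above 2C. From the intact extended consensus sequence, the paper proposes that these linkers leave the origin active.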

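Linker L33 stood at 2.27C ± 0.0623 (SD, n = 2), an efficiency of 24.1% ± 7.47. Its log2 difference was −0.45 from the parent (adjusted p = 6.15e-12, limma) and 0.23 from strains with nothing at the site (adjusted p = 0.000177, limma).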

Linker L33, on other hand, does mutate part of the *eACS*, so its partial disruption of *ARS317* re-initiation is likely due to impairment of origin function. 

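The construct in which L17 to L31 were replaced at once stood at 3.07C ± 0.0617 (SD, n = 2) after 3 hr, an efficiency of 96.4% ± 20.4. Its log2 difference from the parent was −0.02 (adjusted p = 0.795, limma; exact permutation test, p = 0.847), and from strains with nothing at the site 0.67 (adjusted p = 3.97e-21, limma).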

Replacement of the entire sequence covered by L17–L31 (nucleotides +86 to +23) with sequence of similar AT content did not have much effect on *ARS317* re-initiation (Figure S4B). Additional replacement of sequences covered by L1–L3 decreased re-initiation efficiency by a third, indicating that these sequences contribute to optimal *RIP317* activity (Figure S4B). These results suggest that *RIP317* resides in the 67 bp from nucleotides +153 to +87 and contains a core region of approximately 19 bp (+137 to +119) that is crucial for its function.

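Of the 33 linkers, 31 stayed above strains with nothing at the site in limma, all but L4 and L10, and the alternatives gave between 30 and 32. On the left of the critical stretch, L1 gave 79.1% ± 17.4 and L2 86.5%. With the linkers of like parity as the reference, L1 to L7 gave 103%, 70.3%, 82.1%, 5.64%, 37.4%, 9.75% and 34.7%, and L8 to L15 gave 31.9%, 55.4%, 3.56%, 58.5%, 19%, 95.8%, 69.1% and 50.7%. From the linkers, the boundary at +153 and the replacements of L17 to L31 and of L1 to L3, the paper proposes a place for *RIP317*. It lies between +153 and +87, with its core where L4 to L7 fall. The efficiencies here do not set L4 to L7 apart by themselves. L10 (4.38%) was below all 4 of them, and L12 (23.4%) was below L5 (28.6%) and L7 (26.5%). The other linkers of L8 to L15 gave 38.8% or more.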

As discussed above, we had narrowed down *RIP1238* to a 64 bp segment from nucleotide +133 to +70. 

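Linkers A to H replace 8 stretches of *1238(+133..−100)* and were measured on 16 arrays after 6 hr of induction. Linkers C to G gave efficiencies of −8.14%, −7.5%, 6.33%, 1.64% and −0.666%. All 5 were below the parent with adjusted p of at most 7.69e-11 (limma), and none passed the threshold against strains with nothing at the site (smallest adjusted p 0.651, limma). Linker A gave 90.3% ± 10.7 (2.93C) and B 87.8% ± 17.7 (2.9C ± 0.16, SD, n = 2), neither below the parent (adjusted p = 0.539 and 0.492, limma). On 1 array of linker A, chromosome III was raised over its whole length, with a median of 3.71C, while ChrIV_567 kb read 2.88C. The number of linkers below the parent rose from 6 to 7 with 20 kb windows, the alternative that moved it.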

Linker scan analysis revealed that linker mutations spanning 40 bp (+117 to +78) of this segment abolished *ARS1238* re-initiation, while the remaining mutations showed a more modest reduction (Figure S4C). Thus, like *RIP317*, *RIP1238* has a core segment that is crucial for RIP function and surrounding sequences that enhance this function.

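Linker H gave 45.5% ± 7.7 (2.47C ± 0.0651, SD, n = 2). It lay −0.29 log2 from the parent (standard error 0.0777, adjusted p = 0.000289, limma) and above strains with nothing at the site (adjusted p = 3.57e-05, limma). From the loss under linkers C to G and the weaker effects around them, the paper concludes that *RIP1238* has a core and surrounding sequences that enhance it.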

### *RIP* Function Is Not Simply Dependent on High AT Content

The most obvious common feature of *RIP317* and *RIP1238* is the high AT-content of these sequences (92% and 84% AT respectively). Regions of high AT-content have been postulated to exclude nucleosomes (Reviewed in [42]) or to provide regions of reduced helical stability that facilitate DNA unwinding during replication initiation [43]. Therefore, we wondered if *RIP* elements were stimulating re-initiation through such a positioning or thermodynamic mechanism.

To test this possibility we generated various mutants that preserved the AT content of *RIP317* while altering its sequence identity. Neither predicted nucleosome exclusion [44] nor predicted DNA helical stability [45] of *RIP317-ARS317* is changed by these mutations. These mutations profoundly compromised re-initiation activity, with many of the mutants showing no re-initiation even after 6 hours of induction (Figure S5). These findings suggest that *RIP* elements do not simply act as a DNA unwinding element or a nucleosome exclusion site. 

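The 9 substitutions that keep the AT content were measured on 18 arrays after 6 hr of induction, with 4345 to 11235 probes holding a value. All 9 lay below the parent in limma, by log2 differences from −1.37 to −0.92 and with adjusted p of at most 3.61e-23. Efficiencies were 4.86% for the reversed C-D stretch, −1.45% for its transversion, −0.409% for its scrambling, −4.32% for C, 1.75% for D, 19.9% for C1, 3.25% for C2, 10.1% for D1 and 5.43% for D2. Only 1 array of C held enough probes at the locus, so its spread is taken from the other groups. Above strains with nothing at the site were C1 at 2.57C (adjusted p = 2.75e-06) and D1 at 2.29C (adjusted p = 0.0206, limma). The adjusted p of D1 ran from 7.2e-05 to 0.459 over the alternatives and its log2 difference moved most, from 0.19 to 0.11, with 5 kb windows. Its call was lost when either D1 array or either *MC2Ao* 6 hr array was left out.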

We do note that many of the mutations disrupted a palindrome in *RIP317* (5′-TTTATAAA-3′) that is also present in shorter form in *RIP1238* (5′-TTATAA-3′). However, the palindrome in *RIP1238* is not necessary for *RIP* function (Figure S4C, mutant B), and the palindrome in *RIP317* is not sufficient (Figure S5, mutant D2). Thus, although our mutational data does not rule out a role for the palindrome that is specific for *RIP317*, the sequence dependence we observed is consistent with the *RIP* acting as a recruitment site for factors that promote re-initiation.

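Mutant D2 stood at 2.15C ± 0.0167 (SD, n = 2), with log2 differences of −1.17 from the parent and 0.11 from strains with nothing at the site (adjusted p = 0.33, limma). The latter had an adjusted p from 0.0365 to 0.801 over the alternatives. Its 2 arrays read 2.17C and 2.14C, and on the first of them chromosome III was raised over its whole length, with a median of 4.06C. From mutants B and D2, the paper reasons that the palindrome is neither necessary in *RIP1238* nor sufficient in *RIP317*.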

### *RIP* Function Is Distance Dependent

The origin proximal boundary of *RIP317* is 53 bp away from the B-side boundary of the *ARS317 OBS*. To determine whether the size of this spacing is important for *RIP317* function, *RIP-OBS* spacing was increased by inserting randomly generated DNA of 38% AT-content (the average AT-content of genomic DNA in *S. cerevisiae*) between *RIP317* and *ARS317* and decreased by deleting portions of *ARS317* in this 53 bp spacing (See Materials and Methods and Table S1). The resulting clones were analyzed for re-initiation efficiency (Figure 5A). 

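The spacing series of *RIP317* and *ARS317* held 7 constructs with 21 to 153 bp between the *RIP* and the *OBS*, each on 2 arrays after 3 hr of induction, with 4696 to 11359 probes holding a value. The parent has 53 bp and was represented by the 18 arrays of YJL8398, against which limma was run and efficiency was counted. Document S1 lists 2 arrays of this strain as controls of the series without saying which, and the fit has no term for the set.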

Re-initiation declined with increased spacing and was abolished by 153 bp, suggesting that *RIP317* must be relatively close to the origins to confer preferential re-initiation. 

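At 58 bp the efficiency was 138% ± 29 (3.53C ± 0.0732, SD, n = 2), 0.19 log2 above the parent (adjusted p = 0.00253, limma), a call lost without its array 1 (adjusted p = 0.122, limma). At 63 bp it was 107% ± 21.8 (3.18C, adjusted p = 0.527) and at 73 bp 81.7% ± 17.8 (2.91C, adjusted p = 0.125, limma), neither apart from the parent. With probes on at least 90% of the arrays, chosen after the data were seen, 73 bp was below the parent (−0.18 log2, adjusted p = 0.0119, limma). At 153 bp it was −6.82% ± 1.55 (1.92C ± 0.0077, SD, n = 2), −0.69 log2 from the parent (adjusted p = 1.41e-22) and not apart from strains with nothing at the site (adjusted p = 0.918, limma). At 45 bp the efficiency reached 229% ± 47.2 (4.54C ± 0.0722, SD, n = 2), 0.55 log2 above the parent (adjusted p = 1.55e-16, limma). Of the 7 spacings 5 differed from the parent, a count that fell to 3 with parent arrays 1 and 2 alone. From the decline with distance, the paper proposes that *RIP317* must lie close to the origin.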

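At a spacing of 37 bp, ChrIV_567 kb stood at 3.42C ± 0.102 (SD, n = 2), an efficiency of 128% ± 27.7 and 0.14 log2 above the parent (adjusted p = 0.0233, limma; exact permutation test, p = 0.0842). That call was lost without either of its arrays (adjusted p = 0.266 and 0.0897, limma). At 21 bp it stood at 2.41C ± 0.0772 (SD, n = 2), an efficiency of 37.1% ± 10.3 and −0.36 log2 from the parent (adjusted p = 8.47e-09, limma; exact permutation test, p = 0.00526, the smallest p possible).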

Re-initiation could tolerate a decline in spacing to 37 bp but was significantly reduced by a spacing of 21 bp. The latter reduction, however, could simply be a secondary consequence of excessive removal of the B domain, which lies in the 53 bp spacing. Nonetheless, the overall finding is that re-initiation requires close but not precise spacing (within ∼35 to ∼75 bp) between the *RIP* and the *OBS.*

**Figure 5:**
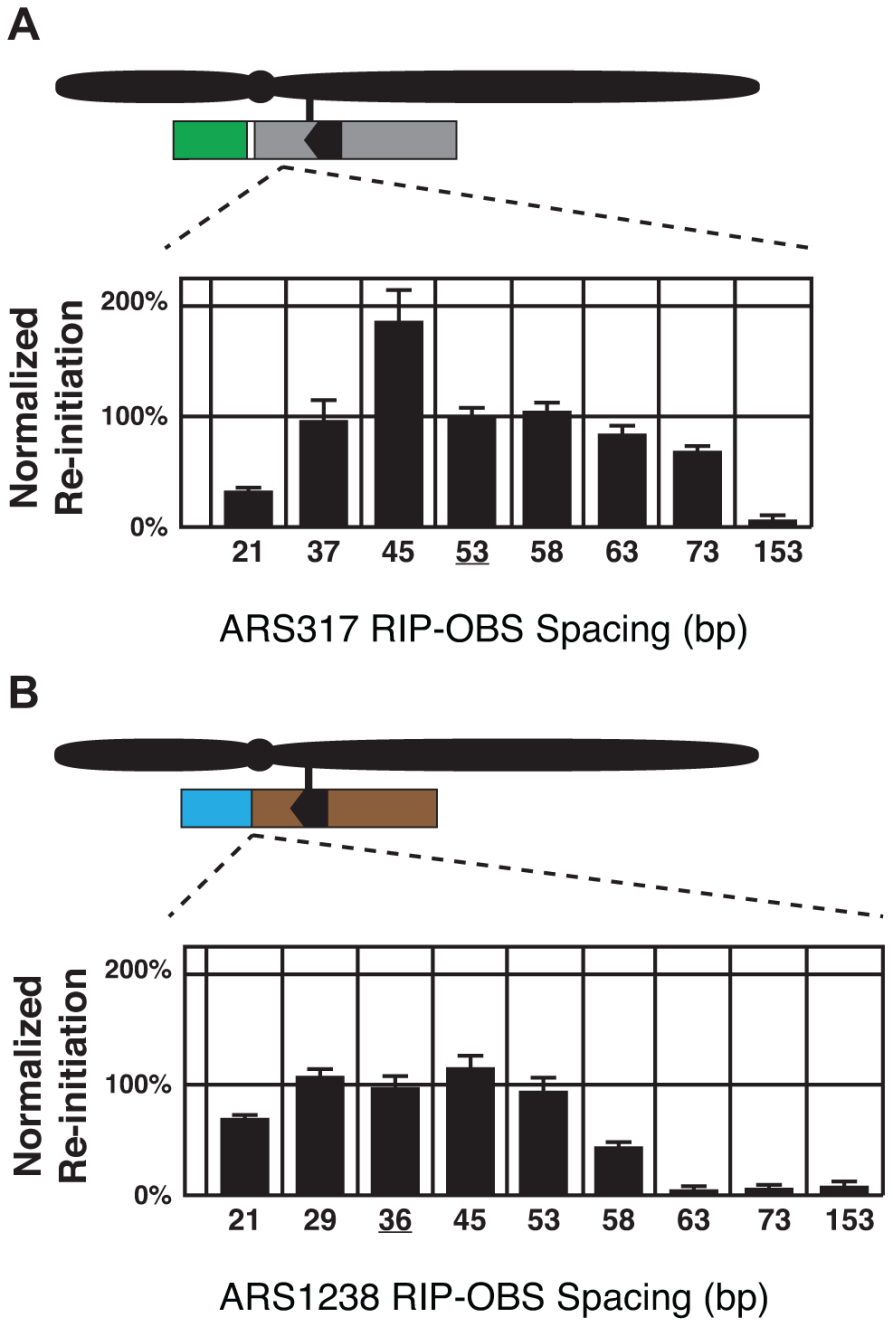
Re-initiation promoters function in close proximity to their origins. (A) Re-initiation efficiency for insertion and deletion mutants that alter the distance between the 67 bp *RIP317* (nt +153 to +87) and the *ARS317 OBS* (nt +33 to +1) in the context of the preferentially re-initiating segment *317(+153..−106)* were determined as described in Figure 4B. These mutant strains change the spacing between the *RIP* and the *OBS* from the wild-type spacing of 53 bp (YJL8398) to 153 bp (YJL8785), 73 bp (YJL8783), 63 bp (YJL8781), 58 bp (YJL8779), 45 bp (YJL8912), 37 bp (YJL8910), or 21 bp (YJL8908). (B) Re-initiation efficiency for insertion and deletion mutants that alter the distance between the 64 bp *RIP1238* (nt +133 to +70) and the *ARS1238 OBS* (nt +33 to +1) in the context of the preferentially re-initiating segment *1238(+133..−100)* were determined as described in A, except re-replication was induced for 6 hr and isogenic strain pairs were normalized against YJL9566 and YJL9567 to obtain efficiencies. Mutant strains change the spacing between the *RIP* and the *OBS* from the wild-type spacing of 36 bp (YJL9566 and YJL9567) to 153 bp (YJL10287 and YJL10288), 73 bp (YJL10289 and YJL10290), 63 bp (YJL10291 and YJL10292), 58 bp (YJL10293 and YJL10294), 53 bp (YJL10158 and YJL10159), 45 bp (YJL10295 and YJL10296), or 21 bp (YJL10299 and YJL10300).

A spacing of only 36 bp separates *RIP1238* from the *OBS* of *ARS1238*. This short spacing suggested that *ARS1238* might re-initiate less efficiently than *ARS317* because the spacing is suboptimal. We thus performed a similar analysis of the spacing requirements between *RIP1238* and the *OBS* of *ARS1238* (Figure 5B). Like *ARS317*, re-initiation of *ARS1238* also required relatively close spacing of the *RIP* and *OBS* (∼25 to ∼55 bp). Moreover, re-initiation levels were relatively constant across this range of spacings, indicating that the lower levels of re-initiation for *ARS1238* versus *ARS317* cannot be attributed to suboptimal *RIP-OBS* spacing for the former. This requirement for close proximity between *RIP* and origin raise the possibility that proteins bound to both sites must closely interact in some manner to facilitate re-initiation.

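The series of *RIP1238* and *ARS1238* held 8 constructs from 21 to 153 bp on 16 arrays after 6 hr, with a parent of 36 bp on 2 arrays. On the 10 arrays of the 45, 53, 58, 63 and 73 bp constructs the order of the rows had been restored. Efficiency was 77.2% ± 8.15 at 21 bp, 53% ± 13.4 at 58 bp, −6.03% at 63 bp and 0.178% at 73 bp. The log2 difference from the parent was −0.25 at 58 bp (standard error 0.0777, adjusted p = 0.00305), −0.64 at 63 bp (adjusted p = 5.14e-13) and −0.60 at 73 bp (adjusted p = 7.5e-12, limma). At 153 bp the efficiency was 29.9% ± 6.95 (2.31C ± 0.0649, SD, n = 2), −0.39 log2 from the parent (adjusted p = 3.61e-06, limma). It remained 0.21 log2 above strains with nothing at the site (adjusted p = 0.00341, limma), with an adjusted p from 3.07e-05 to 0.061 over the alternatives. The call at 153 bp above those strains was lost without its array 1 (adjusted p = 0.101), and that at 58 bp below the parent without its array 2 (adjusted p = 0.137, limma). Exact permutation tests of 2 arrays against 2 or 4 cannot pass 0.05 here. With the rows as deposited, 6 spacings instead of 4 differed from the parent, and without the restored arrays 1 of 3 did.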

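Efficiency was 117% at 29 bp (3.20C), a spacing the sample labels and Document S1 give as 27 bp. It was 122% at 45 bp (3.25C) and 97.1% at 53 bp (3.00C). None of these differed from the parent, and with 21 bp counted the smallest adjusted p was 0.221 (limma). Some alternatives differ. With 5 kb windows 29 bp and 45 bp were above the parent (0.19 and 0.18 log2, adjusted p = 0.0437 for each), and 21 bp was below it with 20 kb windows (−0.22 log2, adjusted p = 0.00869) and in a fit of the compared groups alone (−0.12 log2, adjusted p = 0.0261, limma). With the rows of the restored arrays as deposited, the 45 bp construct lay −0.76 log2 from the parent (adjusted p = 8.91e-11, limma). From the even levels between these spacings, the paper reasons that spacing does not account for the lower level of *ARS1238*.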

### *RIP* Elements Confer Preferential Re-initiation on Heterologous Origins

If the *RIP* elements promote preferential re-initiation by influencing common regulatory pathways controlling origins, they should be able to promote re-initiation from heterologous origins. To test this possibility, we fused *RIP317* and *RIP1238* to other replication origins, keeping the spacing between *RIP* and origin *OBS* between 46–53 bp, within the optimal range of spacing determined for both *ARS317* and *ARS1238*. These *RIP*-origin chimeras were then assayed at ChrIV_567 kb for re-initiation in an *MC2Ao* strain.

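The fusions comprised 10 constructs of *RIP317* or *RIP1238* with other origins and 2 with the mutated rip317, each on 2 arrays. Between 5161 and 11390 probes per array held a value. Fusions induced for 3 hr were compared with the 12 arrays of strains with nothing at ChrIV_567 kb, and those induced for 6 hr with 4 such arrays. For both *RIP1238* fusions and for *RIP317-ARS1238* the sample labels give 3 hr where the paper gives 6 hr, and the paper's hours were used. The order of the rows had been restored on the 4 arrays with rip317 and on 1 array of *RIP1238-ARS301*.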

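After 3 hr of induction, *RIP317-ARS1021* stood at 2.53C ± 0.199 (SD, n = 2), 0.38 log2 above strains with nothing at the site (adjusted p = 2.23e-09, limma). *RIP317-ARS301* stood at 2.80C ± 0.344 (SD, n = 2), 0.53 log2 above them (adjusted p = 2.88e-15, limma). With the mutated rip317, *ARS301* stood at 2.06C ± 0.059 (SD, n = 2), −0.44 log2 from the functional fusion (adjusted p = 1.56e-07, limma) and not apart from strains with nothing at the site (0.09 log2, adjusted p = 0.13, limma). With rip317, *ARS1021* stood at 2.25C ± 0.0125 (SD, n = 2), −0.16 log2 from the functional fusion (standard error 0.0777, adjusted p = 0.0357, limma), a call lost when either rip317 array or *RIP317-ARS1021* array 1 was left out. It remained 0.22 log2 above strains with nothing at the site (adjusted p = 0.000633, limma). With the rows of its arrays as deposited it was −0.03 log2 from them (adjusted p = 0.748, limma), the largest change under any alternative.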

*RIP317* promoted preferential re-initiation from *ARS1021* and *ARS301* (Figure 6A) at levels comparable to the re-initiation it promoted from *ARS317* (Figure 2D) following a 3 hr induction of re-replication (2.8–3C), while fusions to a non-functional rip317 (equivalent to Figure 4B linker 6) failed to re-initiate. *RIP317* also stimulated re-replication from *ARS305, ARS209, and ARS1238*, but a longer 6 hr induction of re-replication was needed to show an unequivocal stimulation (Figure S6A and S6B). 

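After 6 hr of induction, *RIP317-ARS305* stood at 3.29C ± 0.0574 (SD, n = 2), 0.72 log2 above strains with nothing at the site (adjusted p = 9.17e-20, limma). *RIP317-ARS209* stood at 3.55C ± 0.0115 (SD, n = 2), a difference of 0.83 log2 (adjusted p = 4.4e-24, limma), and *RIP317-ARS1238* at 2.46C ± 0.0565 (SD, n = 2), a difference of 0.30 log2 (adjusted p = 2.74e-05, limma). Each had both arrays above all 4 controls, which gives the smallest exact permutation p of 0.0667.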

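Fused to *RIP1238*, *ARS1021* was 1.28 log2 (adjusted p = 3.97e-41) and *ARS301* 1.10 log2 (adjusted p = 1.12e-34, limma) above strains with nothing at ChrIV_567 kb after 6 hr of induction. The standard error was 0.0673, and each fusion had both arrays above all 4 controls.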

*RIP1238* was similarly able to promote preferential re-initiation from *ARS1021* and *ARS301* (Figure 6B). In these cases the re-initiation levels (4-4.5C) were comparable to the re-initiation *RIP317* promoted at *ARS317* following a 6 hr induction of re-replication (compare to Figure 1). Thus, both *RIPs* can promote preferential re-initiation on heterologous origins.

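The height was 4.88C ± 0.308 (SD, n = 2) for *RIP1238-ARS1021* and 4.30C ± 0.163 (SD, n = 2) for *RIP1238-ARS301*.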

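Of the 10 fusions, 7 were above strains with nothing at the site in limma. This count stayed at 7 under every other way of processing. It also did so with any 1 *MC2Ao* array, or any 1 control array after 6 hr, left out. The 7 arrays without *ARS317* and *ARS1238* after 3 hr were not left out. The exact permutation test passed 0 of 10 after adjustment. The smallest adjusted p was 0.0549, for *RIP317-ARS1021* and *RIP317-ARS301* after 3 hr, and after 6 hr 2 arrays against 4 cannot reach the threshold. *RIP317-ARS1*, a fusion given by the sample labels, stood at 2.03C ± 0.058 (SD, n = 2) after 3 hr and did not pass it (adjusted p = 0.244, limma). From the activity of both *RIPs* on *ARS1021* and *ARS301*, the paper concludes that they promote re-initiation on heterologous origins.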

**Figure 6:**
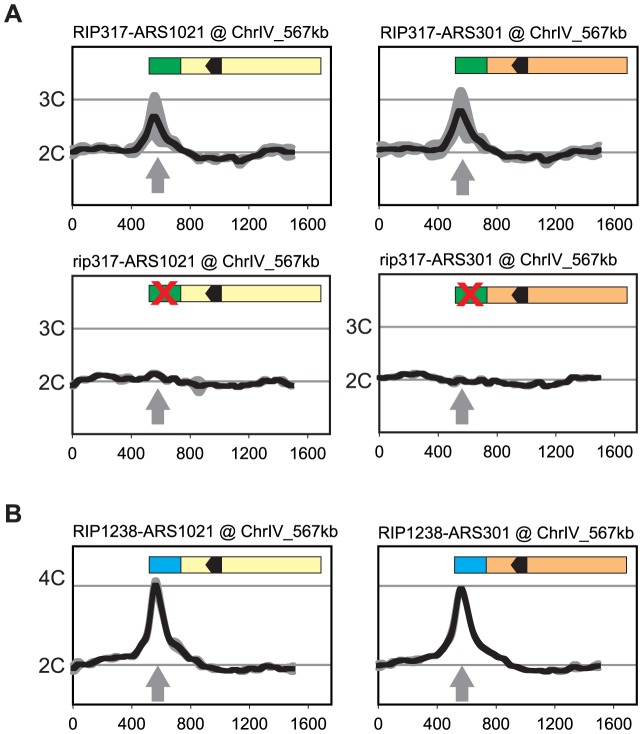
Re-initiation promoters can confer preferential re-initiation on exogenous origins. (A) *RIP317* confers preferential re-initiation on *ARS1021* and *ARS301*. *RIP317-ARS1021* fusion (top left, YJL9078), *rip317-ARS1021* fusion (bottom left, YJL9221), *RIP317-ARS301* fusion (top right, YJL9080), and *rip317-ARS301* fusion (bottom right, YJL9225) were inserted at ChrIV_567 kb (gray arrow) in an MC2Ao strain. The mutant *rip317* has linker L6Xho disrupting the same nucleotides as linker L6 (see Figure 4B). Re-replication profiles (shown for Chromosome IV) were obtained as described for *ARS317* in Figure 2 except the mean profile was generated from duplicate experiments of the indicated strains. (B) *RIP1238* confers re-replication when fused to *ARS1021,* and *ARS301*. A *RIP1238-ARS1021* fusion (left, YJL9999 and YJL10000) or a *RIP1238-ARS301* fusion (right, YJL10001 and YJL10002) was inserted at ChrIV_567 kb (gray arrow) in an *MC2A0* strain. Re-replication profiles were obtained as described for *ARS1238* in Figure 2 using a 6 hr induction of re-replication.

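After 3 hr of induction, *RIP317-ARS306* stood at 1.85C ± 0.0023 (SD, n = 2), −0.06 log2 from strains with nothing at ChrIV_567 kb (adjusted p = 0.288, limma). *RIP317-ARS702* stood at 1.83C ± 0.0245 (SD, n = 2), −0.08 log2 from them (adjusted p = 0.22, limma). With a standard error of 0.0594, differences of this size were not detectable with 2 arrays.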

We did observe some origins (*ARS306*, *ARS702*) that exhibited no detectable preferential re-initiation when fused to *RIP317* (Figure S6B). One possible reason is that the optimal spacing between the origin *OBS* and the *RIP* element places constraints on the size of the B domain that can fit between these two elements. Origins requiring larger B domains would be expected to have their initiation, and thus any re-initiation, compromised in their corresponding RIP fusion constructs. Consistent with this explanation, the truncated *ARS306* and *ARS702* fragments fused to *RIP317* displayed defective origin function when assayed by plasmid mitotic stability (Figure S6C).

### *RIP* Elements Do Not Enhance the S Phase Initiation Activity of Adjacent Origins

Just as compromising origin function can reduce re-initiation efficiency, one can imagine that *RIP* elements might promote re-initiation by simply enhancing the intrinsic initiation efficiency of an origin. Such an effect was difficult to detect by plasmid mitotic stability because origins that re-initiate when fused to *RIP317 (ARS317, ARS1021, and ARS301*) appear to have maximal mitotic stability in this assay (Figure 7A). However, when integrated in the chromosome, *ARS317*, *ARS1021*, and *ARS301* exhibited much lower initiation activity, allowing us to look for stimulation of this activity by *RIP317*.

**Figure 7:**
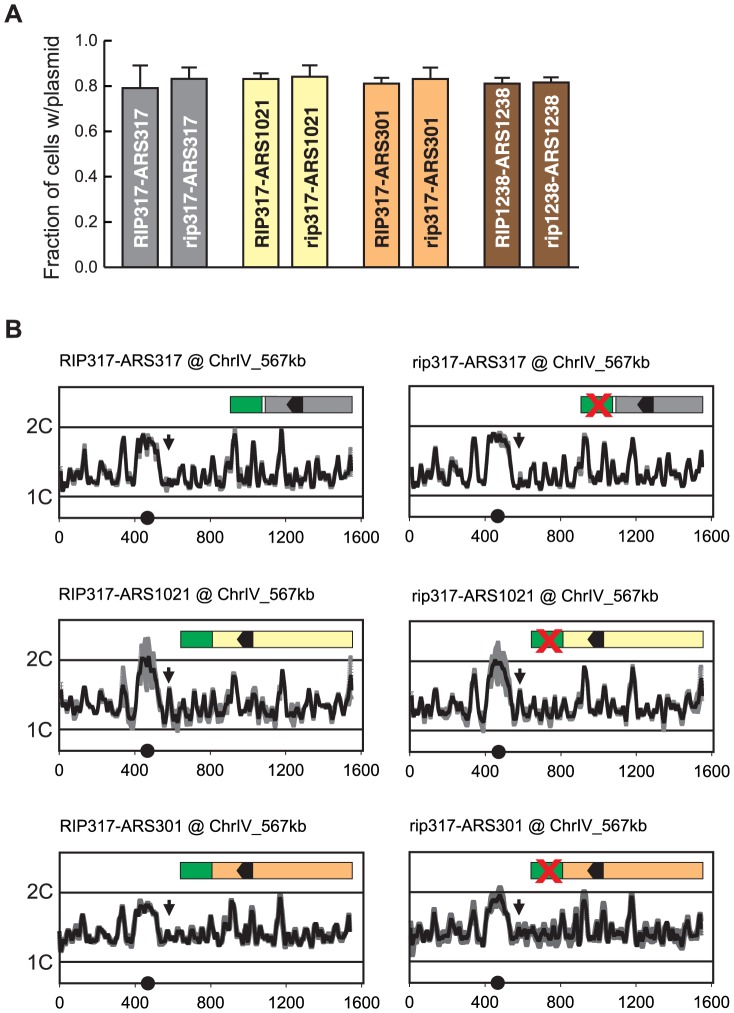
Re-initiation promoters do not alter the initiation activity of origins. (A) *RIP* elements do not enhance mitotic stability of adjacent origins. DNA segments containing combinations of *RIP* elements and origin sequences were cloned into the following plasmids: pCR133 (*RIP317-ARS317*); pCR165 (*rip317-ARS317*); pCR136 (*RIP317-ARS1021*); pCR169 (*rip317-ARS1021*); pCR137 (*RIP317-ARS301*); pCR171 (*rip317-ARS301*); pCR221 (*RIP1238-ARS1238*); pCR313 (*rip1238-ARS1238*). Mitotic stability of these plasmids was measured as described in Figure 3B. (B) *RIP*-origin fragments described in A were inserted at ChrIV_567 kb (arrow) in the following MC2Ao strains: YJL9175 (*RIP317-ARS317*); YJL9248 (*rip317-ARS317*); YJL9177 (*RIP317-ARS1021*); YJL9229 (*rip317-ARS1021*); YJL9179 (*RIP317-ARS301*); YJL9233 (*rip317-ARS301*). Inset shows schematic of *RIP-ARS* fusions: green – *RIP317*; green with cross – *rip317*; black arrowhead – OBS. Strains were synchronously released from an alpha factor arrest into media containing 0.1 M HU and collected in S phase when 30-60% of the genome was replicated. Replicating DNA from these strains was hybridized against nonreplicating DNA from M phase arrested YJL7695. Profiles show DNA content (1C to 2C) from array CGH of each strain plotted against position (in kb) of Chromosome IV. Data shown as mean of two profiles from duplicate experiments of each strain (dark trace) ±SD (light trace).

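Of the 18 S phase arrays, 12 were compared here, 2 for each of *ARS317*, *ARS1021* and *ARS301* joined to *RIP317* or to the mutated rip317 at ChrIV_567 kb. Cells lacking *ARS418* were released from alpha factor into hydroxyurea. Between 8304 and 11835 probes per array held a value. The authors scaled the mean ratio of each array to 1.5C, and heights were read as for re-replication. On all 6 arrays with rip317 the order of the rows had been restored, a step chosen after the data were seen. No RIP317 array needed it, so the step and the genotype coincide. The other 6 arrays are of a strain that the paper does not report and were left out.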

We used array CGH analysis of S phase replication to assay the activity of these origins with, and without, a functional *RIP317* element. In the resulting replication profiles, the heights of the peaks represent a combination of the efficiency and timing of origin initiation in S phase. Low but measurable peak heights for the origins are ideal, because they leave open the maximal dynamic range for detecting a stimulation of origin activity by *RIP317.*

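The height at ChrIV_567 kb was 1.31C ± 0.0129 with *RIP317* and 1.32C ± 0.0455 with rip317 for *ARS317* (SD, n = 2 each). For *ARS301* it was 1.47C ± 0.0228 and 1.50C ± 0.136 (SD, n = 2 each). Over all 3 origins the mean difference between *RIP317* and rip317 was −0.00272C, with a 95% half-width of 0.0963C (exact permutation test within origins, p = 0.954, 216 arrangements, smallest possible p 0.00926). In limma the log2 difference had a standard error of 0.0331 (p = 0.924). Among the alternatives the mean difference moved most, to 0.0635C, with the rows as deposited.

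**Figure D2:**
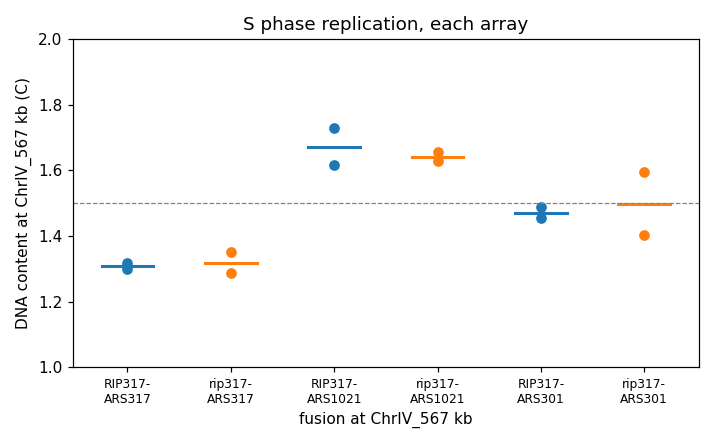
Height at ChrIV_567 kb in C (vertical axis) for *ARS317*, *ARS1021* and *ARS301* (horizontal axis) with *RIP317* in blue and rip317 in orange, with a point per array, a line per mean and a dashed line at 1.5C. The means of each pair differ by −0.00992C, 0.0297C and −0.028C.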

We observed no measurable difference in replication peak heights for *ARS317*, *ARS1021*, and *ARS301* with or without a functional *RIP317* (Figure 7B). At its endogenous location *ARS317* initiates in approximately 10–15% of cells each S phase based on 2-dimensional gel analysis of initiation bubble intermediates [46], [47]. Such origin activity at ChrIV_567 kb would be at the limit of detection for our aCGH replication assay, and any significant *RIP317* stimulation of *ARS317* activity should have been detectable as a larger peak. 

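For *ARS1021* the height at ChrIV_567 kb in S phase was 1.67C ± 0.0793 (SD, n = 2) with *RIP317* and 1.64C ± 0.0213 (SD, n = 2) with rip317. Its 4 arrays, from 1.62C to 1.73C, were above all 8 arrays of *ARS317* and *ARS301*, and the difference within the pair was smaller than the spread between arrays.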

More striking is the detection of clear origin activity from *ARS1021* and the absence of any stimulation of this activity from *RIP317*. These results argue that *RIP317* does not advance the timing or enhance the initiation efficiency of adjacent origins. 

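Across the genome, 11 of 972 windows of 10 kb differed between *RIP317* and rip317 in S phase (limma). The 3 higher ones were 0.23 log2 (adjusted p = 0.00132) from YML043C to YML041C, 0.15 log2 (adjusted p = 0.0487) from YOL029C to YOL023W and 0.15 log2 (adjusted p = 0.0334) from YFR020W to YFR022W. The 8 lower ones were led by −0.19 log2 (adjusted p = 0.00325) from YFL047W to YFL042C, −0.17 log2 (adjusted p = 0.00556) from YNR048W to YNR052C and −0.15 log2 (adjusted p = 0.0437) from YNL253W to YNL250W. None lay at ChrIV_567 kb. With probes on at least 90% of the arrays, 0 of 669 windows differed. From equal peak heights with and without *RIP317*, the paper reasons that it does not advance the timing or raise the efficiency of nearby origins.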

We thus favor a model in which *RIP* elements specifically promote re-initiation by antagonizing a mechanism(s) that prevents re-initiation.

### *RIP* Elements Facilitate a Step after Mcm2-7 Association with Origins

*In vitro* studies have shown that the loading of Mcm2-7 at origins can be subdivided into a sequence of discrete steps: (1) binding of ORC to origins; (2) recruitment of Cdc6 to ORC; (3) recruitment of Cdt1-Mcm2-7 to ORC-Cdc6; and (4) loading of a double hexamer of Mcm2-7 as a ring around the duplex origin DNA [48]. The numerous global mechanisms used by CDKs to prevent Mcm2-7 loading are thought to inhibit one or more of these steps, because once Mcm2-7 loading is complete, origins are primed to be activated by CDKs [49]–[51]. The partial deregulation of these mechanisms in the *MC2Ao* strain presumably allows some but not all of these steps to proceed, accounting for why the majority of origins do not re-initiate. *RIP* elements could therefore function by locally releasing an origin from the remaining block(s), allowing the origin to complete a re-initiation cycle. Thus, to gain insight into the mechanism of *RIP* action, we investigated which step in the loading process was blocked for the majority of origins that do not re-initiate in *MC2Ao* strains.

We examined Mcm2-7 ChIP association at three origins that do not re-initiate in *MC2Ao* strains: *ARS305*, *ARS418*, and *ARS1420*. As expected, Mcm2-7 associated more with these origins relative to nonspecific DNA in G1 phase (Figure 8B) but not in M phase (Figure 8C). After a 90 minute induction of re-replication, Mcm2-7 became enriched 2–4× at these origins but not at a non-origin locus *ACT1* (Figure 8D). ChIP also detected a similar degree of re-replication-induced association of Mcm2-7 with the two re-initiating origins, *ARS317* and *ARS1238* (Figure 8D). As expected, given the association of Mcm2-7 with origins that cannot re-initiate, preventing re-initiation of *ARS317* by disrupting its adjacent *RIP317* did not prevent the association of Mcm2-7 with *ARS317* (Figure 8D). On the other hand, disrupting the ORC binding site in *ARS317*, did lead to loss of Mcm2-7 association, specifically with this origin (Figures 8C, 8D). This result is consistent with the *in vitro* dependence of Mcm2-7 origin association on ORC binding [52].

**Figure 8:**
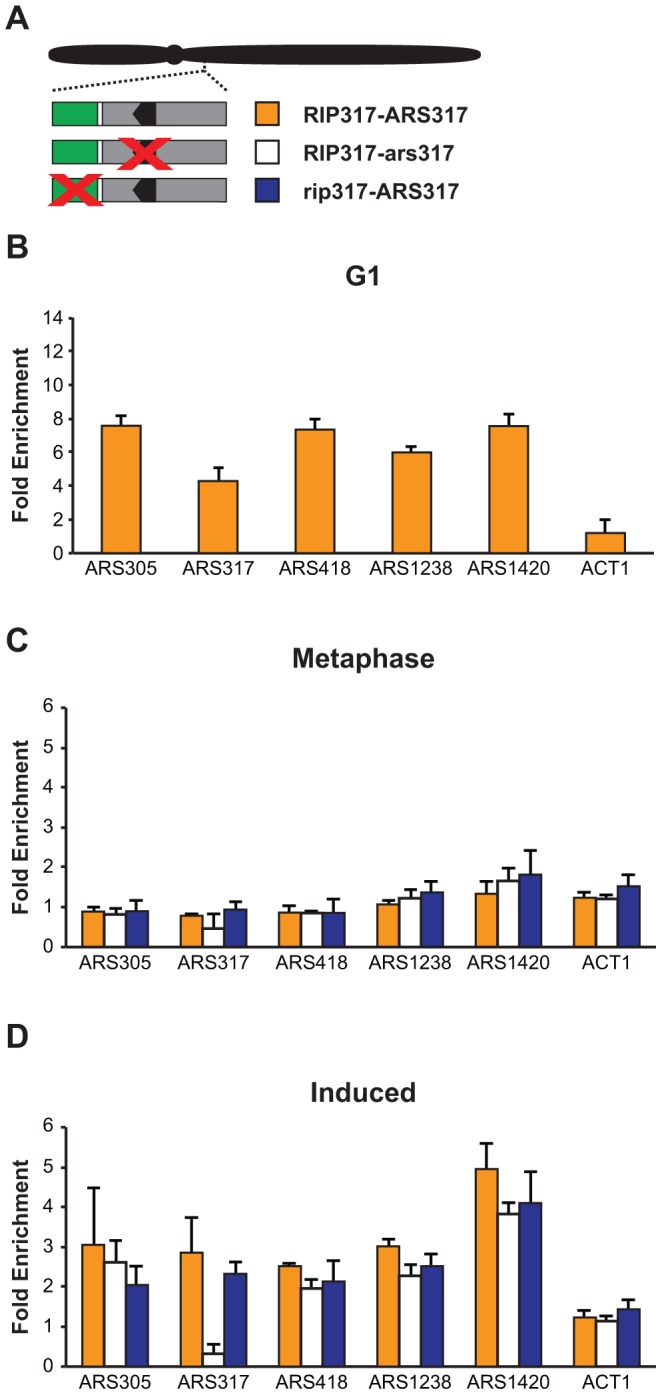
Deregulation of Cdc6 and Mcm2-7 allows Mcm2-7 to re-associate with origins that do not preferentially re-initiate. (A) Schematic of *RIP-*origin fragments inserted at ChrIV_567 kb In *MC2Ao* strains. YJL8398 (*RIP317-ARS317,* orange) is described in Figure 4B. YJL8541 (*RIP317-ars317*; white) has *ACSs* of both *ARS317* and the nearby cryptic origin disrupted using the mutations *HMRE-A* and *HMRE-E* (described in Figure S3). YJL9244 (*rip317-ARS317*; blue) has the *RIP* disrupted with linker L6 as described in Fig 4B. In all strains, the endogenous *ARS317* is deleted. (B) Mcm2-7 associates with origins at a G1 arrest. ChIP association with the indicated origins and non-origin control ACT1 was measured using anti-Mcm2-7 polyclonal antibodies in alpha factor arrested cells. Data shown as mean +/- SD (n = 3) of DNA enrichment relative to two non-origin segments (ADH1 and SLH1). (C) Mcm2-7 does not associate with origins in an M phase arrest. Mcm2-7 association with DNA segments shown in A was measured as described in B at a metaphase arrest before induction of re-replication. (D) Mcm2-7 associates with origins when re-replication is induced. Mcm2-7 association with DNA segments shown in A was measured as described in B at a metaphase arrest after 1.5 hr of re-replication induction.

Taken together, our data indicate that the global deregulation of re-initiation in the *MC2Ao* strain allows Mcm2-7 to associate with most origins. Thus, in this strain the *RIP* elements must promote re-initiation at adjacent origins by facilitating or deregulating a step that is blocked after this association. As discussed below, determining more precisely which step is involved will require better *in vivo* tools to distinguish between the two types of association (Mcm2-7 recruitment versus loading) that have been identified *in vitro*.

## Discussion

### *RIP* Elements Contribute to the Diversity of Origin Re-replication Control

Preventing re-initiation at the hundreds to thousands of replication origins in a eukaryotic genome is critical for preserving genome stability [2]. Models for how such tight regulation can be achieved emphasize the importance of using numerous overlapping inhibitory mechanisms to reduce the probability that any origin will re-initiate [3], [8]. These mechanisms all inhibit the loading of the Mcm2-7 core replicative helicase onto origins, and each does so by reducing the total cellular activity of one of the four proteins required for this step: ORC, Cdc6, Cdt1, or Mcm2-7 [5], [6]. Given their global nature, these regulatory mechanisms are presumed to act equally at all origins throughout the genome. Thus, current models cannot account for the broad range of efficiencies with which origins re-initiate when global mechanisms are compromised. This diversity suggests that the models may be missing the contribution of local factors that can modulate the regulation of individual origins.

Our work here demonstrates that such a local layer of regulation does indeed exist by identifying a local control that makes *ARS317* and *ARS1238* more susceptible to re-initiation when global regulation of Cdc6 and Mcm2-7 is removed. Our analysis of this control establishes some of its key mechanistic properties and constraints. First, this control specifically enhances the propensity of an origin to re-initiate and not its efficiency or timing during normal S phase initiation. Second, this preferential re-initiation is not imposed by a diffuse chromosomal context but is conferred by discrete sequence elements that are adjacent to but distinct from the origin. Third, these elements, which we call re-initiation promoters (*RIPs*), have specific sequence requirements and function best within a narrow range of distances close to the origin. Finally, these *RIPs* appear to overcome inhibitory mechanisms that block a step in initiation that follows the association of Mcm2-7 with origins. These results provide a paradigm for the local control of origin re-initiation and lay the groundwork for a more detailed molecular analysis of this control.

Our results do not address the question of whether the presence and activity of these *RIPs* is incidental to some other genomic function of these elements or whether they arose for the purpose of modulating replication control in cells with intact replication controls. Nonetheless, as discussed below, the existence of *RIP* elements has potential biological ramifications in both mutant and wild-type settings.

### Is *RIP* Function Mediated by Protein Binding?

One of the questions raised by our results is whether *RIP* function is mediated by proteins that specifically recognize these sequences or is mediated by some other property of these elements. The two *RIP* sequences we identified, *RIP317* and *RIP1238*, are both AT-rich, especially in their core regions. They do not share an obvious consensus sequence, and in fact, their AT-rich character makes it difficult to find meaningful conservation of these elements throughout the genome. Importantly, this AT-rich character raises the possibility that these elements just act thermodynamically to facilitate the DNA unwinding needed to re-initiate DNA replication. Another possibility is that they simply influence nucleosome positioning around origins, as AT-rich DNA tends to be excluded from nucleosomes [53]. These hypotheses, however, are not sufficient to account for *RIP* function, because we were able to abrogate *RIP317* function using mutations that preserved AT content without significantly perturbing their calculated unwinding potential or predicted propensity to exclude nucleosomes [44], [45].

These considerations suggest to us that *RIP* elements may act through proteins that bind to them. Such a possibility is compatible with the poor nucleosome occupancy over *RIP317* that has been observed at its endogenous chromosomal location [35], [54], [55]. A quick attempt to uncover such proteins by screening through yeast transcription factors with potential binding motifs [56], [57] in both *RIP317* and *RIP1238* did not yield any promising candidates (See Materials and Methods); deletions in *NHP6A NHP6B, YAP1, SUM1, YNR063W, GAT4, SMP1, or YOX1* failed to disrupt the function of either *RIP*. Hence, we are pursuing more systematic studies to identify proteins that bind *RIP* elements in vivo and are essential for *RIP* function. If *RIPs* do indeed work by recruiting proteins near an origin, the distance dependence of *RIP* function suggests that these proteins may have to interact in close proximity with specific initiation or regulatory protein that assemble at origins.

### *RIP* Elements Deregulate a Block to Re-initiation That Occurs after Mcm2-7 Associates with Origins

Our work also demonstrates that origins that do not re-initiate in the MC2Ao strain associate with Mcm2-7 by ChIP analysis and thus can at least recruit Mcm2-7 to origins. Apparently, these origins are blocked at an initiation step subsequent to Mcm2-7 recruitment, and the *RIP* elements confer preferential re-initiation on neighboring origins by deregulating this step.

Exactly which step is deregulated by *RIP* elements is not resolved by our experiments, but there are two major possibilities. The elements could be deregulating the transition between Mcm2-7 recruitment and Mcm2-7 loading, which has been defined *in vitro* [58] but not yet demonstrated *in vivo*. Alternatively, they could be deregulating a step following Mcm2-7 loading. We favor the former possibility because the latter requires us to violate a fundamental principle of the current paradigm for re-initiation control [3], [5], namely that this control only targets steps preceding Mcm2-7 loading. Nonetheless, resolution of this question must await the development of more sophisticated *in vivo* protein-DNA binding assays that are capable of distinguishing recruited from loaded Mcm2-7 at individual origins.

Importantly, this role in enabling a step of initiation subsequent to Mcm2-7 origin association distinguishes *RIP* elements from B2 elements, one of the core elements of budding yeast origins. Both elements are AT rich, positioned 3′ of the T-rich strand of the *OBS*, and have relaxed positioning requirements relative to the *OBS*. However, the B2 elements are needed for Mcm association with origins [59], and *RIP* elements are not. This distinction provides further support for a model in which *RIP* elements antagonize an inhibitory mechanism, rather than simply promote a normal initiation function.

### Possible Inhibitory Pathways Targeted by *RIP* Elements

How might *RIP317* and *RIP1238* locally override a block to Mcm2-7 loading that prevents origins from re-firing in the *MC2Ao* background? The simplest model is that the block is imposed by one or more of the regulatory mechanisms that remain intact in *MC2Ao* strains, e.g. CDK phosphorylation of Orc2 and Orc6 [7] or CDK binding to Orc6 [22]. According to this model, *RIP* elements locally antagonize some or all of these mechanisms, relieving enough of the block to allow detectable re-initiation at *RIP*-associated origins. This model is consistent with *in vitro* studies that indicate these inhibitory mechanisms still permit ORC binding and some Mcm2-7 recruitment to origins, but completely block Mcm2-7 loading onto origins [58]. The model is also consistent with our observation that globally antagonizing CDK phosphorylation of ORC in the *MC2Ao* background by mutating all CDK consensus phosphorylation sites on Orc2 and Orc6 allows many origins to join *ARS317* and *ARS1238* in re-initiating at detectable levels [12]. However, direct support for this model will require analysis of ORC phosphorylation and *CDK* binding at origins to determine if they are indeed reduced at *RIP*-associated origins as might be predicted by the model.

We note that the induction of re-initiation in the *MC2Ao* strain is limited and slow compared to the usual efficiency of origin initiation in a normal S phase. After 3 hr of induction, over one and a half cell cycles for this strain, only 50% and 25% of *ARS317* and *ARS1238*, respectively, have re-initiated. This inefficient re-initiation suggests that *RIP317* and *RIP1238* only partially antagonize the inhibitory mechanisms blocking Mcm2-7 loading. Such incomplete relief of inhibition may explain why completely antagonizing inhibitory phosphorylation of Orc6 on one CDK consensus site (S116A) can further enhance *ARS317* and *ARS1238* re-initiation in the *MC2Ao* strain relative to the *MC2A* strain (Figure S1).

### Parallels to Localized Re-initiation during Development

The preferential re-initiation of *ARS317* and *ARS1238* is reminiscent of the localized re-initiation that occurs in several cases of developmentally programmed gene amplification [60]. One of the best characterized is the amplification of the chorion gene locus in Drosophila ovarian follicle cells during oogenesis. Like the *RIP* elements identified in this work, an Amplification Control Element (*ACE3*) of ∼320 bp has been identified that has little origin function on its own and confers preferential re-initiation on a nearby origin (*ori-beta*). However, the mechanism by which *ACE3* and other potential ACE elements promote re-initiation at a select group of origins remains a mystery [60].

Our work in budding yeast offers a conceptual framework for exploring the mechanism of developmentally regulated gene amplification, even if the details prove to be different. For example, characterizing how far the initiation reaction can proceed on the majority of origins that don't re-initiate may give insight into the key step that allows amplification origins to re-initiate. Similarly, it may be informative to investigate the status of inhibitory modifications on initiation proteins associated with re-initiating origins to see if these modifications are reduced relative to the bulk protein population.

### Preferential Re-initiation May Predispose Genomic Regions to Re-replication Induced Genetic Variation

In addition to its established role in developmentally programmed gene amplification, there are several hints that DNA re-replication may also contribute to the amplifications and abundant duplications observed in cancer cells. First, we have shown in budding yeast that re-replication arising from deregulated replication initiation proteins can be an extremely efficient source of segmental amplification [2]. Second, overexpression of initiation proteins in murine models has been shown to promote oncogenesis [61]–[63]. Third, overexpression of replication initiation proteins has been observed in some human cancer cells [64]–[67]. And finally, the tandem direct repeat structure of some oncogene amplifications and many of the duplications detected in cancer cells is consistent with the structures that could arise from re-replication [68].

Should re-replication prove to be a new source of copy number variation (and possibly other genomic alterations) in cancer cells, local modulation of origin control, such as that described in this work, could make some regions of the genome more susceptible to re-replication induced genetic alterations than others. One can therefore imagine that an irregular genomic landscape of re-initiation susceptibility could give rise to an irregular genomic landscape of genetic instability in cancer cells. Preliminary indication for such position dependent variability in genetic instability has been obtained by experiments showing that the frequency and structure of DHFR amplification in a cancer cell line was different for different genomic positions of DHFR [69].

Copy number variation may also play an important role in normal cells. For example, gene duplications are thought to provide the functional redundancy that enables the functional diversification of genes during molecular evolution [70]. In addition, copy number increases, which occur with high prevalence in normal human genomes [71], may directly provide phenotypic variation that can be selected for during evolution. In both examples, the mechanism of copy number change is not clear. We speculate that extremely rare re-initiation events may occur despite the presence of normal re-initiation controls and contribute to copy number increases. Should re-initiation drive some of these copy number increases, variable susceptibility of origin re-initiation throughout the genome would be expected to make some regions of the genome more subject to evolutionary change than others. Thus, the presence of a local layer of re-initiation control provided by *RIP*-like elements may have far reaching ramifications on oncogenesis and evolution.

## Materials and Methods

### Plasmids

Integrative plasmids were used to test *RIP*-origin re-replication or replication activity in a chromosomal context. These plasmids were all derived from pBJ2889 [2]. This plasmid contains a portable re-replication integration cassette made up of the following elements: Homology Left (sequences centromere proximal to *ARS419,* which is located at 567 kb on Chromosome IV), the *kanMX6* reporter gene [72], the *ade3-2p* color reporter gene [73], a polylinker, which includes the XbaI restriction site, and Homology Right (sequences centromere distal to *ARS419*). SpeI – XbaI fragments containing *RIP*-origin inserts and additional restriction sites were integrated into the XbaI site of the pBJL2889 polylinker, creating a SpeI/XbaI fusion site (TCTAGT) on the *ade3-2p* side of the insert and re-creating an XbaI (TCTAGA) site on side adjacent to Homology Right. We report the sequence of these clones in Table S1 from the SpeI/XbaI fusion site to the intact XbaI site. The re-replication integration cassette was excised from the plasmid using SacI-NotI or SacI-SalI and introduced into yeast using standard techniques. Integration of these cassettes at *ARS419* destroyed its origin activity.

The *ARS* activity of RIP-origin constructs was measured by mitotic stability assays utilizing centromere-containing plasmids. These *CEN-ARS* plasmids were derived from pFJ11 [36], a plasmid containing *ARS317* and *CEN4*. As a preliminary step, the BamHI site adjacent to *CEN4* was destroyed by BamHI digestion, klenow fill-in of the cut overhangs, and blunt-end ligation. The *ARS317* in this modified pFJ11 was then replaced with our origin or *RIP-*origin constructs by cloning these constructs into the HinDIII and EcoR1 sites of the plasmid (exact sequences listed in Table S1). These plasmids were transformed into YJL310 [74] using standard techniques.

### Altering *ARS317* and *ARS1238 RIP*-*OBS* Spacing

The full sequence of all insertion and deletion mutants used to alter RIP-OBS spacings are listed in Table S1. They were generated as follows:

#### Inserting sequence

To increase the distance between *RIP1238* and the *OBS* of *ARS1238* we first randomly generate a 117 nucleotide sequence of 38% GC content (matching the average GC content of *S. cerevisiae*) DNA sequence then manually altered it to be free of yeast transcription factor binding motifs:

5′-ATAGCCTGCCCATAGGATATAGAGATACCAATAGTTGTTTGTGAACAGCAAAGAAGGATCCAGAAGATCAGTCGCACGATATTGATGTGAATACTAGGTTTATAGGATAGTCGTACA - 3′

Various sized segments of this sequence, all spanning the BamHI site (underlined), were inserted between nucleotides +69 and +70 of *ARS1238*. A 100 nucleotide sequence was similarly generated to insert sequences between *RIP317* and the *OBS* of *ARS317*:

5′–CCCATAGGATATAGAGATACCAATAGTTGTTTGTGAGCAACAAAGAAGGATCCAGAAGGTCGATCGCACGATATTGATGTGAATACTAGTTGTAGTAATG – 3′

#### Deleting sequence

For *ARS317* BamHI linker mutants L19, L21, L23, and L27 described in Figure 4B were digested with BamHI and ligated together to produce 8 bp (L23–L27), 16 bp (L21–L27), and 32 bp (L19–L27) deletions. For *ARS1238*, sequences +69..+55 and +69..+51 were deleted from the left border of *ARS1238*.

### Strains

Genotypes and derivations for all strains used in this manuscript can be found in Table S2. Almost all the *MC2Ao* yeast strains in this paper were generated from the previously published strain YJL3758 [2] by one or more of the following genetic alterations: (1) integration of a re-replication cassette (described in Plasmids above and detailed in Table S1); (2) deletion of *ARS317*, *ARS418*, or *ARS1238* (Table S3); (3) deletion of *SIR* or *FKH* genes (Table S3) [72], [75], [76]. *MC2A* strains YJL8923 and YJL8924 are congenic to YJL3758 but have wildtype *ORC6* instead of *orc6(S116A)*.

### Oligonucleotides

Oligonucleotides used to PCR marked deletion fragments for deleting origins or genes encoding transcription factors are listed in Table S3. Oligonucleotides used in quantitative PCR are listed in Table S4.

### Strain Growth and Induction of Re-replication

Synthetic complete medium containing 2% wt/vol dextrose (SDC) was made up as described [77] except that we used twice the concentration of amino acids and purines for all but leucine, which was added to a final concentration of 120 µg/mL, and serine, which was added to a final concentration of 200 µg/mL. Drop out media like SDC-URA, simply lacked the indicated component. For nonselective rich media cells were grown in YEPD (YEP +2% wt/vol dextrose) or YEPRaf (YEP +3% wt/vol raffinose +0.05% wt/vol dextrose). All cell growth was performed at 30°C.

To induce re-replication, freshly thawed log phase cultures in YEPD were extensively diluted into YEPRaff and grown for 12–15 hr until they reached an OD600 of 0.2–0.8. At this cell density (approximately 1×10^7^ cells/ml), nocodazole (US Biological N3000) was added to a final concentration of 15 µg/mL for 120–135 min to arrest cells in metaphase. *GAL1* promoter driven *pGAL-Δntcdc6,2A* was then expressed by the addition of 2–3% galactose for 3 hr or 6 hr where indicated.

### Strain Growth for Replication Arrays

Strains were grown overnight in YEPD at 30°C to an OD600 of 0.2–0.4. At this cell density, 50 ng/mL alpha factor was added to arrest cells in G1 phase. Arrested cells were released into fresh YEPD media containing 0.1 M hydroxyurea (US Biological H9120), 100 µg/mL pronase (EMD 53702), and 15 µg/mL nocodazole (US Biological N3000) to permit a single, slowed S phase to occur. Cultures were harvested after 135 minutes when 30–60% of the genome was replicated as verified by FACS analysis [78]. To increase the sensitivity of detecting initiation activity from the integrated re-replication cassettes, we deleted the closest early origin *ARS418* so that its forks would not run through the origins in the cassettes and preclude their initiation.

### Genomic DNA Preparation for aCGH Analysis

#### Method 1

Genomic DNA was extracted from yeast as described [2], [79]. Briefly, 10–25 OD units of cells were harvested and lysed by bead beating. DNA was extracted by phenol:chloroform:isoamyl extraction, ethanol precipitated, and resuspended in 50 µL of 2 mM Tris-Cl (pH 7.8). Typical yields were 2–5 µg of DNA.

#### Method 2

Larger cultures (>100 OD units) were subjected to a more extensive purification consisting of organic extraction, enzymatic removal of protein and RNA, detergent (cetyltrimethylammonium bromide) treatment, and DNA isolation using anion-exchange columns (Qiagen #10243 100/G tips). Typically, this protocol was performed to produce 50–120 µg of M phase arrested DNA for aCGH. Full details of this protocol are described in [2] and [12].

### Array CGH: DNA Labeling, Hybridization, and Scanning

#### aCGH analysis of whole genome (Used in Figure 1)

A single large (>250 OD units) culture was the initial source for both reference (non-induced) and re-replicated DNA. Half of this culture was harvested at the arrest (0 hr) to generate the uninduced reference DNA. The remaining culture was induced with galactose for 6 hr before harvesting to generate the induced re-replicated DNA. 1.5–2 µg of reference DNA (prepared using Method 2 above) was labeled with Cy3, and 1.5–2 µg of 6 hr induced DNA was labeled with Cy5 essentially as described [12]. The labeled DNA was hybridized as previously described [12].

#### aCGH analysis of re-replication (Used in Figures 2–6 & Figures S1–S6)

2–2.5 µg of each DNA sample (prepared using Method 1 above) was labeled with Cy5 and 1.5–2 µg of purified M phase reference DNA from YJL7695 (prepared using Method 2 above) was labeled with Cy3 using a low-throughput [12] or high-throughput [80] method. All samples were hybridized as described [12].

#### aCGH analysis of replication (Used in Figure 7)

1.5–2 µg of each experimental DNA sample (prepared using Method 2 above) was labeled with Cy5, and 1.5–2 µg of purified M phase reference DNA from YJL7695 (prepared using Method 2 above) was labeled with Cy3 essentially as described [12]. The labeled DNA was hybridized as previously described [12].

### Array CGH: Data Analysis

Full details of array CGH data analysis are described in [12]. Briefly: arrays were scanned on a GenePix 4000B scanner and quantified using GenePix 6.0 (Axon Instruments). The Cy5/Cy3 ratios were normalized such that the average ratio was equivalent to DNA content for that specific point in the cell cycle (e.g. 2C for M arrested or induced samples, and 1.5C for S phase samples). Medians for these raw normalized data were then calculated across a 10 kb moving window. Smoothed curves were calculated from this moving median using Fourier Convolution Smoothing (FCS). The degree of smoothing is determined by a parameter called the convolution kernel [81], and for the chromosomes we display we used the following values optimized for re-replication profiles: Chromosome III, 9; Chromosome IV, 11.25; Chromosome V, 9; Chromosome XII, 10.75. For S phase replication profiles, the convolution kernel for Chromosome IV was set to 6.25. For presentation purposes, smoothed lines for each individual re-replication or S-phase profile were averaged into one composite profile. Most figures in the manuscript show these composite profiles as black lines surrounded by a gray zone representing ±1 standard deviation. The raw data and the smoothed lines for each individual experiment performed for this work can be seen in Document S1.

We note that, because of cross hybridization among the various repetitive sequence elements, these elements (tRNA genes, subtelomeric repeats, Ty elements and long terminal repeats) were removed from the analysis. In the Saccharomyces Genome Database, the two rDNA genes representing the large rDNA repeat arrays are adjacent to a Ty element and additional repeated sequences, so the entire ∼44 kb region between YLR153C and YLR163C was omitted from the analysis.

Also, because each chromosome was effectively circularized during the calculation of the moving window median and the FCS, deviations of the smoothed curve from baseline values at one chromosome end can artifactually cause the curve to deviate from baseline at the other end [82]. Thus, when *ARS317* preferentially re-initiated at its endogenous location near the right end of Chromosome III, it caused the smoothed re-replication curves to rise at the left end. We have masked the left 20 kb of the smoothed re-replication curves for Chromosome III in Figures 1A, 2B, and S1A, but left the curves unmasked in the individual experimental profiles shown in Document S1.

### Comparison of Array Profiles in Bar Graph Format

Bar graphs were generated to compare the amount of re-initiation seen in experimental vs control strains. aCGH re-initiation peak heights were measured relative to the expected G2/M copy number (2C) for both experimental and control strains. Replicates of each array were then averaged (x_exp_ and x_cont_) and a standard deviation calculated (s_exp_ and s_cont_). The ratio x_ratio_ formed by x_exp_ divided by x_cont_ was converted to a percentage and plotted as shown. The error for this ratio was calculated by solving the equation:
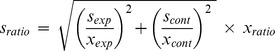

### Statistical Analysis of Array Profiles for sirΔ and fkhΔ Strains

Re-replication of each experimental strain (n = 2) was measured at one of the following re-replicating loci: ChrIII_292 kb (endogenous *ARS317*), ChrIV_567 kb (transplanted locus), or ChrXII_889 kb (endogenous *ARS1238*). Relevant control strains lacking (negative control) a re-replicating origin at each location were measured to provide a background (i.e. non re-replicating) baseline. Sample size for these negative control strains ranged from n = 5 to n = 10 as indicated in figure legends. Mean profile heights of the experimental and negative control strains were compared using Welch's t-test. Significant (p<0.05) results reject the null hypothesis and confirm that re-replication of *sir*Δ and *fkh*Δ strains is significantly different from re-replication of the relevant negative control strain.

### Mitotic Stability Assay

*CEN-ARS* plasmids containing *RIP*-origin, *RIP,* or origin constructs were transformed into YJL310 [77], a strain with intact re-replication controls. Three independent transformants were inoculated into media selective for the plasmids (SDC-URA) and grown overnight to saturation. Cultures were subsequently diluted back into fresh selective media and grown overnight to an optical density of 0.1–0.6. Each log phase culture was plated to five selective (SDC-URA) and five non-selective plates (SDC) at a density of 200–400 cfu/plate. Plates were grown for 3-4 days and the fraction of cells harboring a plasmid was determined by dividing the number of colonies on the selective plates over the number on non-selective plates. Values reported are averaged from the three independent plasmid transformants.

### Chromatin Immunoprecipitation (ChIP)

ChIP experiments were performed with approximately 20 OD units of cells in a media volume of 50 mL. Cultures were handled as described above for re-replication cultures except induction was restricted to 90 minutes. We reasoned that anti-Mcm ChIP would work best immediately after Mcms were re-loaded onto origin DNA but before most of these origins had re-fired and distributed Mcms throughout the genome. Thus, we selected the 90-minute induction time point as this was the latest induction time before re-replication became visible by array CGH. This rationale is similar to that used in earlier ChIP-chip analysis of re-replicating strains [13].

Terminal cultures were fixed by addition of formaldehyde (37% w/v) to a final concentration of 1%. Fixation proceeded for 15 minutes at room temperature and was quenched by the addition of glycine to a final concentration of 0.125 M. Fixed cells were harvested by centrifugation, washed once in 1× TE pH 7.5, and frozen at −80C.

Cell pellets were resuspended in 500 µL lysis buffer (50 mM HEPES/KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton, 0.1% Na-Deoxycholate) with protease inhibitors (Roche mini complete #04693159001+2 mM PMSF) and transferred into 2 mL screw-cap tubes (Sarstedt #72.694.006). 0.5 mm glass beads (Biospec Products 11079–105) were added to the level of the meniscus and cells were disrupted using a FastPrep 24 for two cycles of 45 sec at 6.0 m/s with 2 min incubation on ice in between. All subsequent steps were performed in low adhesion DNAse/RNAse free 1.5 mL microfuge tubes at 4°C unless otherwise indicated. Lysates were cleared by centrifugation at 20,000 rcf for 10 min and pellets (containing chromatin) were resuspended in 500 µL of fresh lysis buffer + protease inhibitors. Each pellet was sonicated using a 1/8” tapered microtip attached to a Branson 450 sonicator for 4 cycles of 30 sec at setting 1.5 with >2 min on ice in-between. The resulting slurry was cleared again by centrifugation at 20,000 rcf for 10 min and the supernatant was retained as whole cell extract (WCE).

Immunoprecipitation, washes, and elution were performed on 80–90% of the WCE volume using methods described in [83]. These extracts were exposed to UM174 antibodies (rabbit polyclonal anti-Mcm2-7, 1∶500 dilution) [58] (generous gifts from Steve Bell) in the presence of 30 uL slurry of Protein G Dynabeads (Life Technologies, 10004D). Immunoprecipitations were performed for 20 hr at 4°C. Beads were washed 3× with 1 mL of Wash Buffer (10 mM Tris-Cl pH 8, 250 mM LiCl, 0.5% NP-40, 0.5% Na-Deoxycholate, 1 mM EDTA) and 1× with 1 mL of TE (10 mM TrisCl pH 8, 1 mM EDTA) with 50 mM NaCl. DNA was eluted from the beads by incubating them in 100 µL of 65°C Elution Buffer (50 mM Tris-Cl pH 8, 10 mM EDTA, 1% SDS) for ten minutes.

Crosslink reversal and DNA purification was performed essentially as described in [84]. Briefly, IP samples were digested in proteinase K (final concentration 1 mg/mL) for 2 hr at 37°C and incubated at 65°C for 6 hr to reverse crosslinks. WCE samples omitted the proteinase K but were otherwise subjected to the same incubation conditions. DNA from both IP and WCE were purified using PCR purification columns (Qiagen Inc 28106) and eluted into 300 µL of 1× TE pH 8.

### Quantitative Real-Time PCR (qPCR)

For each genotype, three independent cultures were analyzed and the average fold enrichments of origin DNA by ChIP were reported. The IP and WCE DNA samples from each individual culture were analyzed in triplicate on a Stratagene MX3000P qPCR machine using primer pairs listed in Table S4. Each reaction was performed using Power SYBR Green PCR Master Mix (Applied Biosystems) in a total volume of 20 µL with primers at a final concentration of 300 nM. Because of the AT-rich nature of template origin DNA, we used an annealing temperature of 57°C and an extension temperature of 65°C. Fold enrichment of the assayed DNA segments over the average of two non-origin DNA segments (*ADH1* and *SLH1*) was calculated using the 2^-ΔΔCt^ method essentially as described [85].

### Identifying and Testing Candidate RIP Binding Factors

The UNIPROBE database of *in vitro* DNA binding specificities [57] was searched using *RIP317* and *RIP1238* sequences. The search was restricted to *S. cerevisiae* datasets and the stringency filter was set to the lowest setting. Nonessential candidate RIP-binding proteins found in both sequences were *NHP6A NHP6B, YAP1, SUM1, YNR063W, GAT4, SMP1,* and *YOX1*. These factors were knocked out genetically and the resulting strains were tested for re-replication activity at *ARS317* and *ARS1238.*

### Accession Numbers

All array CGH data from this study have been deposited in the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) database (Series Accession #GSE55420).

## Supporting Information

Figure S1 Preferential re-replication is enhanced by, but does not require, the *orc6-S116A* allele. Re-replication profiles for Chromosome III containing *ARS317* at its endogenous locus were generated from isogenic *MC2A* strains (YJL8923 and YJL8924, black trace) and isogenic *MC2Ao* strains (YJL3758 and YJL3759, gray trace) and displayed as in Figure 2. Data shown as mean of two profiles (dark trace) ±SD (light trace).
(EPS) Click here for additional data file.

Figure S2 Preferential re-initiation of *ARS1238* does not require *SIR* and *FKH* genes. (A) Quantification of re-replication profile peak heights for *sir*Δ strains described in Figure 2B. DNA copy number at the endogenous *ARS317* locus (ChrIII_292 kb) was plotted as a bar graph. Black lines indicate significant difference (p<0.05 for Welch's t-test) between experimental and negative control (*ars317*Δ) strains. (B) Quantification of re-replication peak heights for *fkh*Δ strains described in Figure 2D. DNA copy number at ChrIV_567 kb was plotted as a bar graph. Black lines indicate significant difference (p<0.05 for Welch's t-test) between experimental and negative control (*ars317*Δ) strains. (C) Preferential re-initiation of *ARS1238* is independent of transcriptional silencing genes *SIR1-4*. Left panel: re-replication profiles of Chromosome XII containing *ARS1238* at its endogenous location (gray arrow). Profiles for positive (WT, YJL8398, n = 10) and negative (*ars1238*Δ, YJL9152, n = 7) control strains are overlaid with *sir*Δ strains described in Figure 2B. Right panel: DNA copy number at the endogenous *ARS1238* locus (ChrXII_889 kb) plotted as a bar graph. Black lines indicate significant difference (p<0.05 for Welch's t-test) between experimental and negative control (*ars1238*Δ) strains. Culture conditions as described in Figure 2B. (D) Preferential re-initiation of *ARS1238* does not require forkhead proteins. Left panel: re-replication profiles of Chromosome XII containing *ARS1238* at its endogenous location (gray arrow). Profiles for positive (WT, YJL8398, n = 10) and negative (*ars1238*Δ, YJL9152, n = 7) control strains are overlaid with *fkh*Δ strains described in Figure 2D. Right panel: DNA copy number at the endogenous *ARS1238* locus (ChrXII_889 kb) plotted as a bar graph. Black lines indicate significant difference (p<0.05 for Welch's t-test) between experimental and negative control (*ars1238*Δ) strains. Culture conditions as described in Figure 2D.
(EPS) Click here for additional data file.

Figure S3 Preferential re-initiation of *ARS317* does not require a nearby cryptic origin. Mutations that disrupt the cryptic origin close to *ARS317* (*HMRE-A*, YJL8526) or the OBS of *ARS317* (*HMRE-E*, YJL8538) (see [36]) were introduced into the preferentially re-initiating fragment *317(+167..-105)* and integrated at ChrIV_567 kb of an *MC2Ao* strain. Re-replication profiles of Chromosome IV were generated and displayed as in Figure 2, except the mean of two profiles was obtained from duplicate experiments on individual mutant strains and not isogenic strain pairs.
(EPS) Click here for additional data file.

Figure S4 Mapping re-initiation promoters for *ARS317* and *ARS1238*. (A) Partial disruption of preferential re-initiation of *ARS317* by linkers L9, L11, and L15 is additive. Combinations of linker mutation L9, L11, and L15 were introduced into the preferentially re-initiating fragment *317(+153..-106)* and integrated at ChrIV_567 kb of an *MC2Ao* strain (gray bars). As controls L9, L11, and L15 were combined with linkers L13 or L17, which have no effect on preferential re-initiation (black and gray bars), and linkers with no effect were combined with each other (L13 L17, L21 L23; black bars). Re-initiation efficiencies were obtained as described for Figure 4B. Strains used are listed in Table S2. (B) Sequences from nucleotide +153 to +87 are sufficient to confer preferential re-initiation on *ARS317*. Sequences covered by linkers L17 to L31 (nucleotides +86 to +23), each of which alone had little or no effect on preferential re-initiation of ARS317, were replaced by randomly generated sequence of similar AT content (25%) in the preferentially re-initiating fragment *317(+153..−106)* fragment. The resulting clone was integrated at ChrIV_567 kb in *MC2Ao* strain YJL8838 (top panel). A similar strain YJL9713 (bottom panel) was generated that in addition had nucleotides +153 to +135 (covering linkers L1 to L3) replaced. Re-replication profiles of Chromosome IV were generated and displayed as in Figure 2, except for each mutant strain, the mean of two profiles was obtained from duplicate experiments on the single strain. (C) Structure of Re-Initiation Promoter for *ARS1238*. A series of linker substitution mutations (A–H) constructed with an 8 bp GGGATCCG linker were introduced into the segment adjacent to the *ARS1238* origin in the preferentially re-initiating fragment *1238(+133..−100)* and integrated at ChrIV_567 kb of an *MC2Ao* strain. The mutant fragments were assayed for re-initiation efficiency as described in Figure 5B. Wild type sequence is shown beneath graph. Sequence of linker mutations are represented by letters for changed nucleotides and dashes for unchanged nucleotides. Isogenic strain pairs used for each linker substitution are listed in Table S2.
(EPS) Click here for additional data file.

Figure S5 *RIP317* AT-content is not sufficient for re-initiation. Re-initiation efficiency for *317(+153..L17..−106)* fragments with mutations in region *317(+134..+109)* that preserve AT-content while altering sequence. Wild type sequence of *RIP317* (nucleotides +153..+87) is shown beneath graph. Mutated sequence is represented by letters for changed nucleotides and dashes for unchanged nucleotides. Mutant fragments were assayed for re-initiation efficiency as described in Figure 5B, except that normalization was performed against the mean peak height for the full length *317(+153..−106)* fragment in reference strains YJL8398 and YJL8399. Isogenic strain pairs used for each mutation are listed in Table S2.
(EPS) Click here for additional data file.

Figure S6 Susceptibility of additional origins to RIP function. (A) Hybrid *RIP317-ARS1238* fusion fragments re-initiate, but not as efficiently as the endogenous *RIP317-ARS317* fragment. *RIP317* was fused to *ARS1238* while maintaining the spacing between *RIP* and *OBS* that normally occurs between *RIP317* and *ARS317* (53 nt). The fragment was integrated at ChrIV_567 kb in isogenic *MC2Ao* strains YJL10160 and YJL10161 and a re-replication profile for Chromosome IV was generated and displayed as in Figure 1. (B) *RIP317* does not confer significant re-replication on all origins. *RIP317* was fused to the following origin fragments and the fusion constructs integrated at ChrIV_567 kb in the *MC2Ao* strain background. For each origin, nucleotide boundaries, *RIP-OBS* spacing, and yeast strain analyzed are indicated in parentheses. Nucleotide numbering is based on +1 to +33 for the T-rich strand of the OBS. *ARS209* (nt +91..−241, 58, YJL9088), *ARS305* (nt +83..−249, 50, YJL9082), *ARS306* (nt +89..−245, 56, YJL9084), *ARS702* (+84..−247, 51, YJL9086). Re-replication profiles of Chromosome IV were generated and displayed as in Figure 2 except the mean of two profiles was obtained from duplicate experiments on each individual mutant strain. Re-replication was induced for 3 hr (black borders) or 6 hr (red border). (C) Mitotic stability of origin fragments fused to *RIP317*. The *ARS* activity of the origin fragments described in B was assayed by mitotic stability in plasmids containing *CEN4* and *URA3*. *ARS317* (pCR339), *ARS1238* (pCR321), *ARS1021* (pCR146), *ARS301* (pCR147), *ARS209* (pCR154), *ARS305* (pCR149), *ARS306* (pCR150), or *ARS702* (pCR152) were assayed for mitotic stability as described in Figure 3B.
(EPS) Click here for additional data file.

Table S1 Description of integrative and mitotic stability plasmids used in this manuscript. Each entry lists plasmid name, key plasmid features, and the sequence of the *RIP*-origin fragment inserted into XbaI (Integrative *RIP*-origin plasmids; pBJL2889 derived [2]) or HindIII-EcoRI (mitotic stability; pFJ11 derived [36]) restriction sites. See Materials and Methods for a complete description of plasmid construction.
(XLSX) Click here for additional data file.

Table S2 Description of all yeast strains used in this publication. Yeast strain numbers are presented with: 1) the genotype for each strain, and 2) the plasmid used to integrate the re-replication cassette at ChrIV_567 kb. Sequence of the *RIP*-origin region of the re-replication cassette plasmid can be found in Table S1.
(XLSX) Click here for additional data file.

Table S3 Primers used in strain generation. Transcription factors and origin DNA were disrupted by one-step gene replacement. The primers, targets, sequences, and template DNA used for PCR amplification of these disruption fragments are listed along with the marker used (in parentheses).
(XLSX) Click here for additional data file.

Table S4 Primers used in qPCR analysis. Primer names, targets, and sequences are listed.
(XLSX) Click here for additional data file.

Document S1 Raw normalized data (red dots) and smoothed line (black line) used to generate composite profiles or percent re-replication efficiency for all the other figures of this manuscript.
(PDF) Click here for additional data file.

# Supplementary material for: Regulatory Mechanisms That Prevent Re-initiation of DNA Replication Can Be Locally Modulated at Origins by Nearby Sequence Elements
**Source:** PLoS Genet. 2014 Jun 19;10(6):e1004358. doi: 10.1371/journal.pgen.1004358

Figure 1A  
YJL3758 Chr\_III

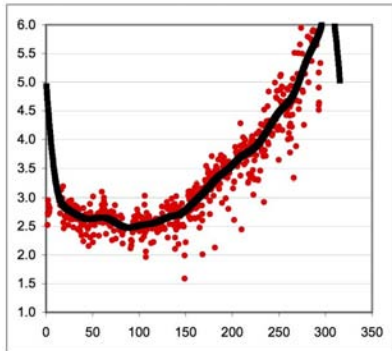

YJL3758 Chr\_IV

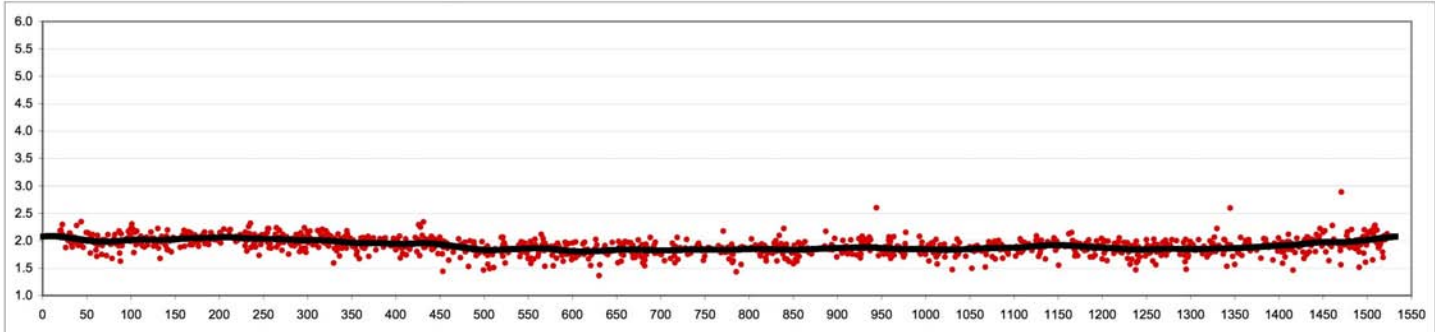

YJL3758 Chr\_V

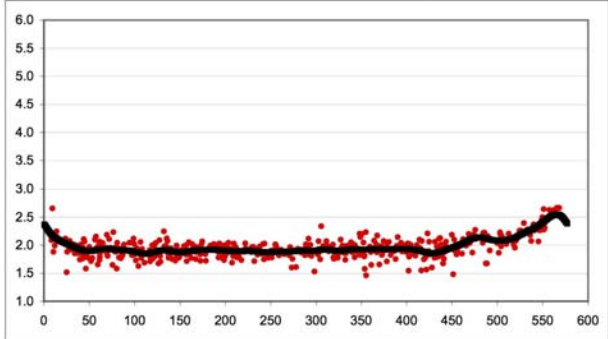

YJL3758 Chr\_XII

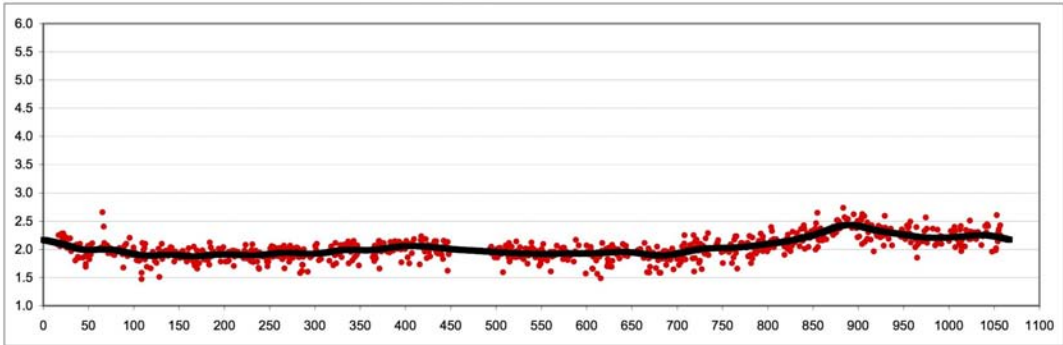

YJL3759 Chr\_III

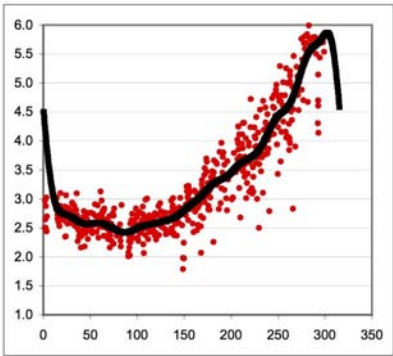

YJL3759 Chr\_IV

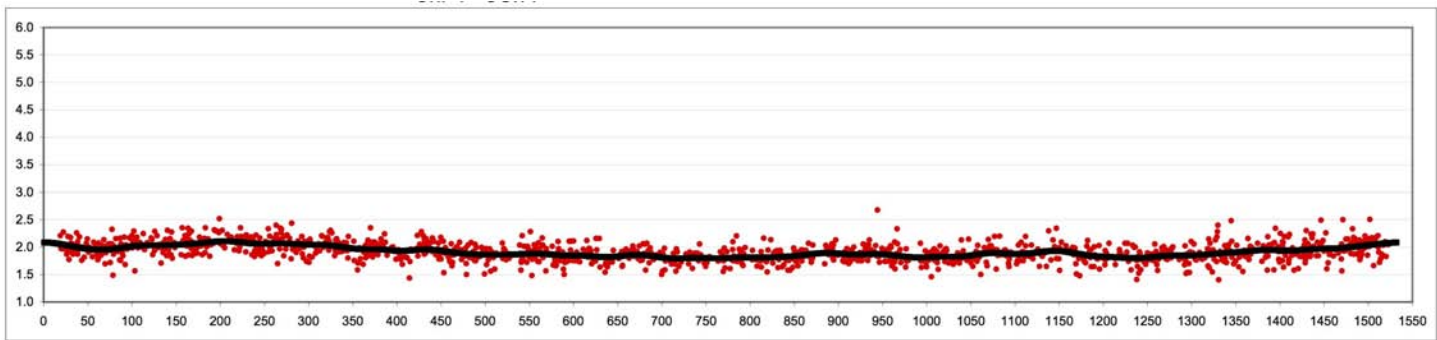

YJL3759 Chr\_V

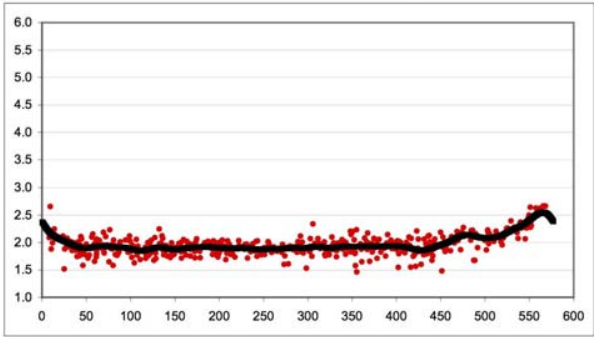

YJL3759 Chr\_XII

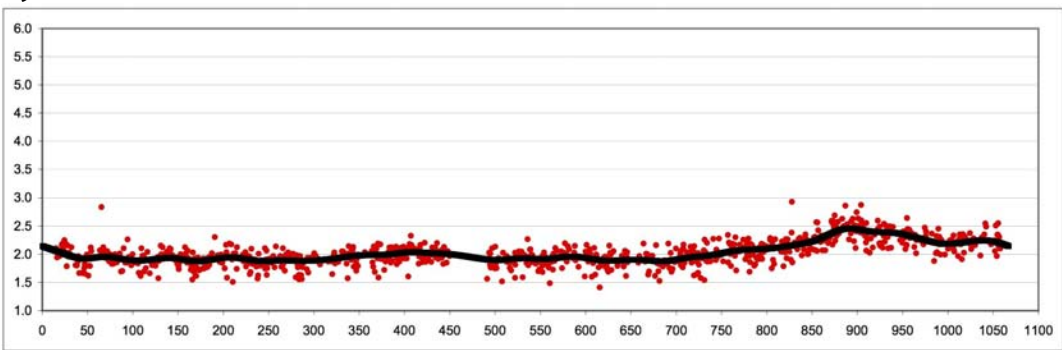

**Figure 1B**  
**YJL9152 Chr\_XII**

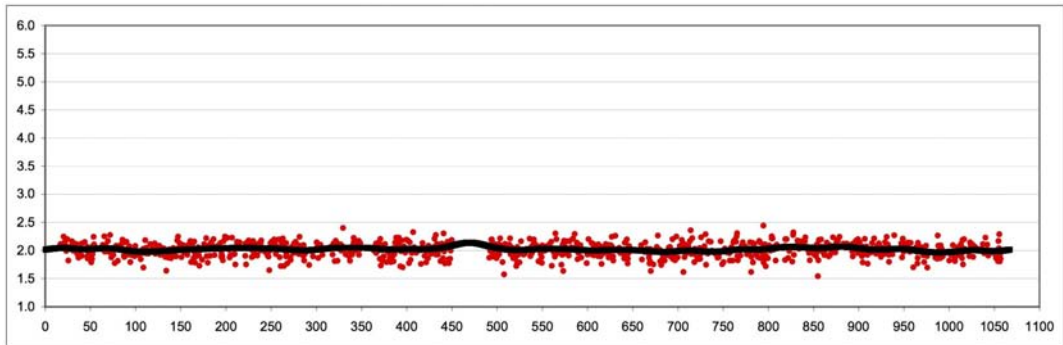

**YJL9152 Chr\_XII**

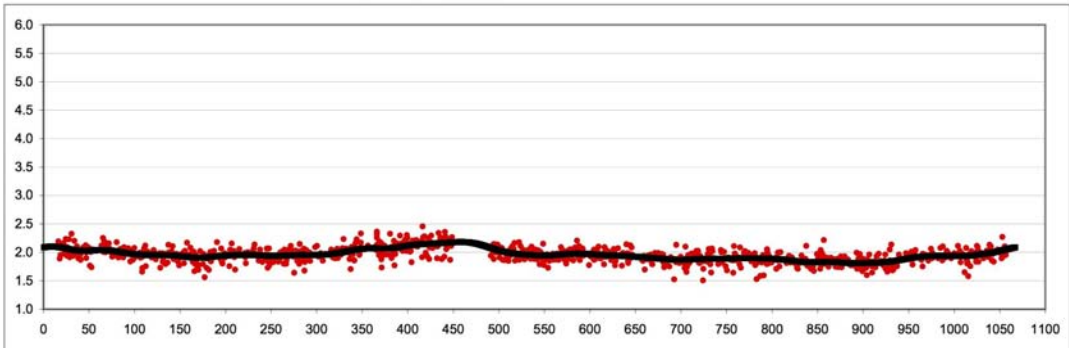

**Figure 2A**  
**YJL7700**

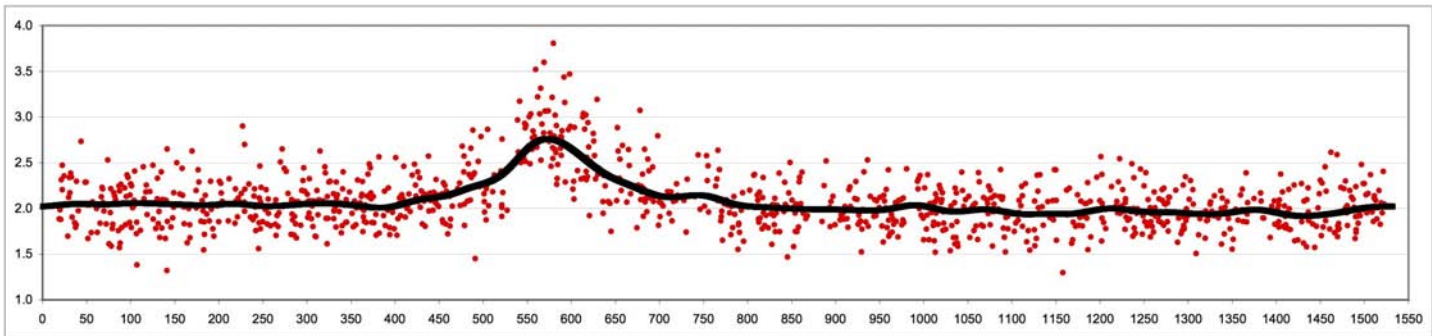

**YJL7701**

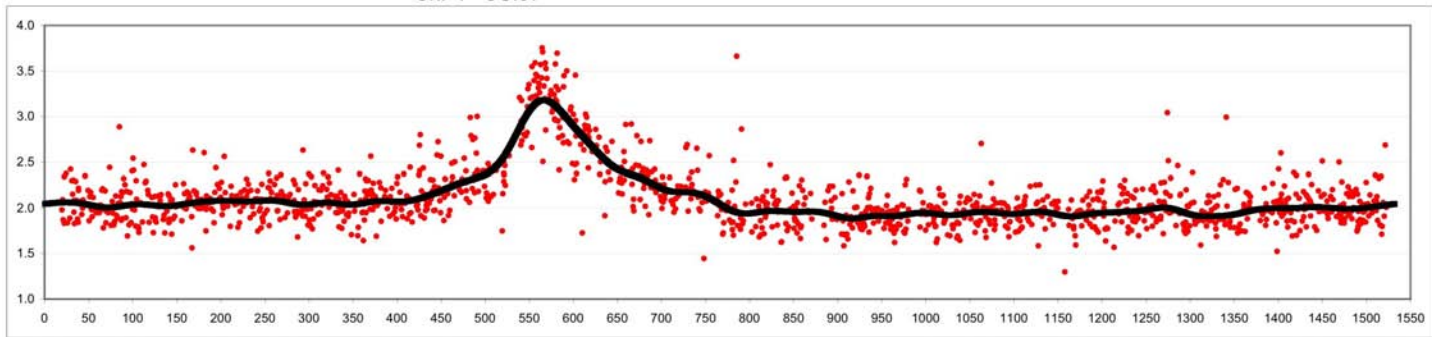

YJL8256

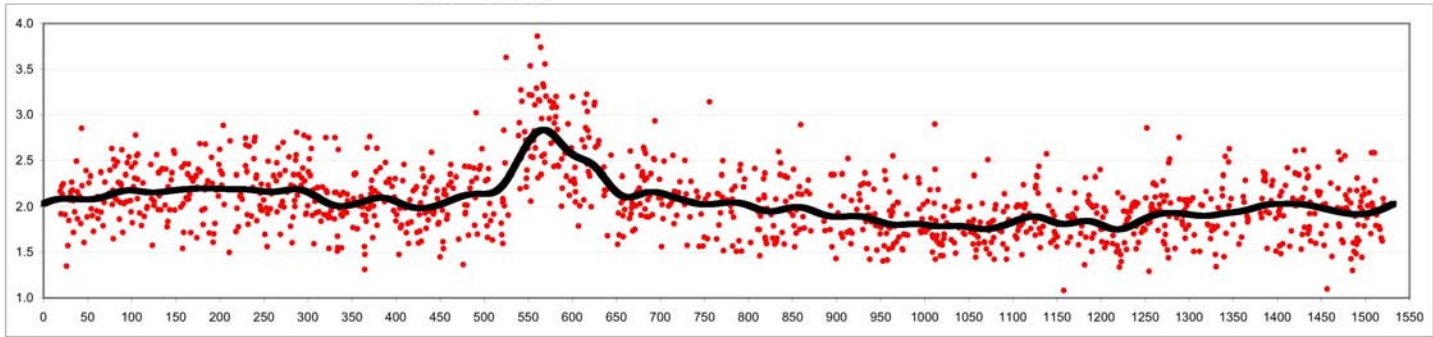

YJL8257

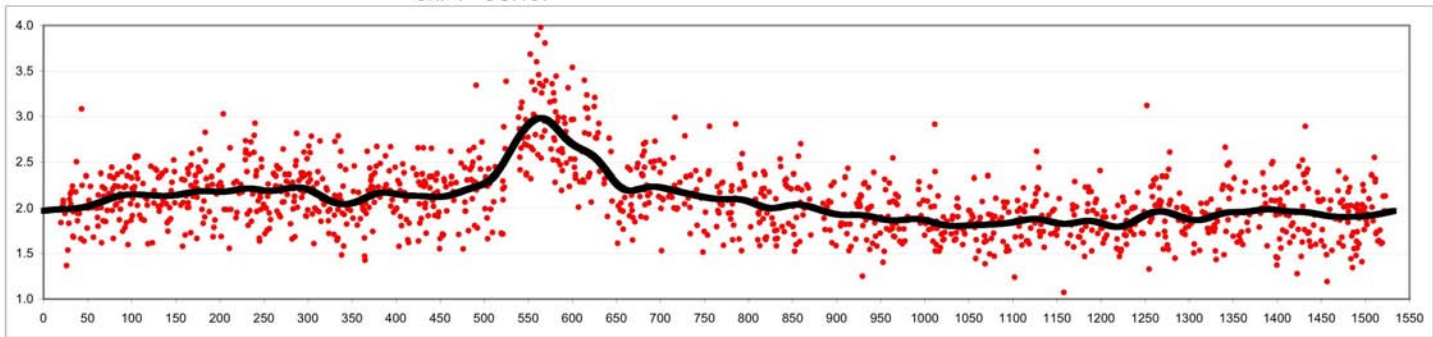

Figure 2B  
YJL3758 – positive control

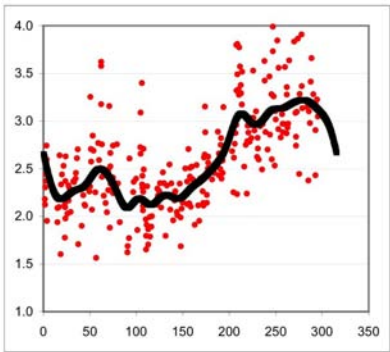

YJL3758 – positive control

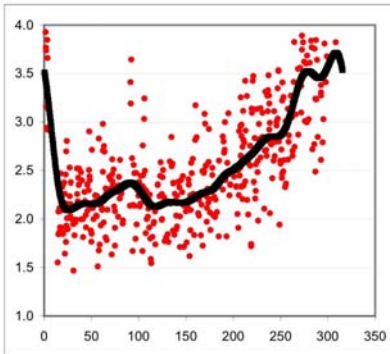

**YJL3758 – positive control**

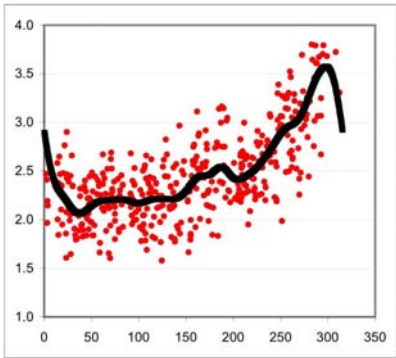

**YJL3758 – positive control**

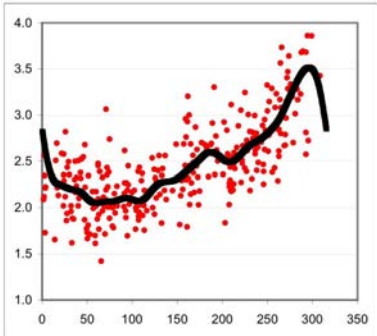

**YJL3758 – positive control**

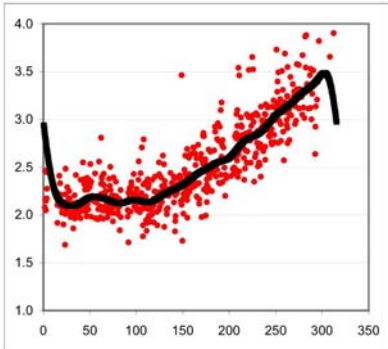

**YJL8398 – negative control**

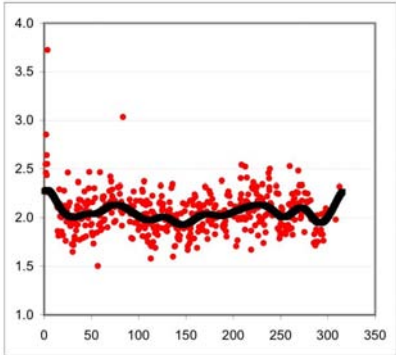

**YJL8398 - negative control**

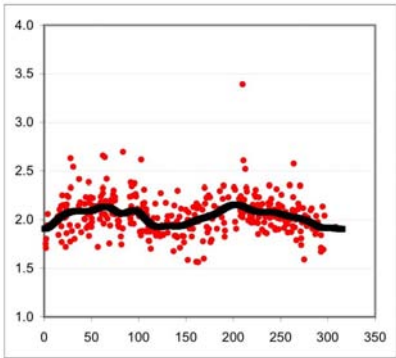

**YJL8398 - negative control**

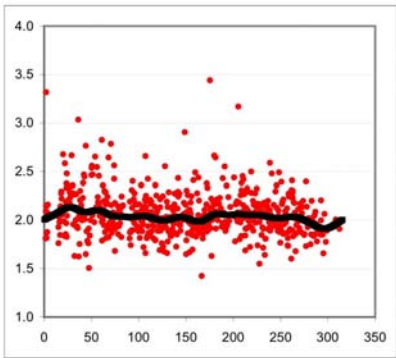

**YJL8398 - negative control**

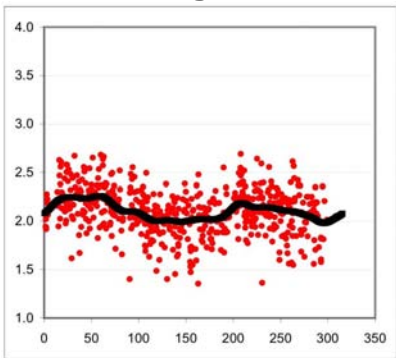

**YJL8398 - negative control**

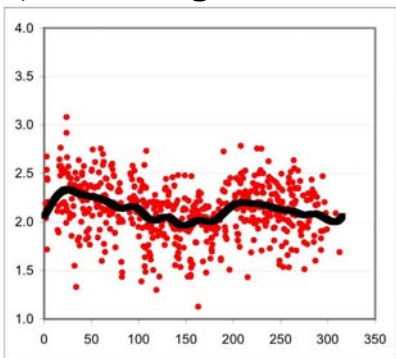

**YJL8398 – negative control**

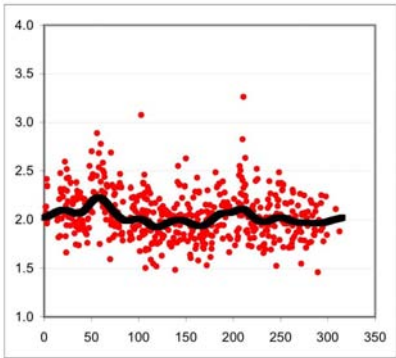

**YJL8398 – negative control**

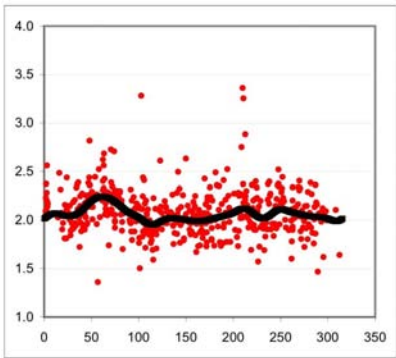

**YJL8398 – negative control**

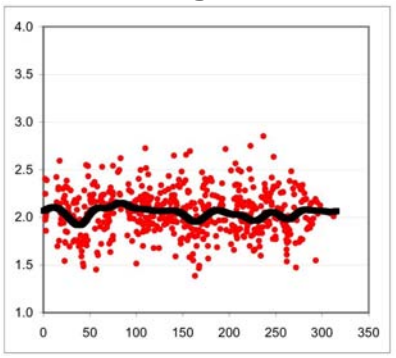

**YJL8398 – negative control**

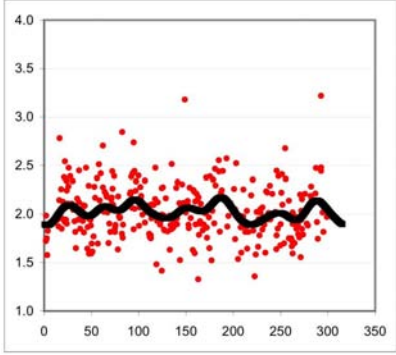

### YJL8398 – negative control

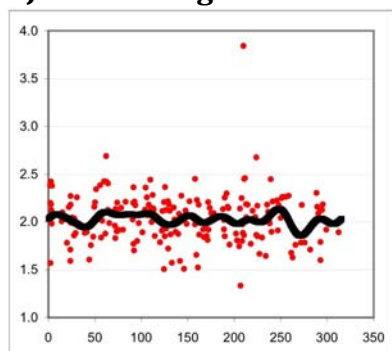

### YJL6893

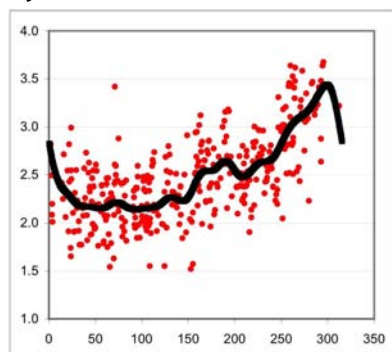

### YJL6894

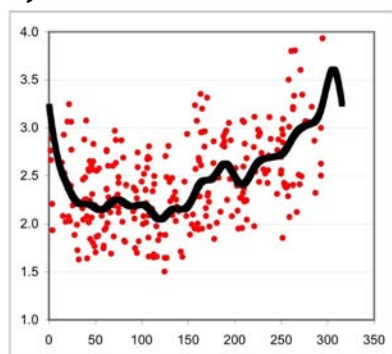

### YJL6896

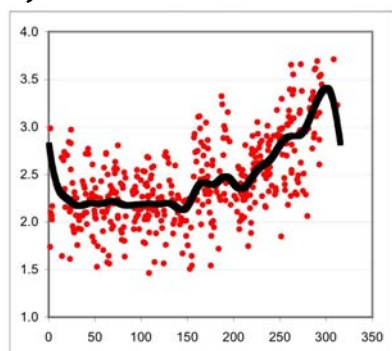

YJL6897

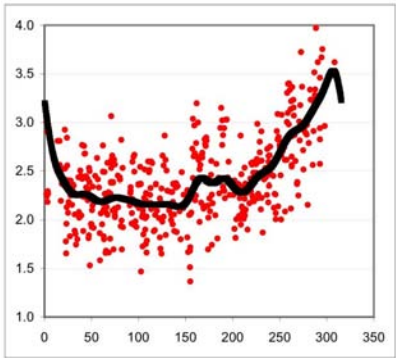

YJL6899

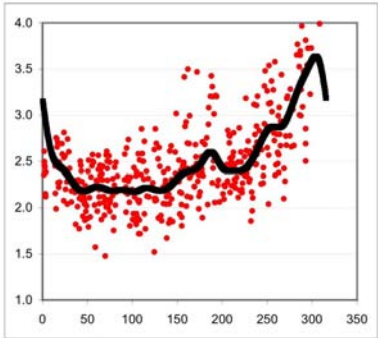

YJL6900

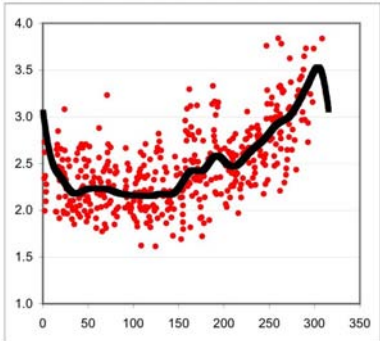

YJL6902

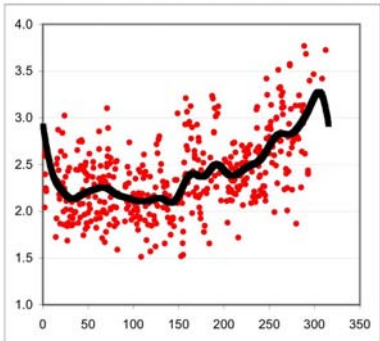

YJL6903

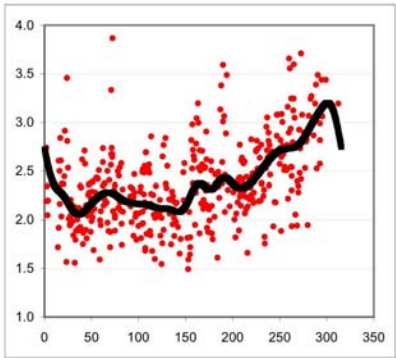

Figure 2C  
YJL8256

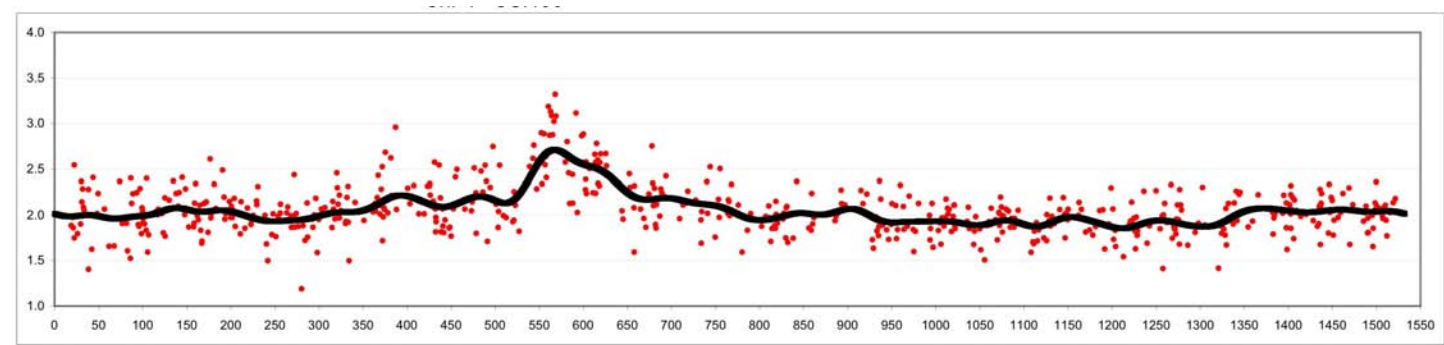

YJL8257

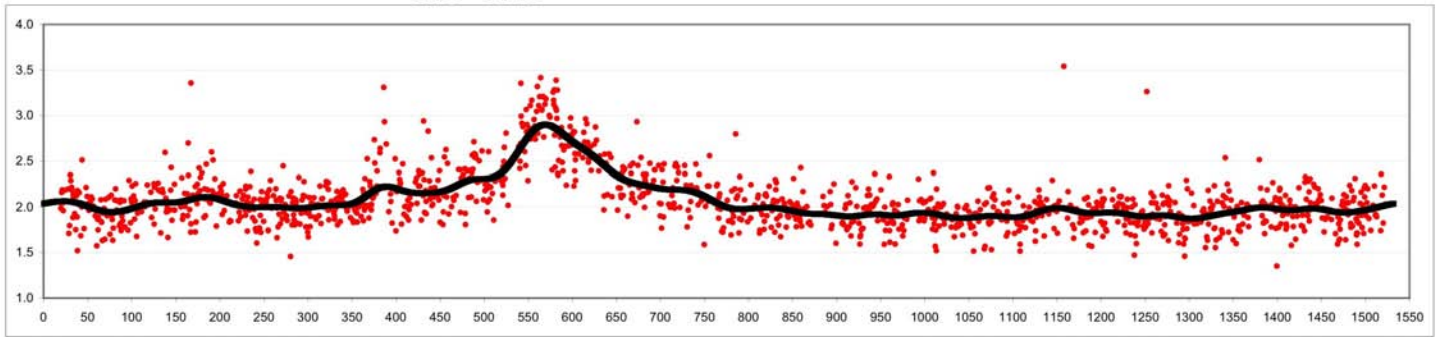

Figure 2D  
YJL8398 – Positive Control

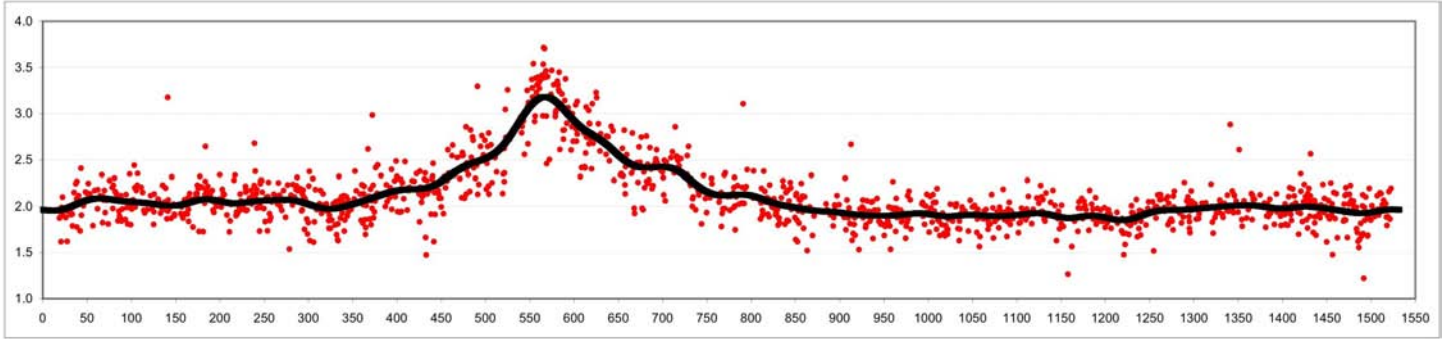

YJL8398 - Positive Control

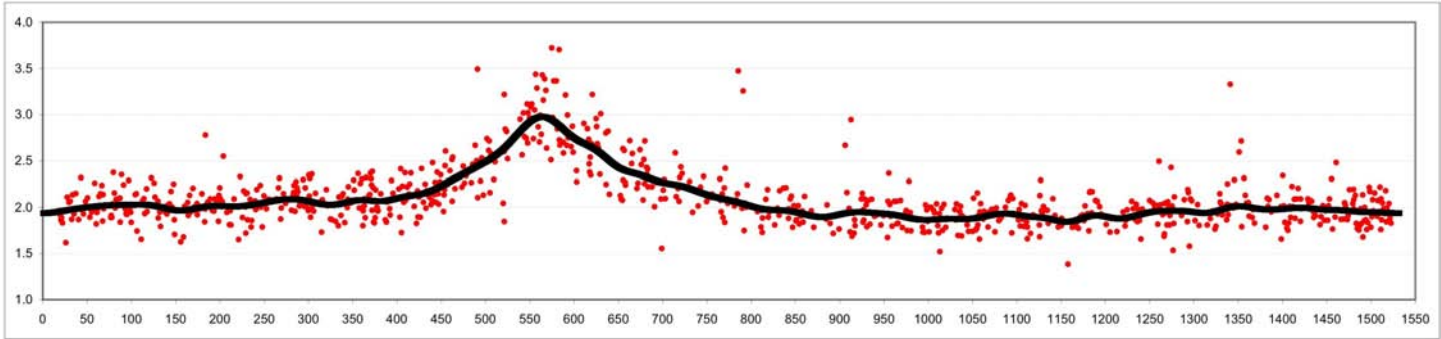

YJL8398 - Positive Control

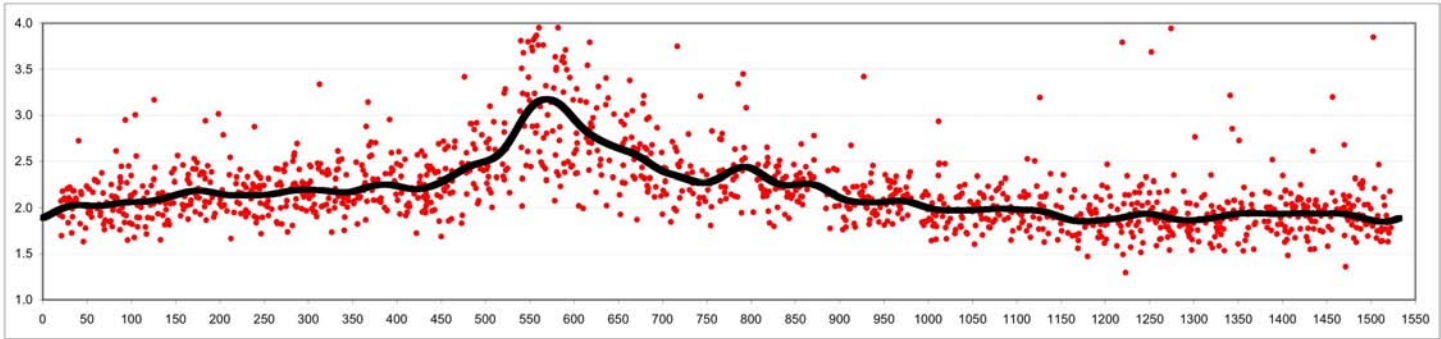

YJL8398 - Positive Control

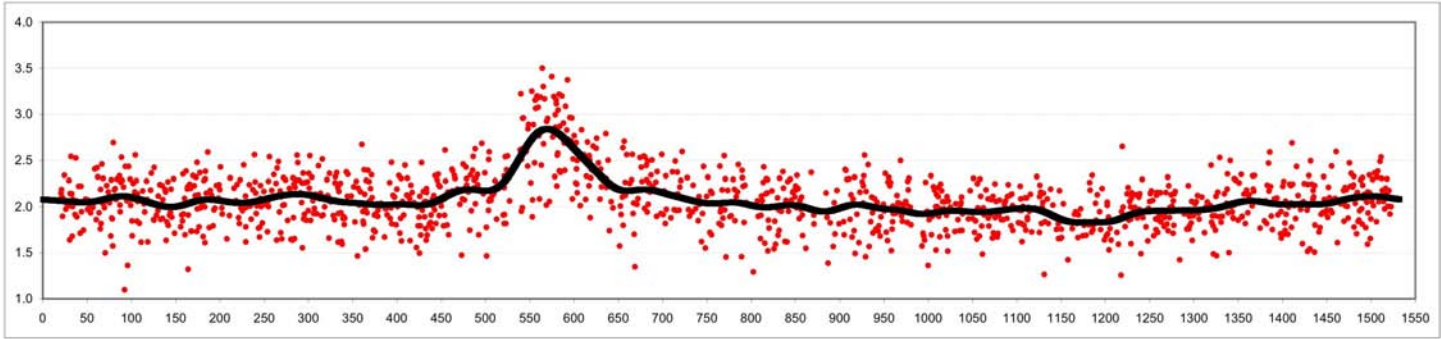

YJL8398 - Positive Control

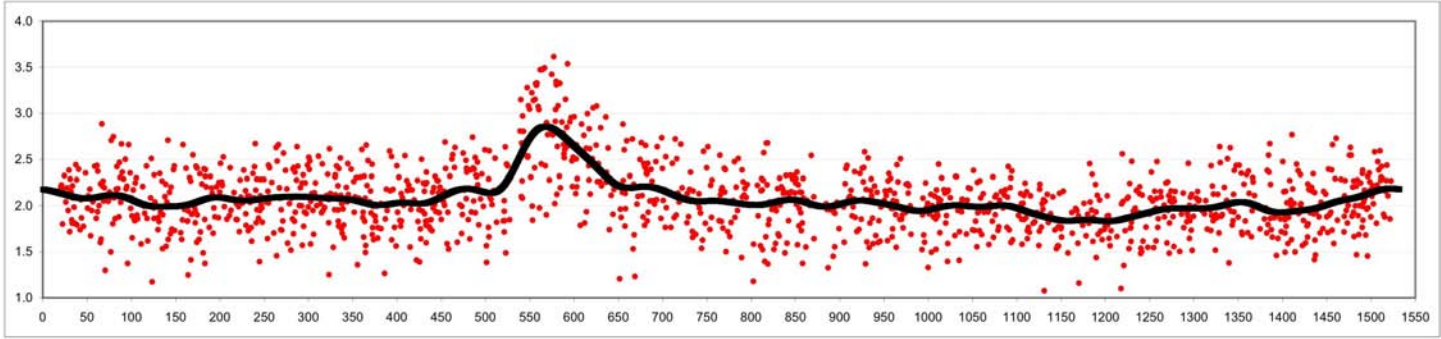

**YJL8398 – Positive Control**

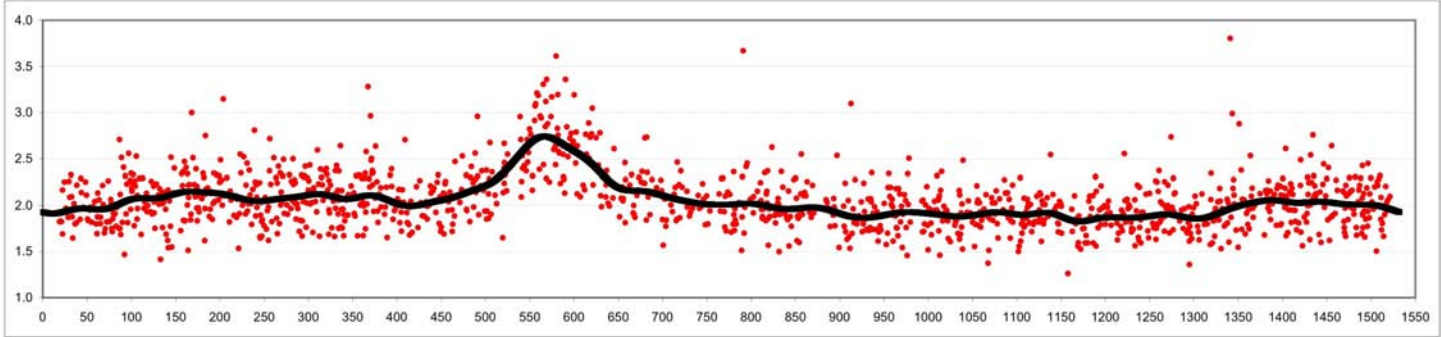

**YJL8398 – Positive Control**

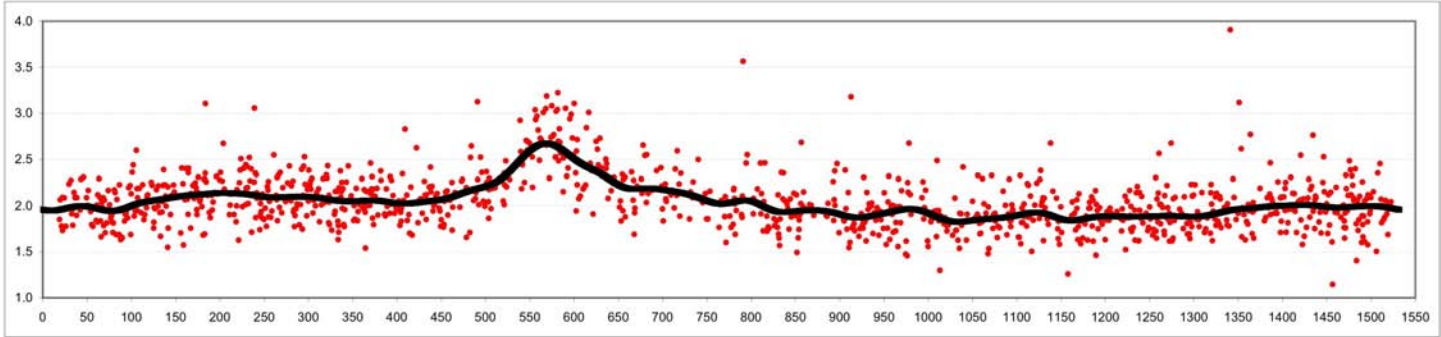

**YJL8398 – Positive Control**

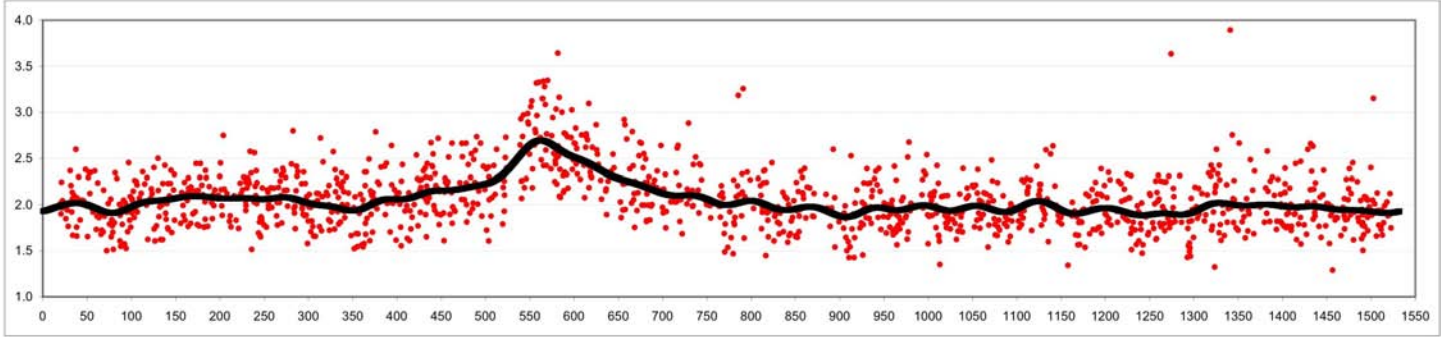

**YJL8398 – Positive Control**

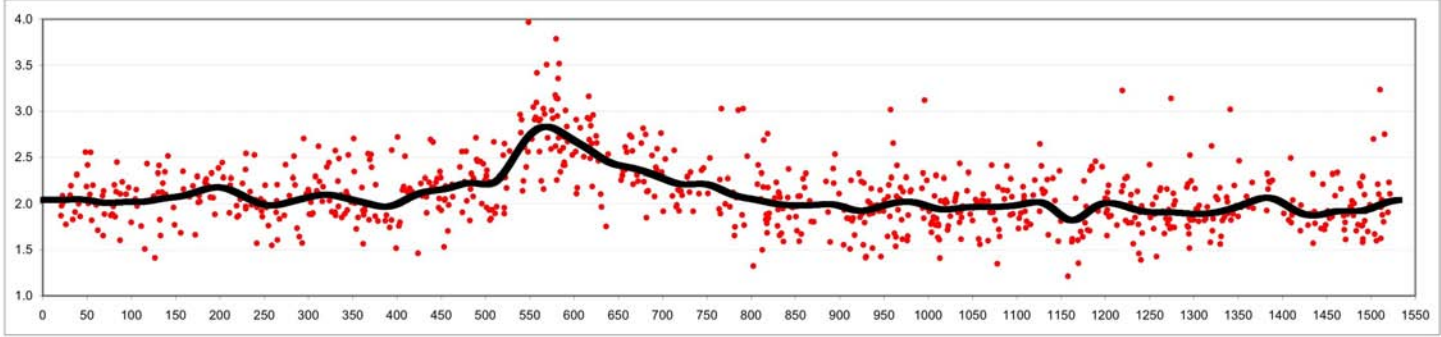

**YJL8398 – Positive Control**

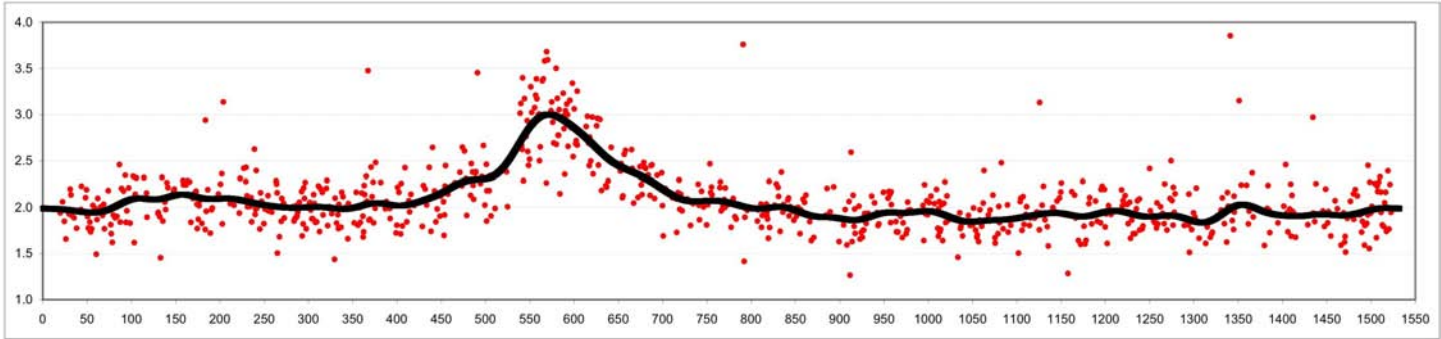

**YJL3758 – Negative Control**

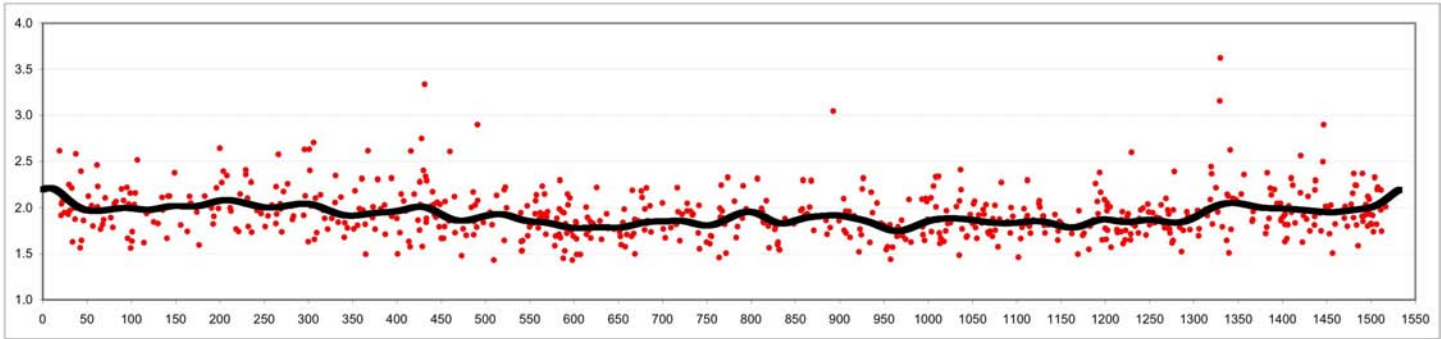

**YJL3758 – Negative Control**

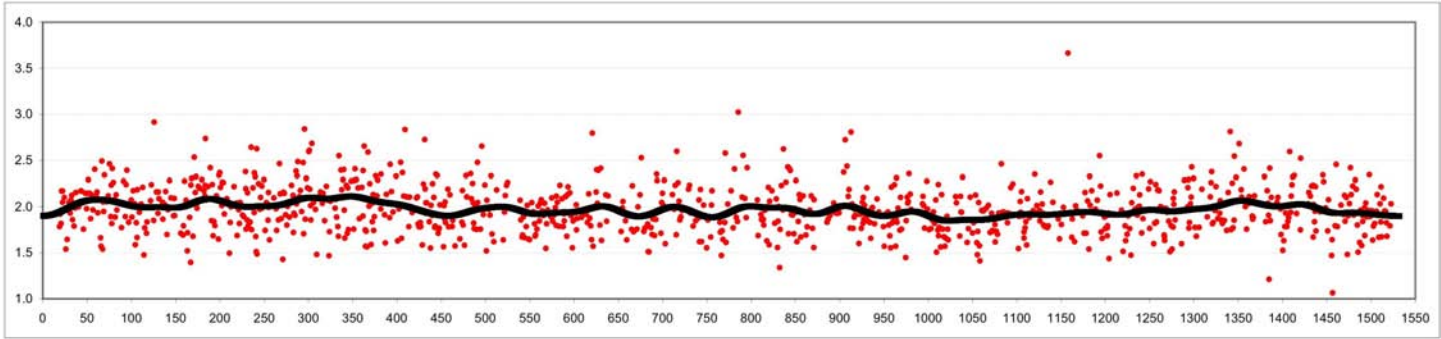

**YJL3758 – Negative Control**

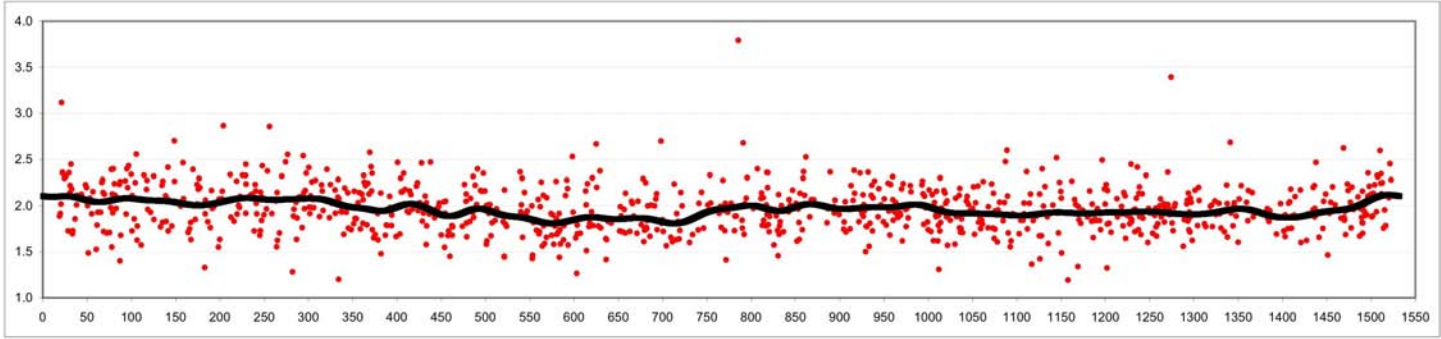

YJL3758 – Negative Control

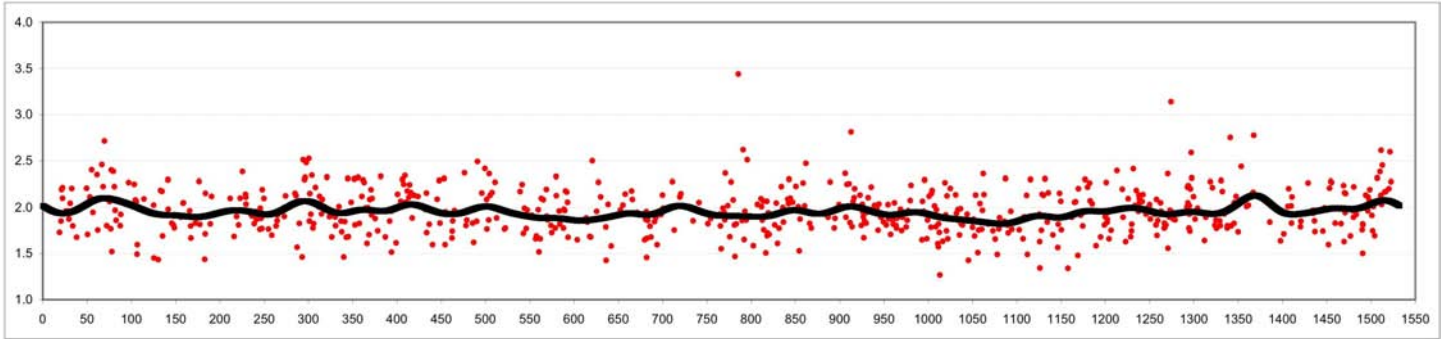

YJL3758 – Negative Control

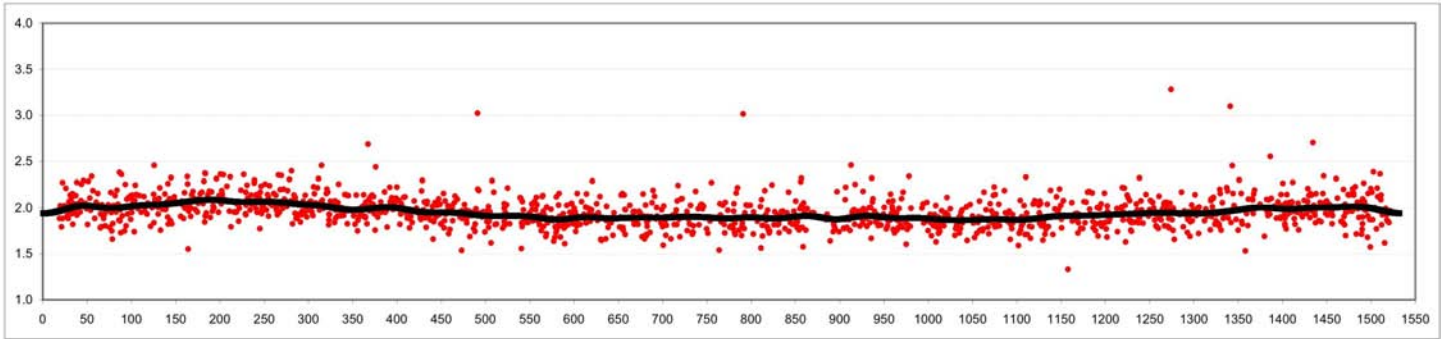

YJL8701

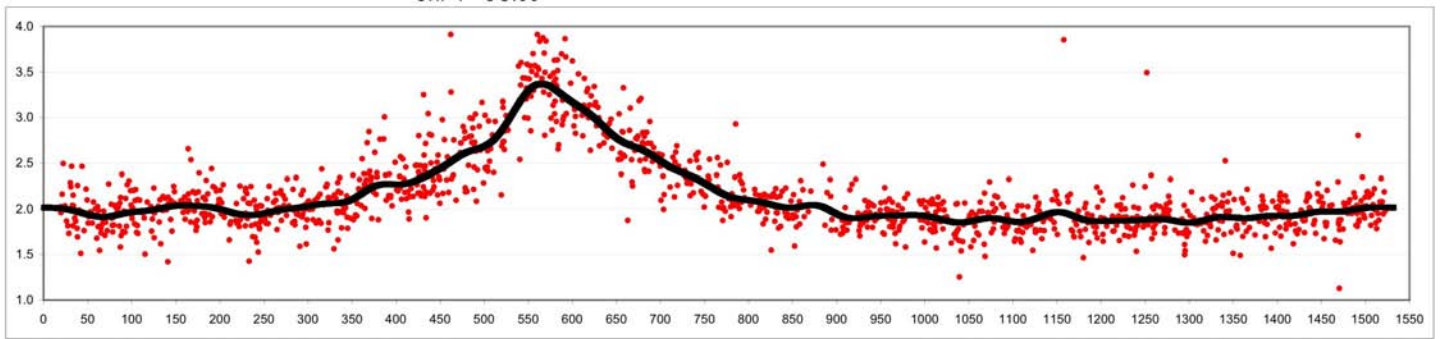

YJL8702

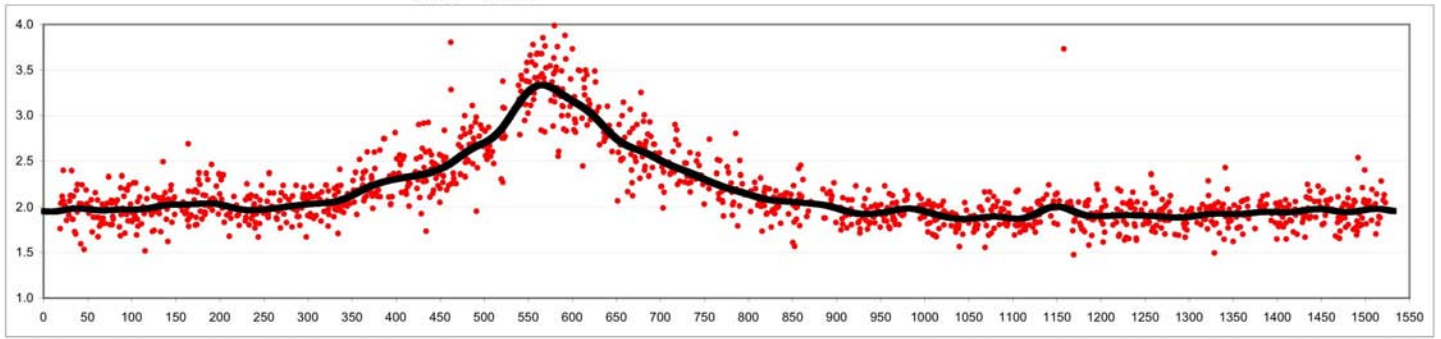

YJL8745

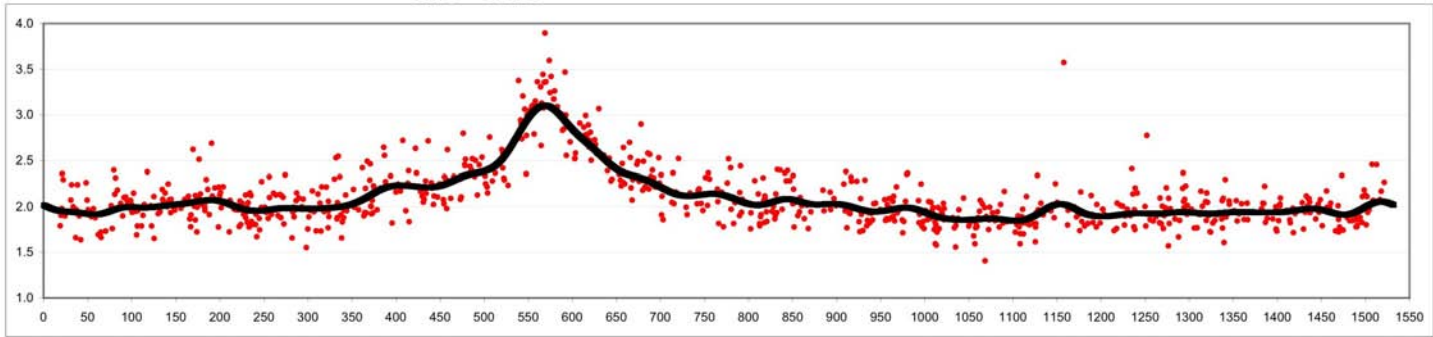

YJL8746

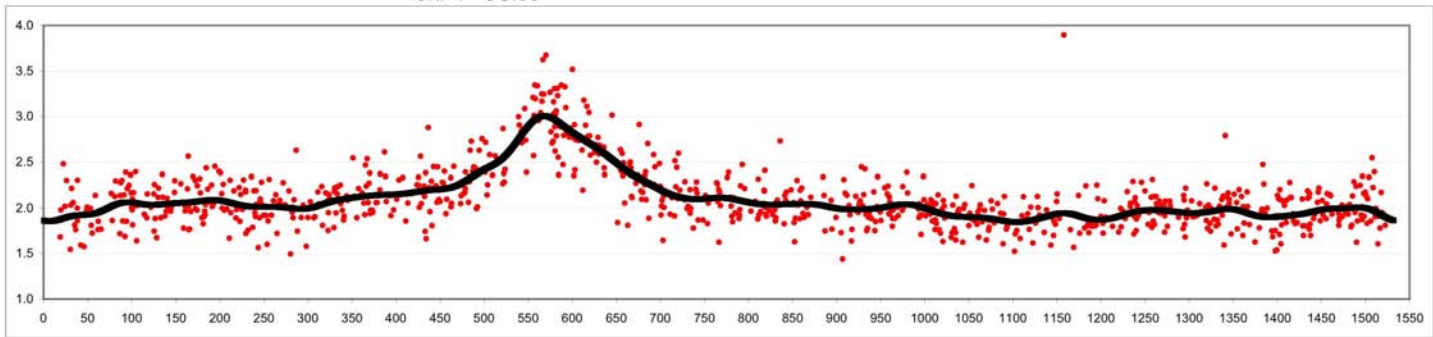

YJL8749

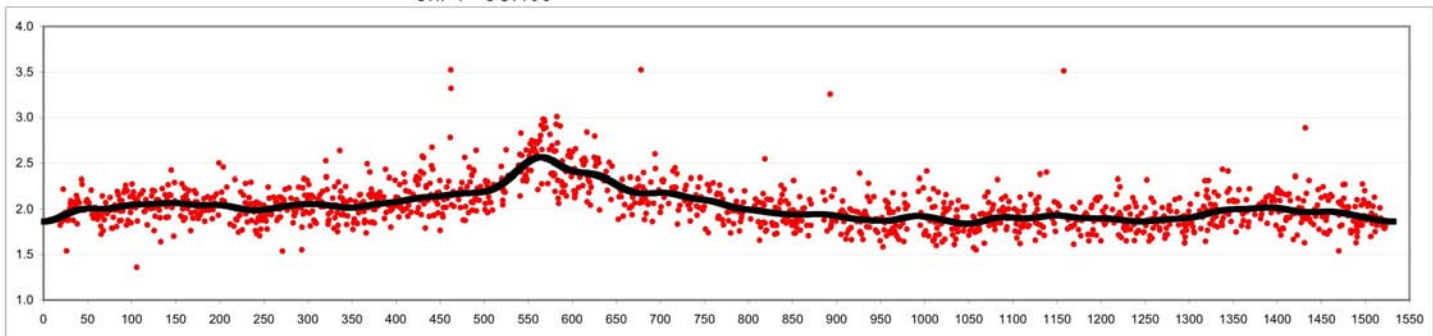

YJL8750

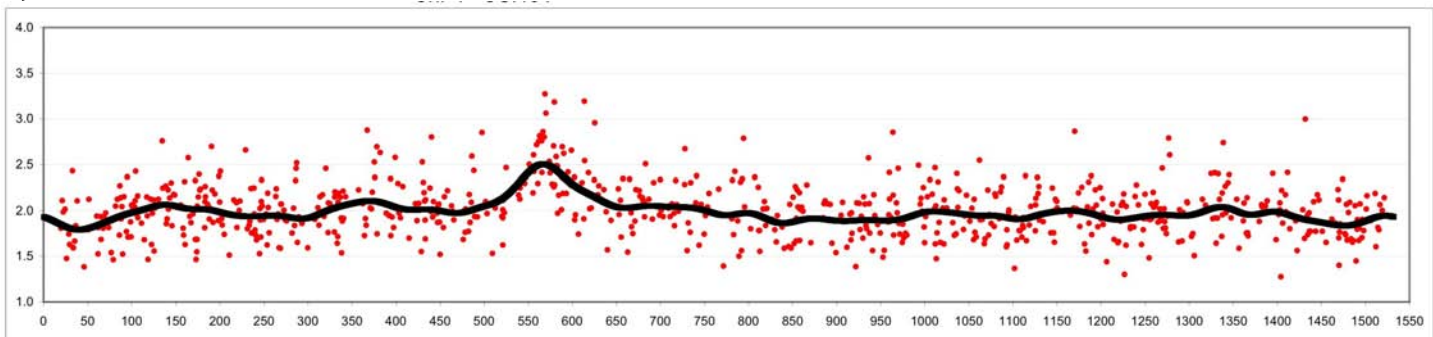

**Figure 3C**  
**YJL10444**

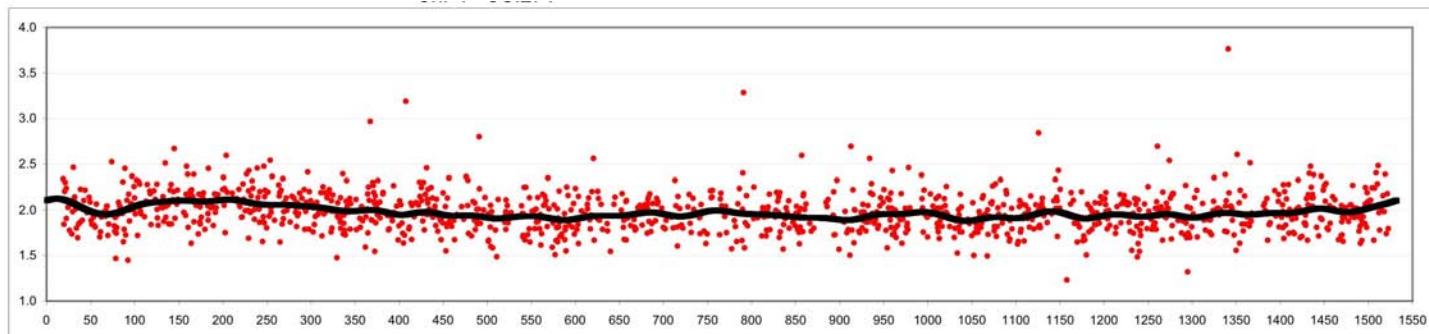

**YJL10445**

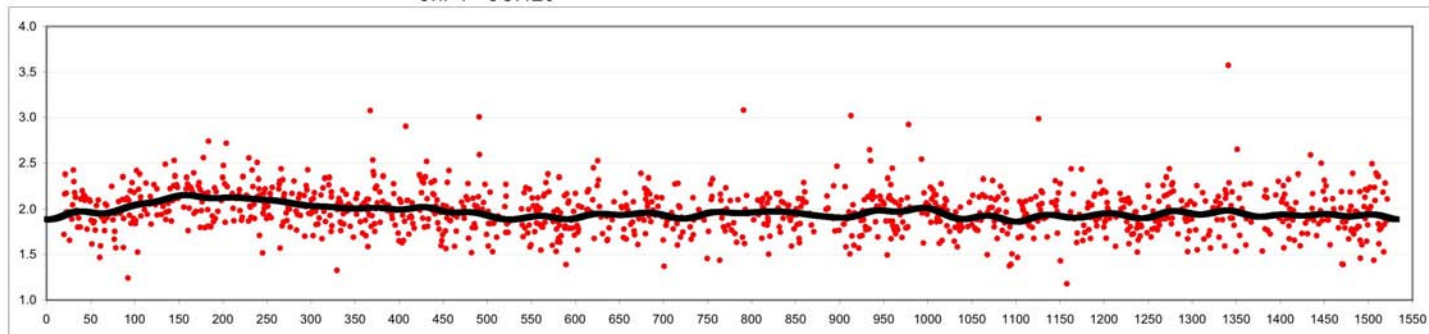

**Figure 3D**  
**YJL7717**

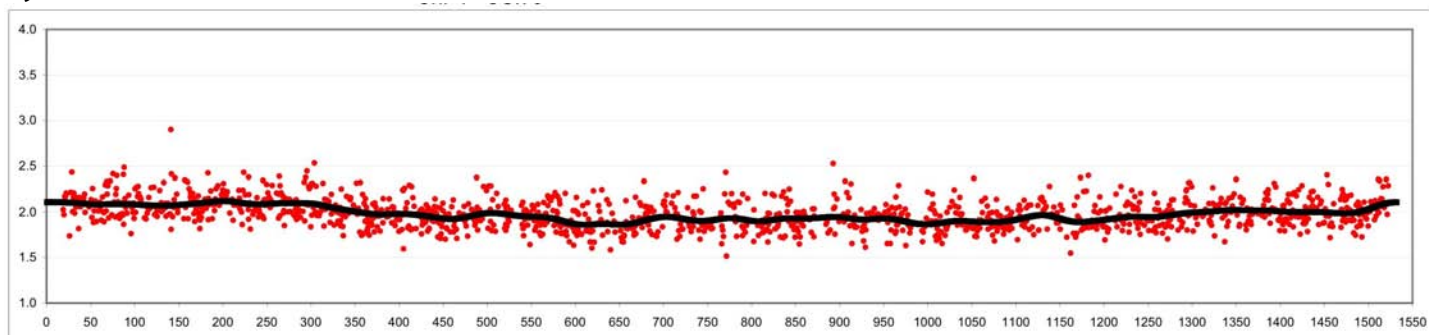

**YJL7717**

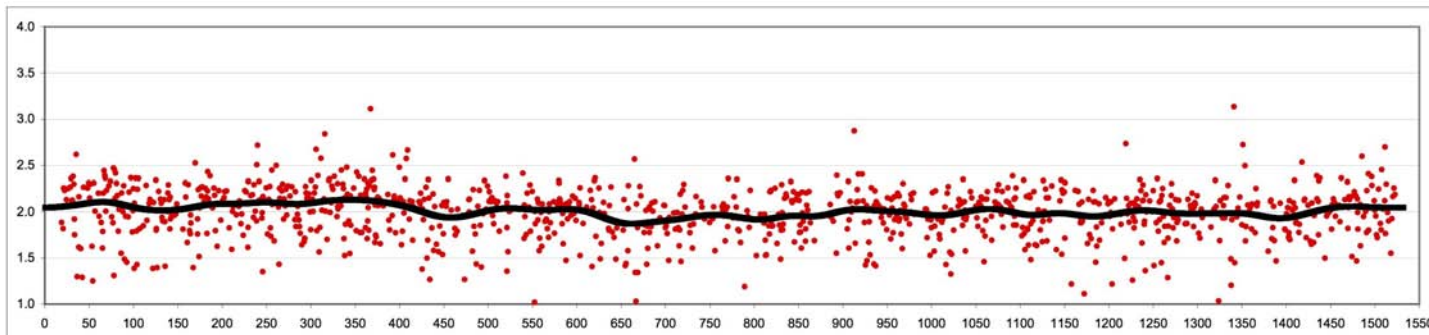

**Figure 3E**  
**YJL9707**

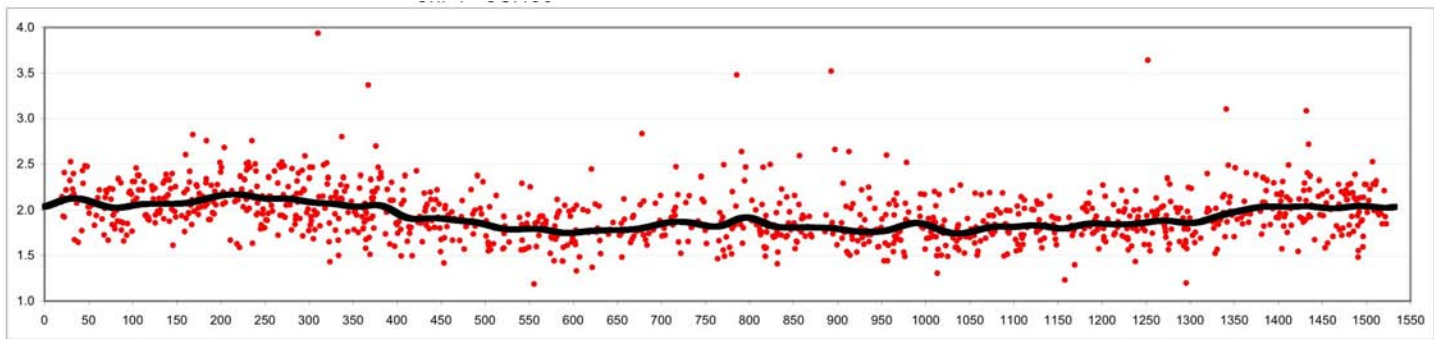

**YJL9708**

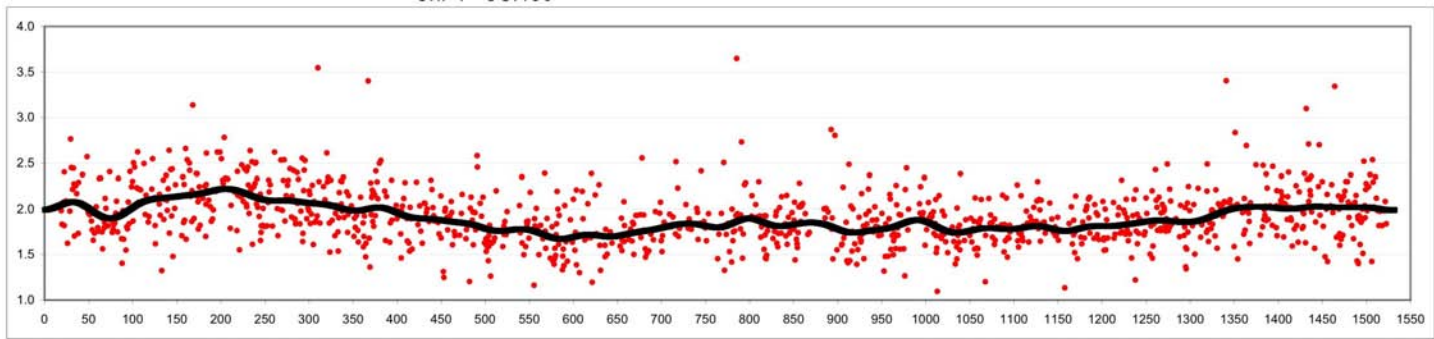

**Figure 4A**  
**YJL7700 - control**

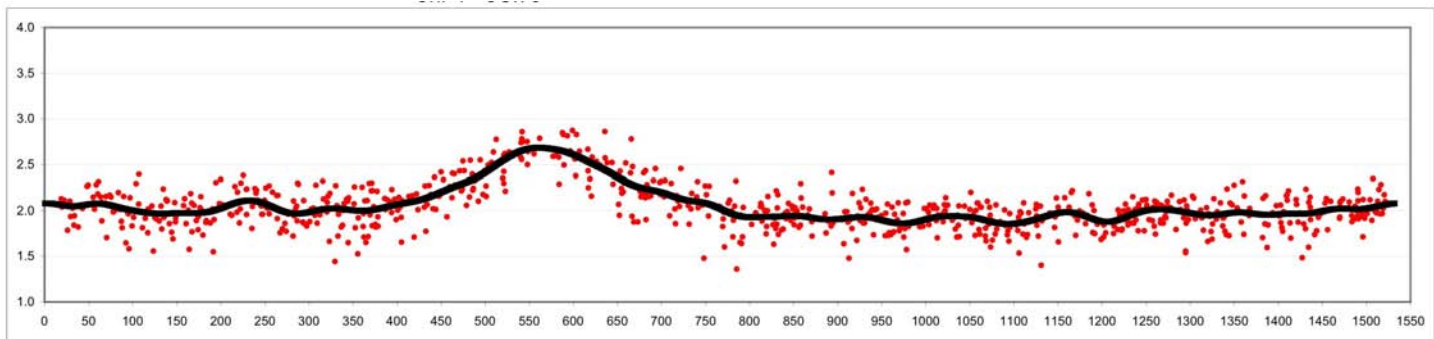

**YJL7701 - control**

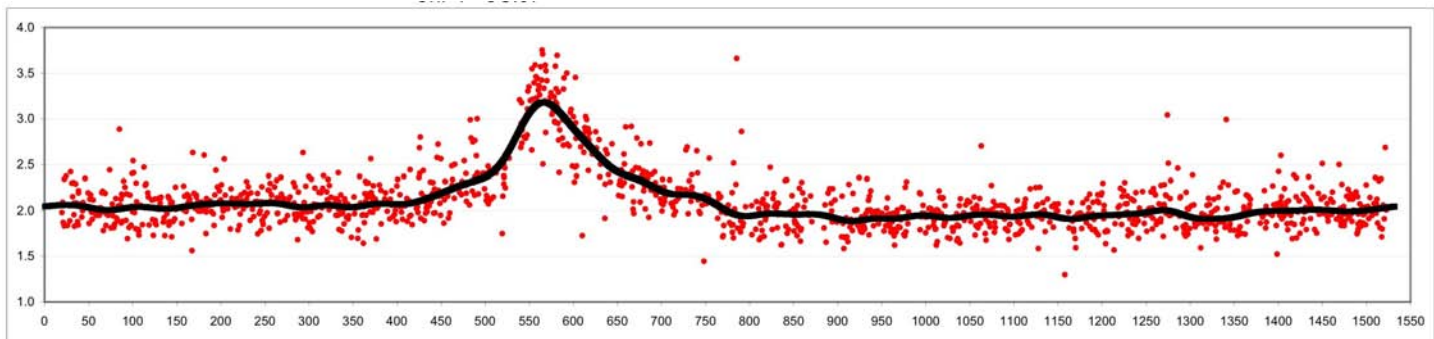

YJL8386

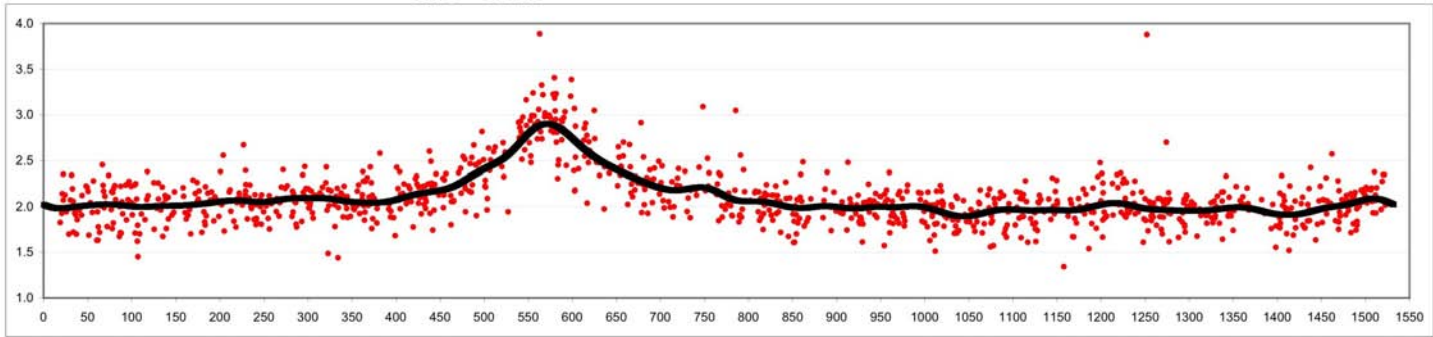

YJL8387

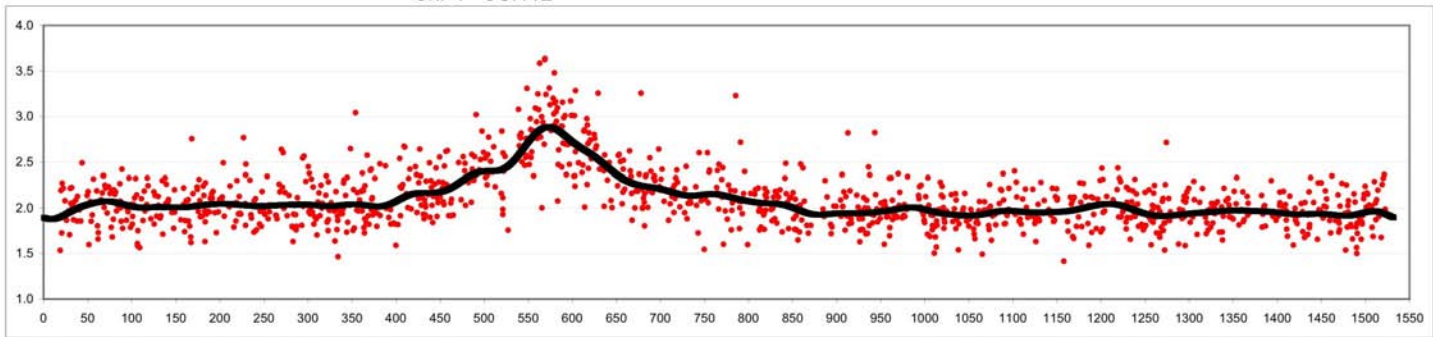

YJL8392

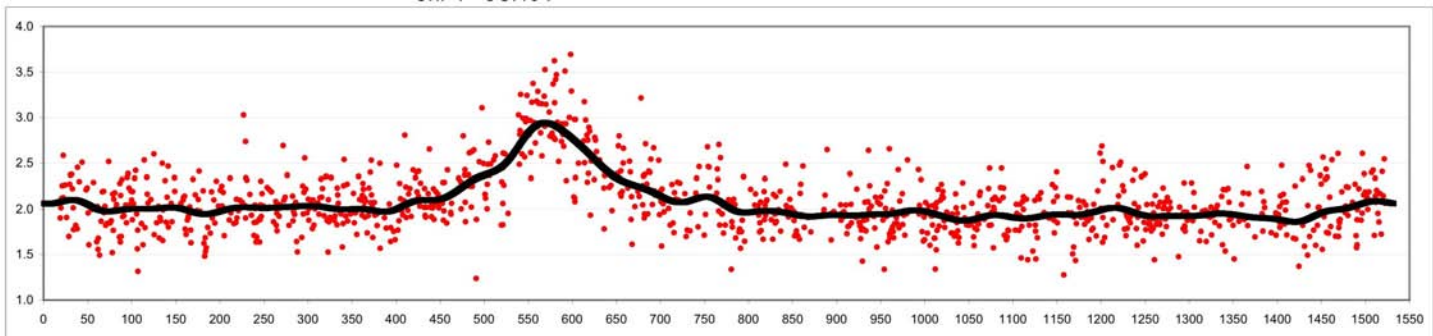

YJL8393

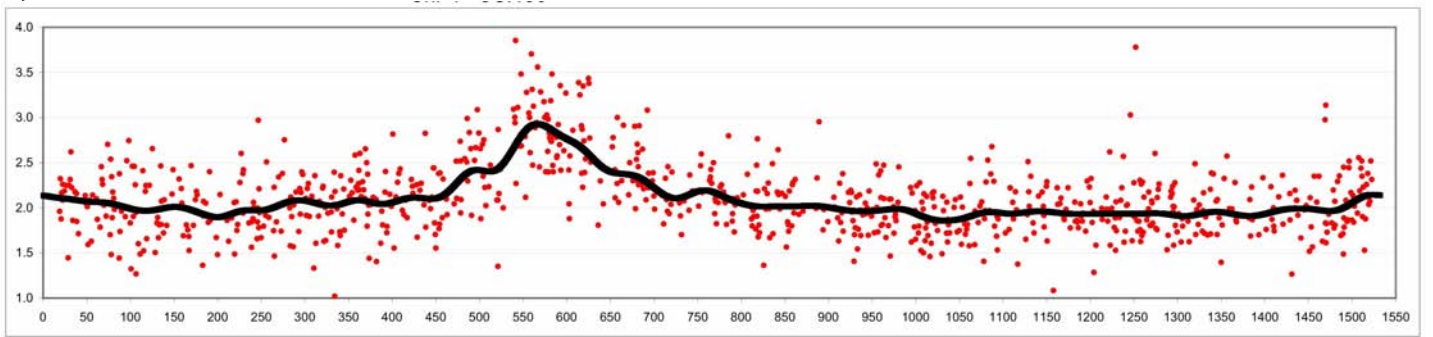

YJL8398

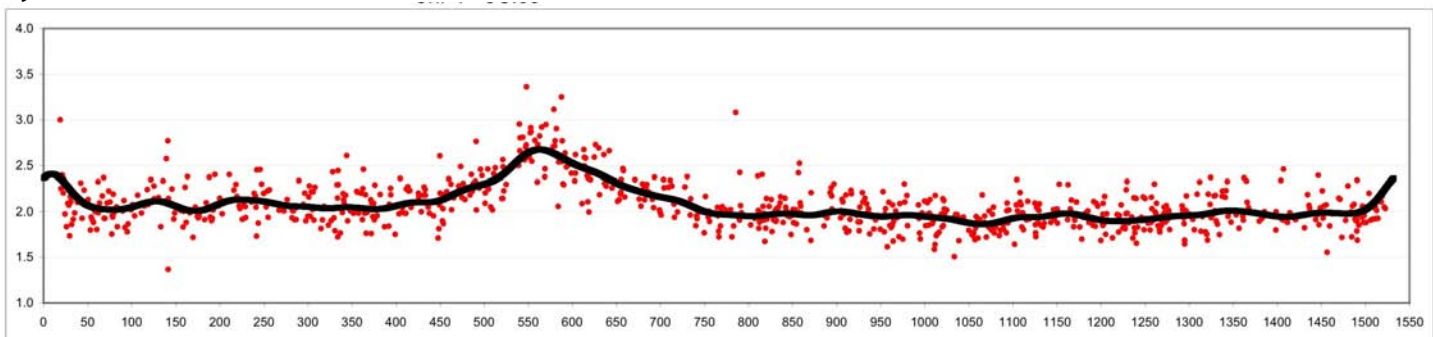

**YJL8398**

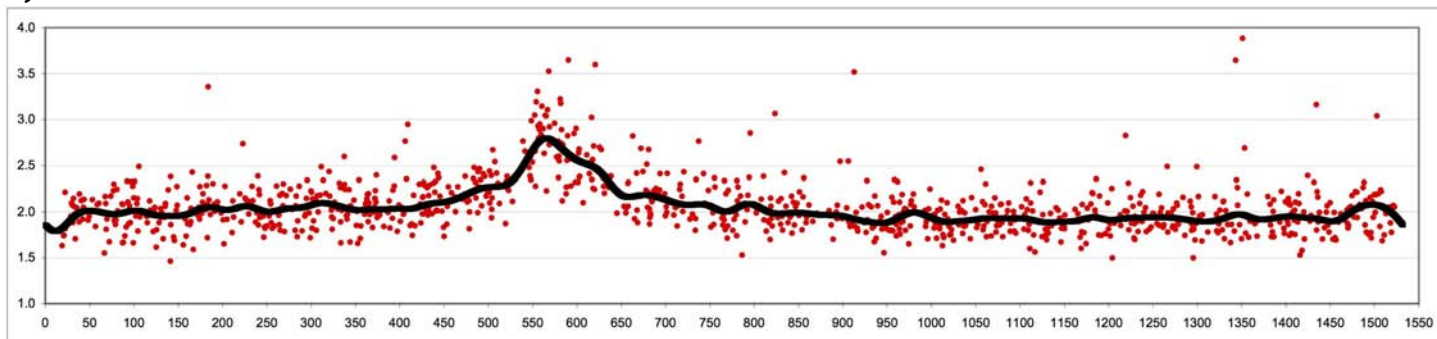

**YJL8401**

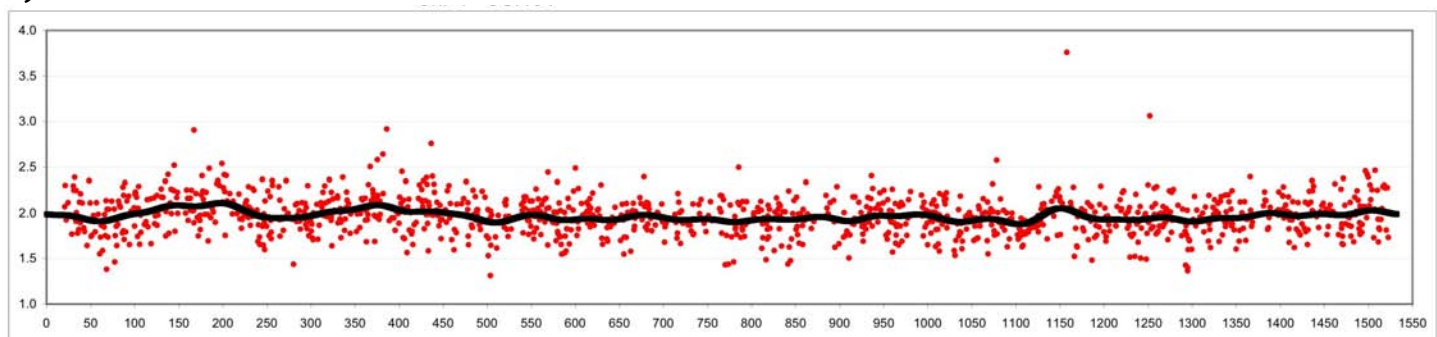

**YJL8402**

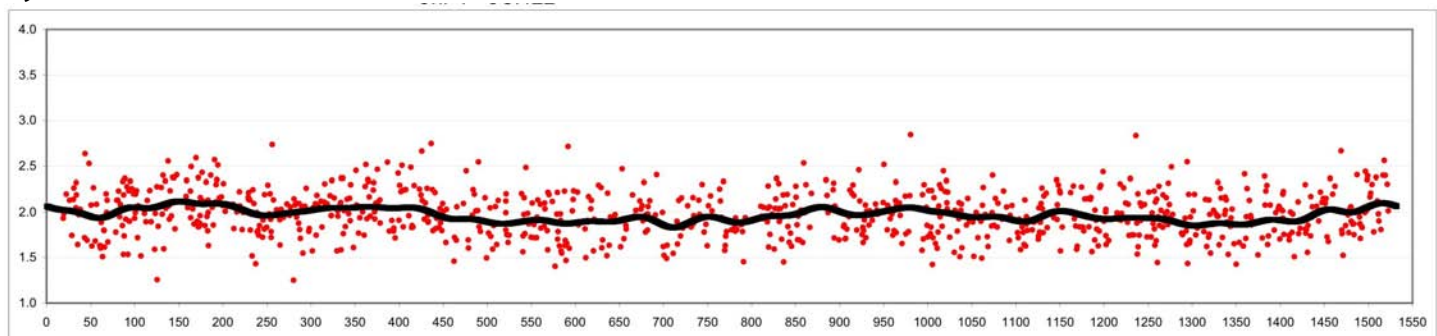

**YJL8404**

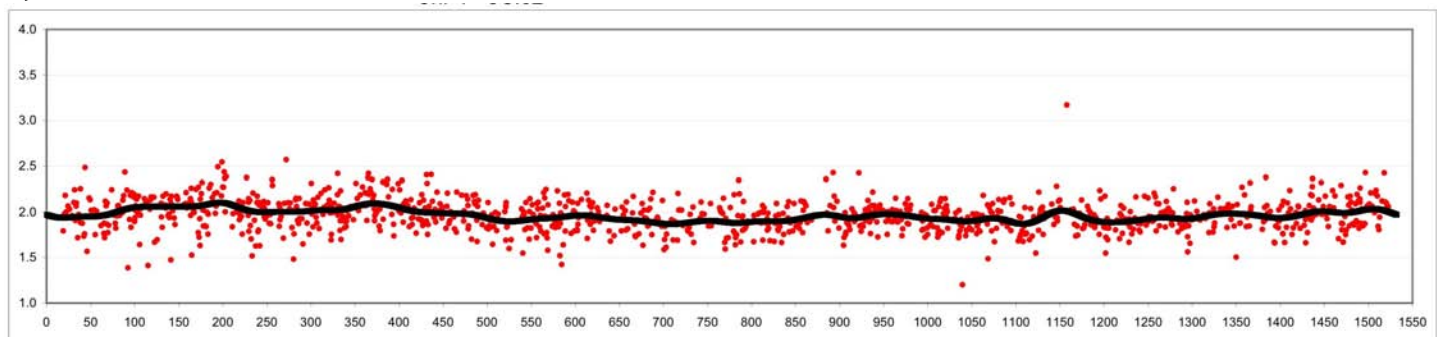

**YJL8405**

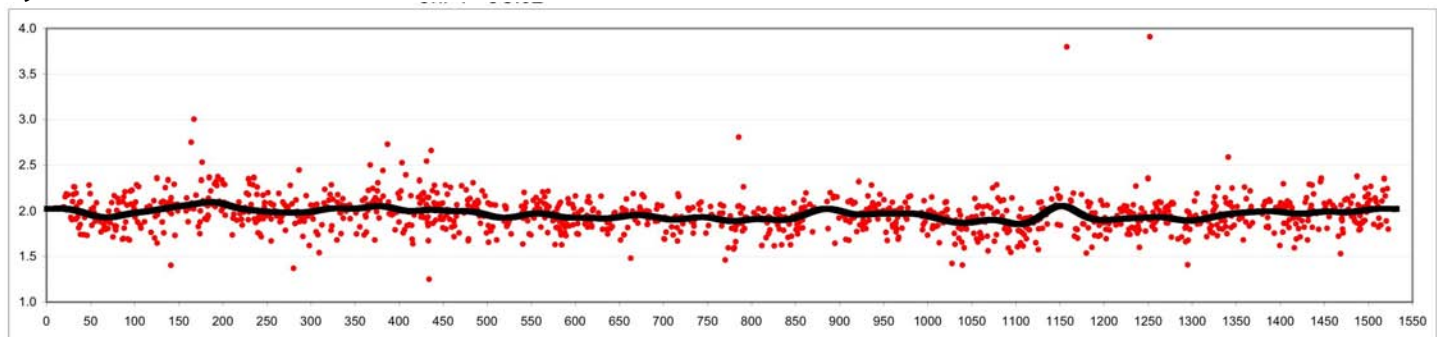

YJL8553

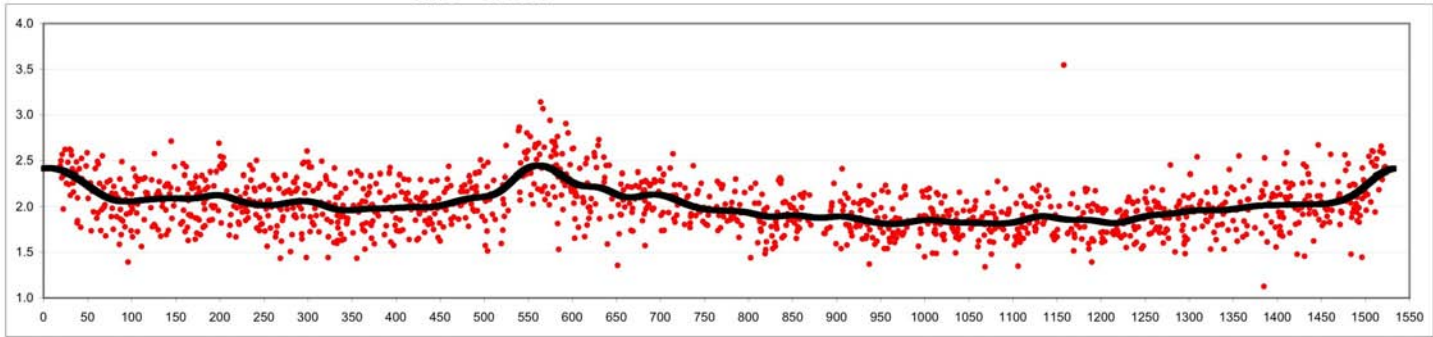

YJL8553

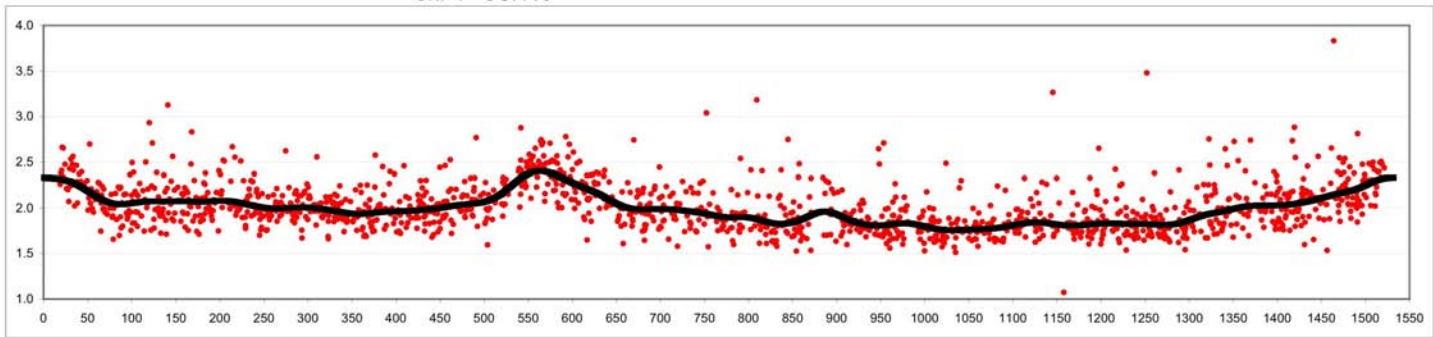

YJL8556

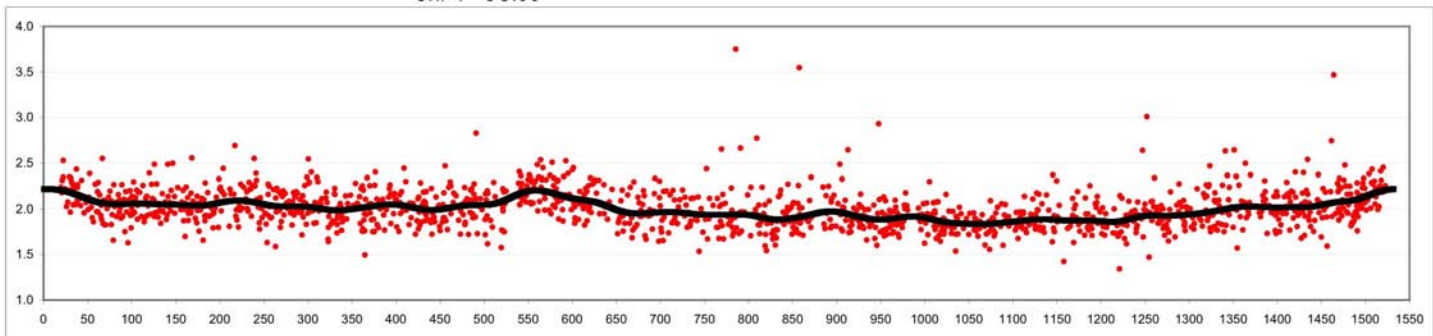

YJL8556

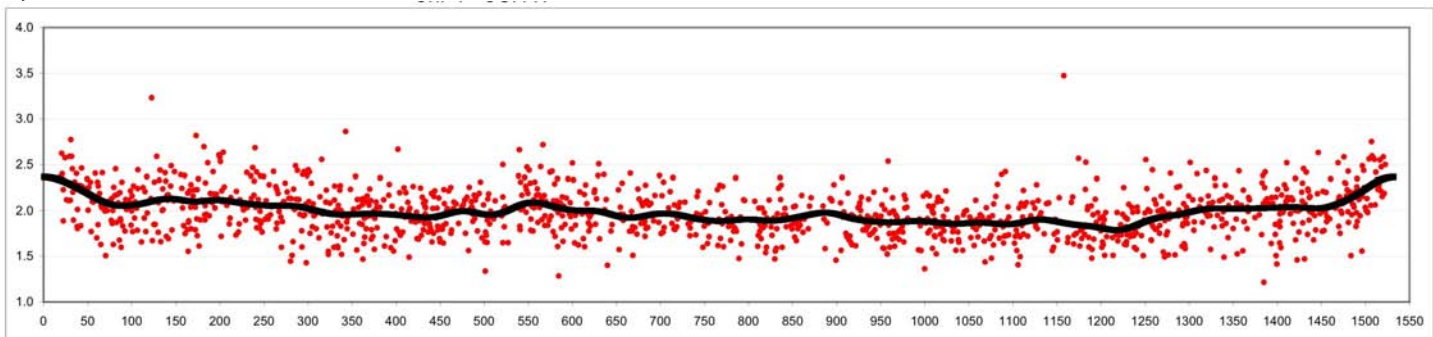

YJL8559

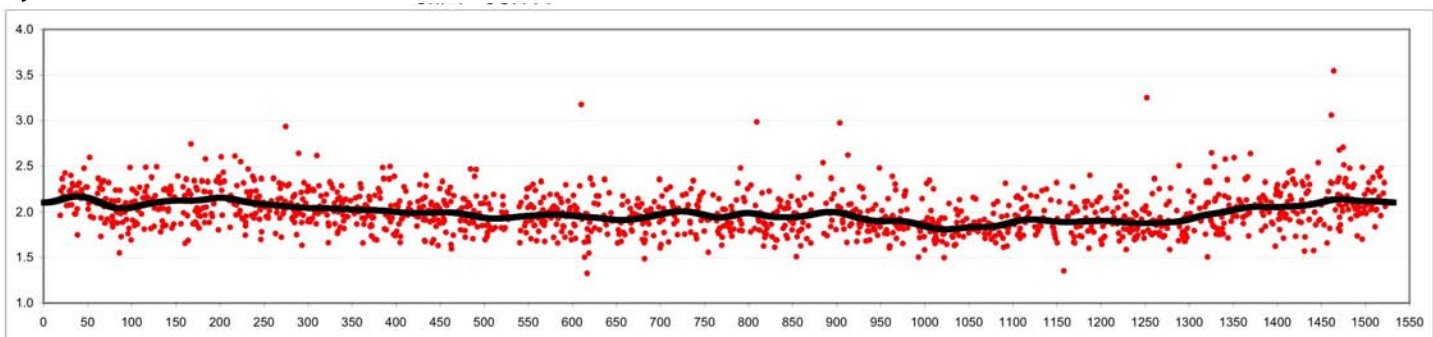

YJL8559

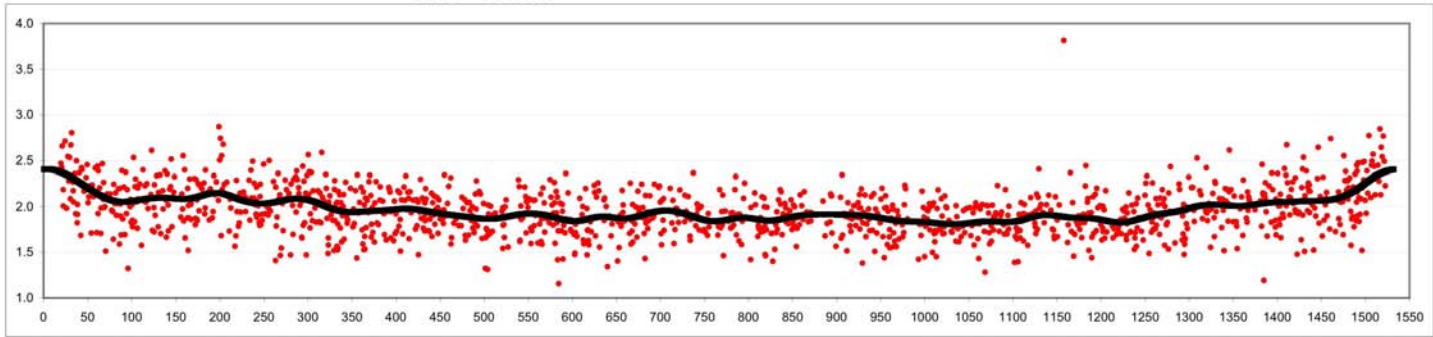

YJL8562

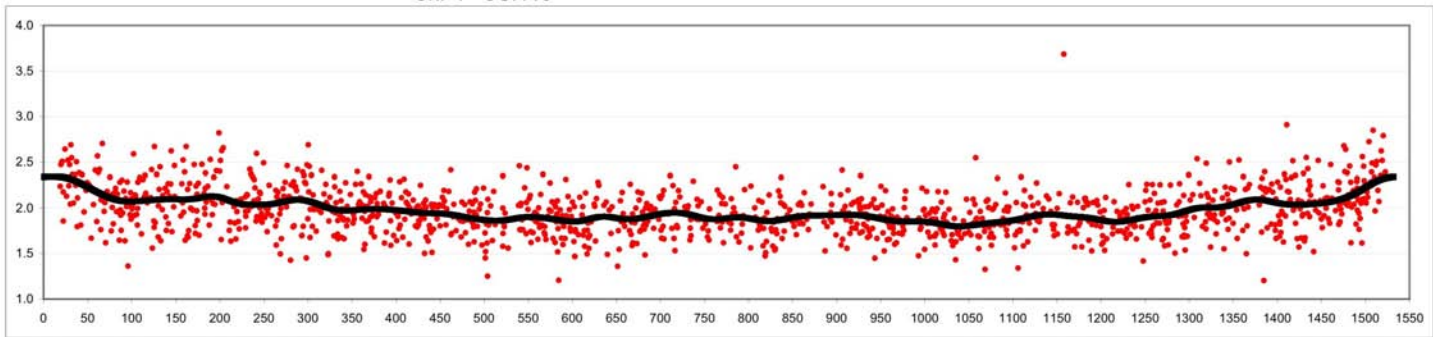

YJL8562

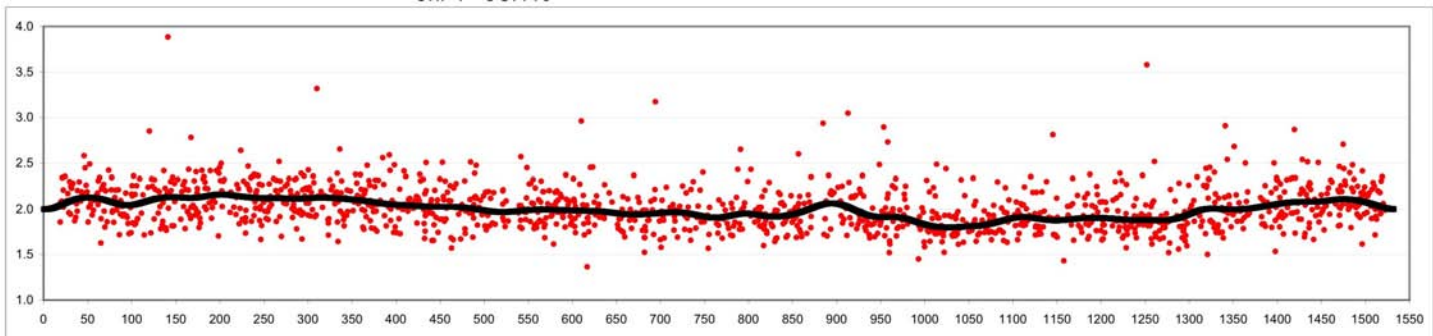

YJL8565

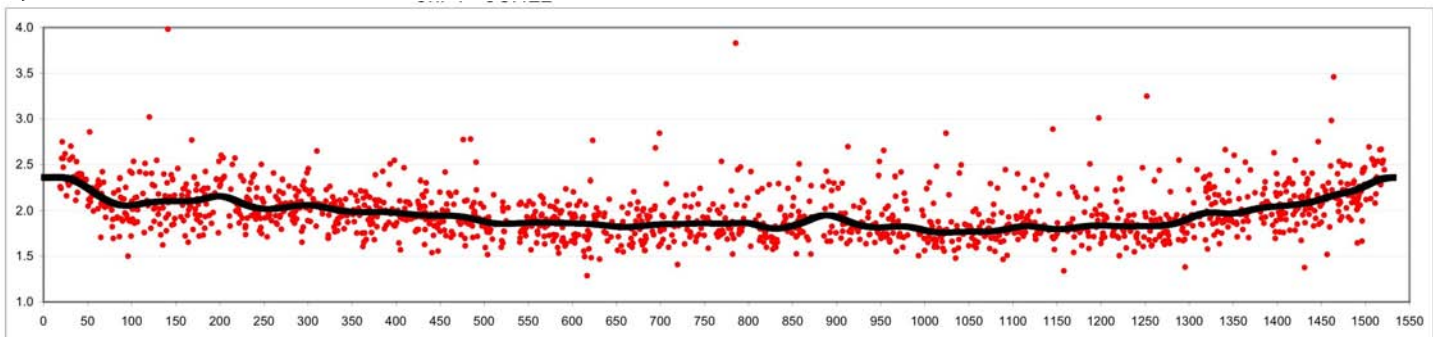

YJL8565

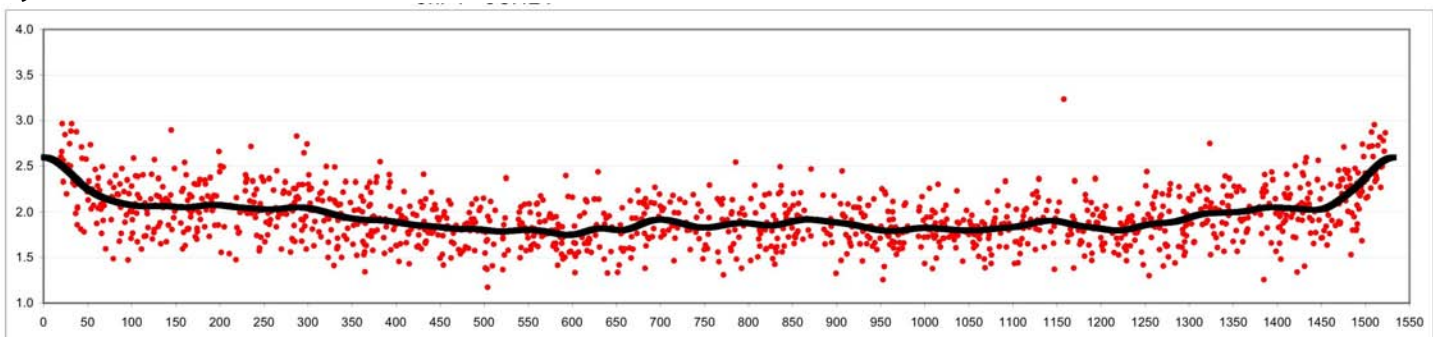

**YJL10444**

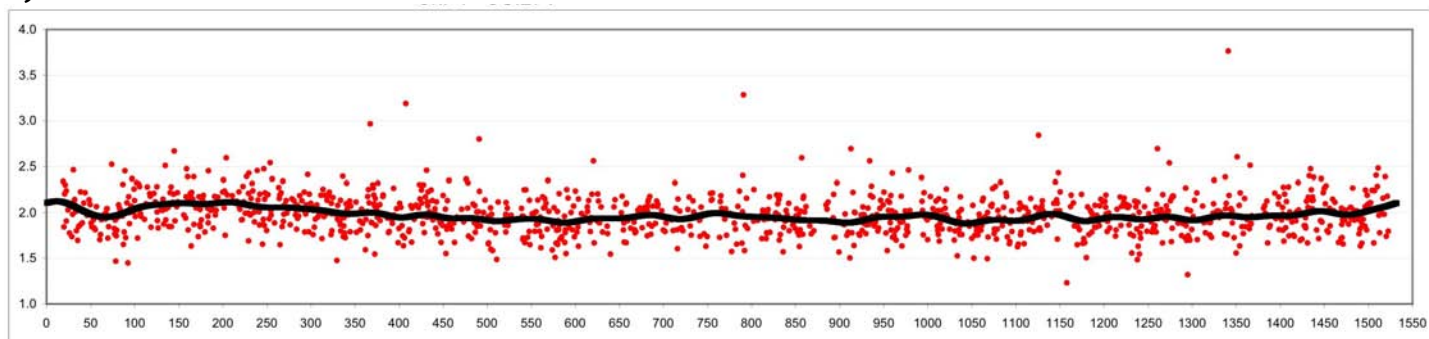

**YJL10445**

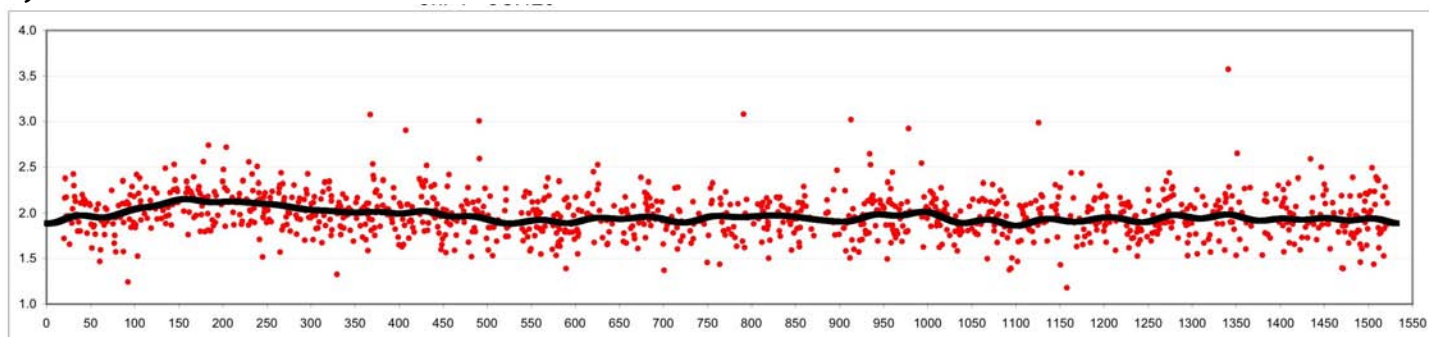

**Figure 4B**

**YJL8398 – Control for odd linkers**

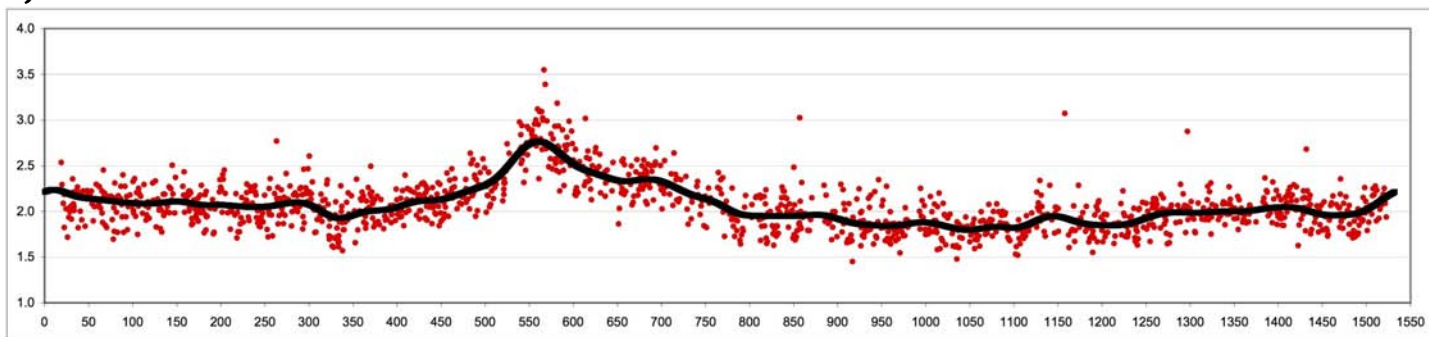

**YJL8398 – Control for odd linkers**

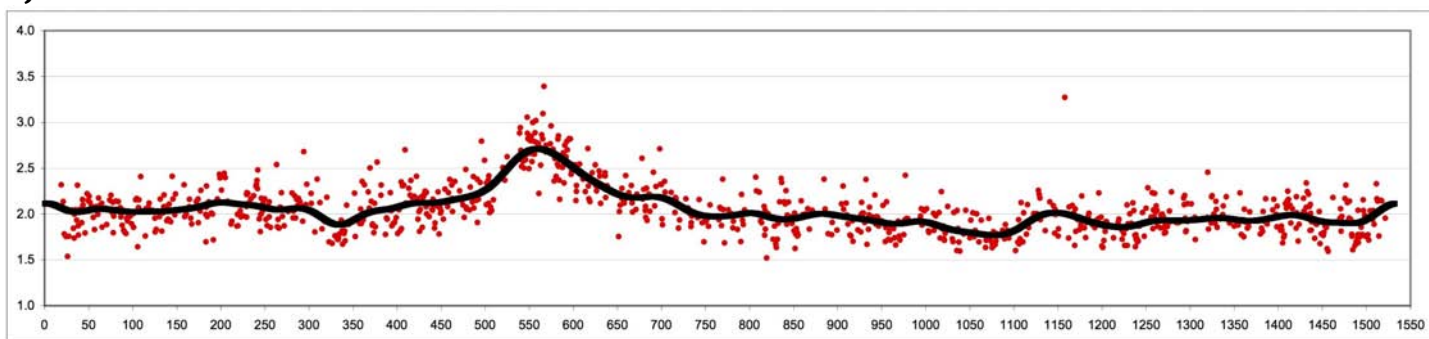

YJL8644 - Linker L1

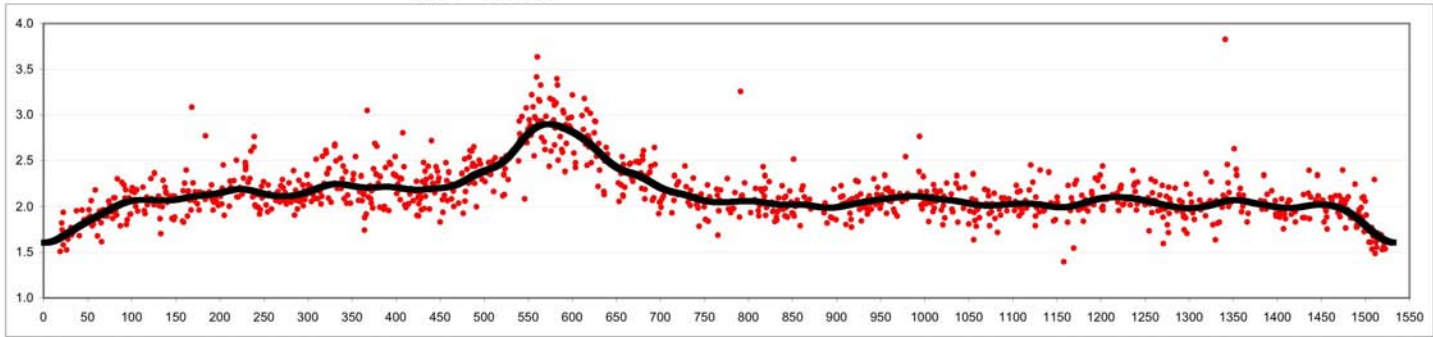

YJL8644 - Linker L1

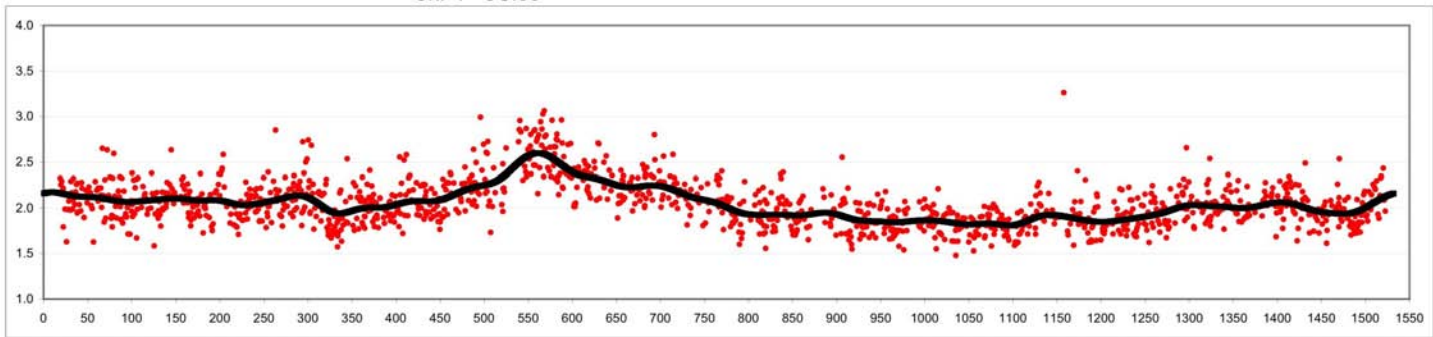

YJL8647 - Linker L3

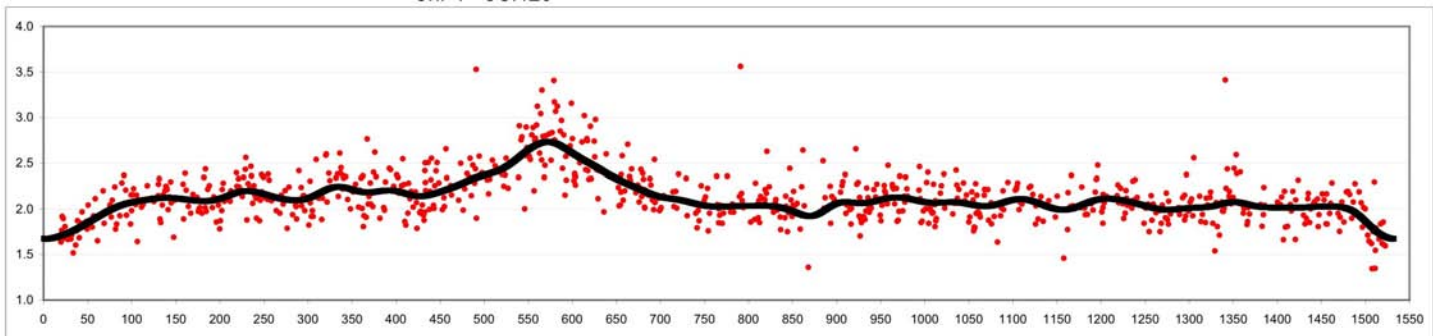

YJL8647 - Linker L3

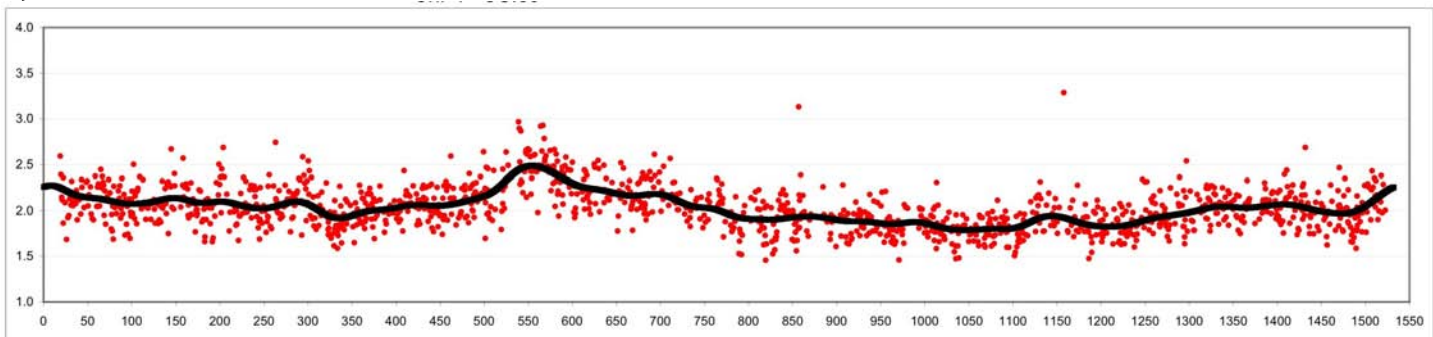

YJL8650- Linker L5

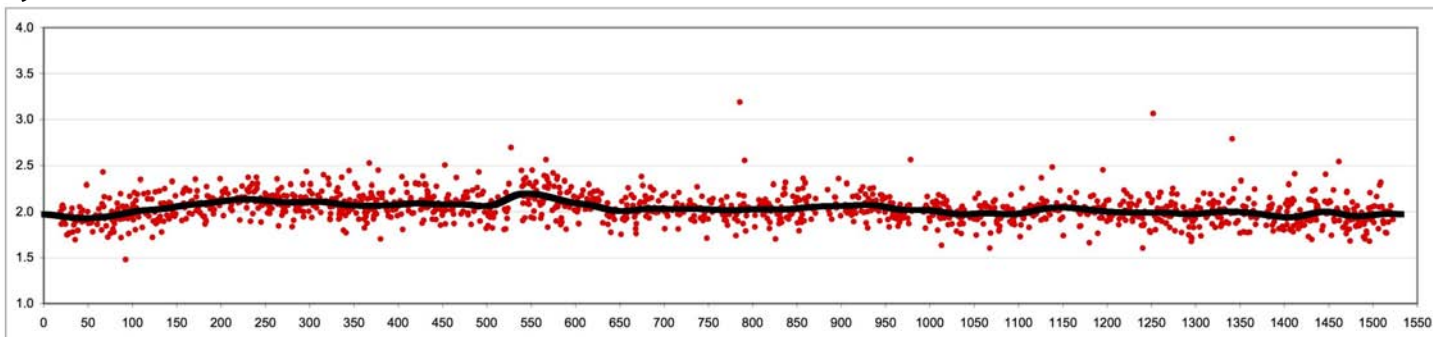

YJL8650 – Linker L5

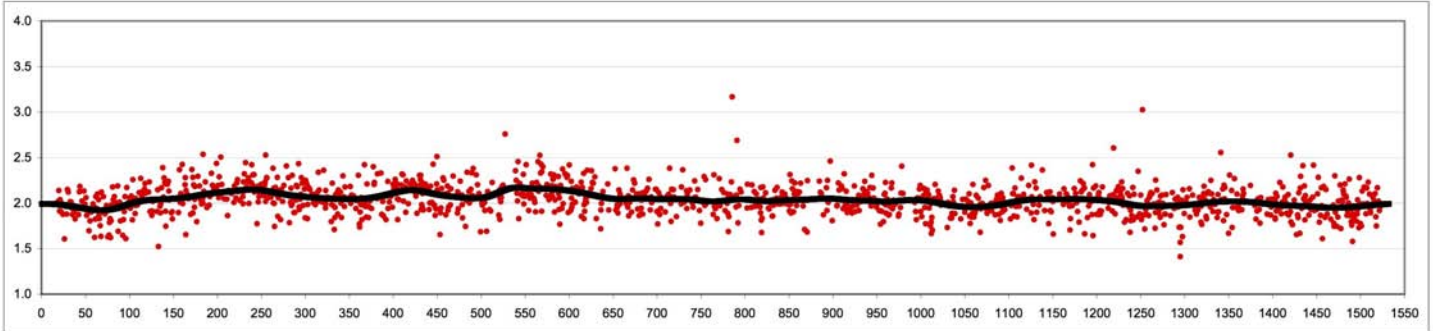

YJL8653 – Linker L7

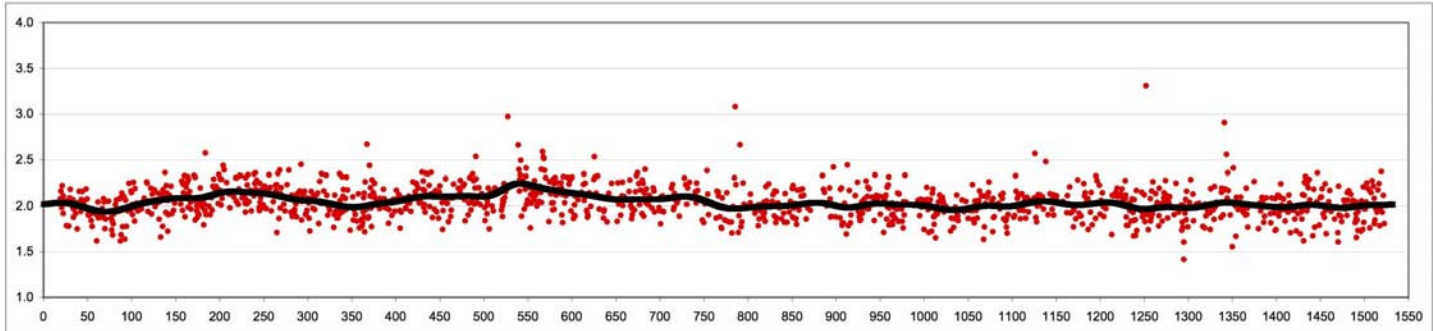

YJL8653 – Linker L7

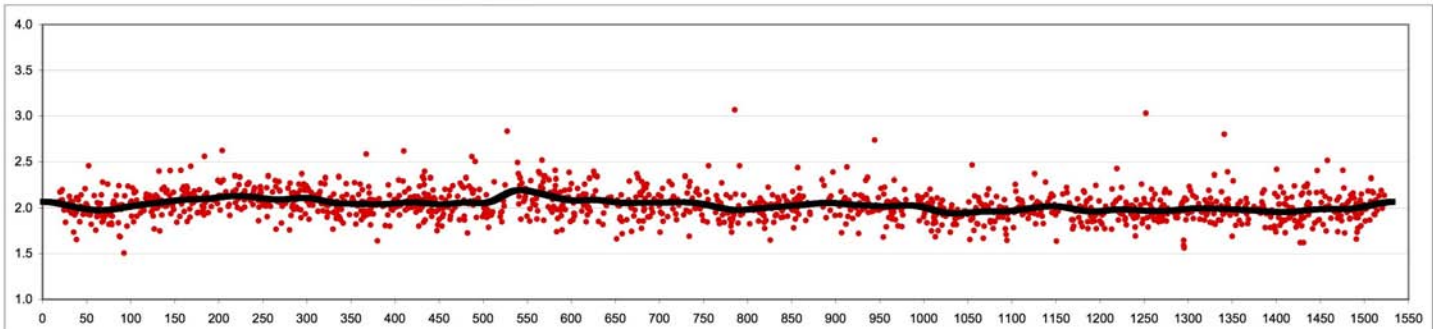

YJL8656- Linker L9

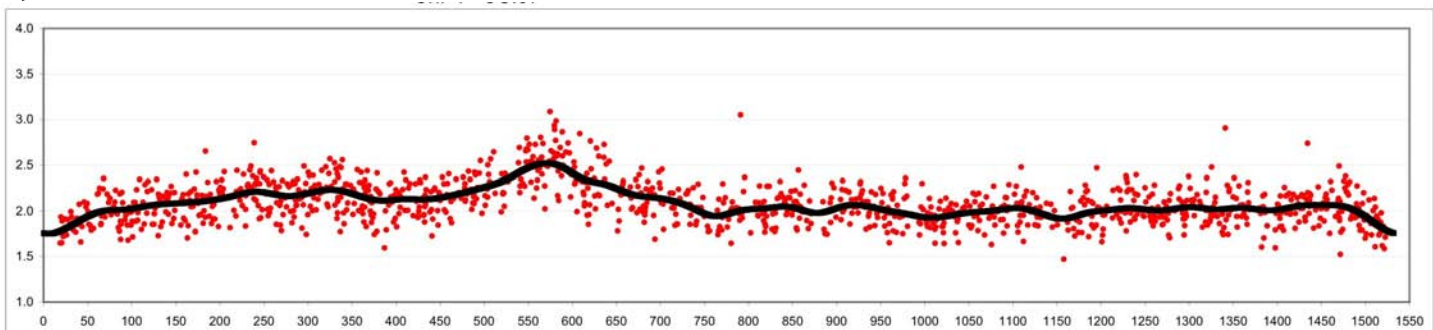

YJL8656- Linker L9

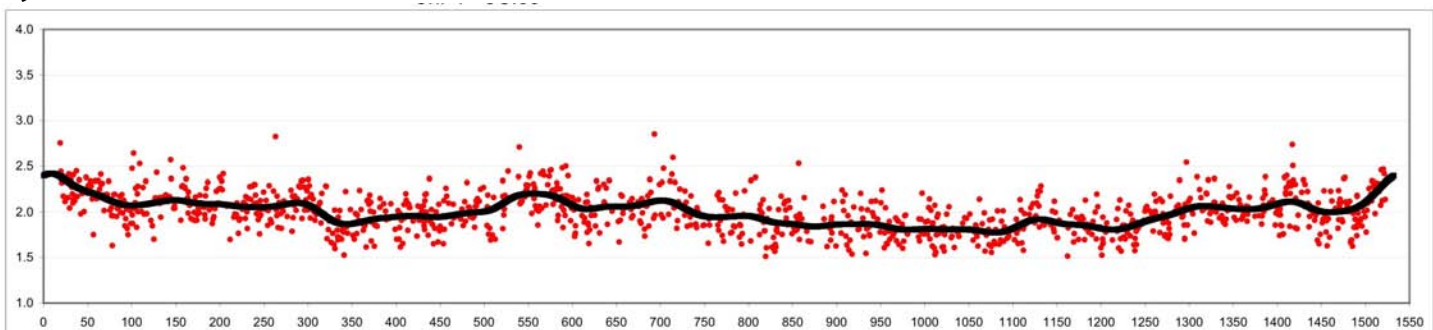

YJL8677 - Linker L11

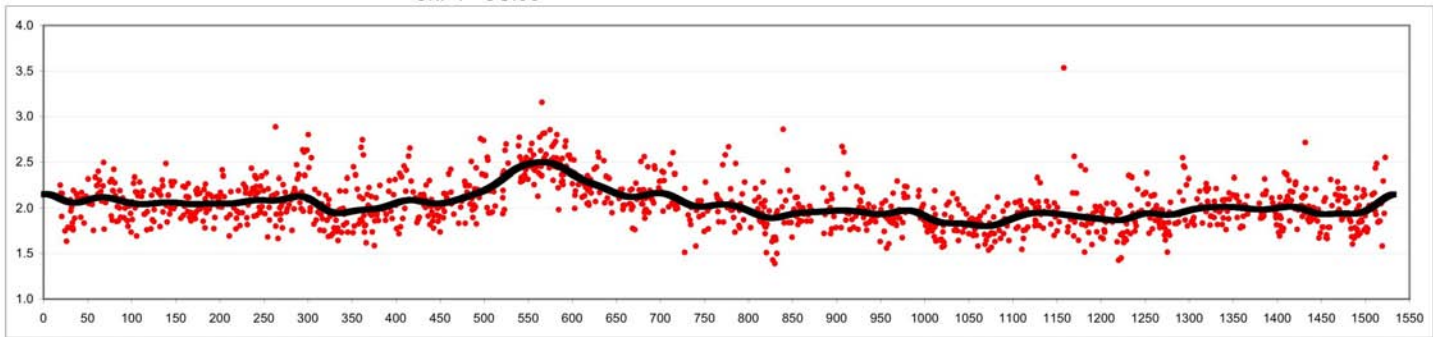

YJL8677 - Linker L11

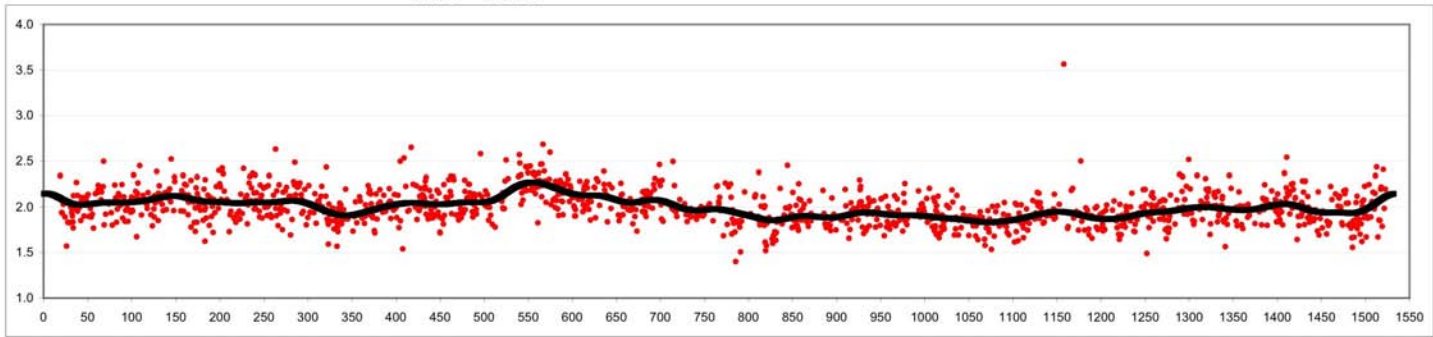

YJL8680 - Linker L13

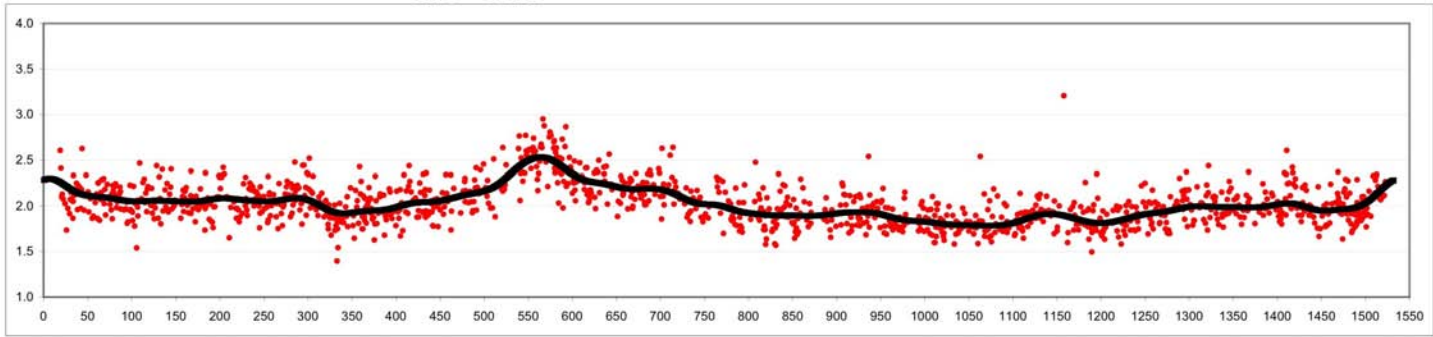

YJL8680 - Linker L13

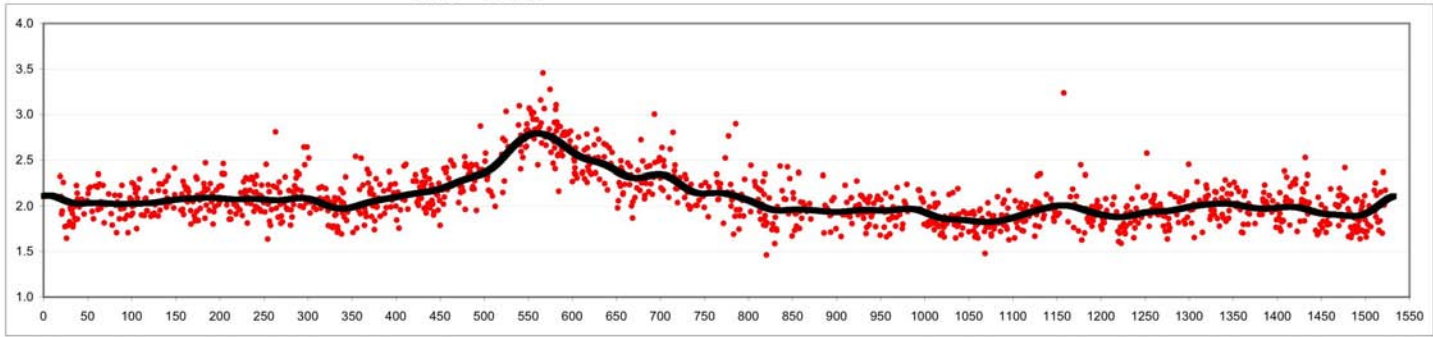

**YJL8659 - Linker L15**

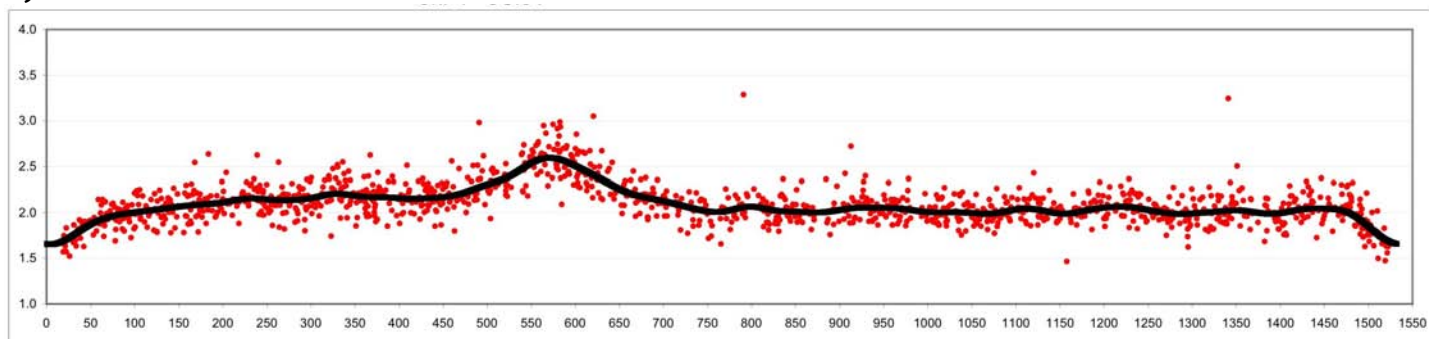

**YJL8659 - Linker L15**

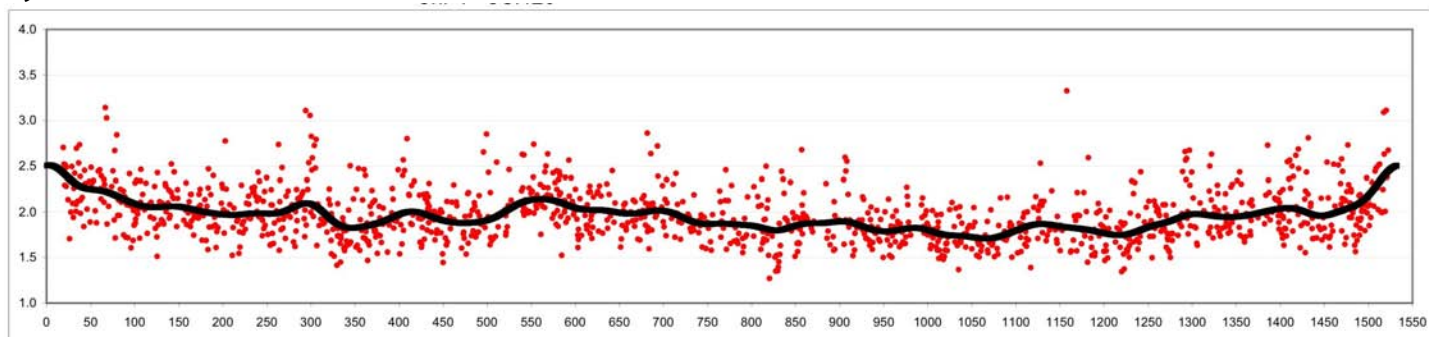

**YJL8683 - Linker L17**

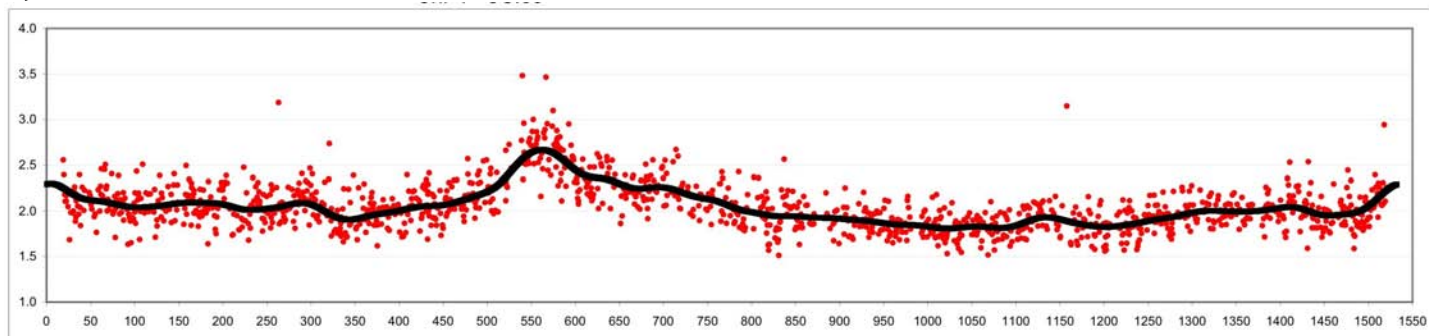

**YJL8683 - Linker L17**

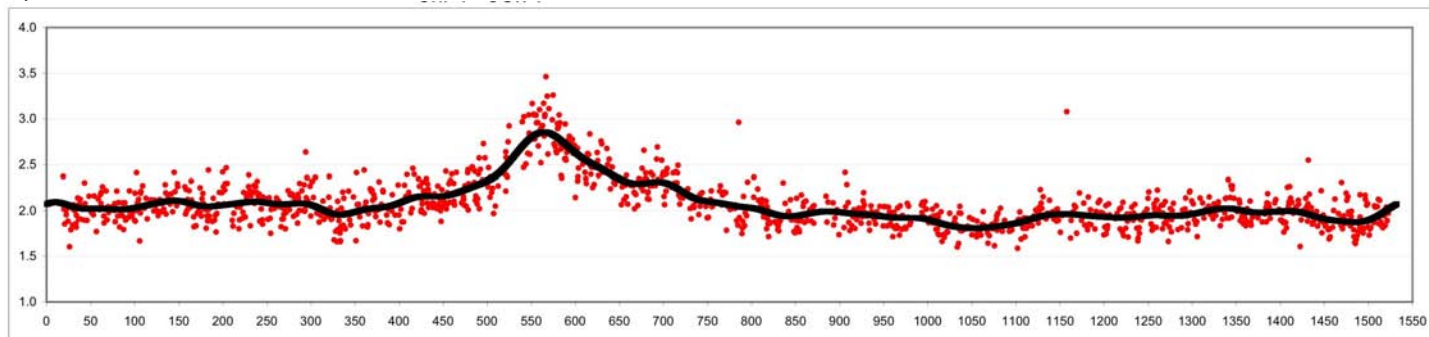

**YJL8662 - Linker L19**

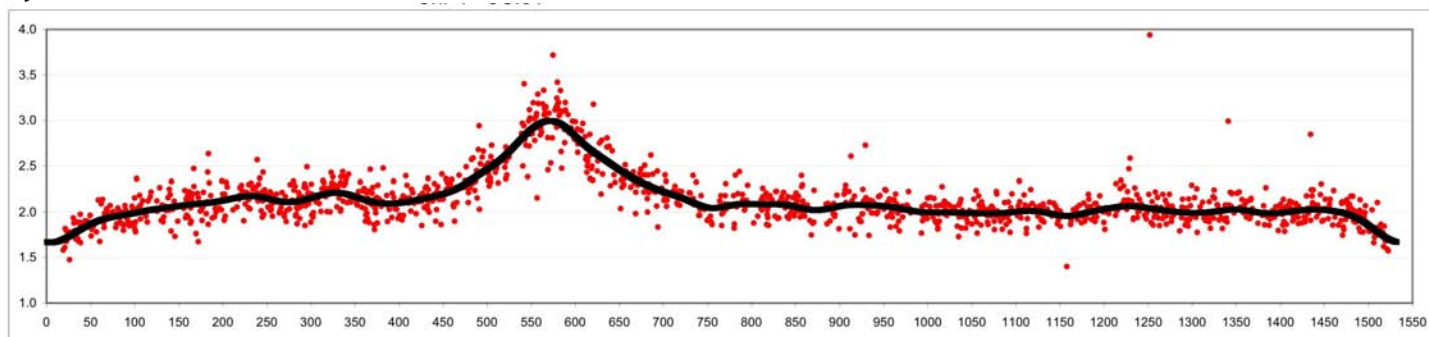

**YJL8662 - Linker L19**

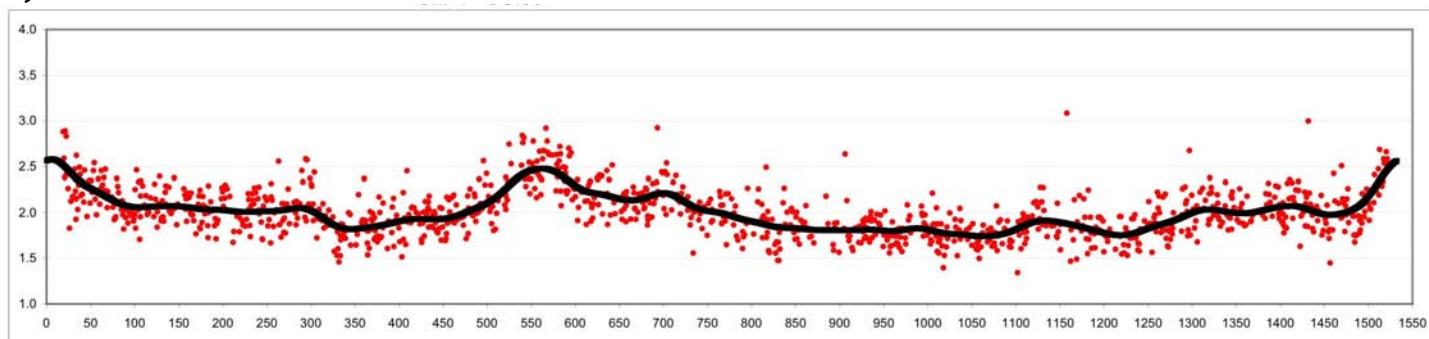

**YJL8686 - Linker L21**

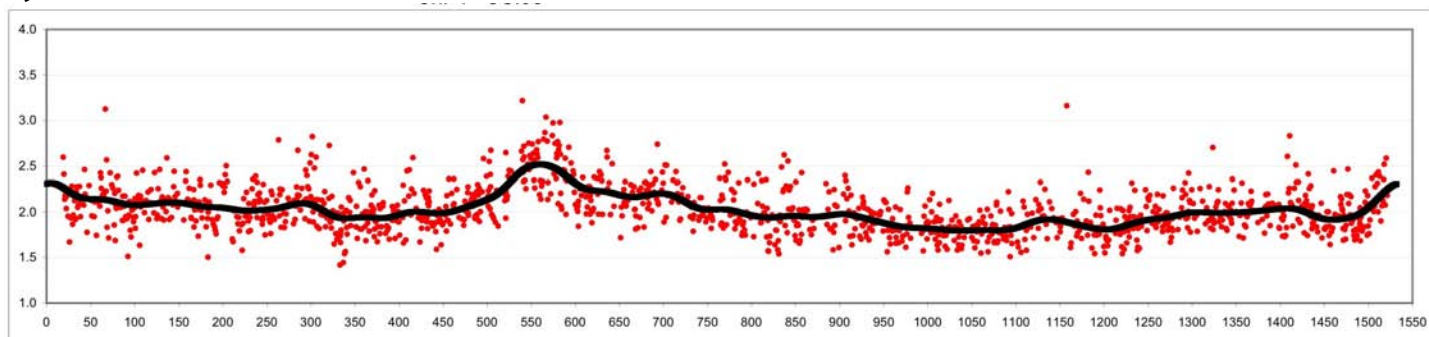

**YJL8686 - Linker L21**

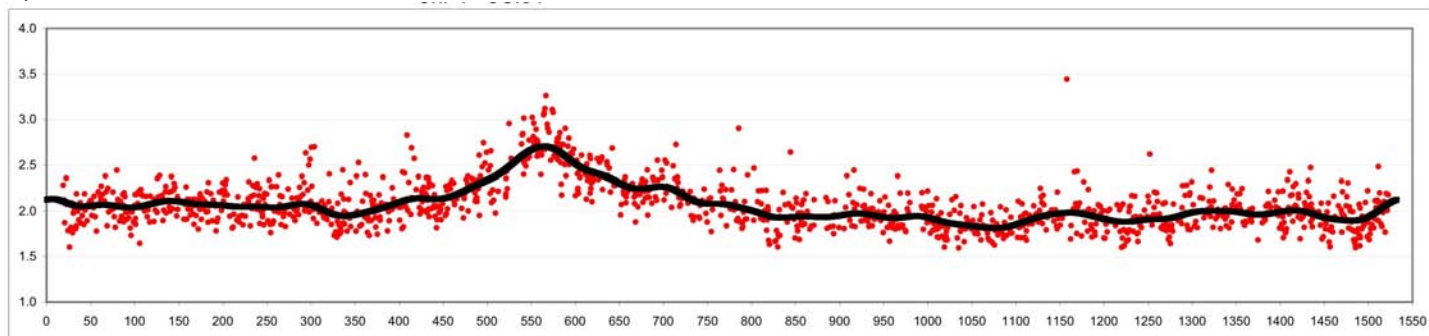

**YJL8665 - Linker L23**

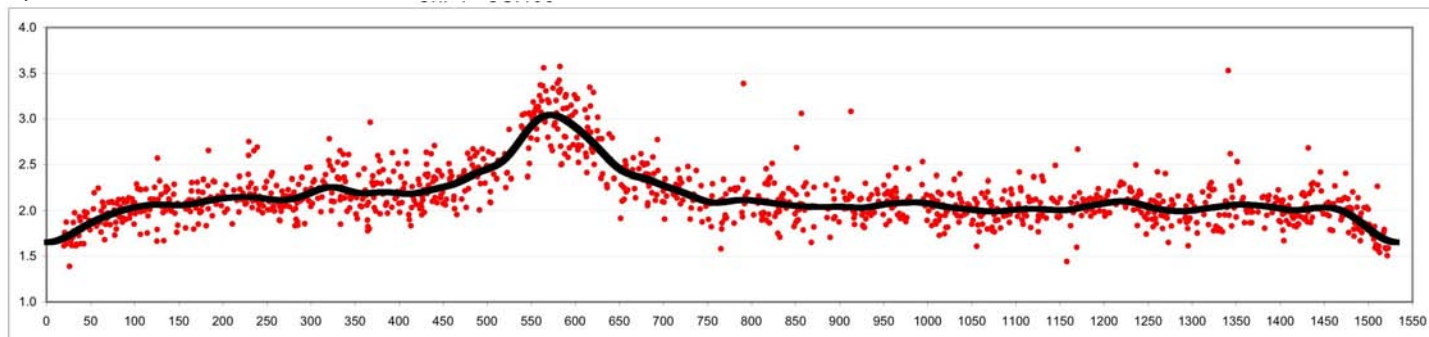

**YJL8665 - Linker L23**

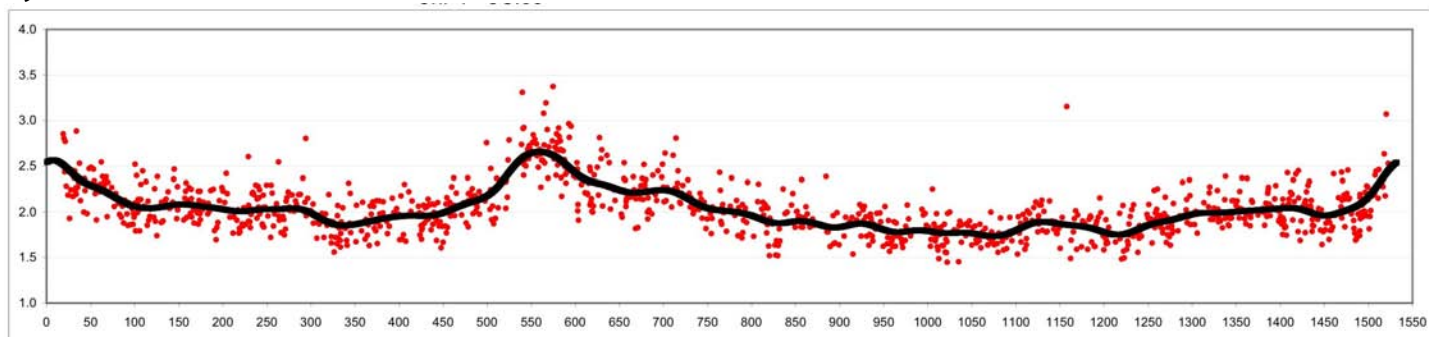

YJL8668 - Linker L25

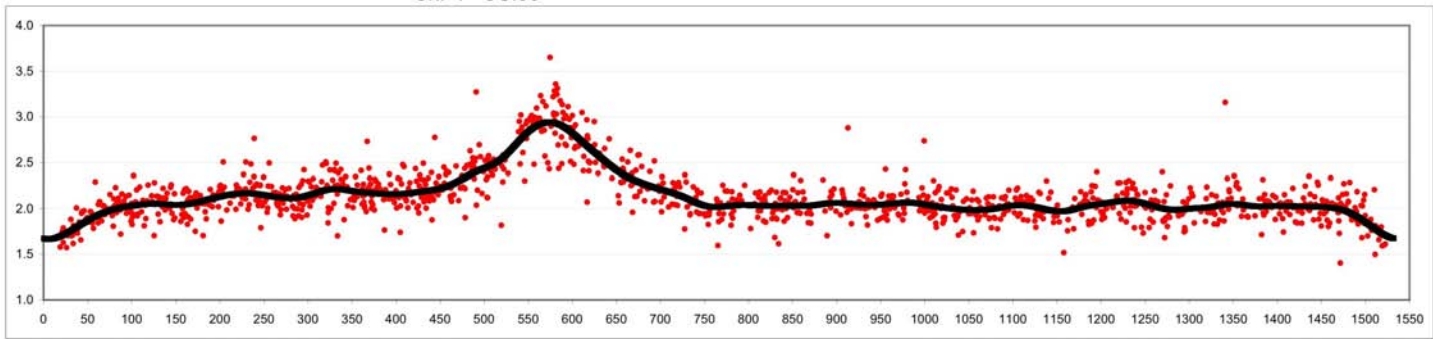

YJL8668 - Linker L25

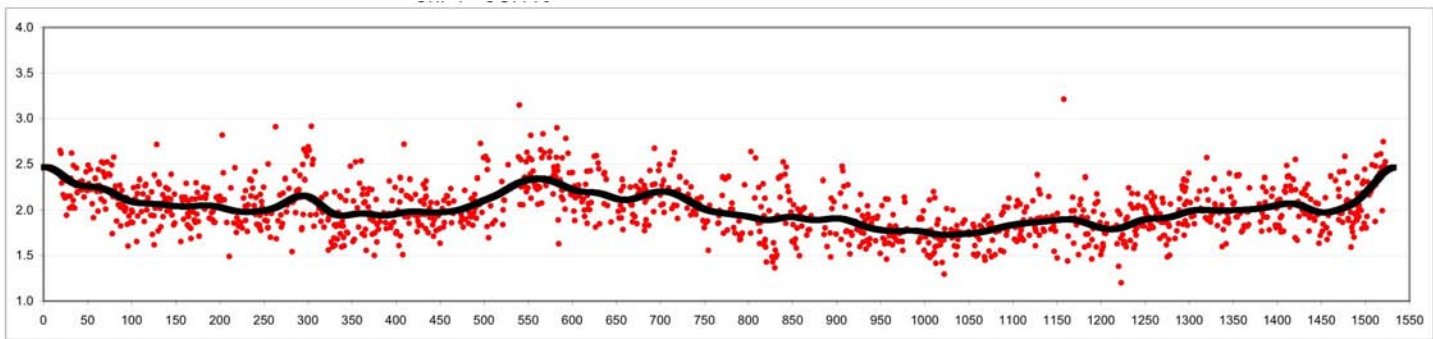

YJL8671 - Linker L27

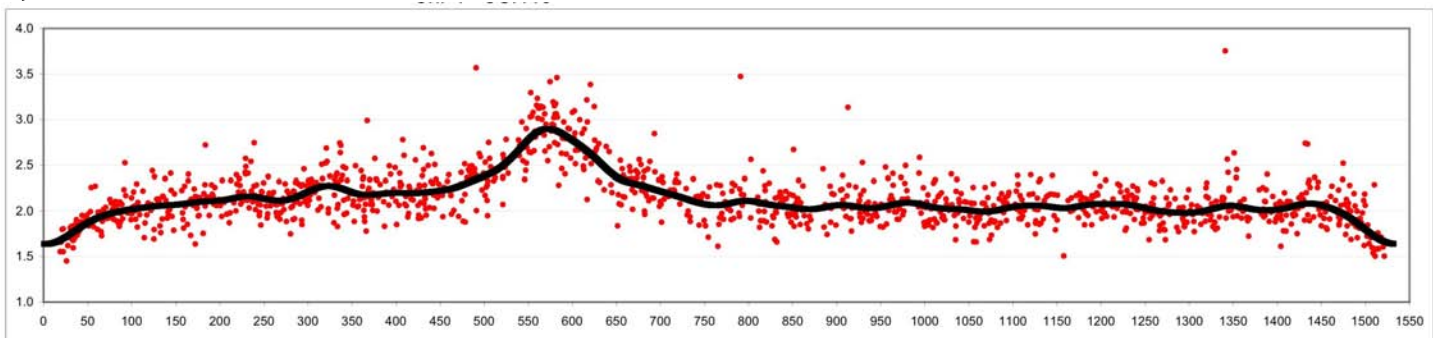

YJL8671 - Linker L27

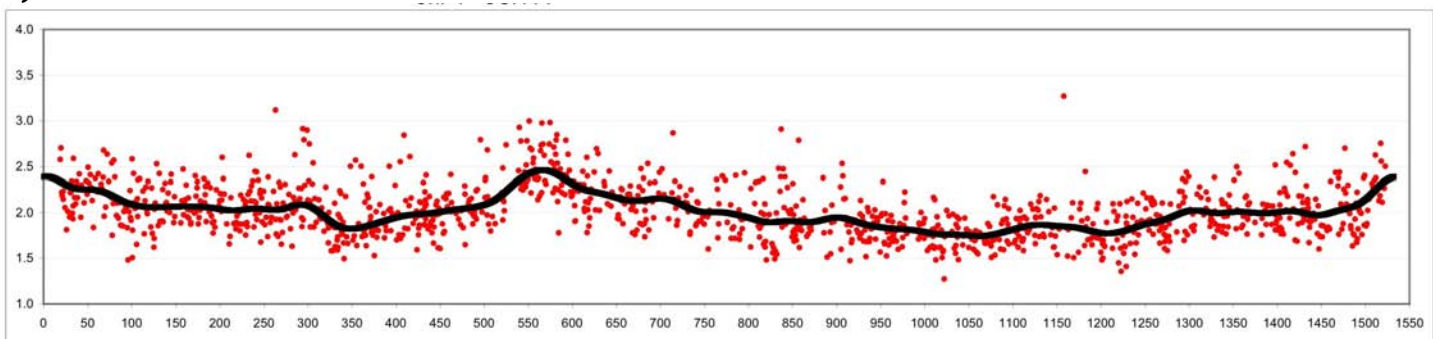

YJL8689 - Linker L29

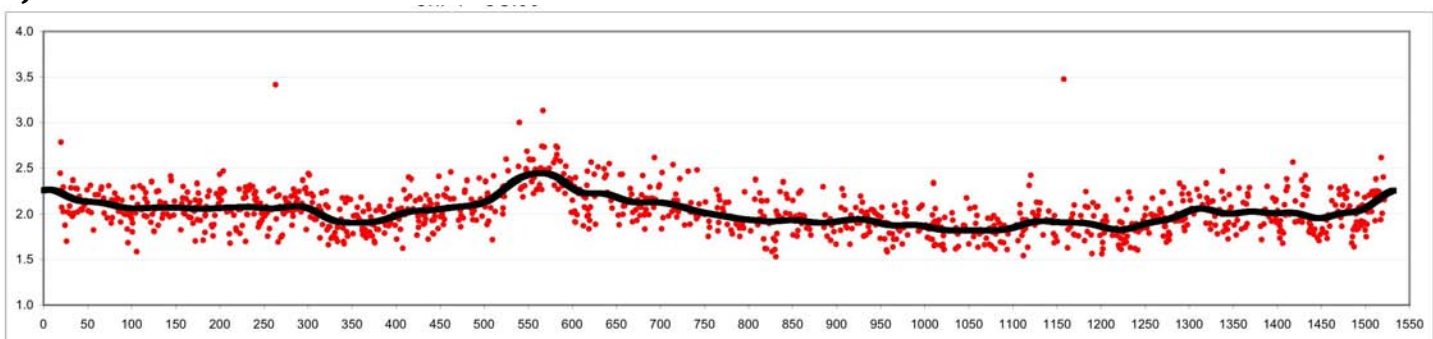

YJL8689 - Linker L29

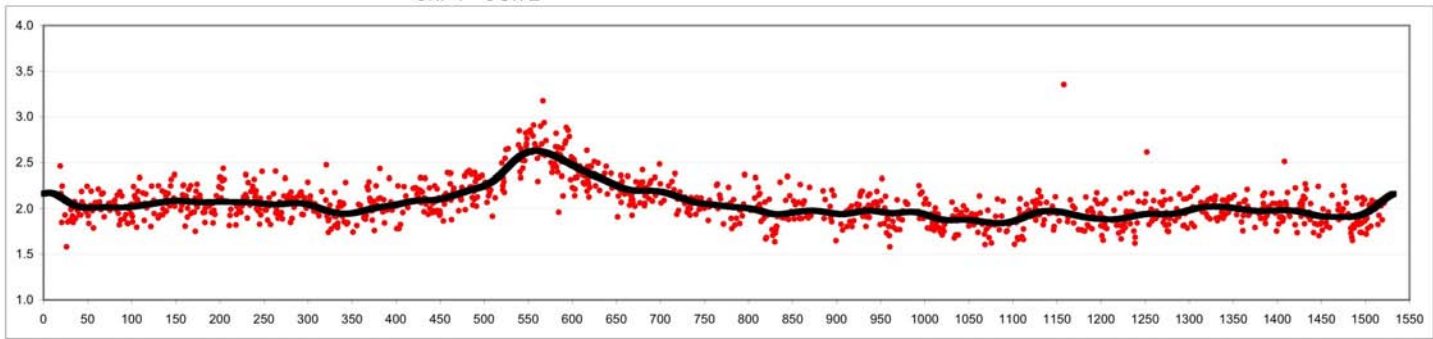

YJL8692 - Linker L31

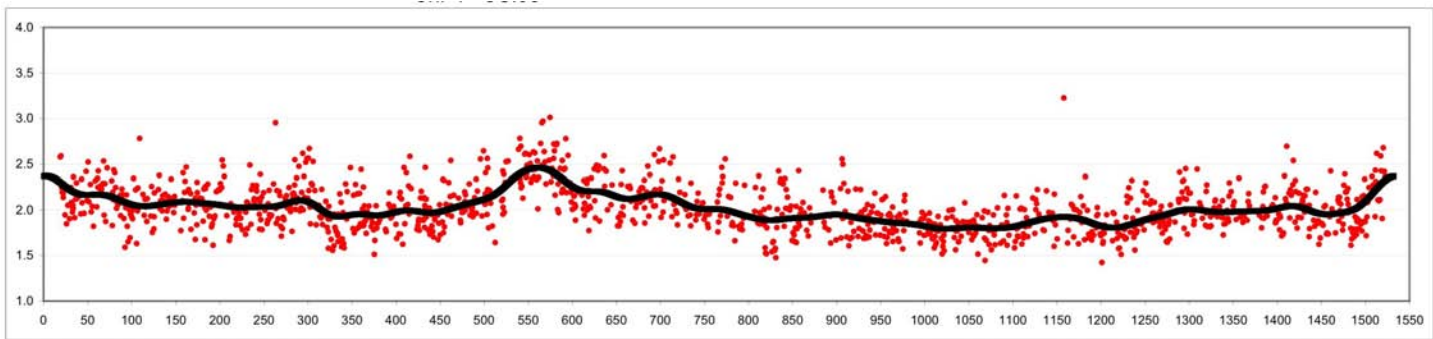

YJL8692 - Linker L31

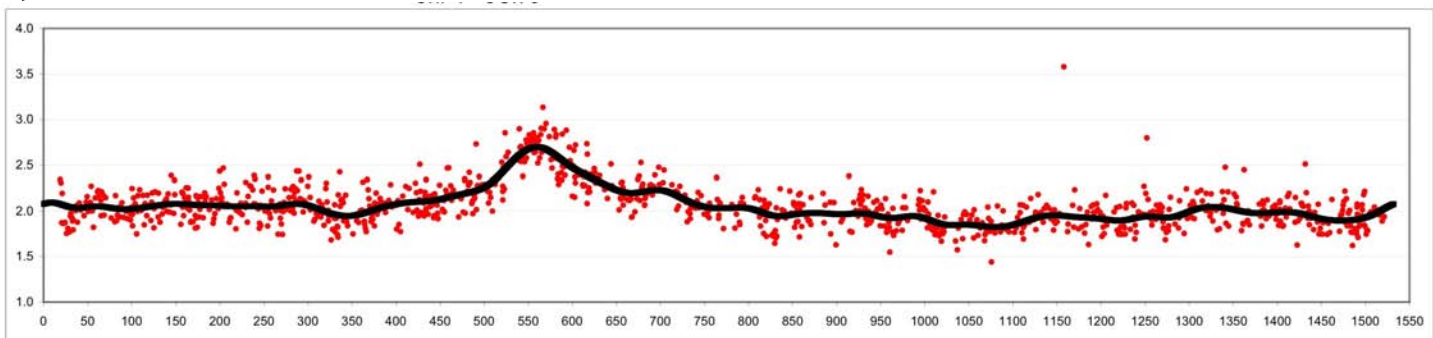

YJL8695 - Linker L33

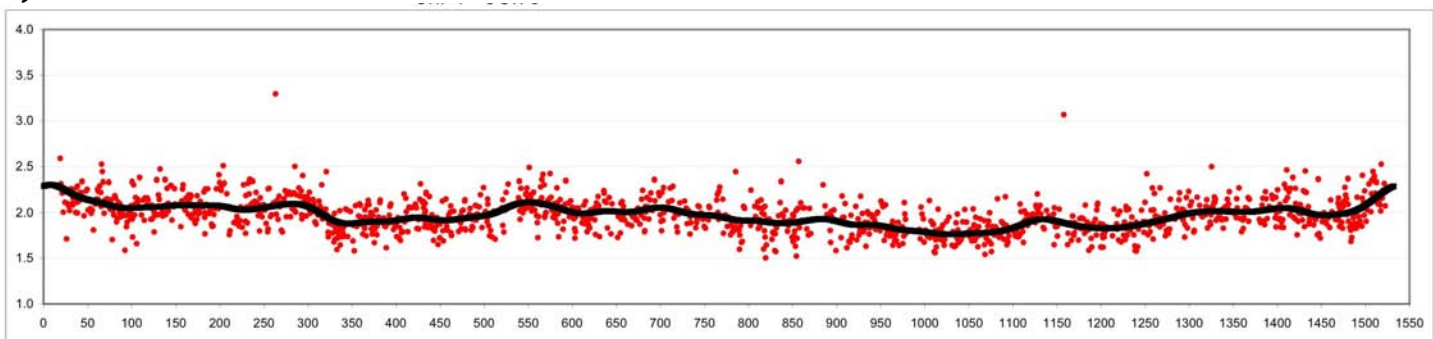

YJL8695 - Linker L33

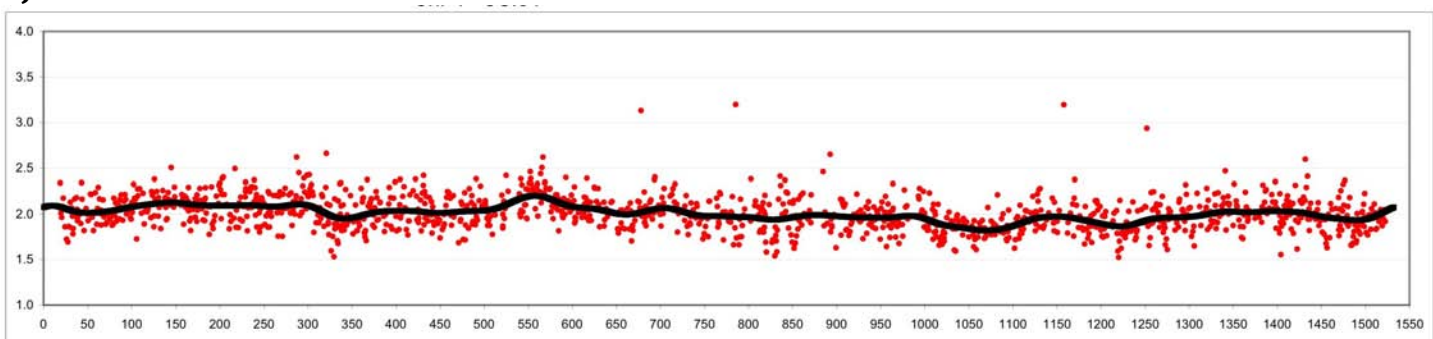

**YJL8398 – control for even linkers**

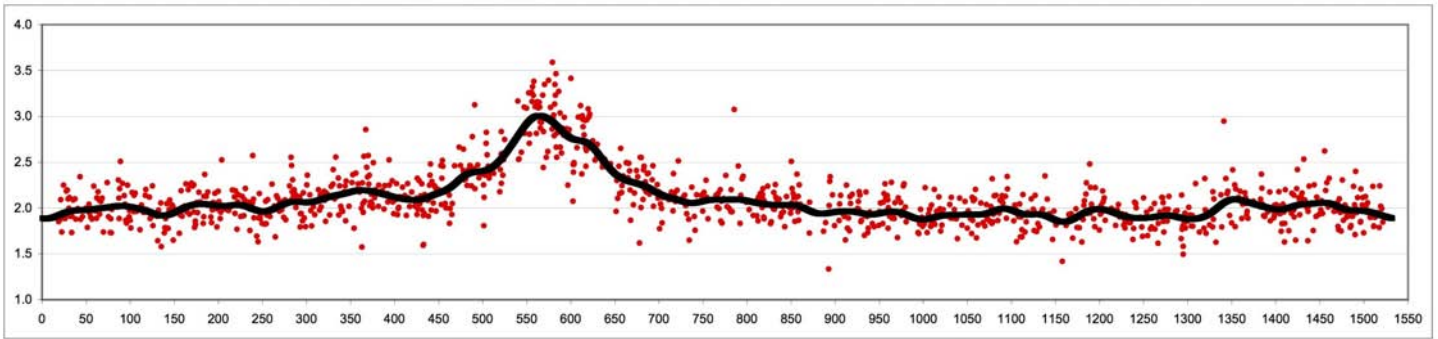

**YJL8398 – control for even linkers**

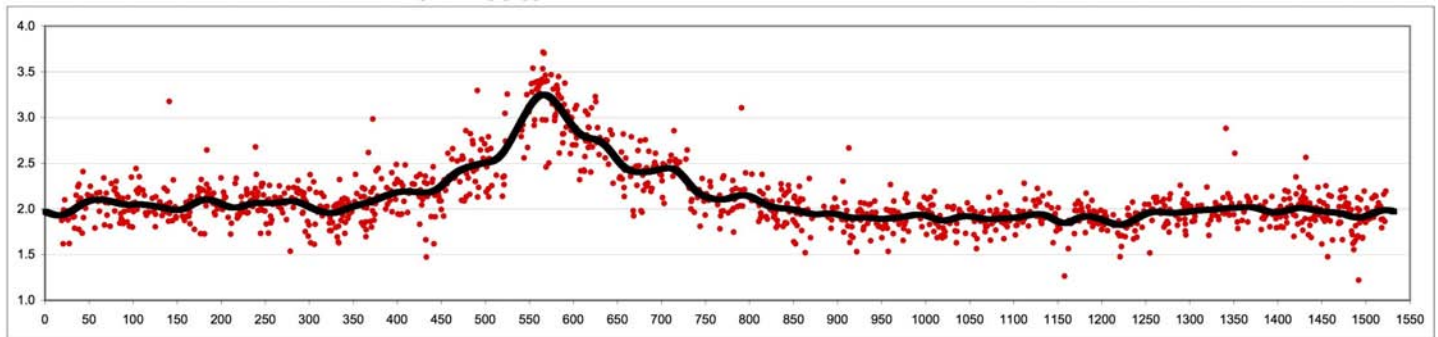

**YJL8973 – Linker L2**

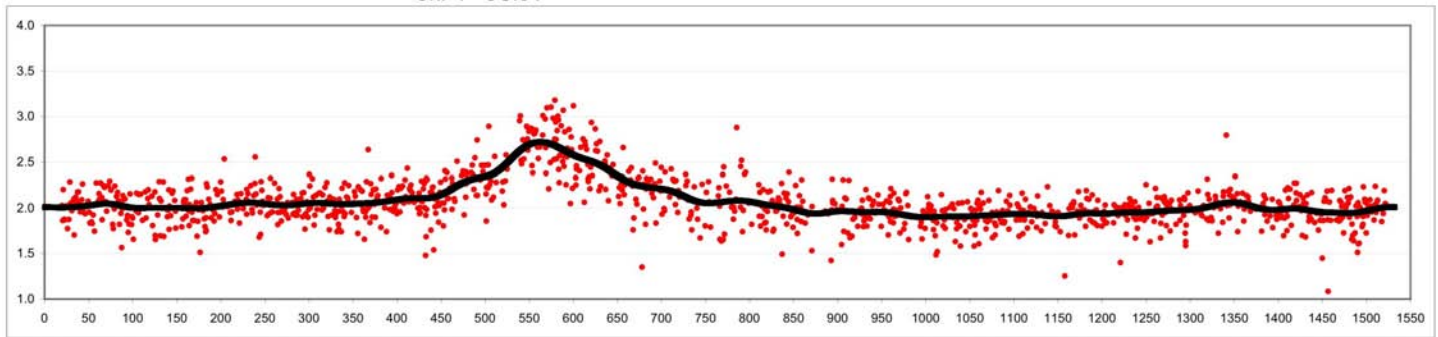

**YJL8973 – Linker L2**

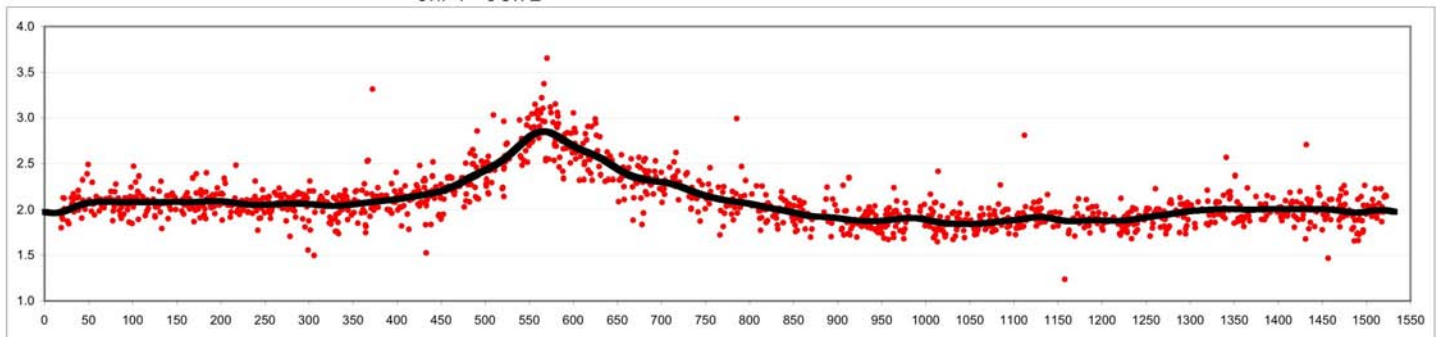

**YJL8975 – Linker L4**

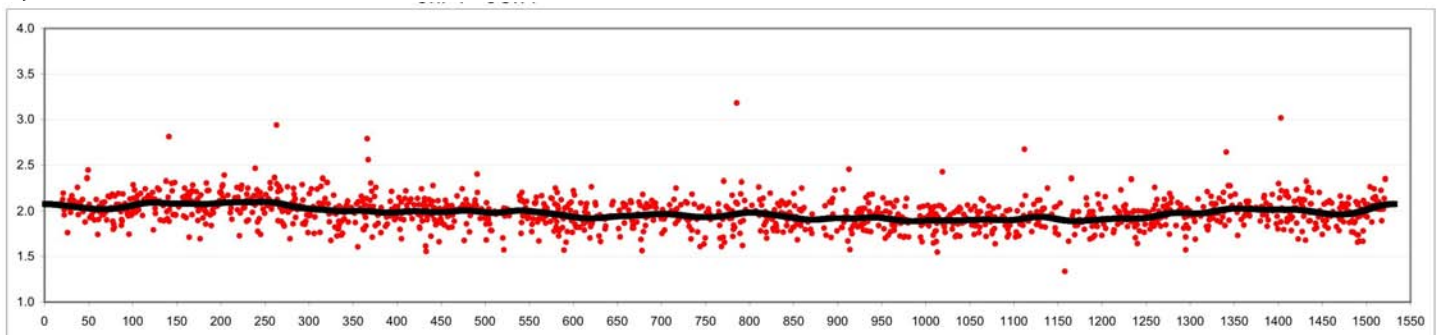

**YJL8975 – Linker L4**

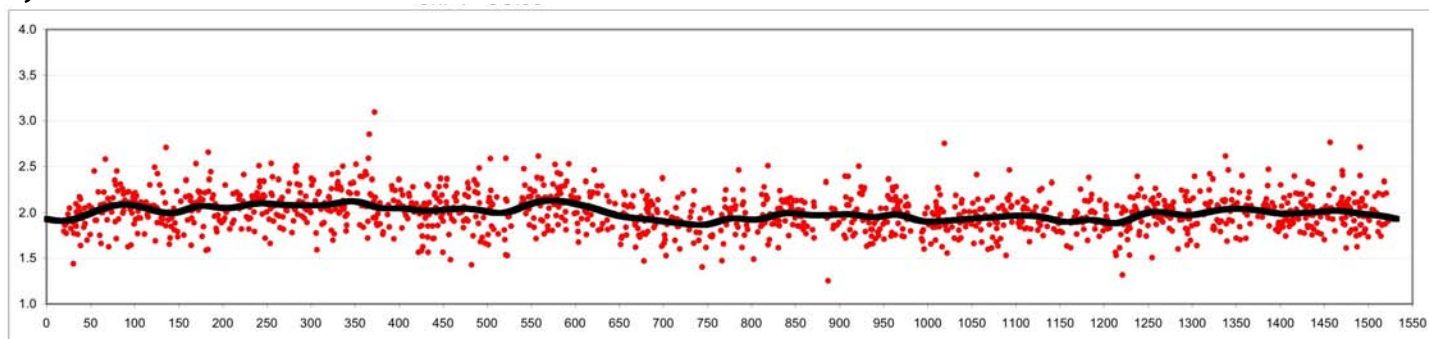

**YJL9016 – Linker L6**

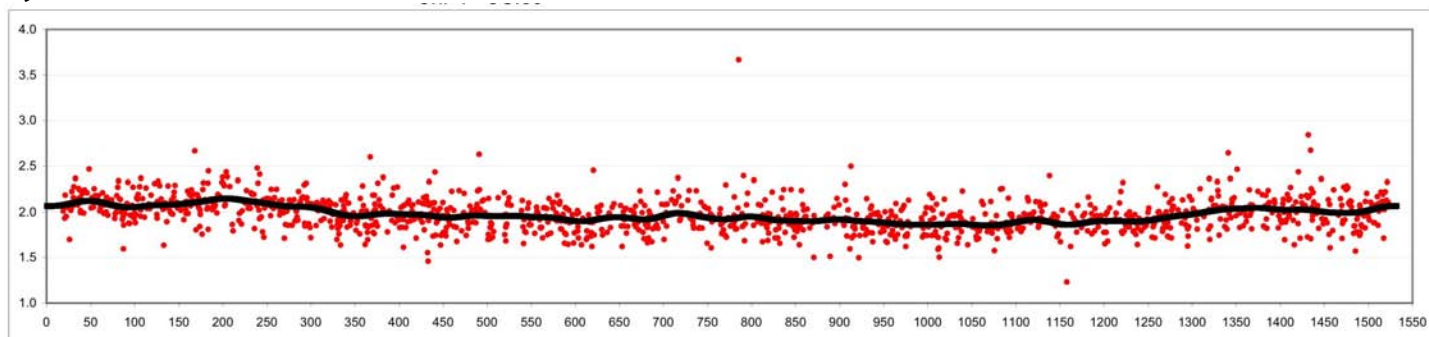

**YJL9016 – Linker L6**

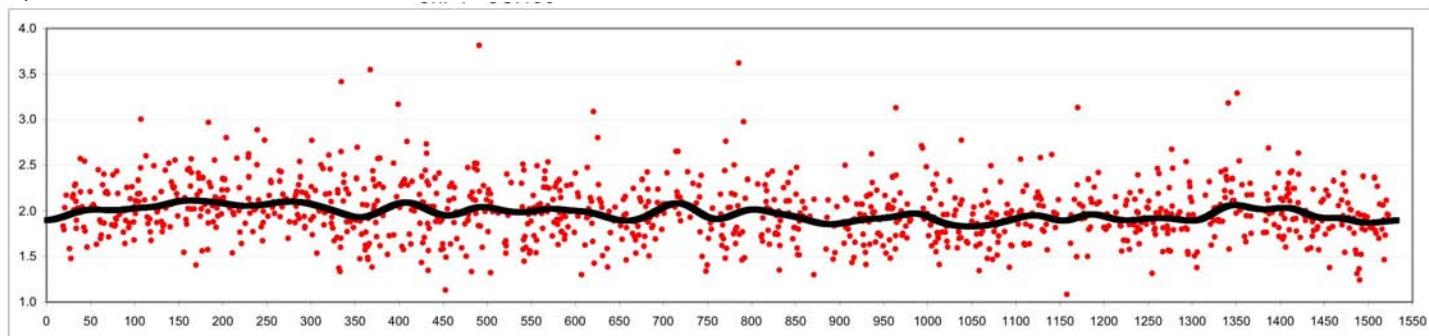

**YJL8977 – Linker L8**

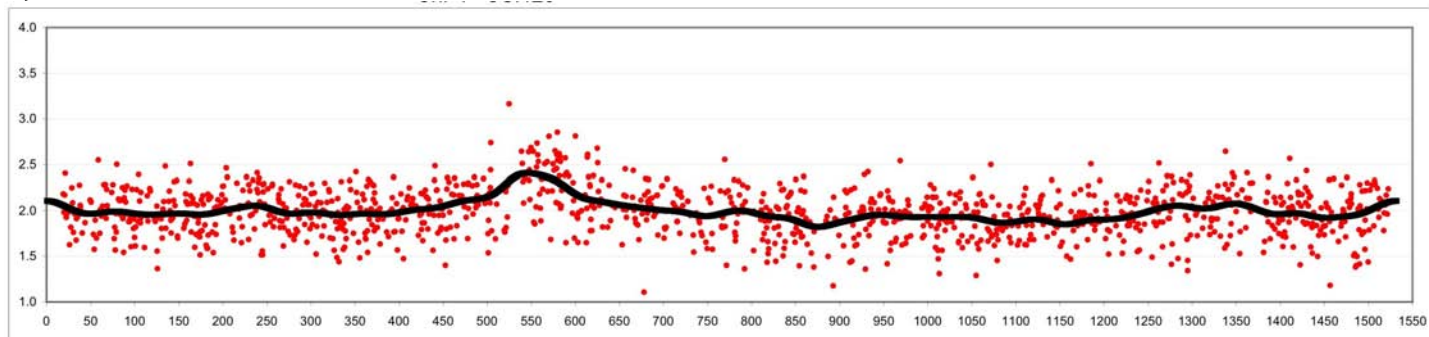

**YJL8977 – Linker L8**

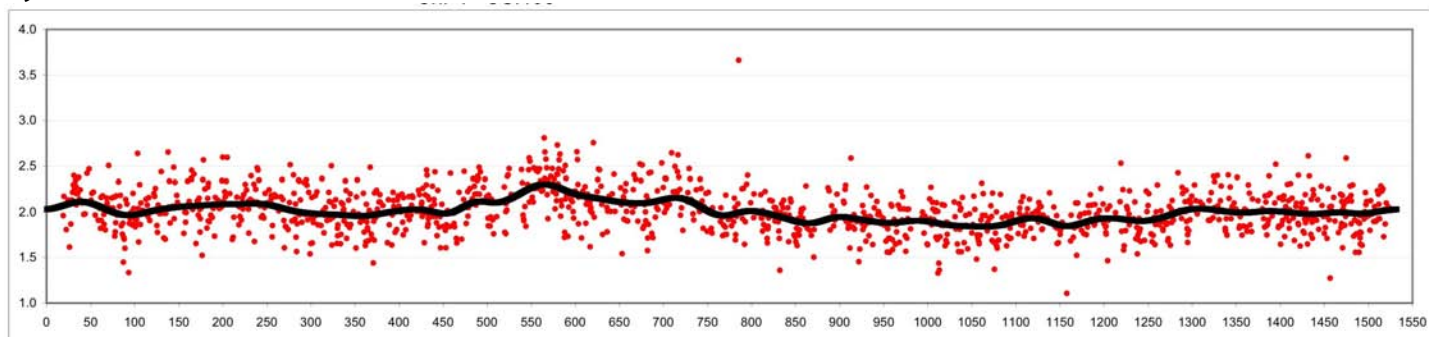

**YJL8979 – Linker L10**

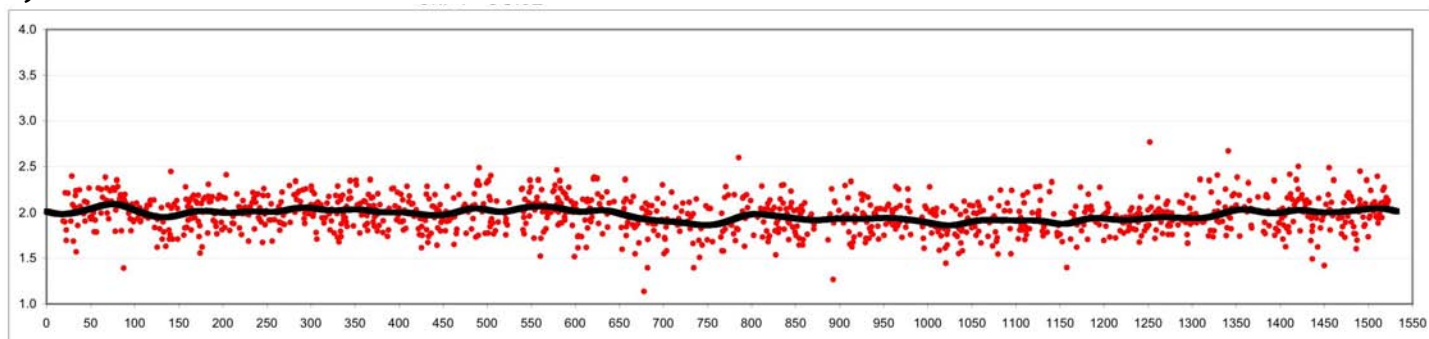

**YJL8979 – Linker L10**

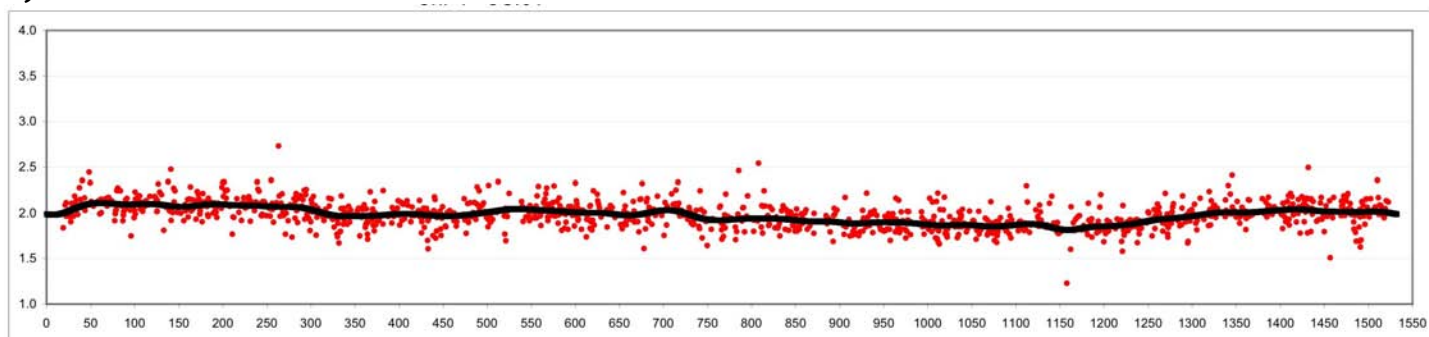

**YJL8981 – Linker L12**

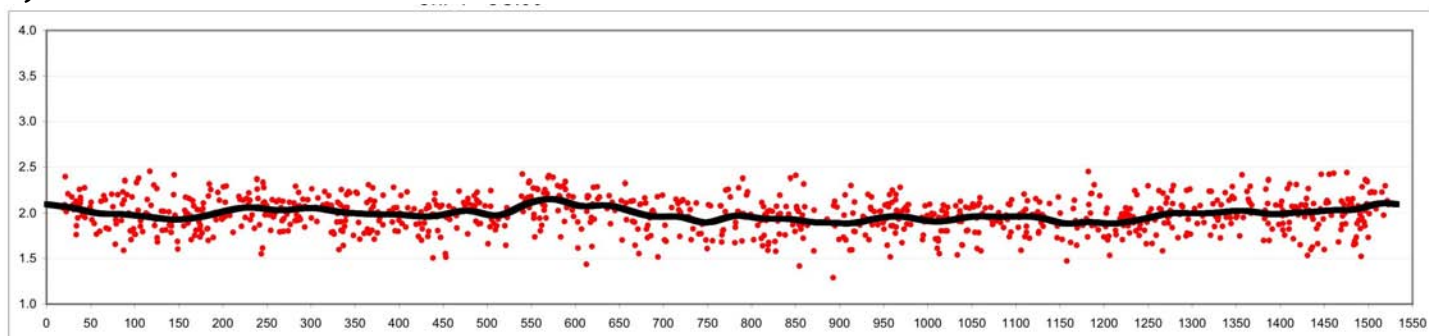

**YJL8981 – Linker L12**

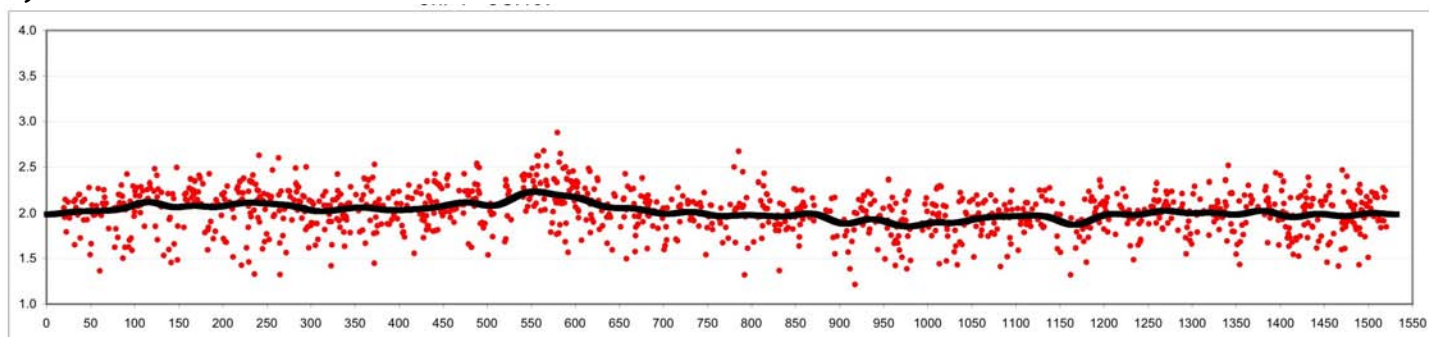

**YJL8983 – Linker L14**

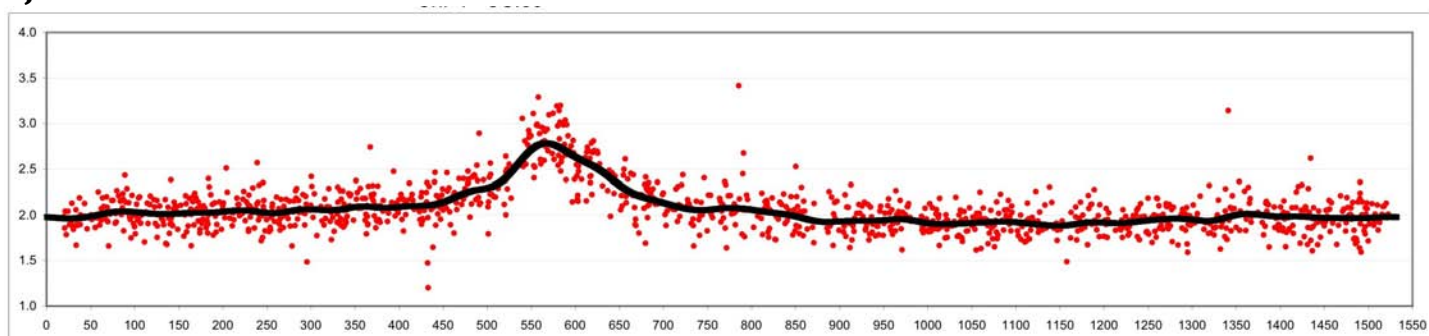

**YJL8983 – Linker L14**

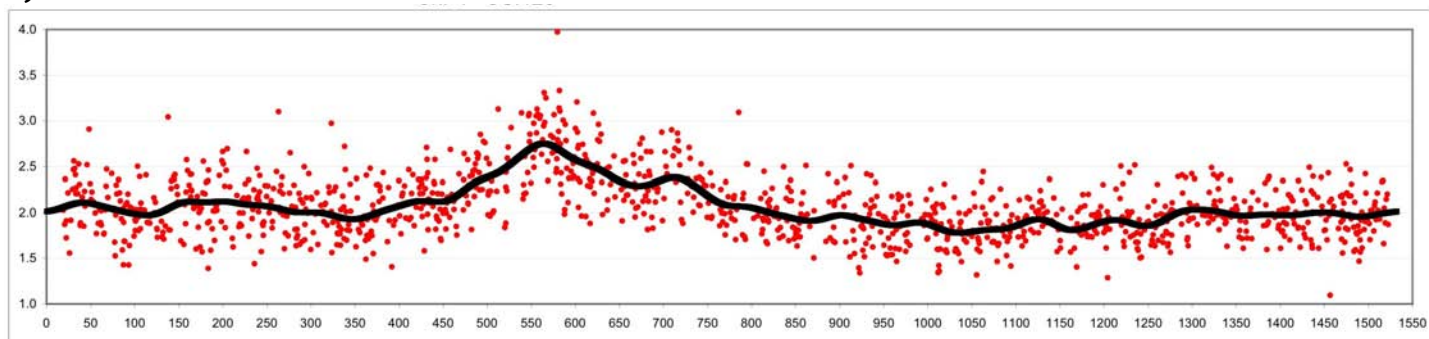

**YJL9018 – Linker L16**

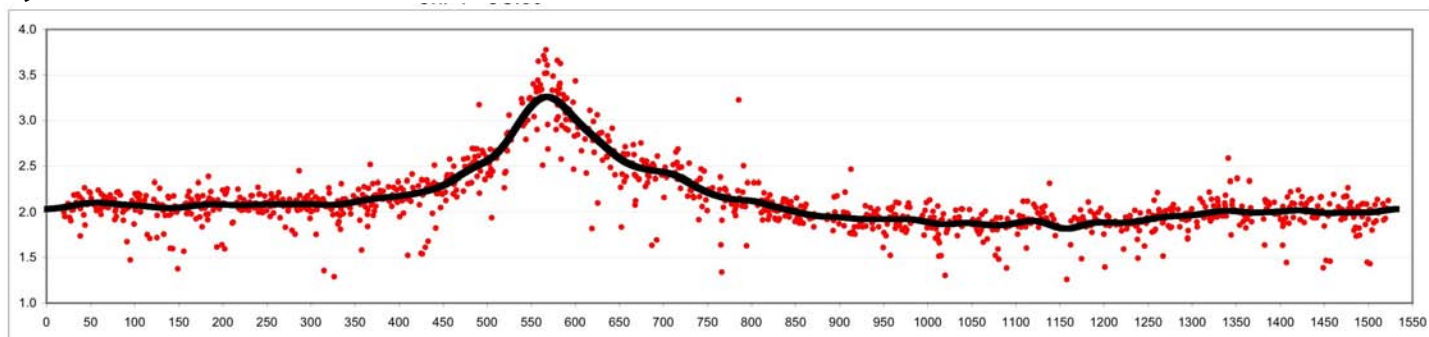

**YJL9018 – Linker L16**

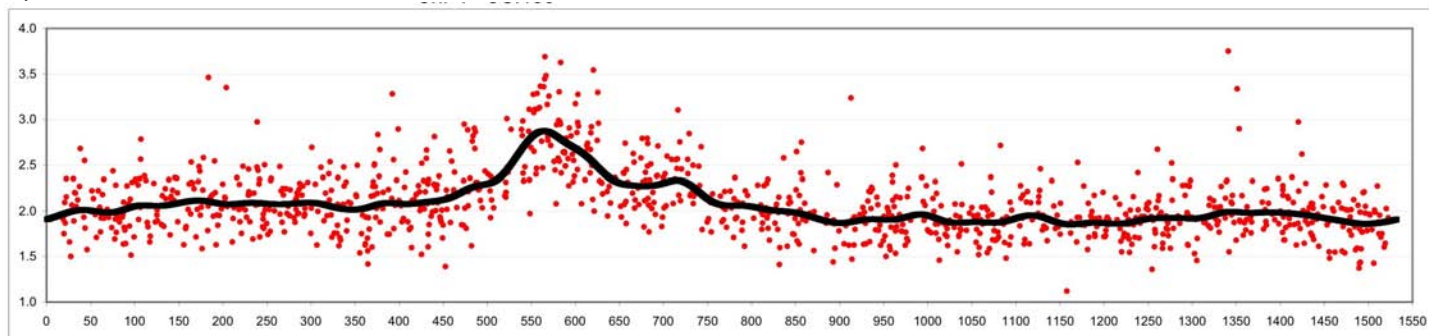

**YJL8985 – Linker L18**

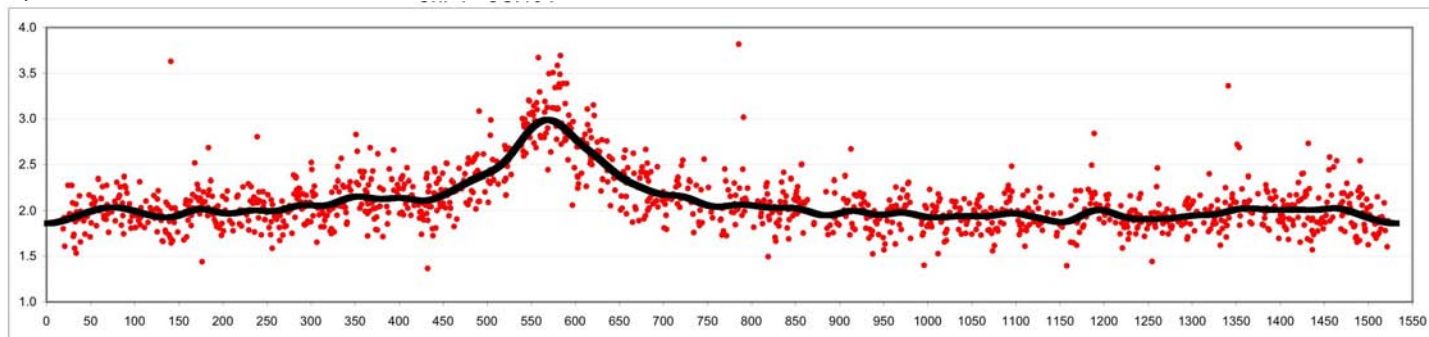

**YJL8985 – Linker L18**

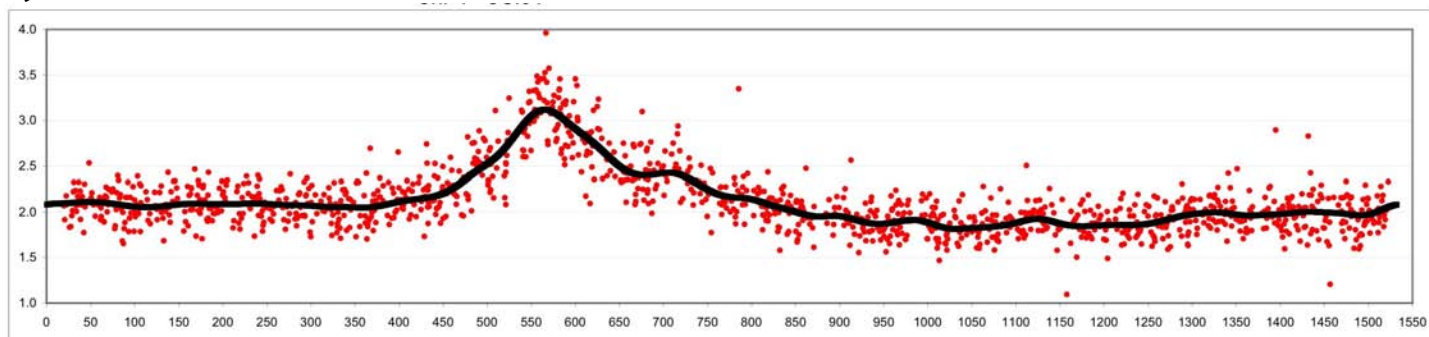

**YJL8987 - Linker L20**

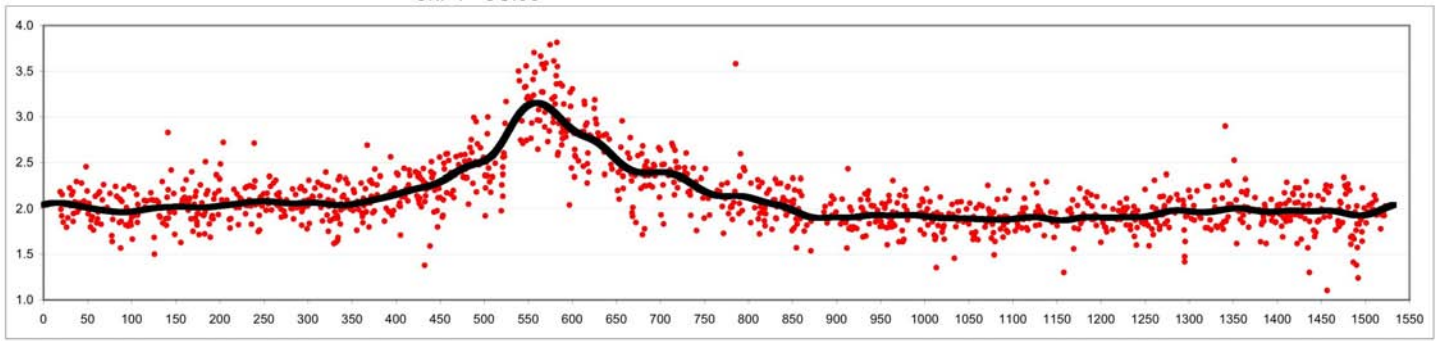

**YJL8987 - Linker L20**

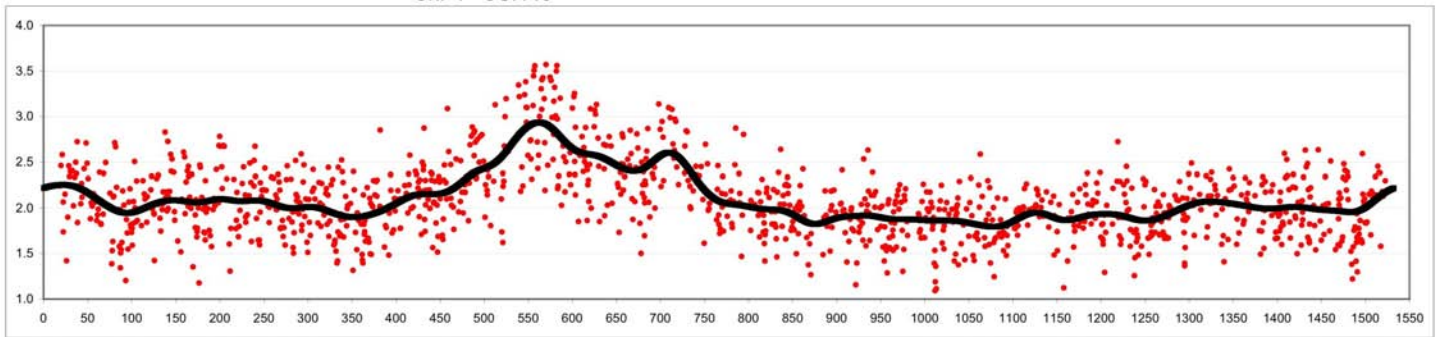

**YJL8989 - Linker L22**

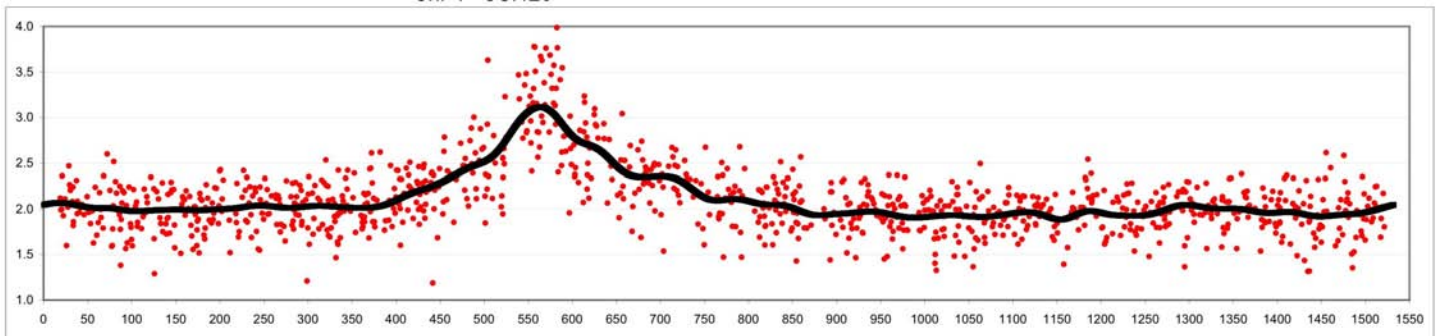

**YJL8989 - Linker L22**

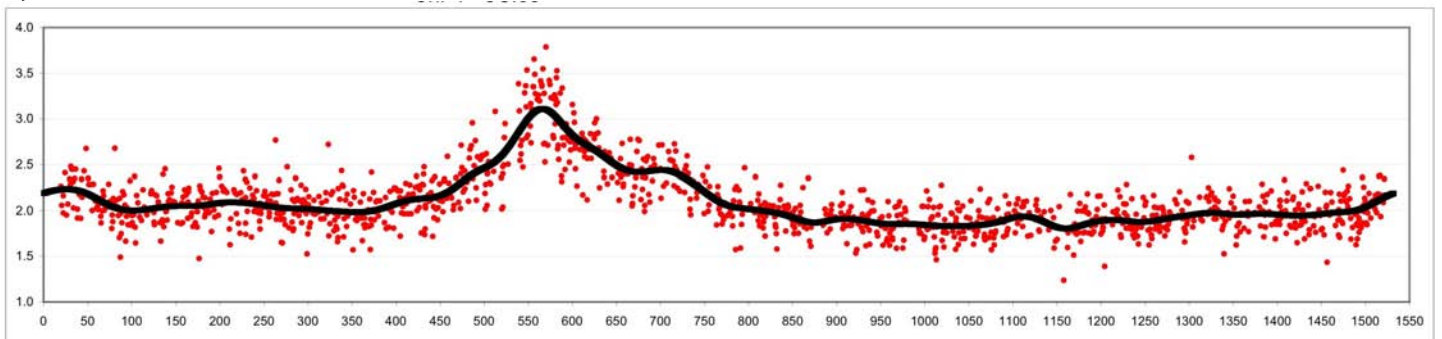

**YJL9020 - Linker L24**

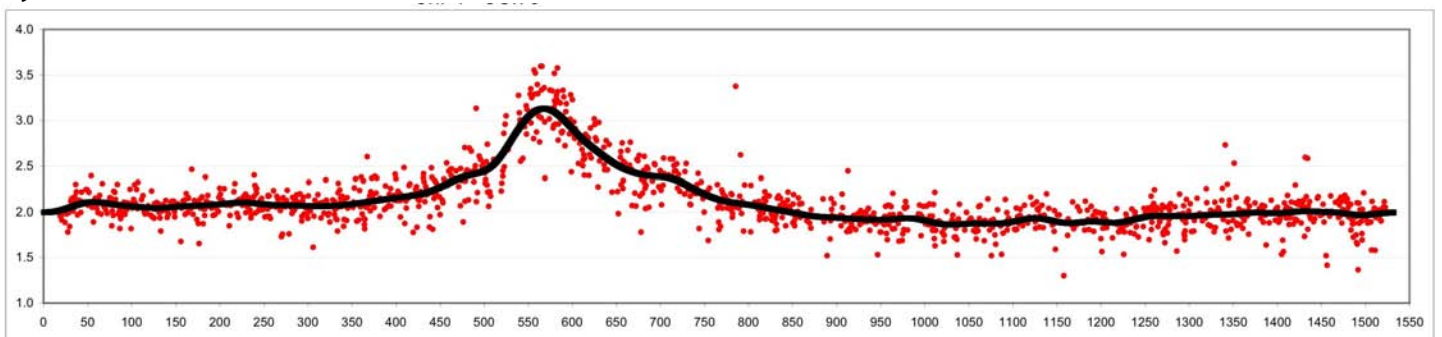

YJL9020 – Linker L24

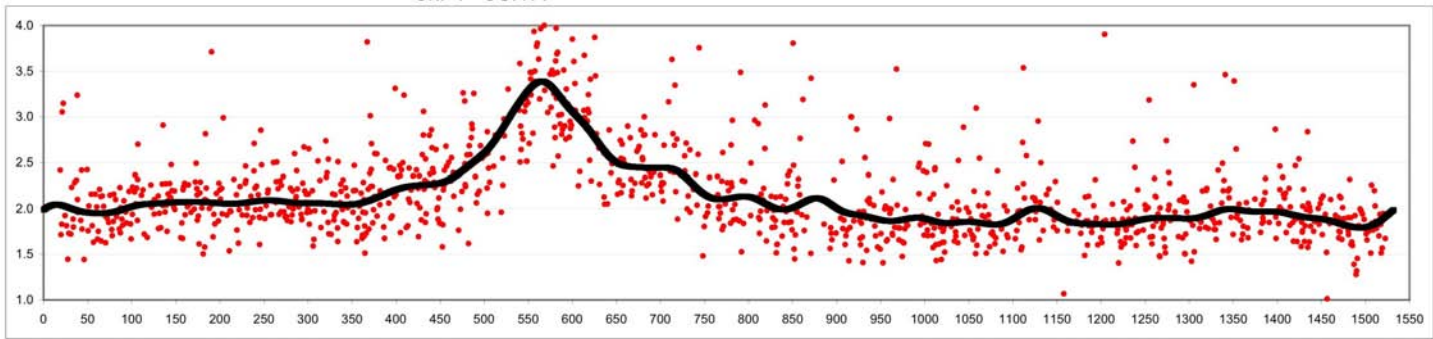

YJL8991 – Linker L26

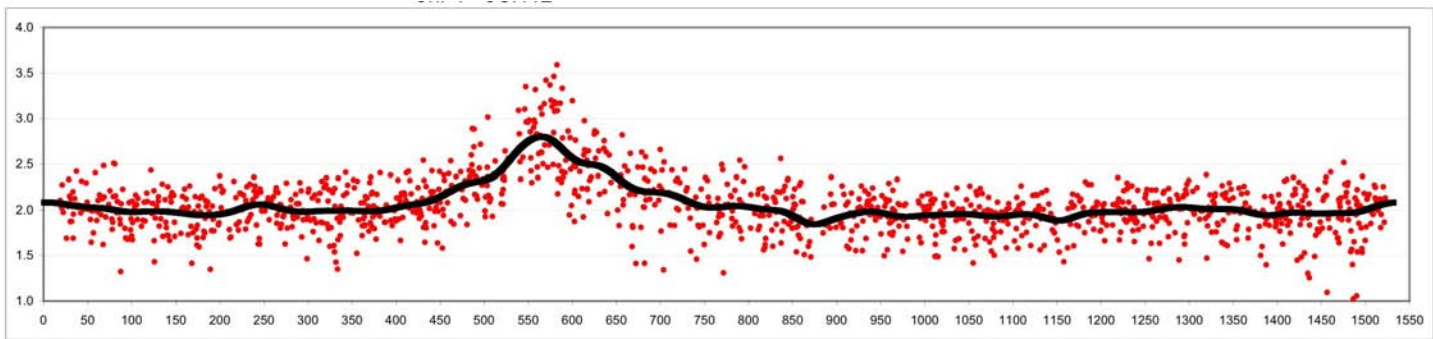

YJL8991 – Linker L26

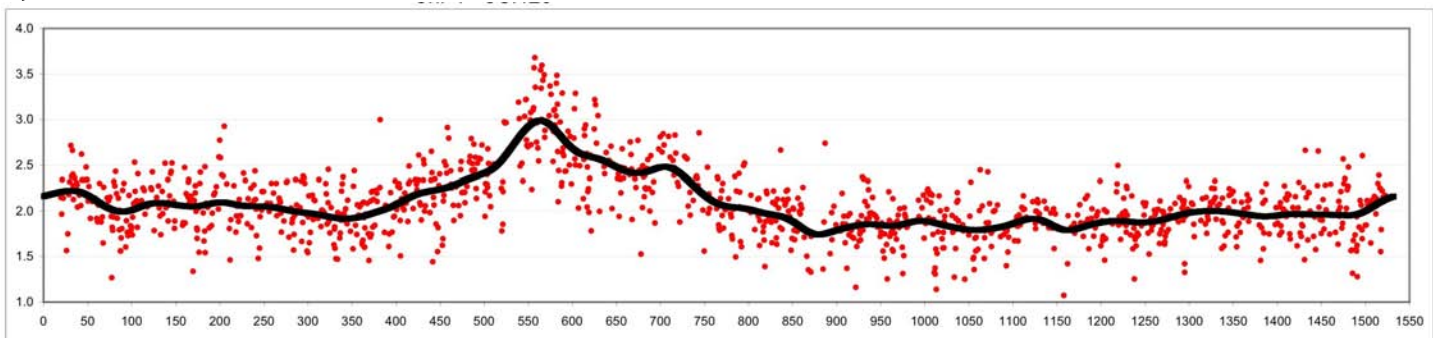

YJL8993 – Linker L28

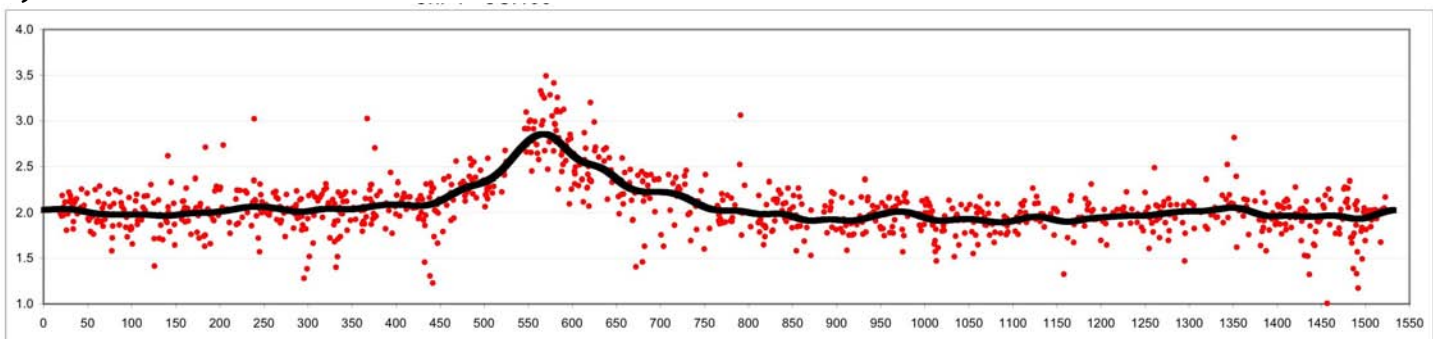

YJL8993 – Linker L28

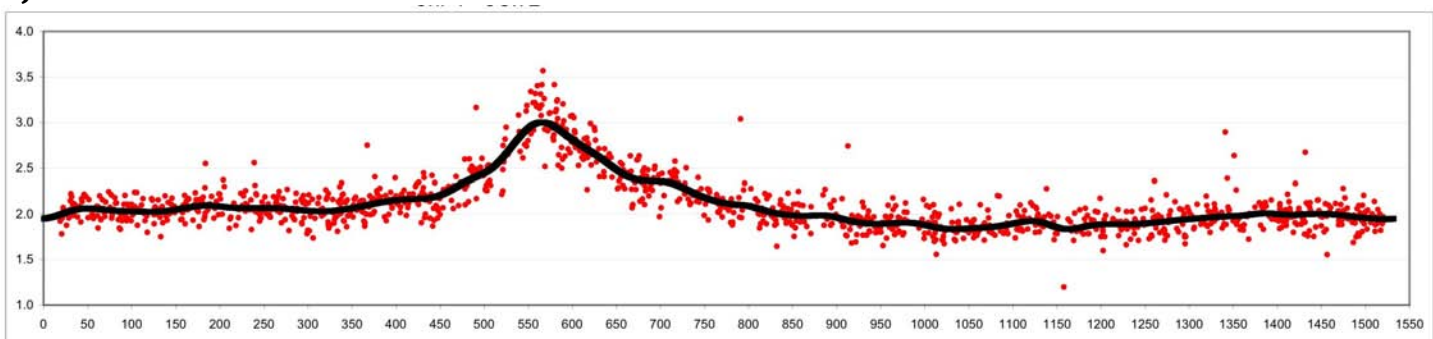

**YJL9022 - Linker L30**

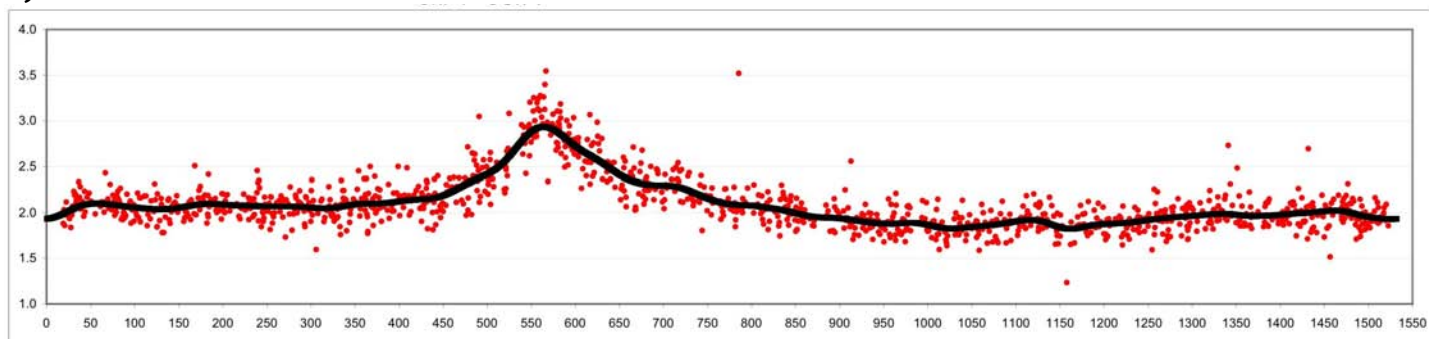

**YJL9022 - Linker L30**

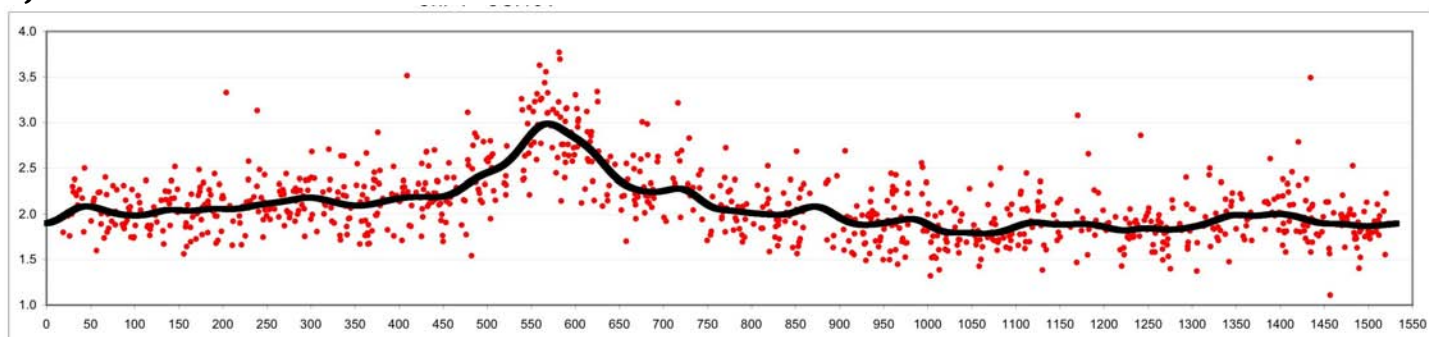

**YJL8995 - Linker L32**

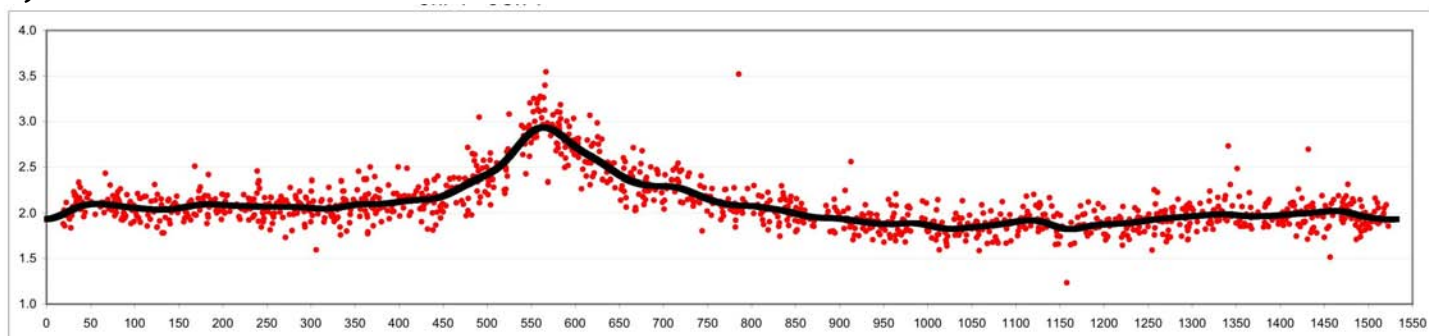

**YJL8995 - Linker L32**

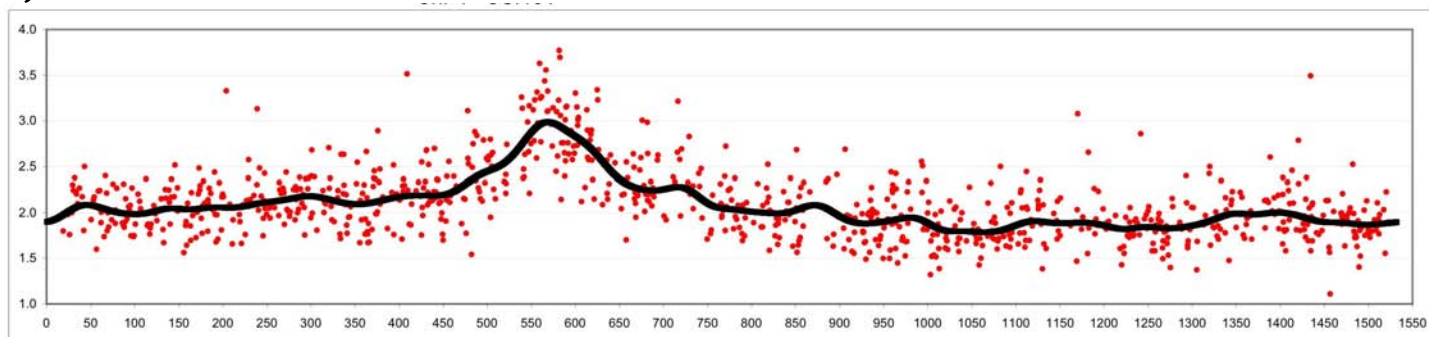

**Figure 5A**  
**YJL8398 – Control Strain**

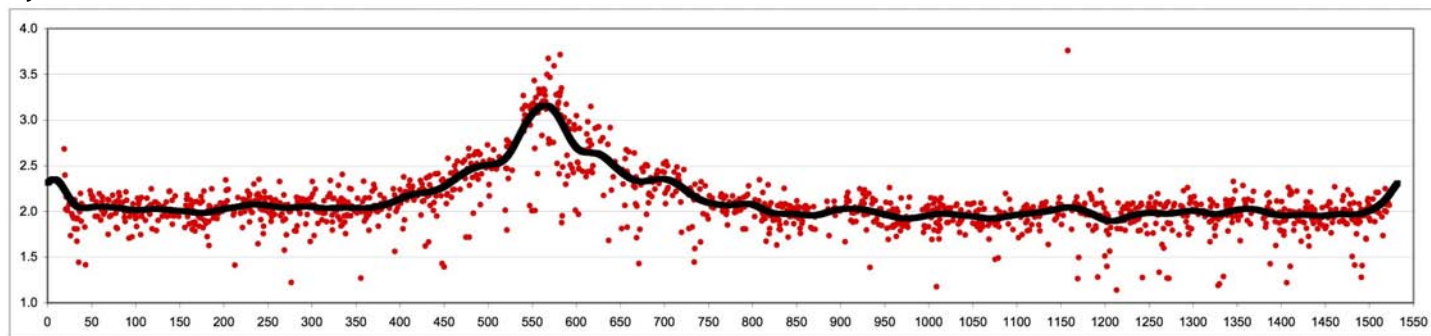

**YJL8398 – Control Strain**

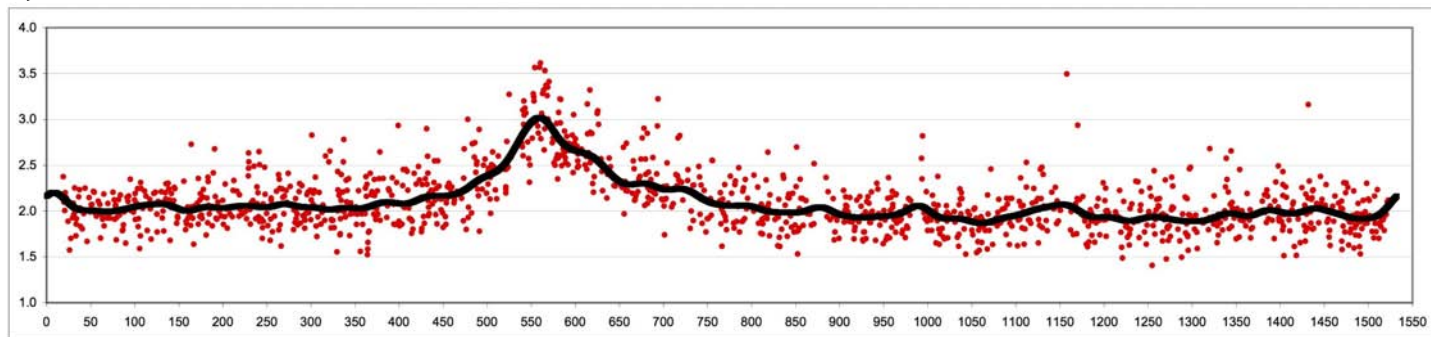

**YJL8779 – 58bp spacing**

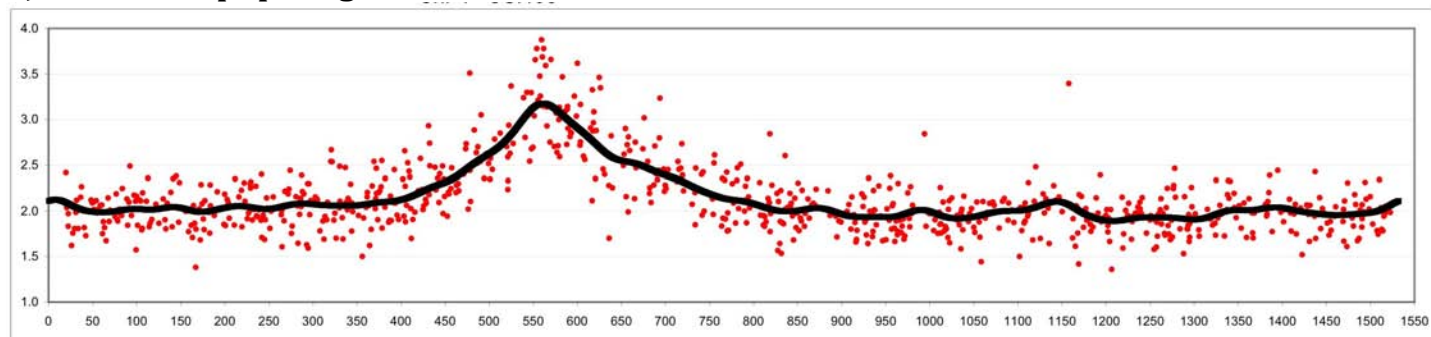

**YJL8779 – 58bp spacing**

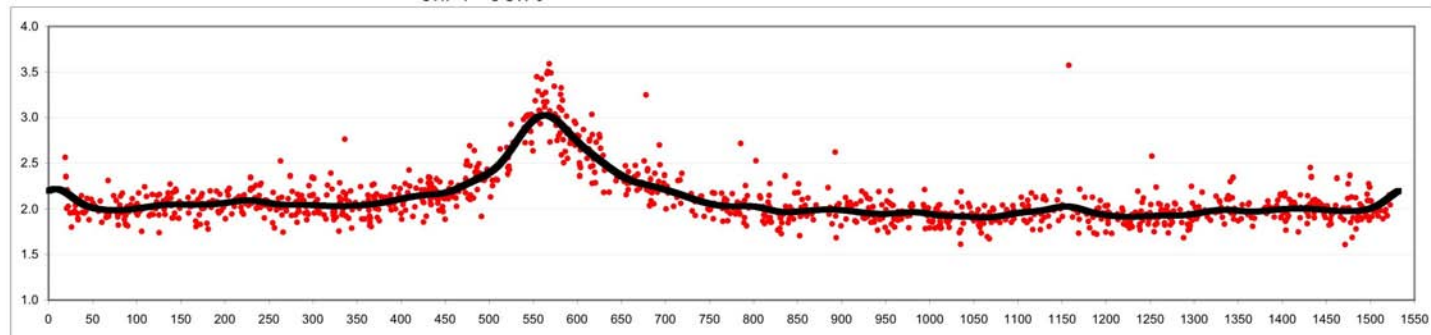

**YJL8781 - 63bp spacing**

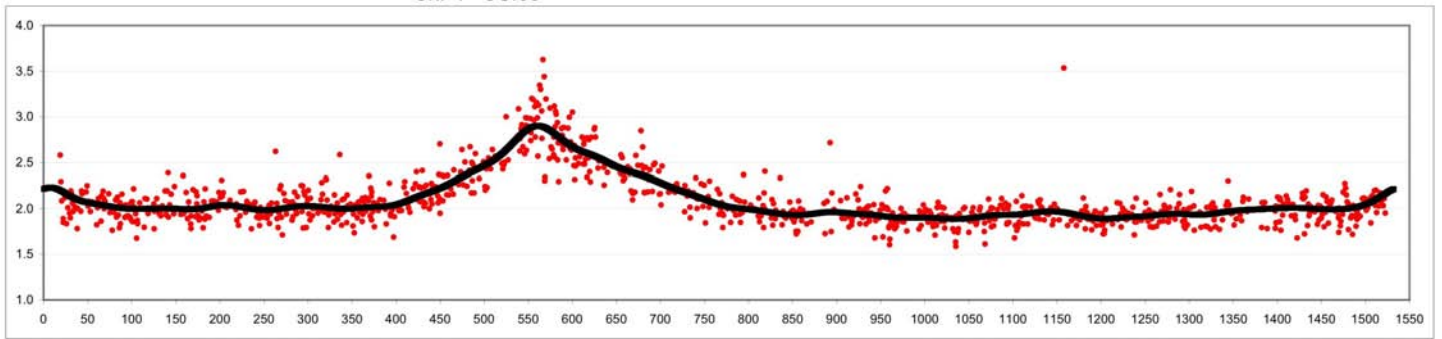

**YJL8781 - 63bp spacing**

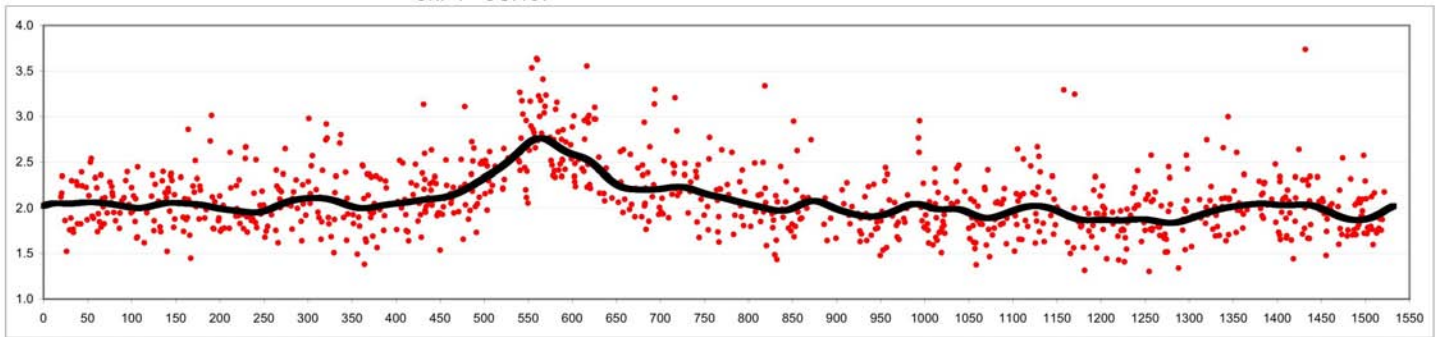

**YJL8783 - 73bp spacing**

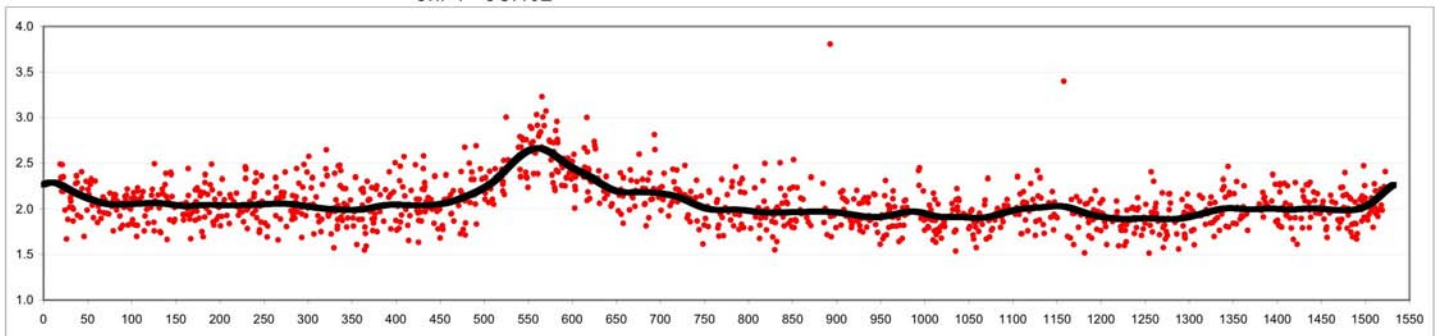

**YJL8783 - 73bp spacing**

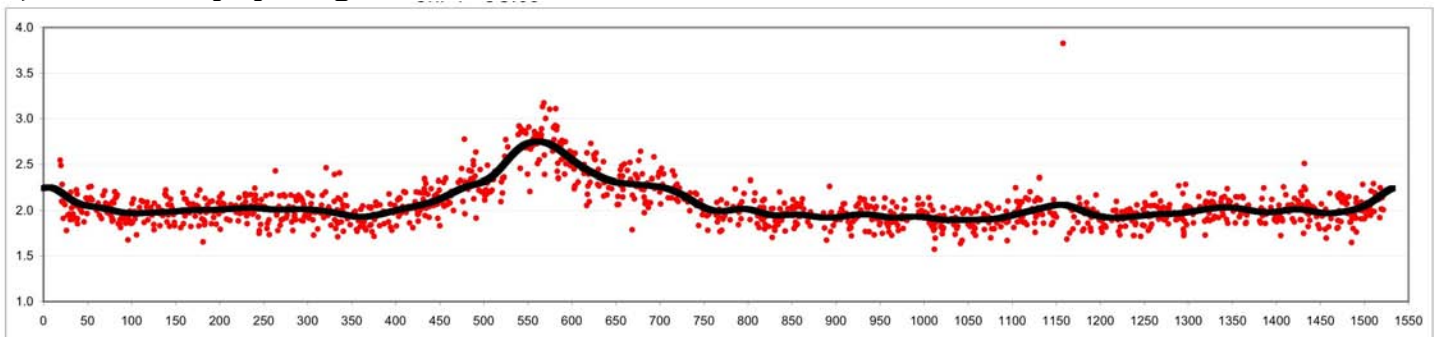

**YJL8785 - 153bp spacing**

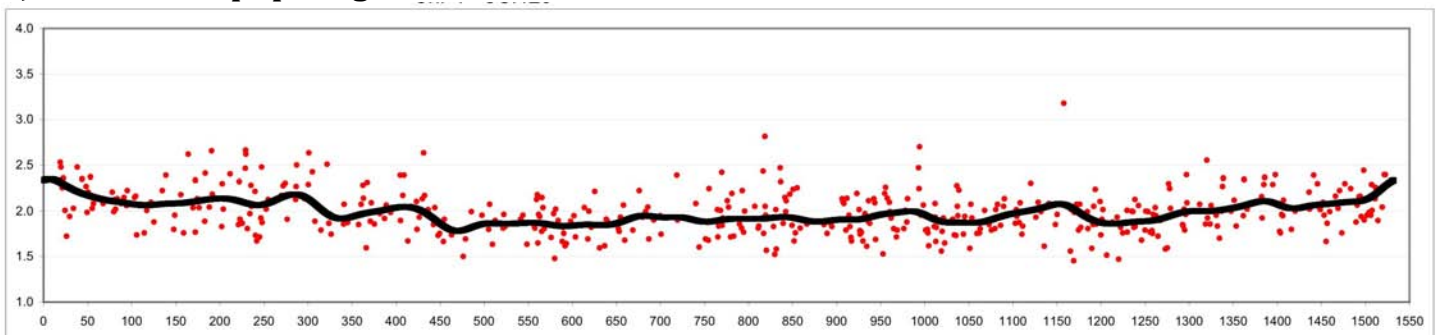

**YJL8785 - 153bp spacing**

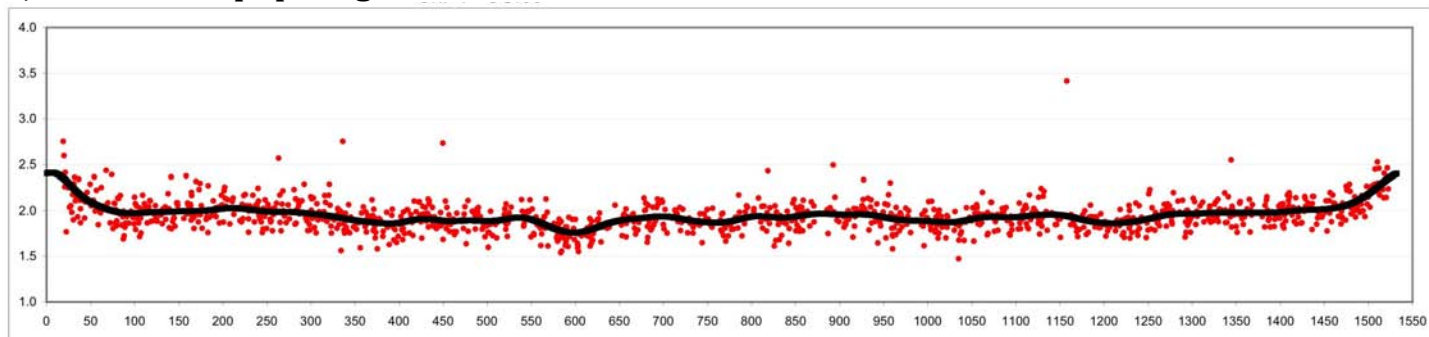

**YJL8908 - 21bp spacing**

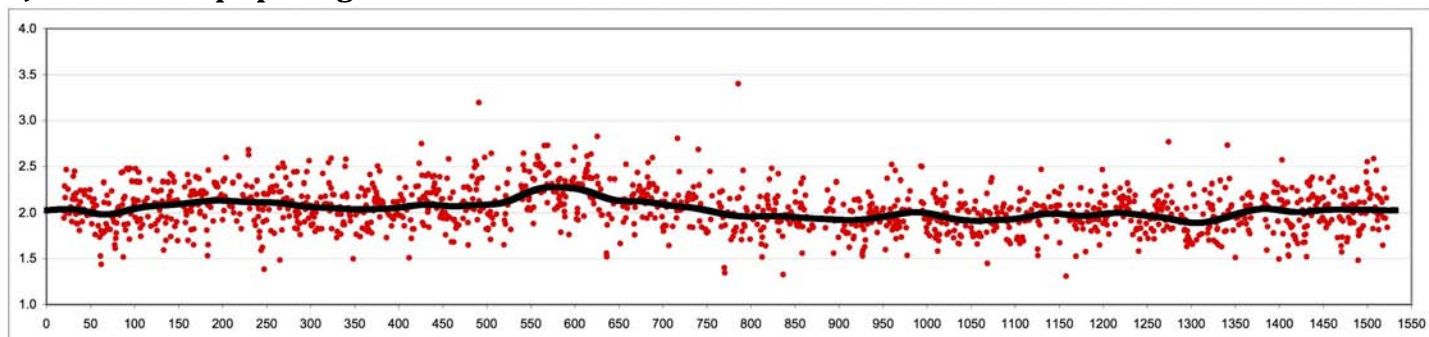

**YJL8908 - 21bp spacing**

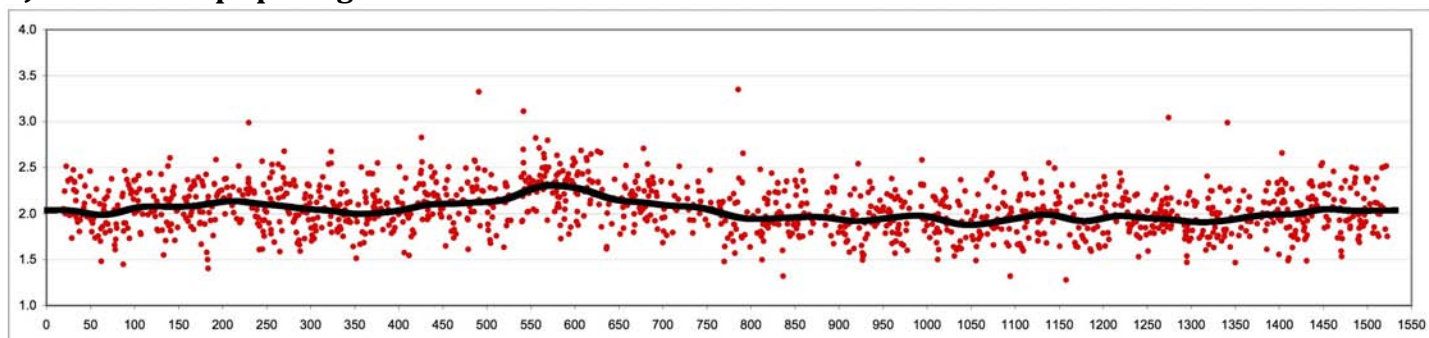

**YJL8910 - 37bp spacing**

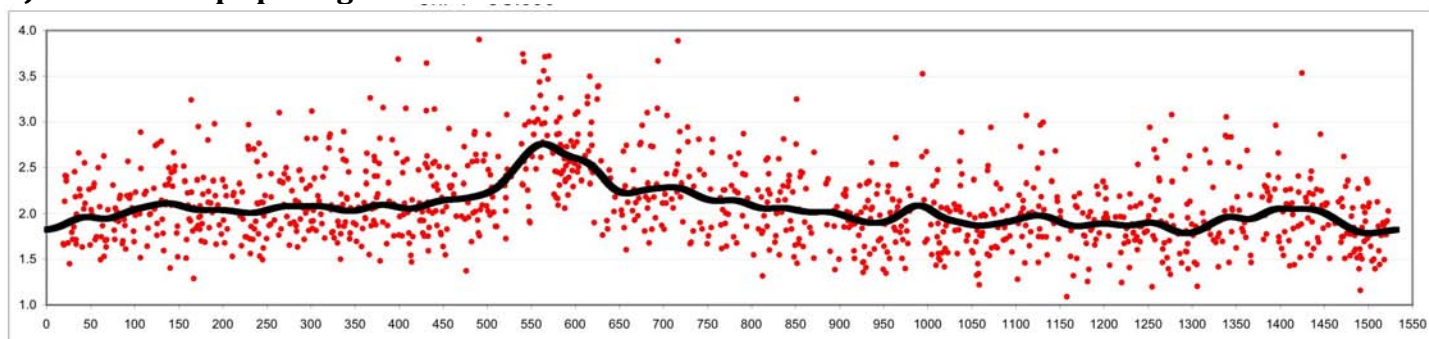

**YJL8910 - 37bp spacing**

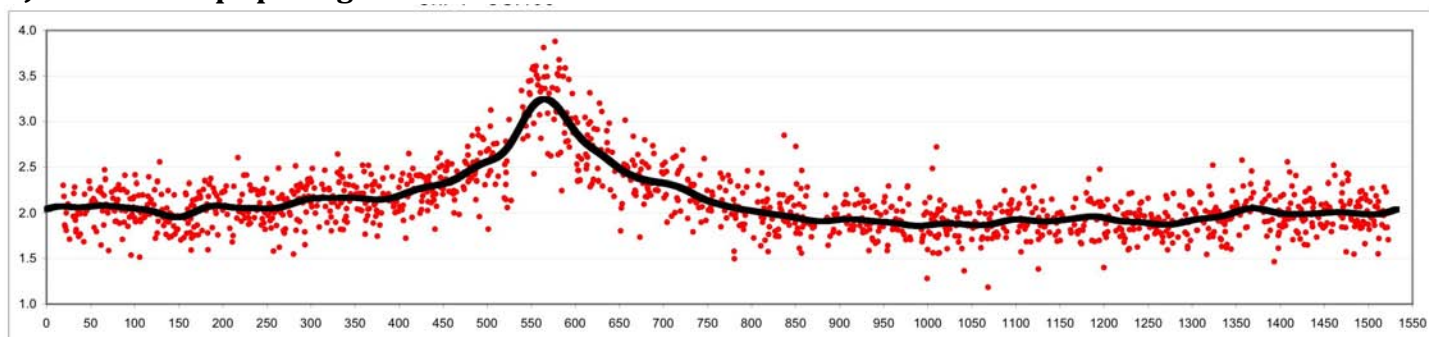

YJL8912 - 45bp spacing

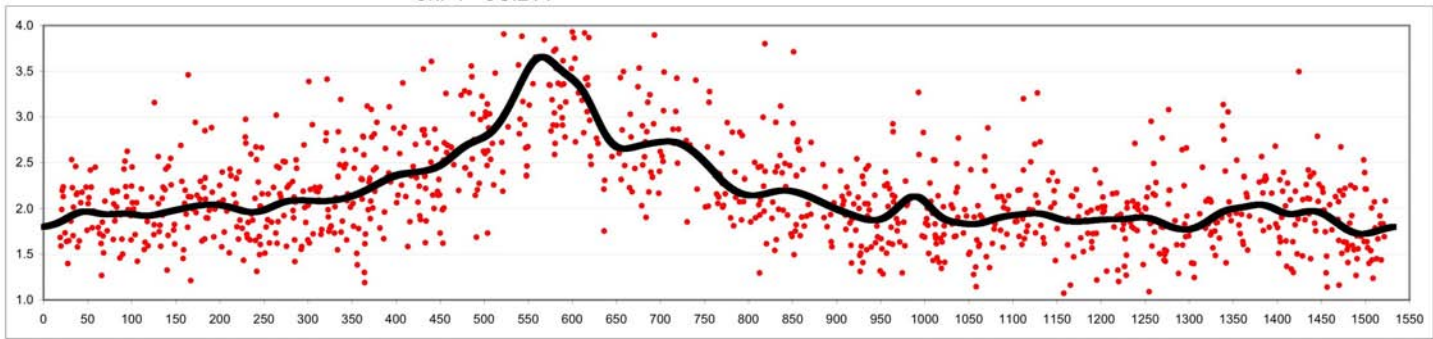

YJL8912 - 45bp spacing

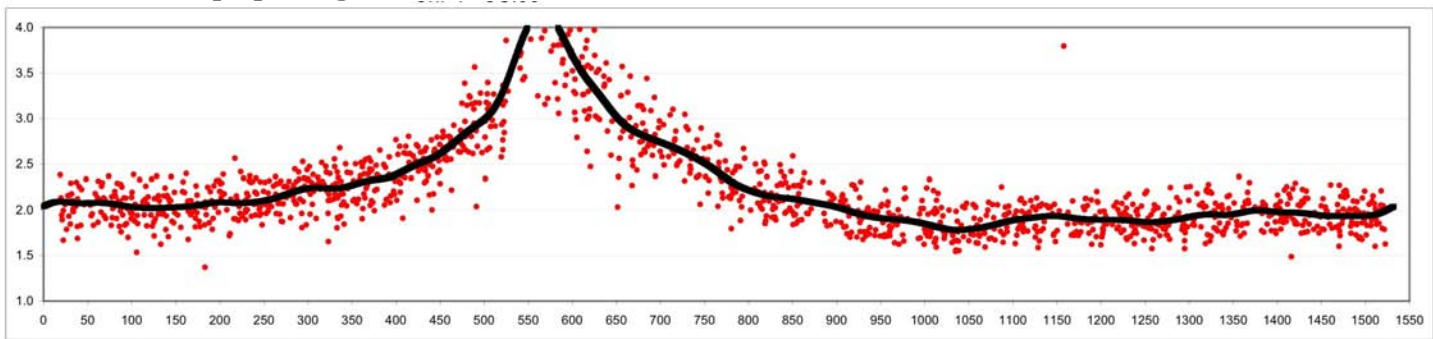

Figure 5B  
YJL9566 - Control

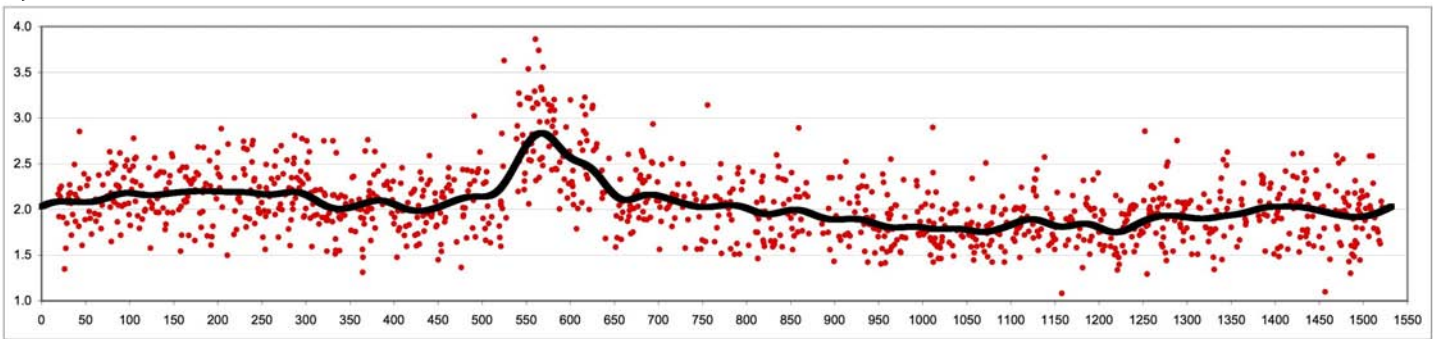

YJL9567 - Control

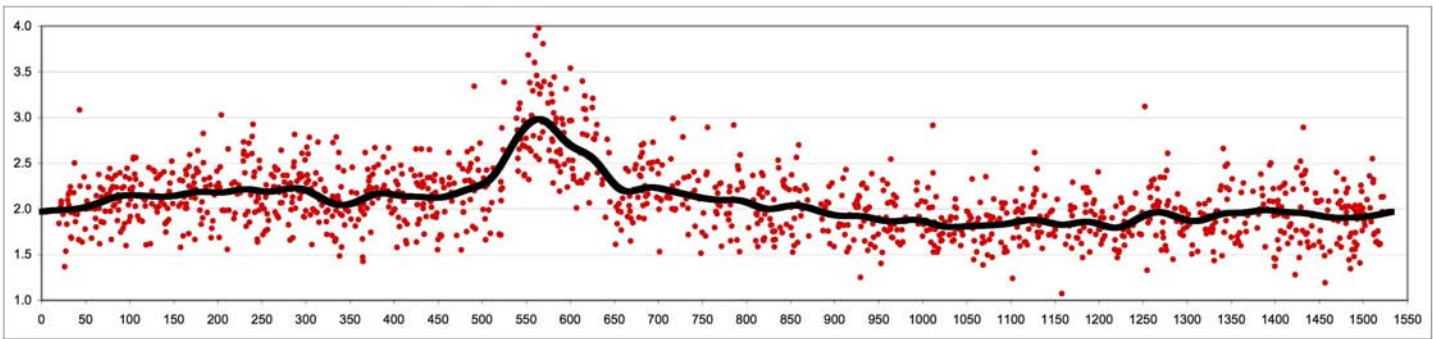

**YJL10158 - 53bp spacing**

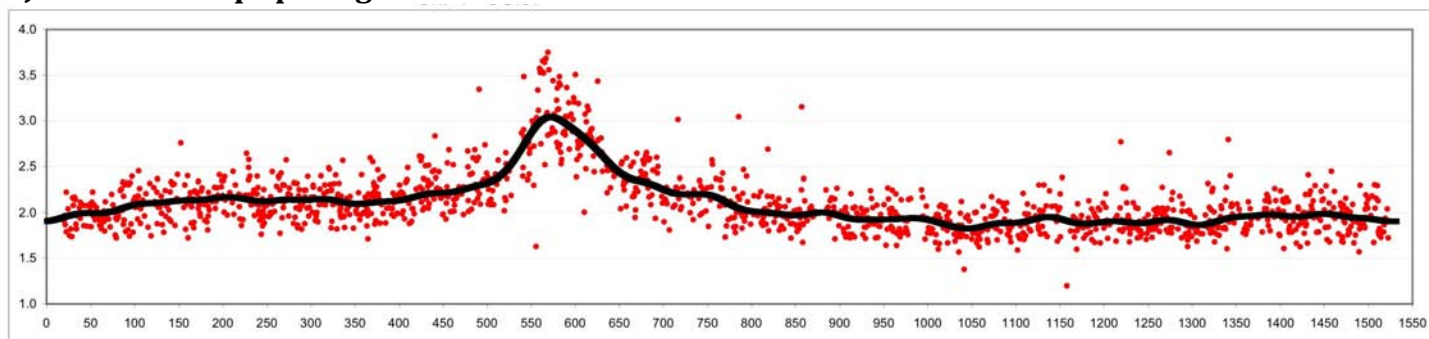

**YJL10159 - 53bp spacing**

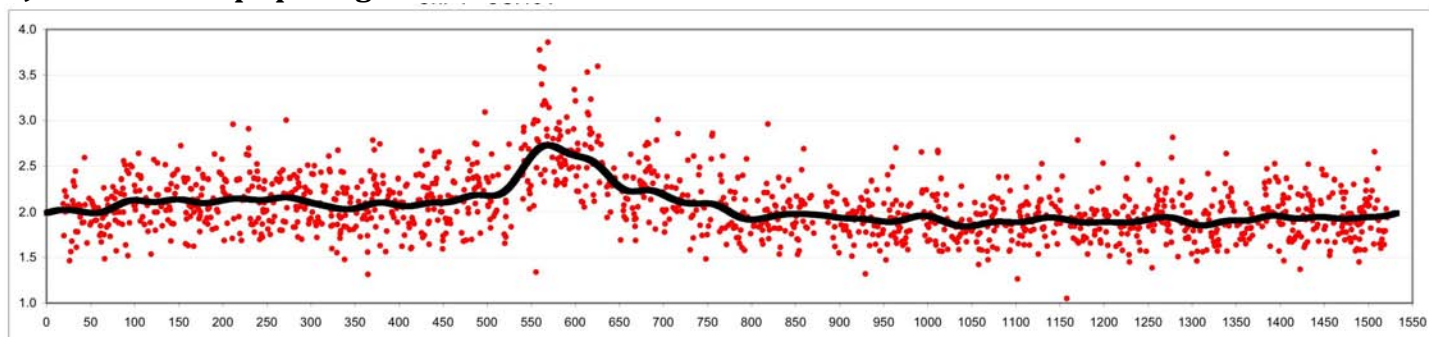

**YJL10287 - 153bp spacing**

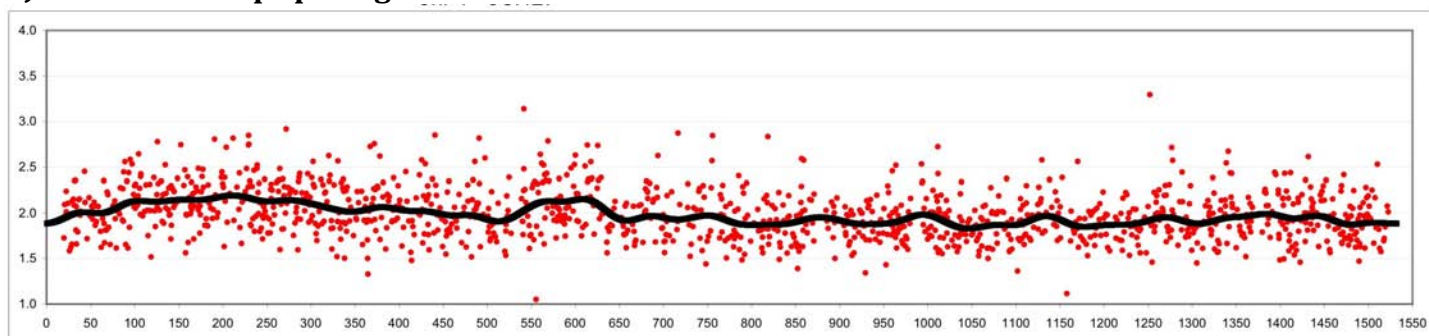

**YJL10288 - 153bp spacing**

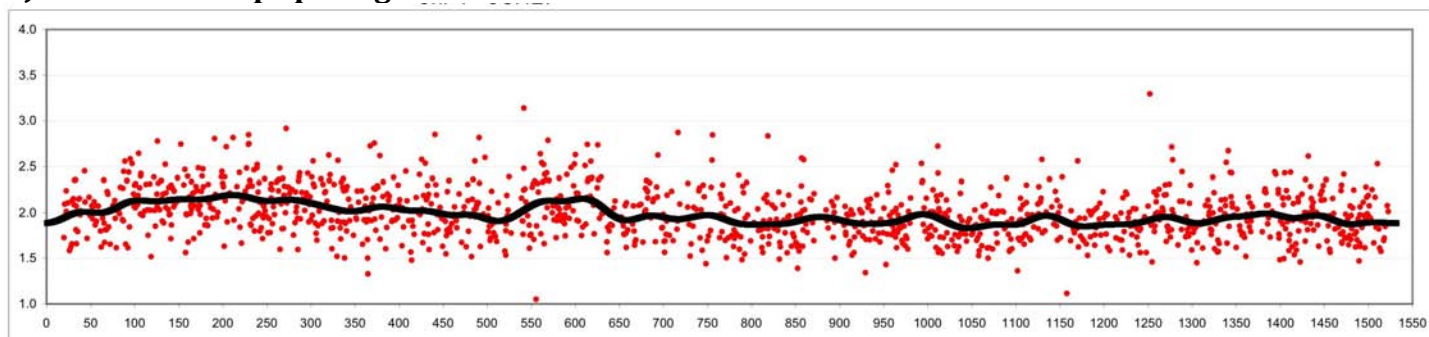

**YJL10289 - 73bp spacing**

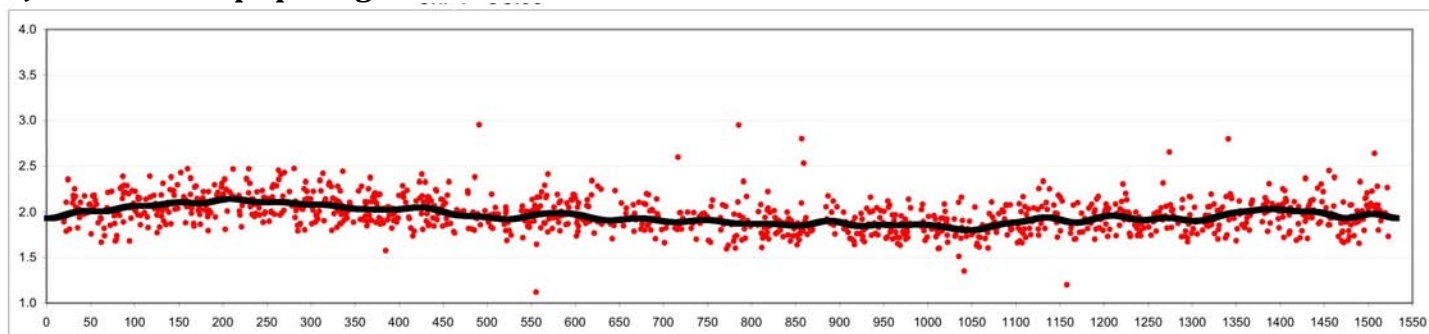

**YJL10290 - 73bp spacing**

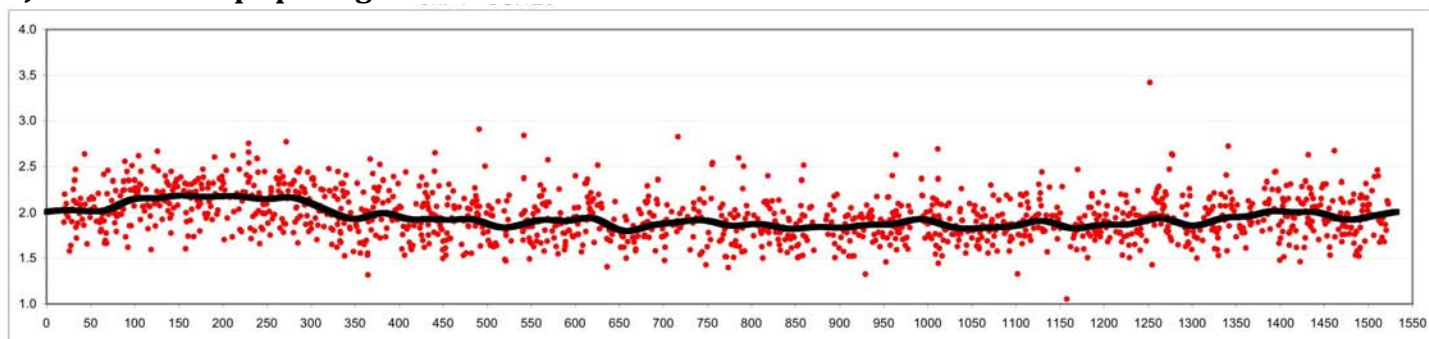

**YJL10291 - 63bp spacing**

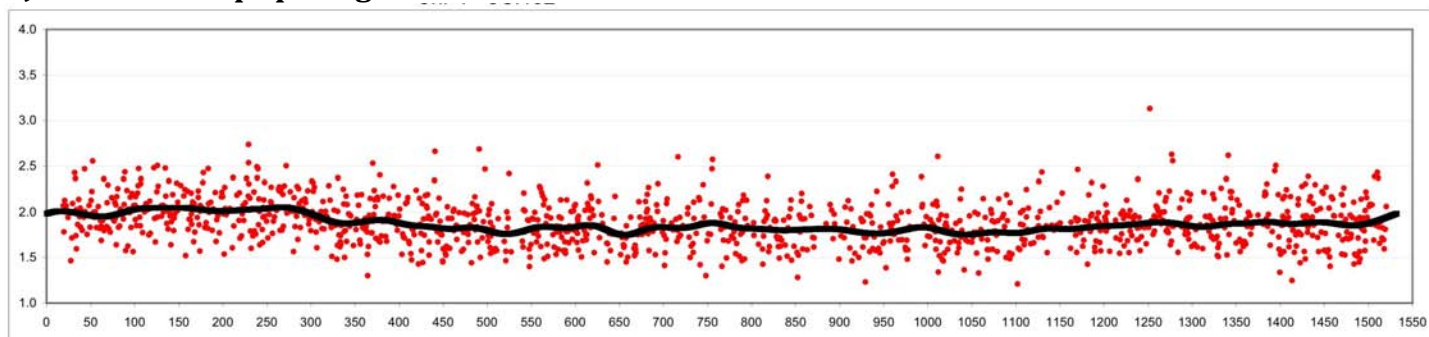

**YJL10292 - 63bp spacing**

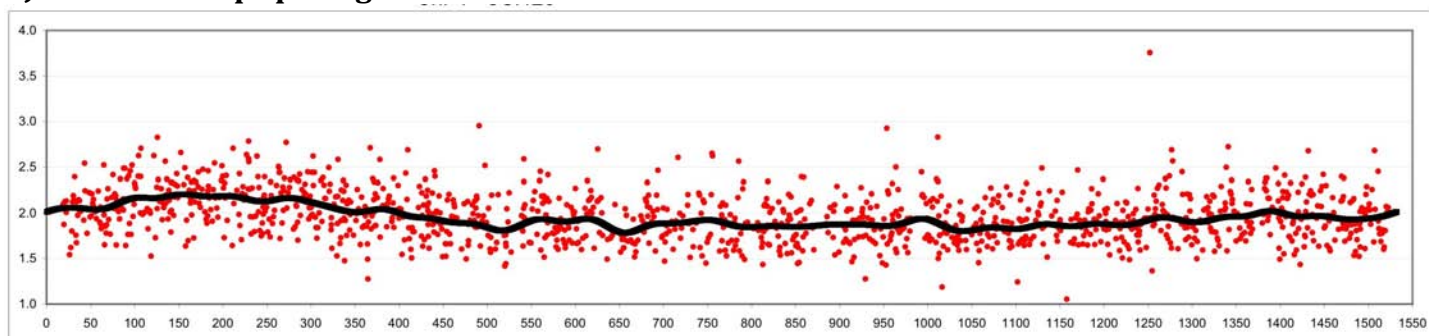

**YJL10293 - 58bp spacing**

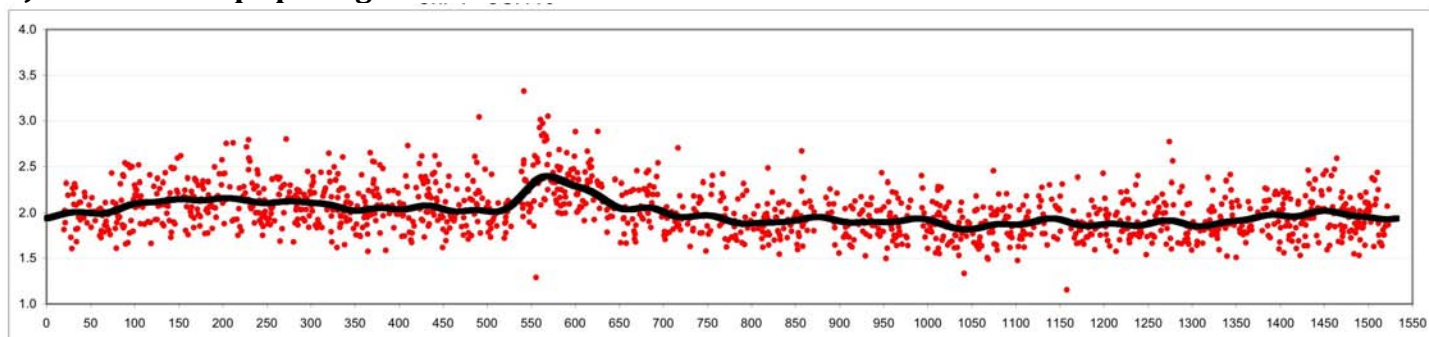

**YJL10294 - 58bp spacing**

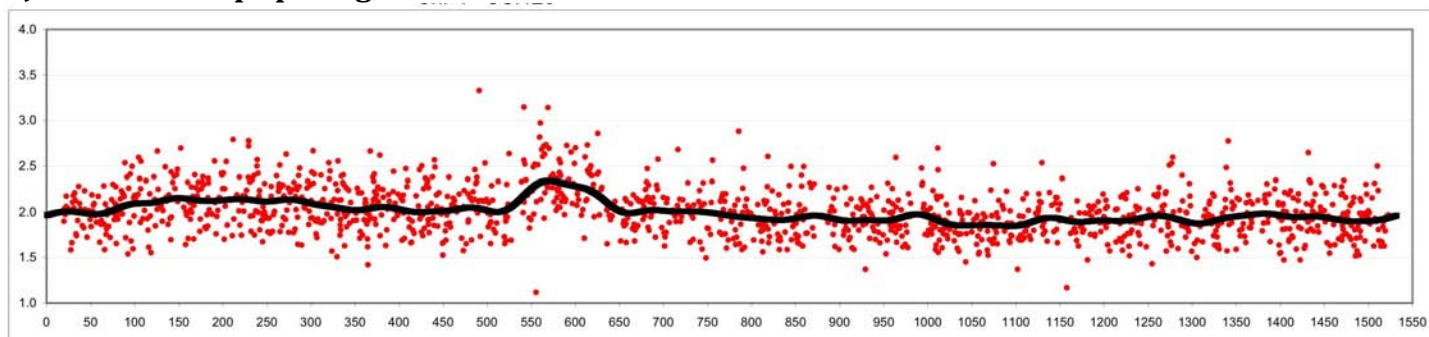

**YJL10295 - 45bp spacing**

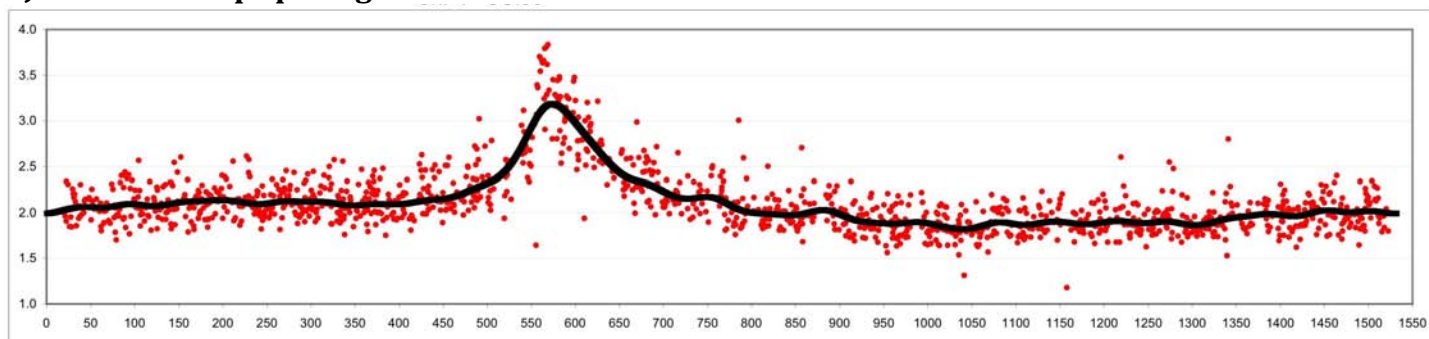

**YJL10296 - 45bp spacing**

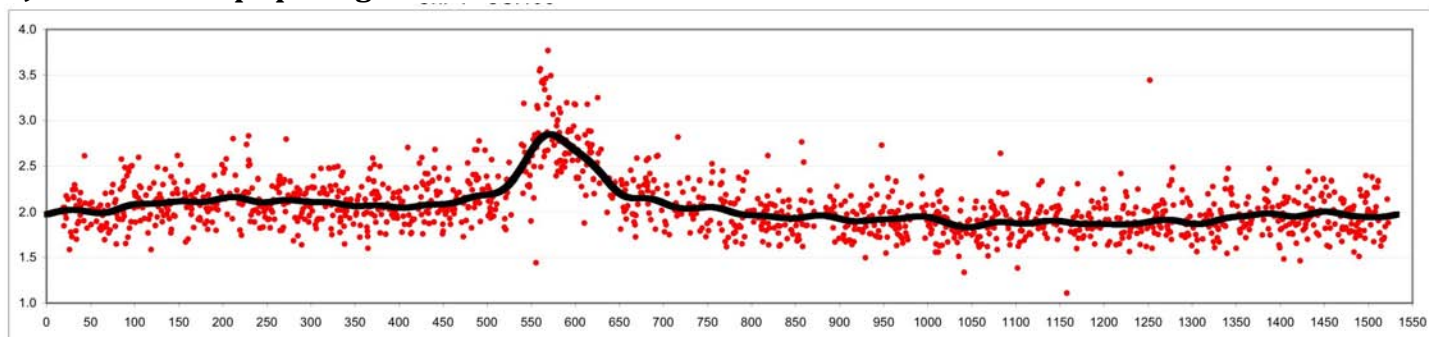

**YJL10297 - 27bp spacing**

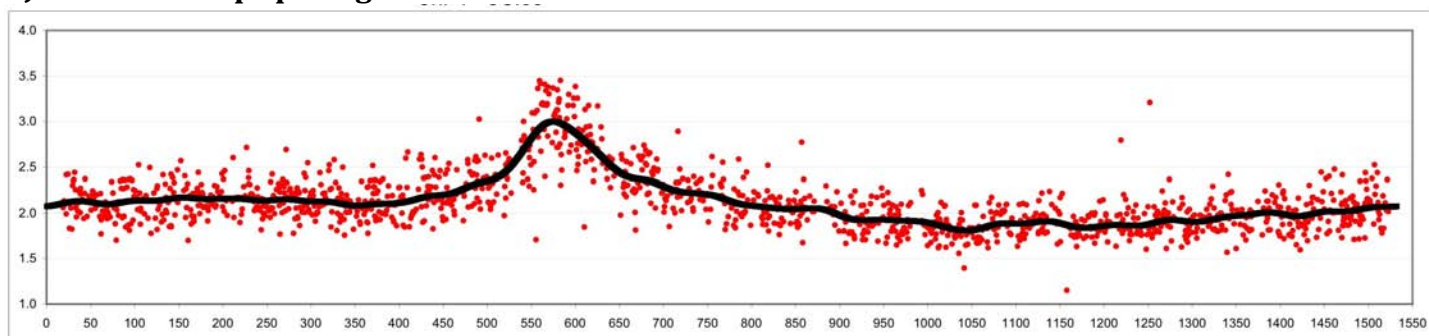

**YJL10298 - 27bp spacing**

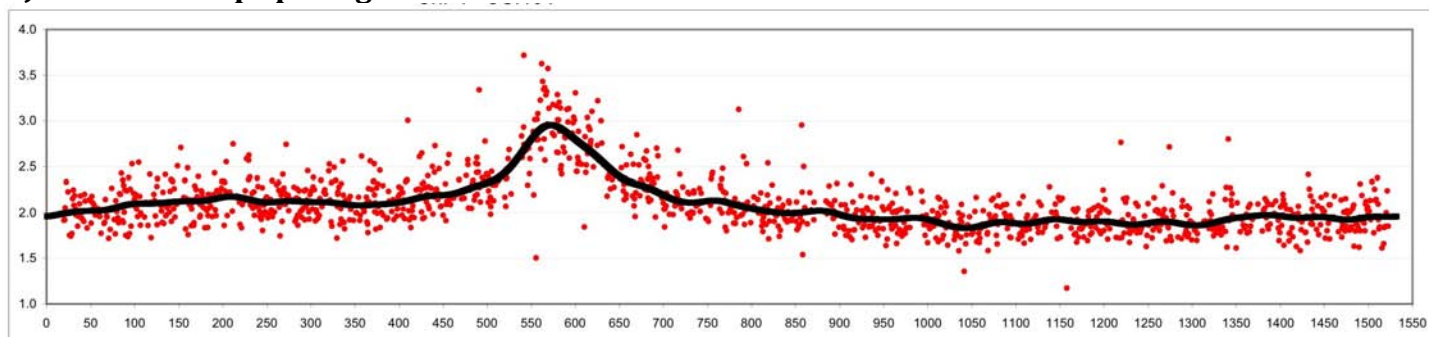

**YJL10299 - 21bp spacing**

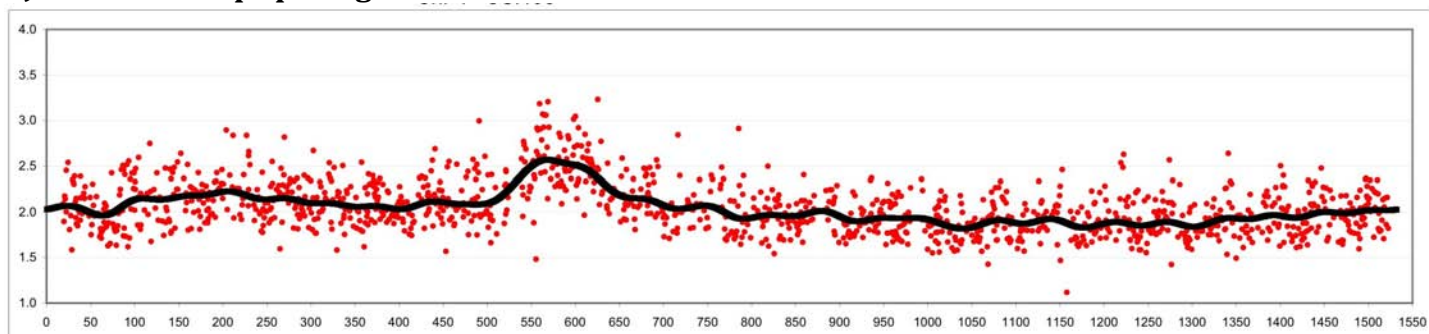

## YJL10300 - 21bp spacing

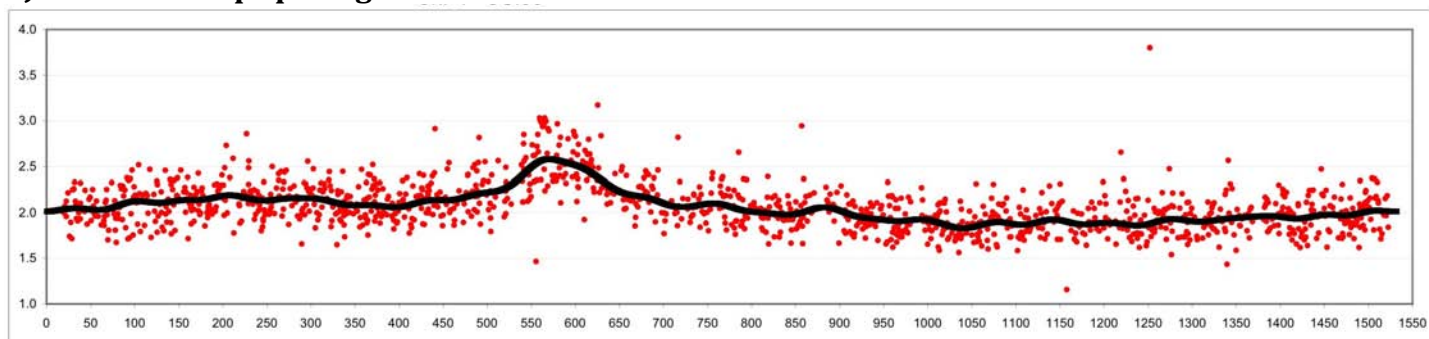

**Figure 6A**  
**YJL9078**

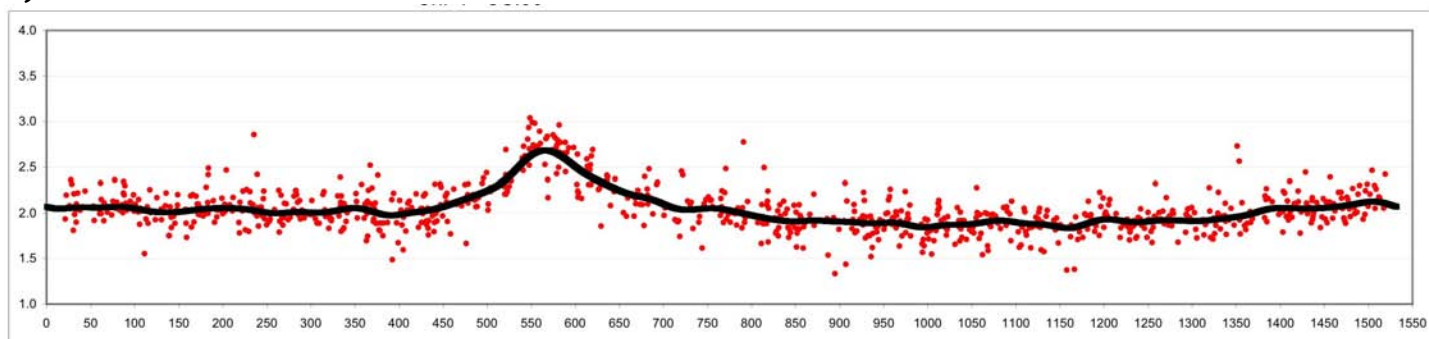

**YJL9078**

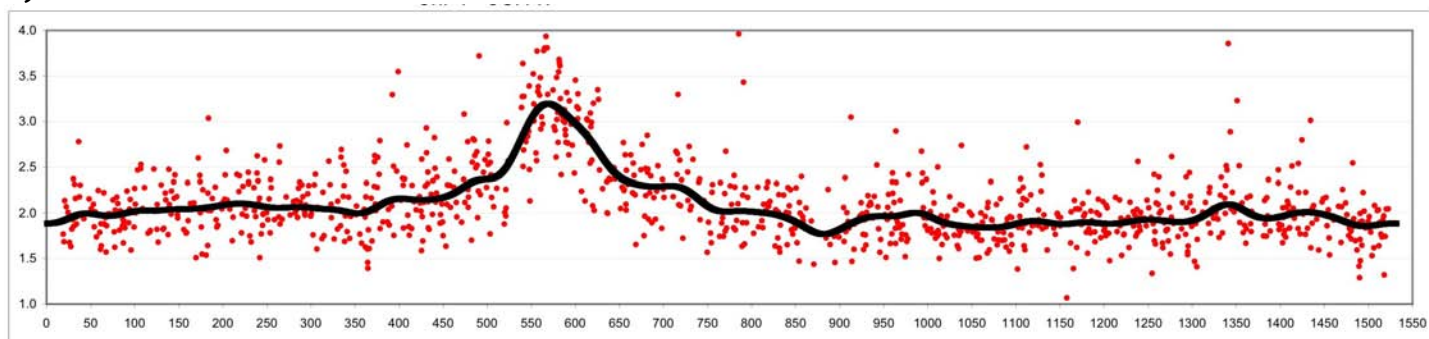

**YJL9080**

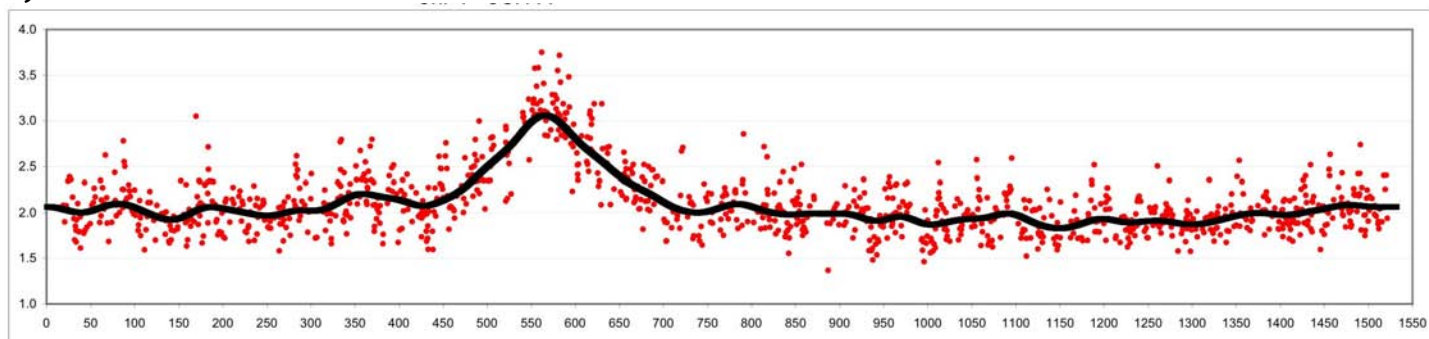

YJL9080

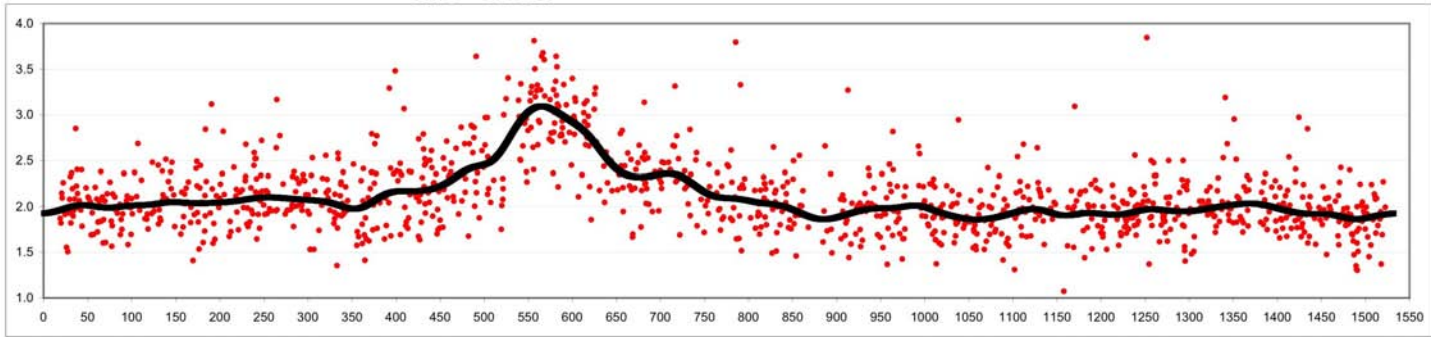

YJL9221

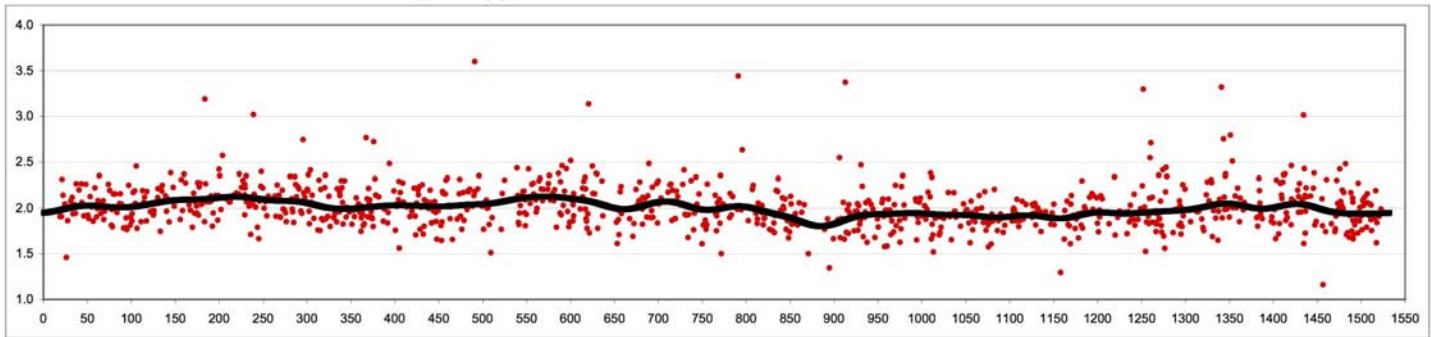

YJL9221

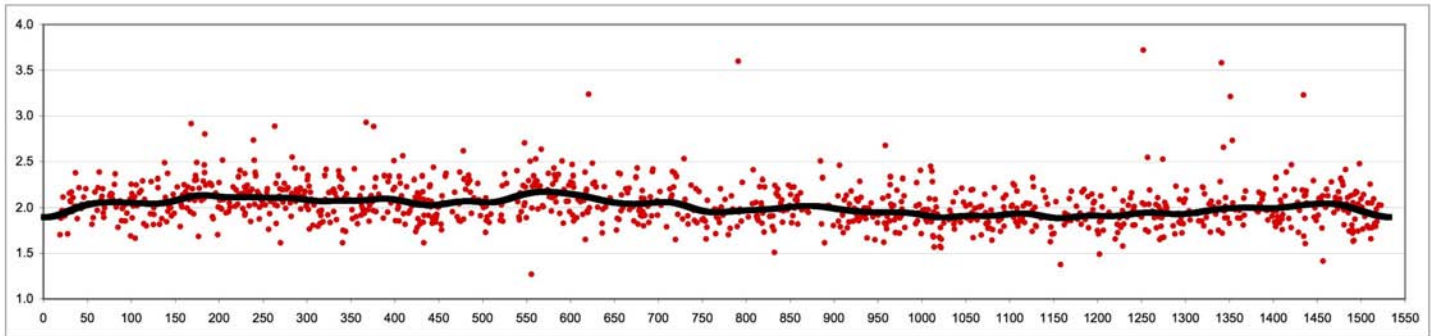

YJL9225

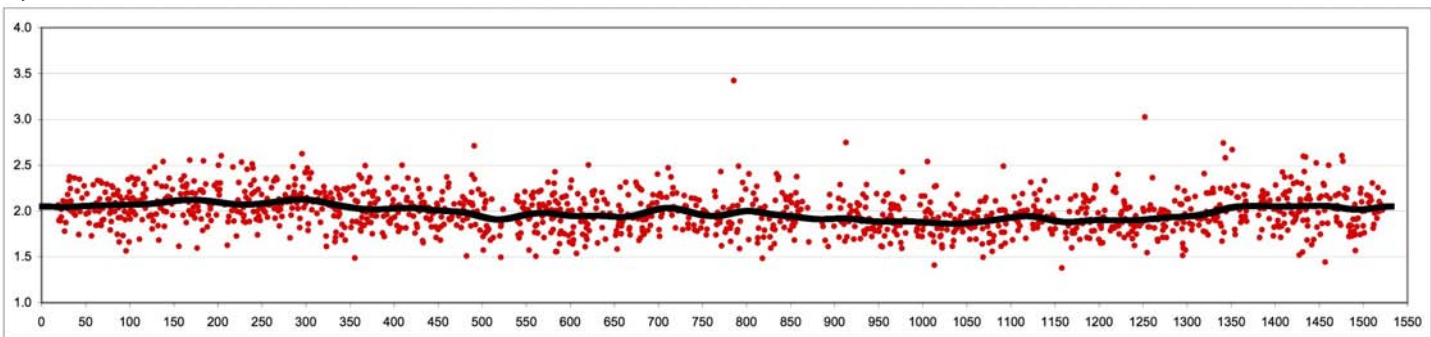

YJL9225

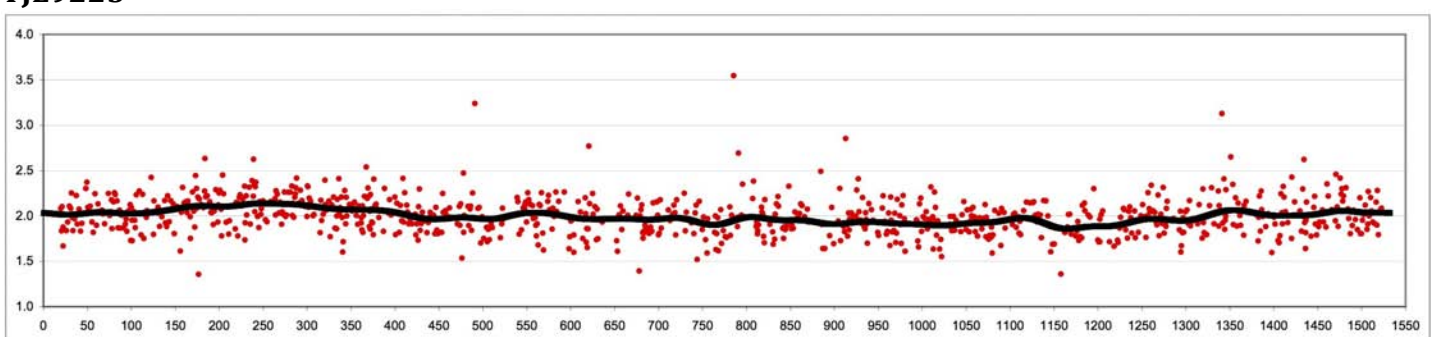

Figure 6B  
YJL9999

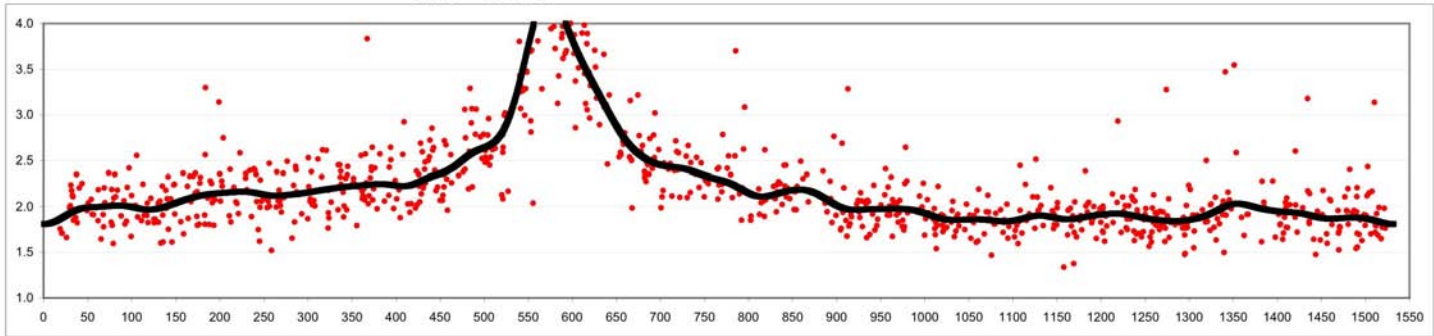

YJL10000

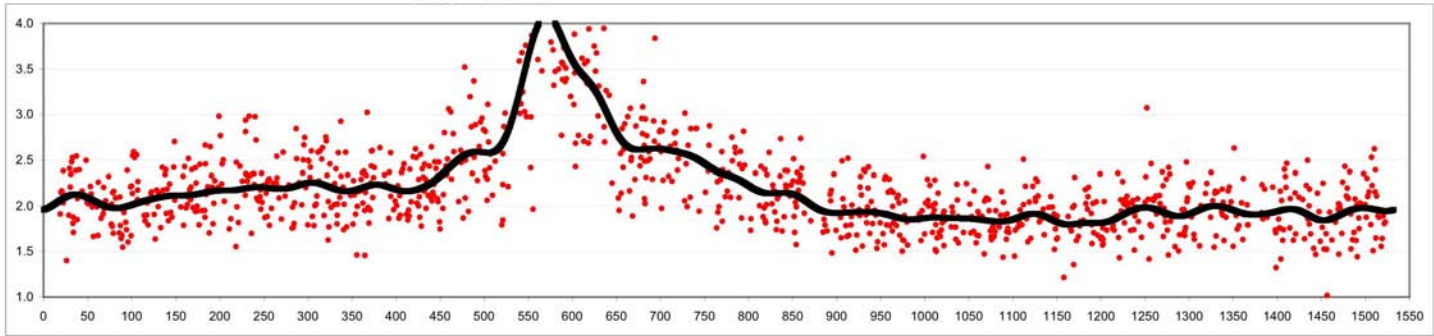

YJL10001

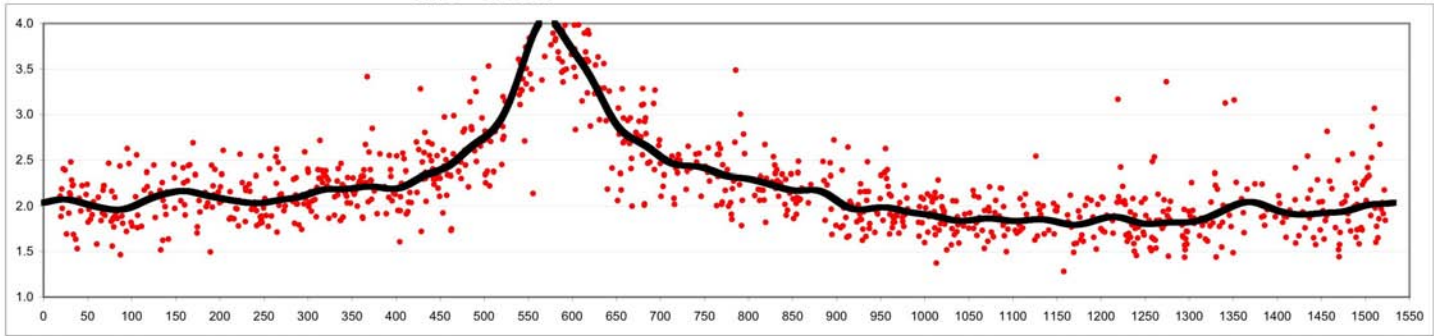

YJL10002

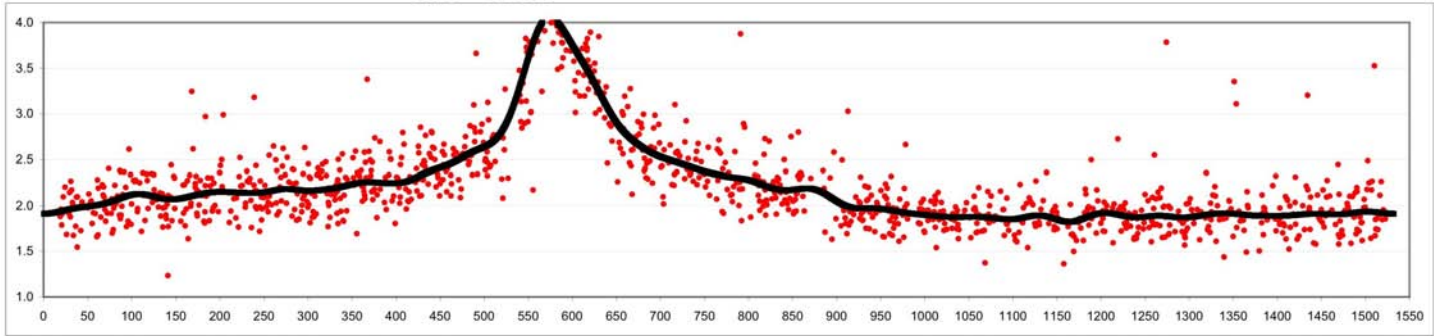

Figure 7  
YJL9175

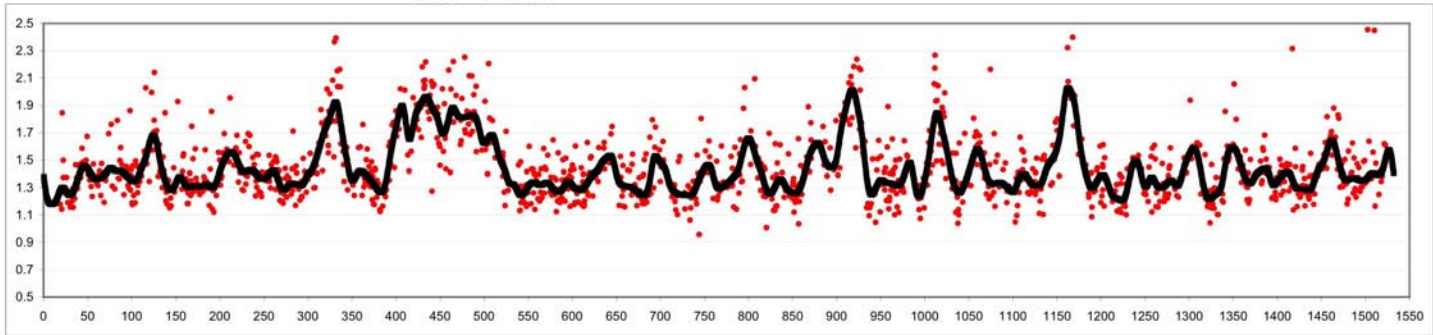

YJL9175

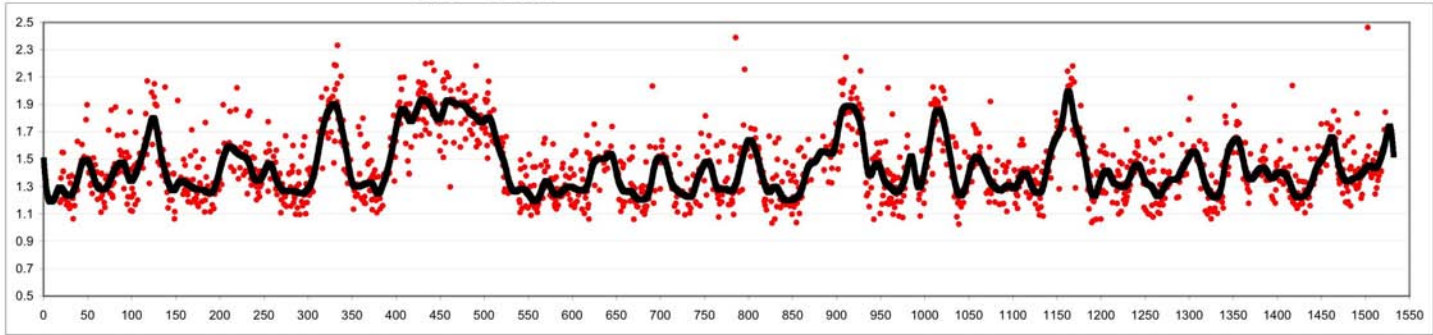

YJL9248

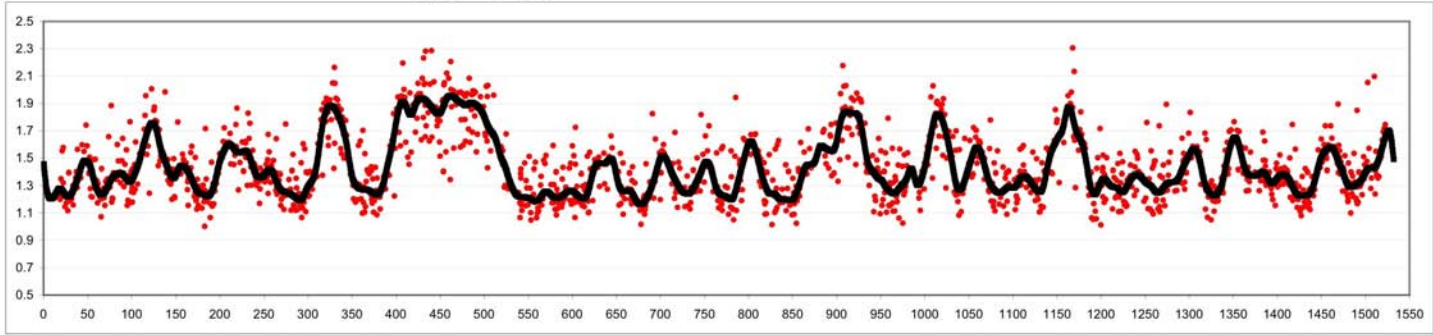

YJL9248

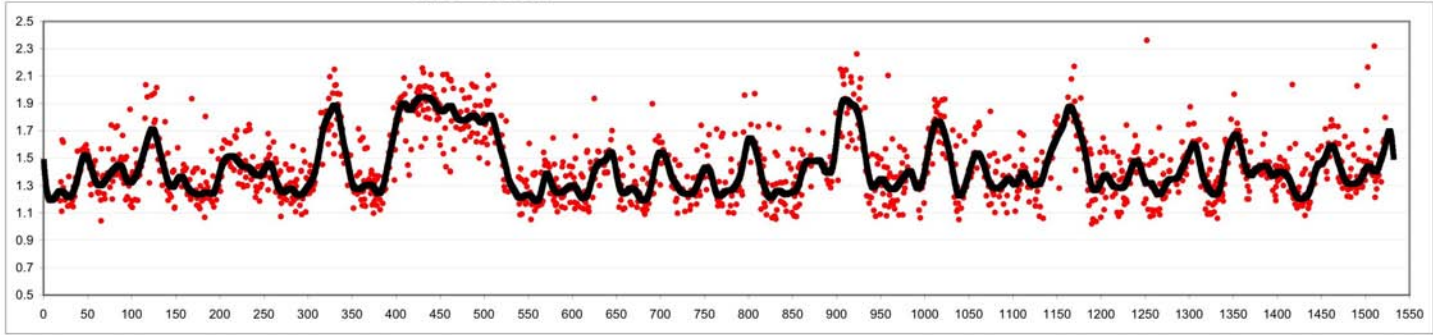

YJL9177

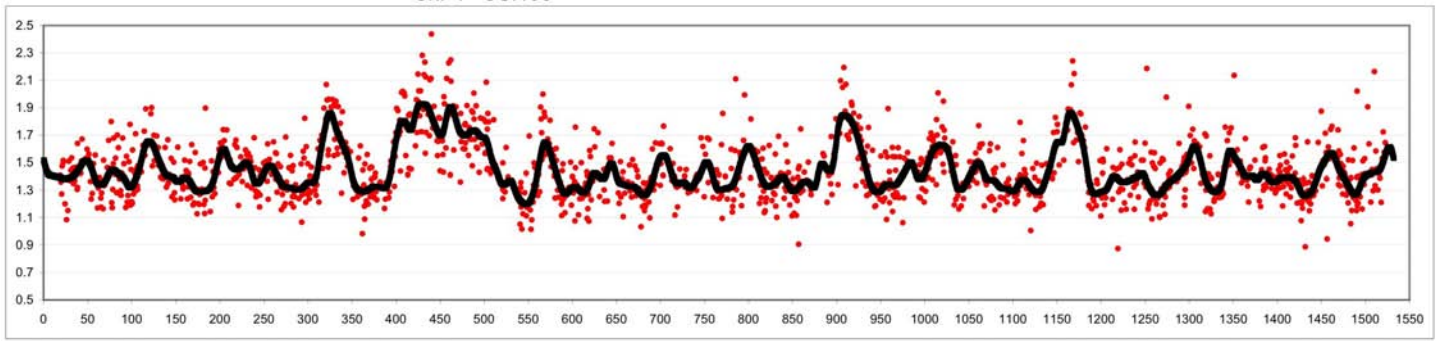

YJL9177

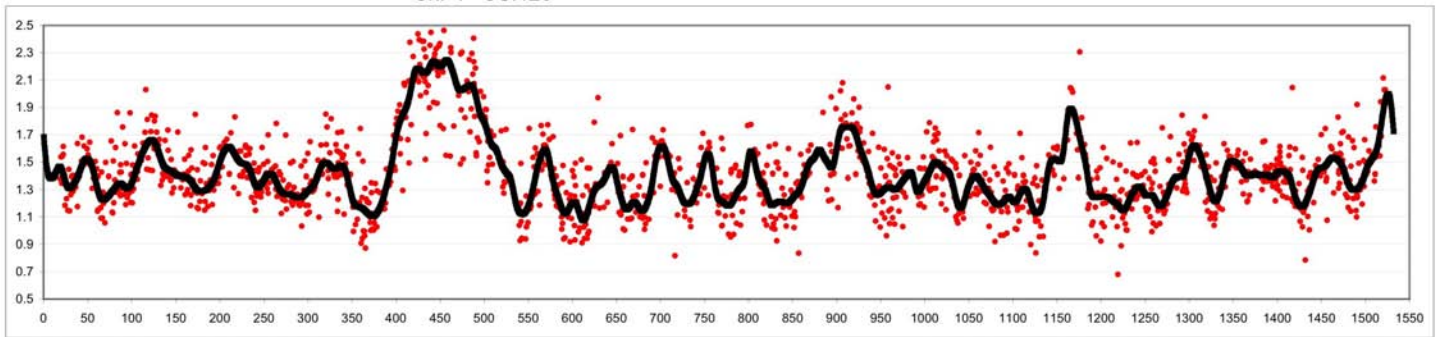

YJL9229

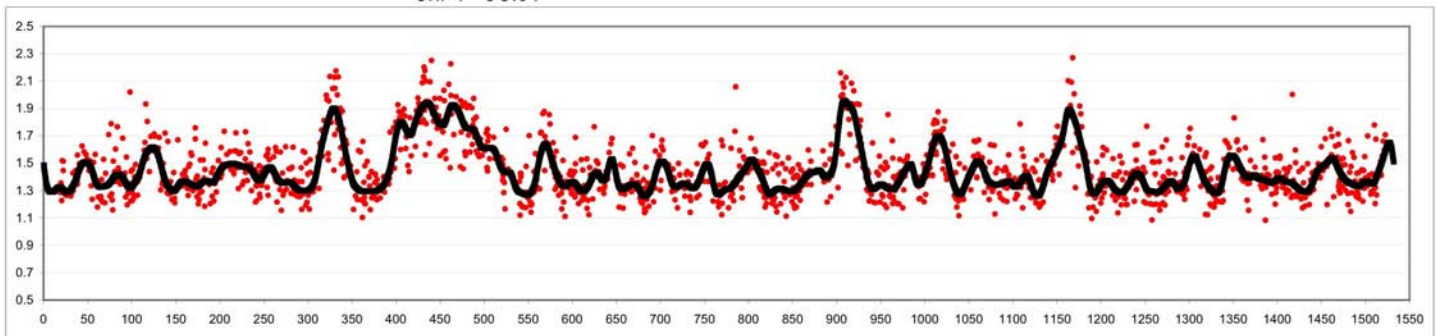

YJL9229

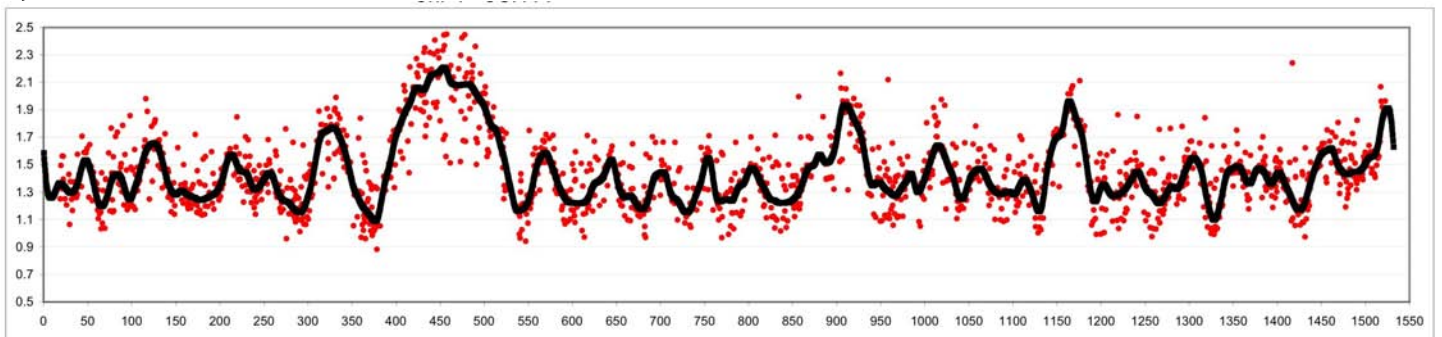

YJL9179

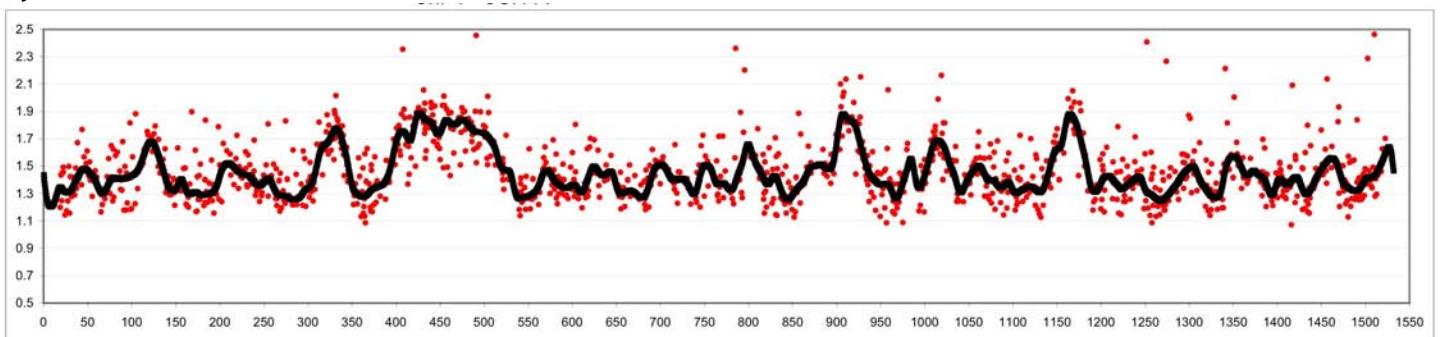

YJL9179

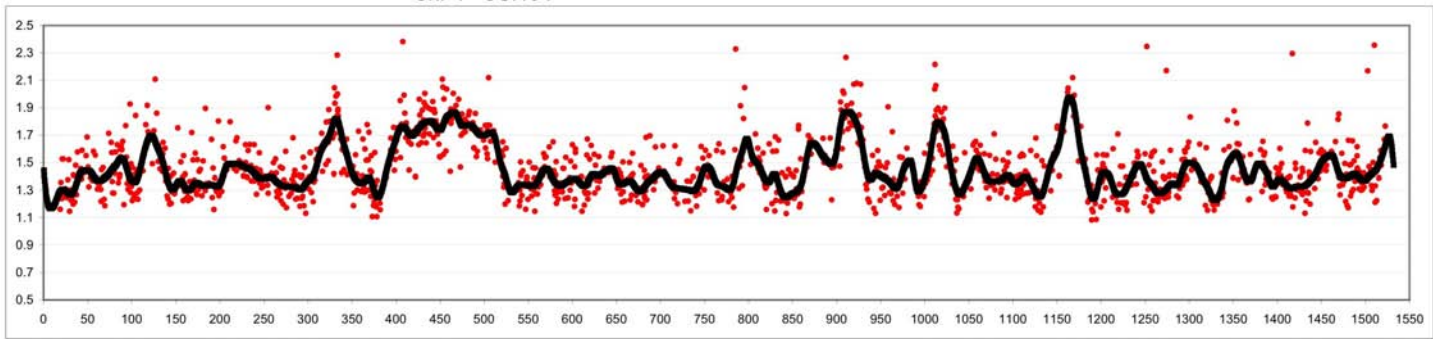

YJL9233

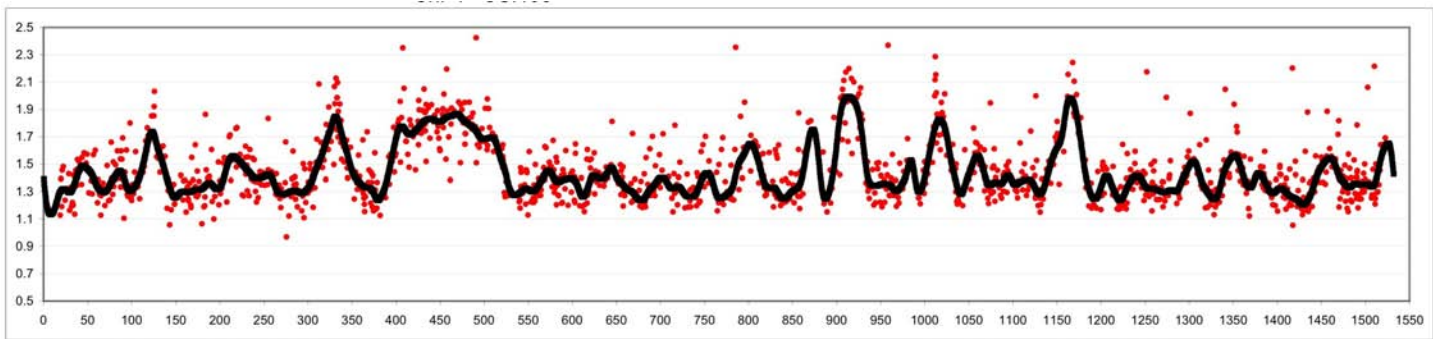

YJL9233

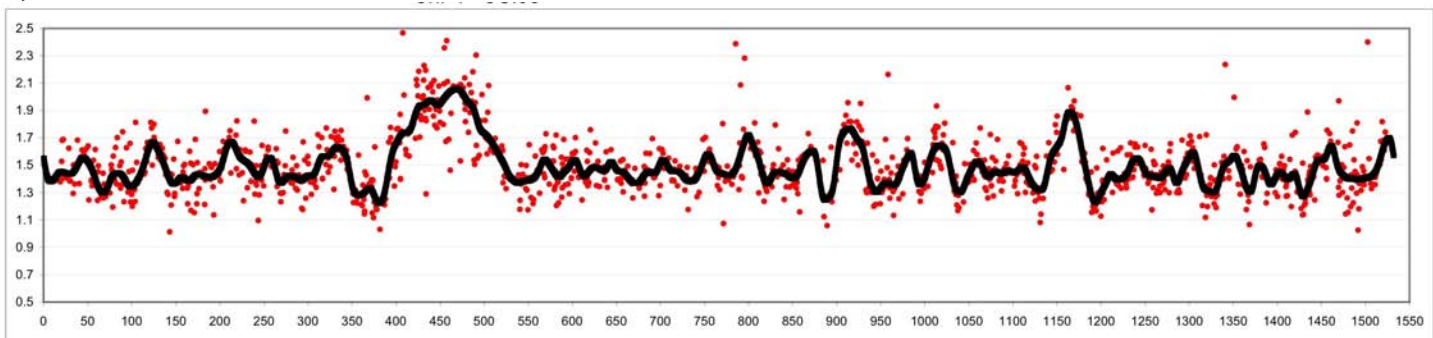

Supplemental Figure 1

YJL8923

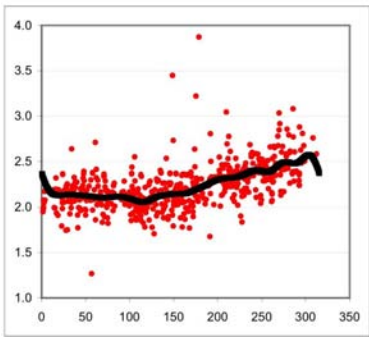

YJL8924

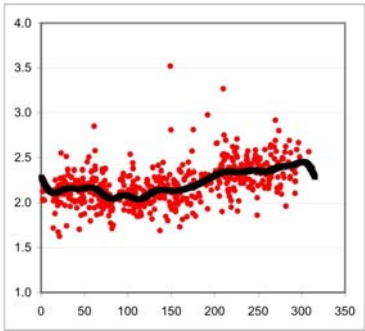

YJL3758

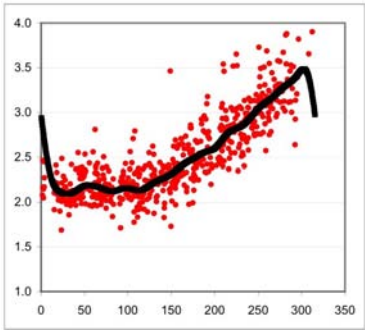

YJL3758

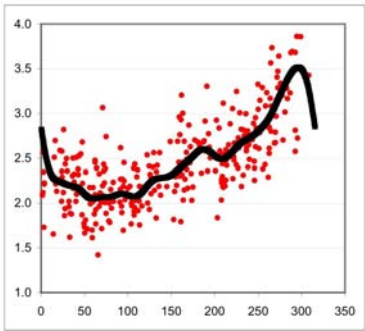

Supplemental Figure 2C  
YJL8398 – Positive Control

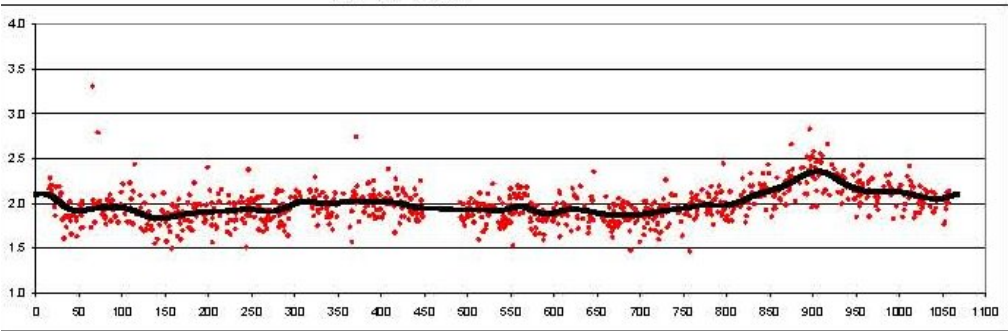

YJL8398 - Positive Control

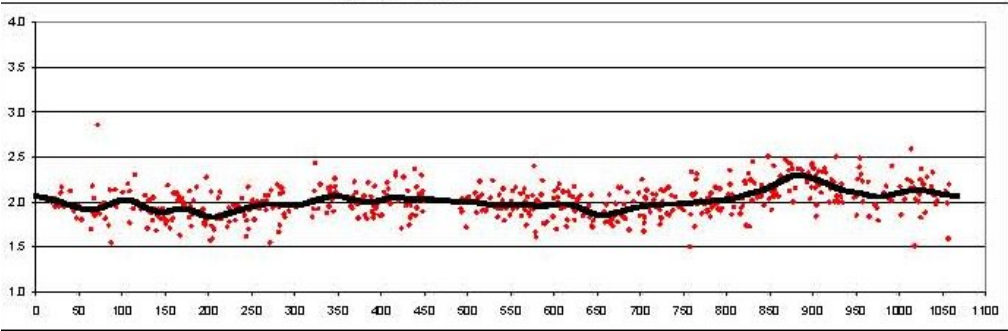

YJL8398 - Positive Control

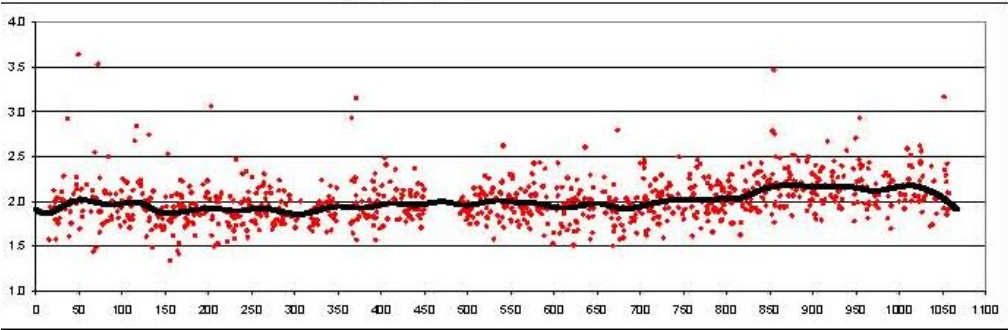

YJL8398 - Positive Control

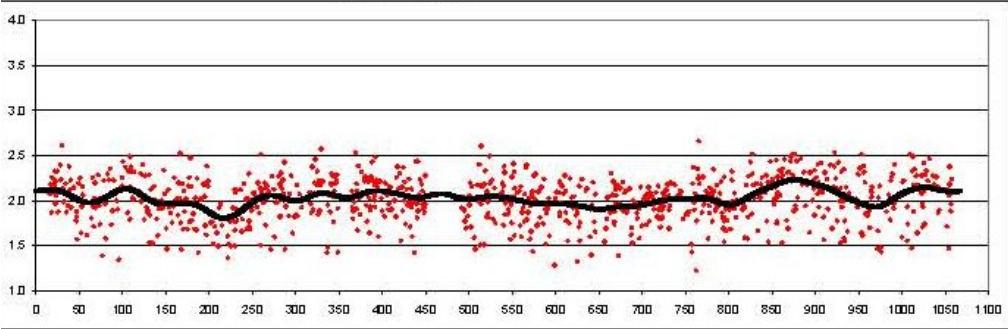

YJL8398 - Positive Control

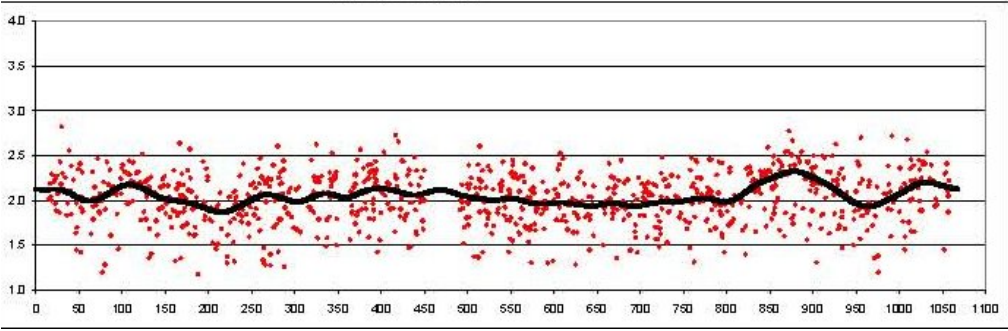

YJL8398 - Positive Control

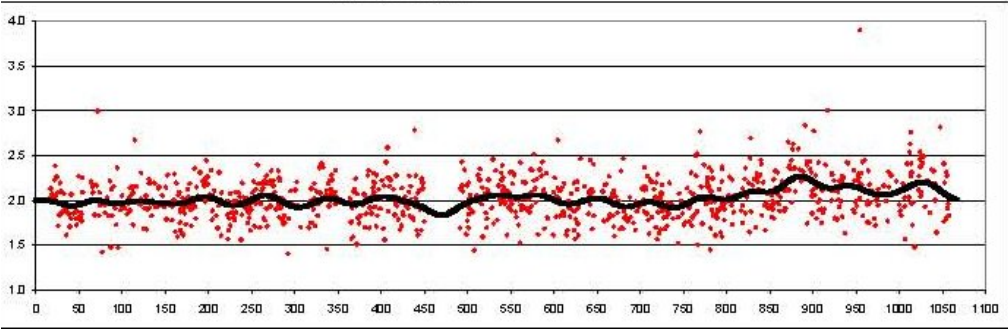

YJL8398 - Positive Control

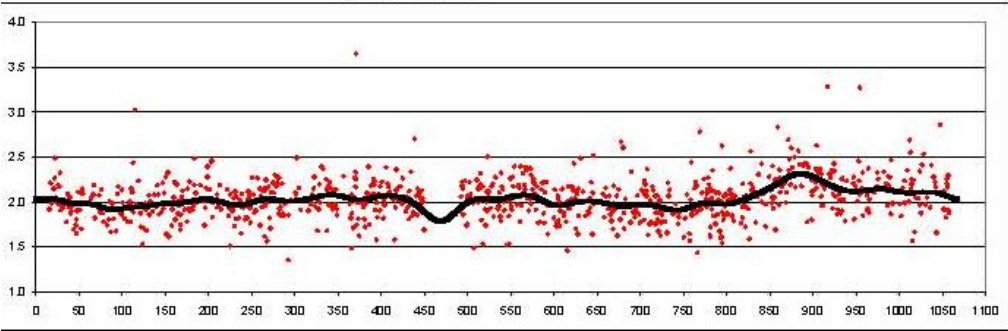

YJL8398 - Positive Control

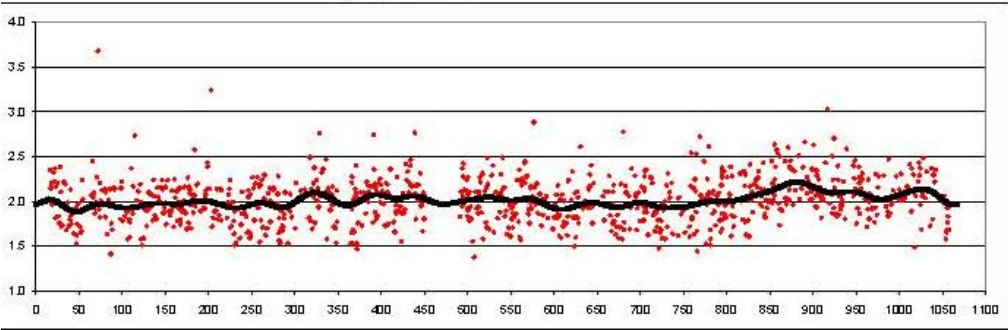

YJL8398 - Positive Control

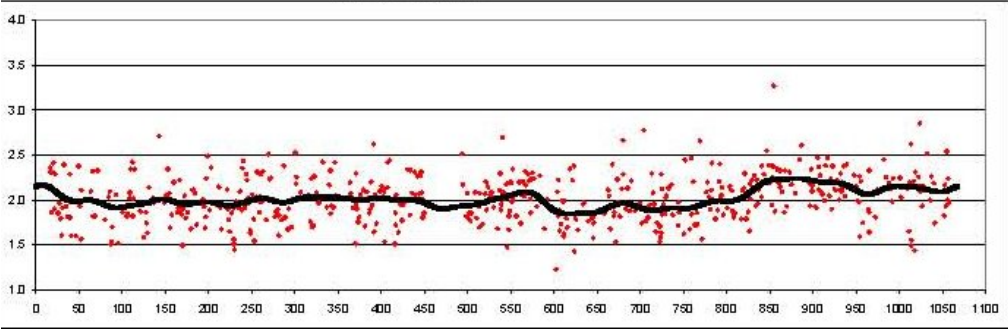

YJL8398 - Positive Control

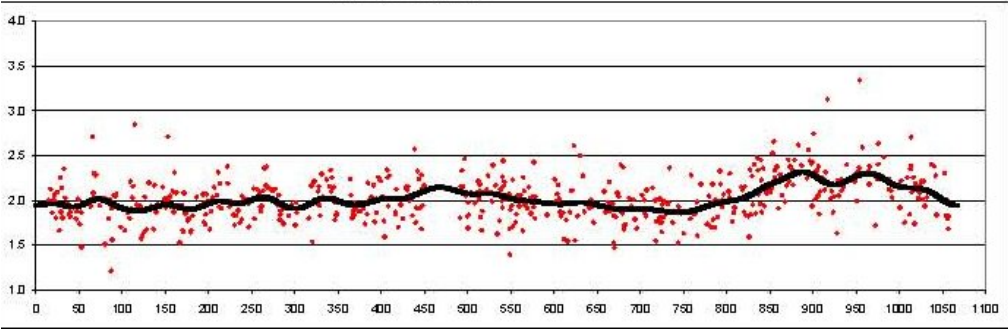

YJL9152 - Negative Control

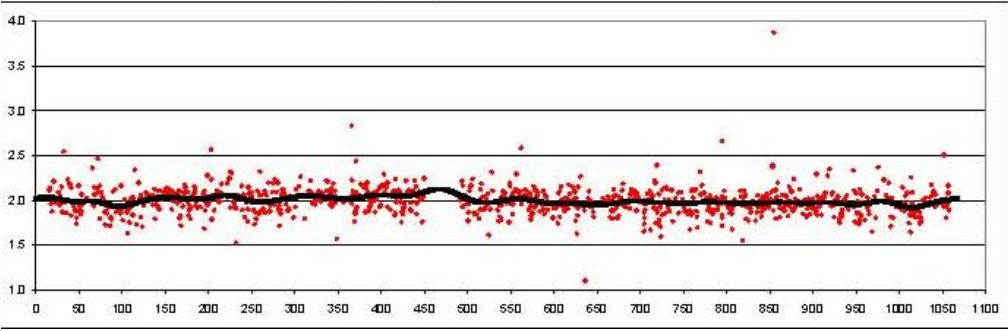

YJL9152 - Negative Control

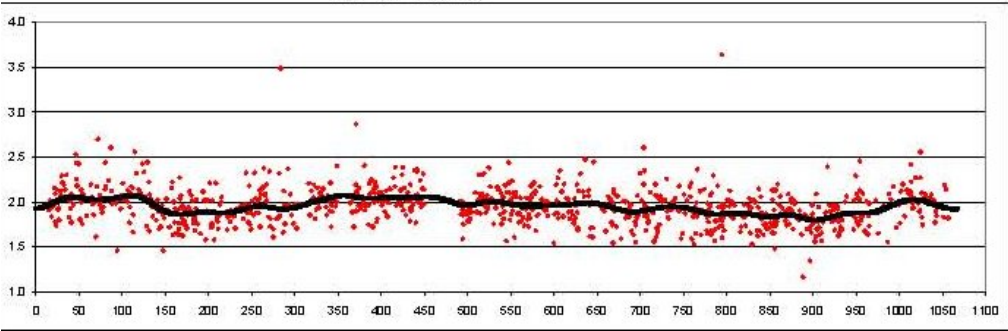

YJL9152 - Negative Control

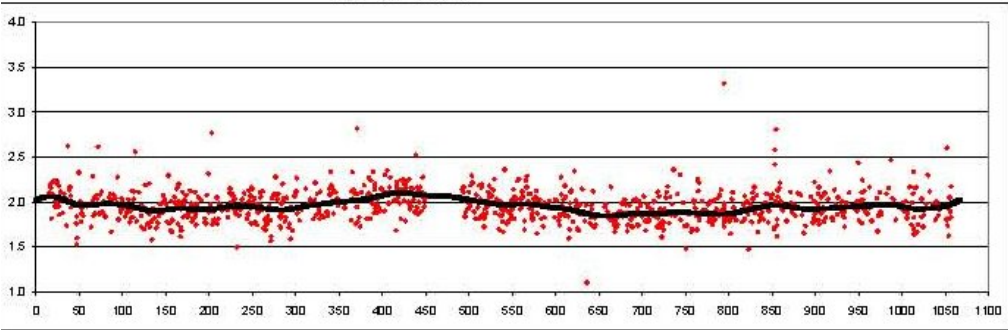

YJL9152 - Negative Control

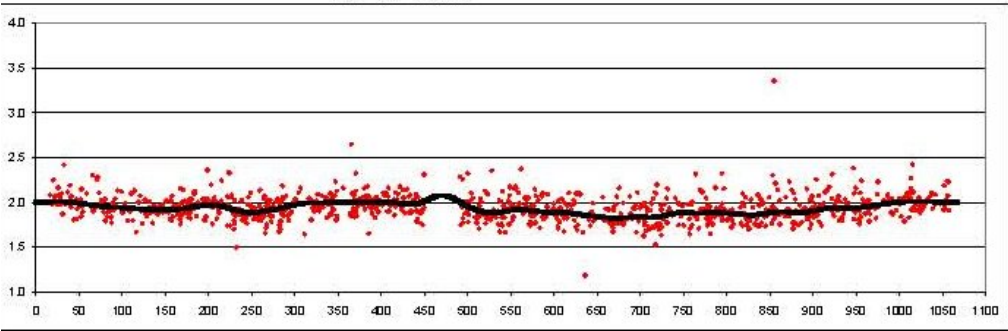

YJL9152 - Negative Control

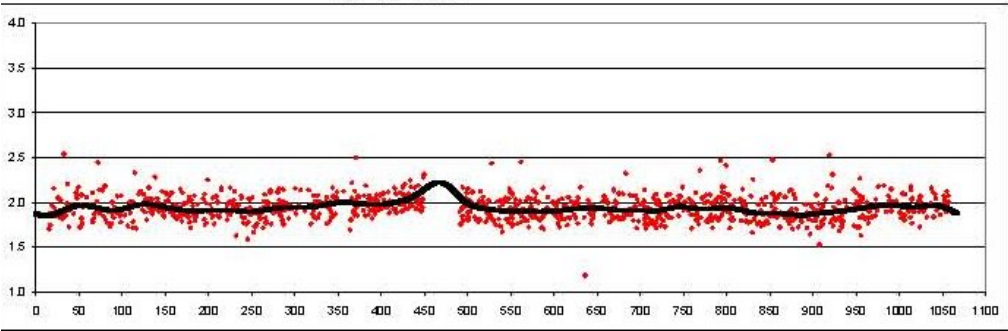

YJL9152 - Negative Control

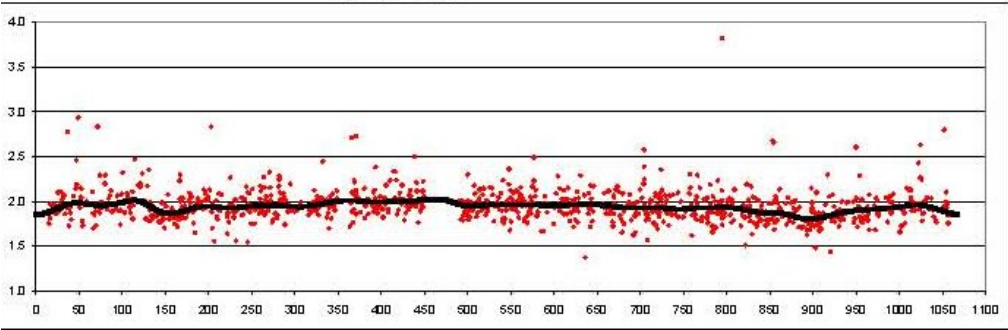

YJL9152 - Negative Control

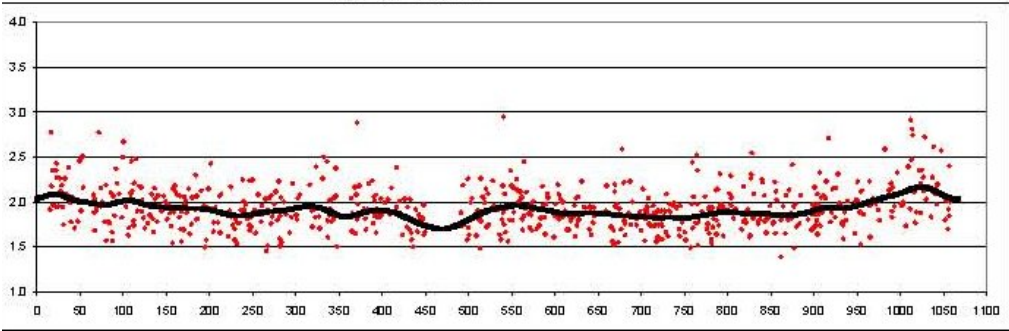

YJL6893

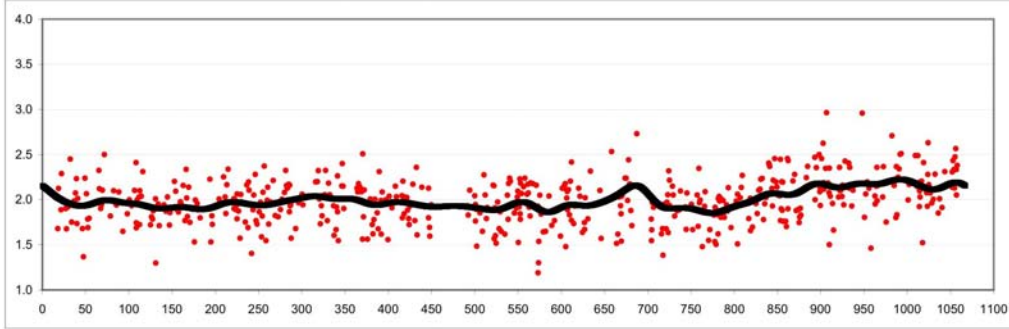

YJL6894

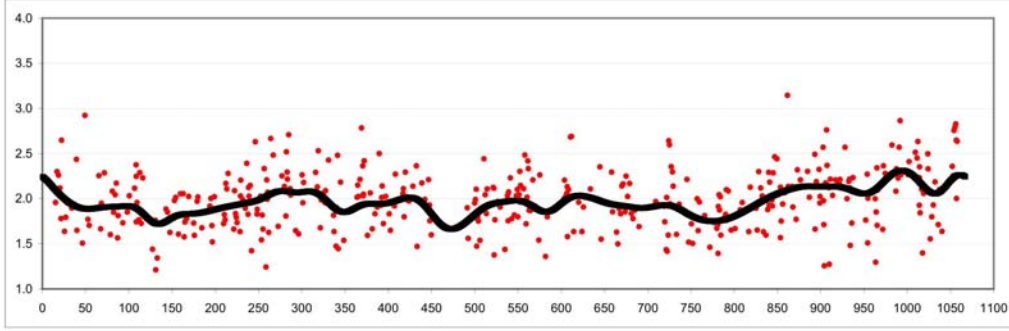

YJL6896

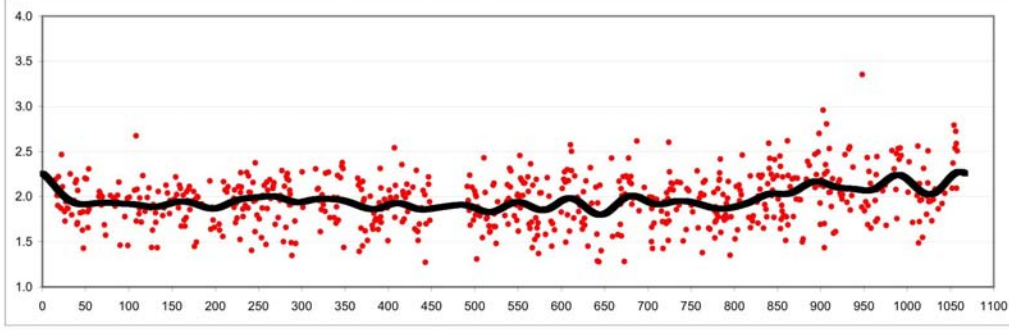

YJL6897

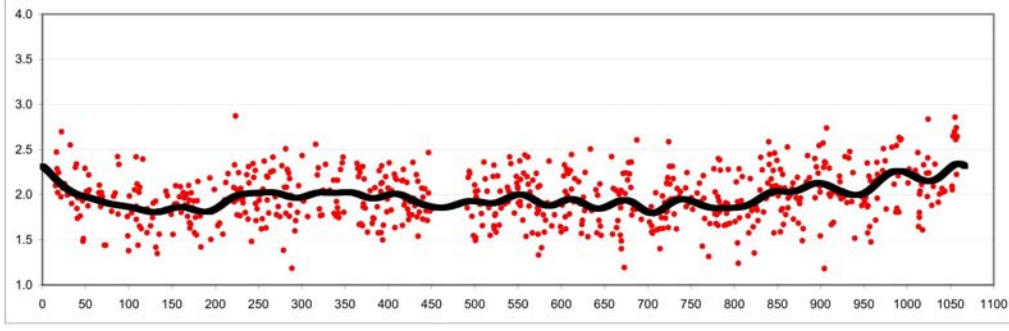

YJL6899

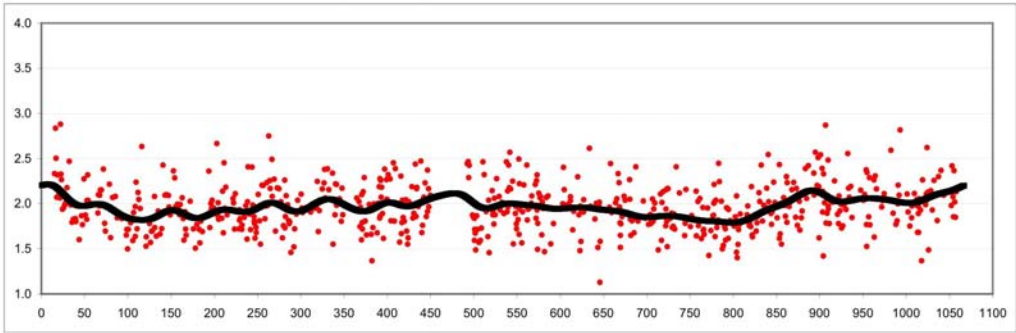

YJL6900

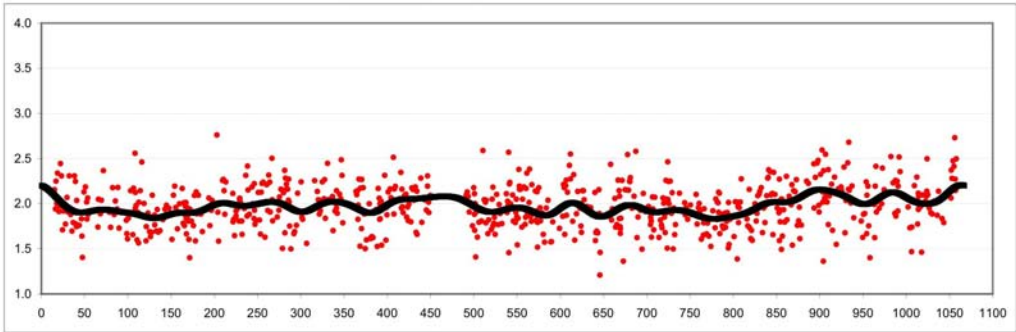

YJL6902

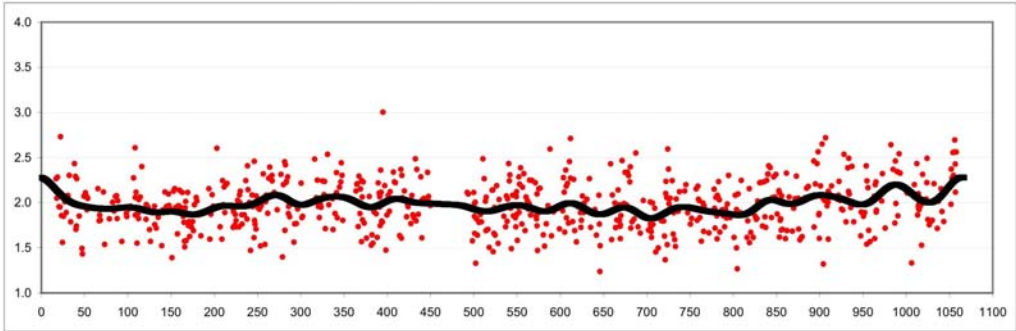

YJL6903

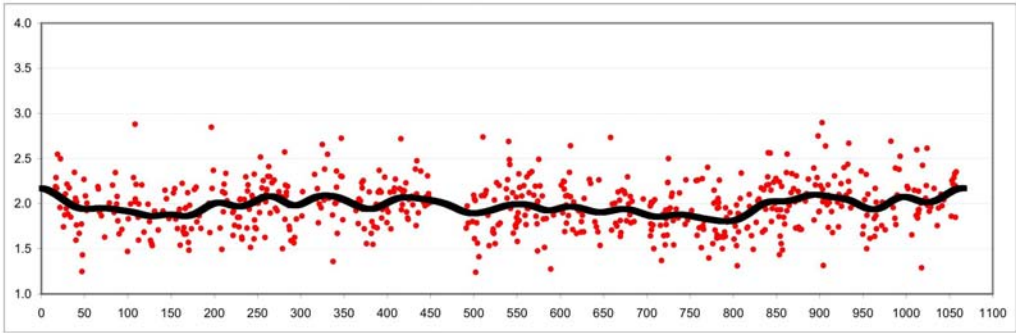

Supplemental Figure 2D

YJL8701

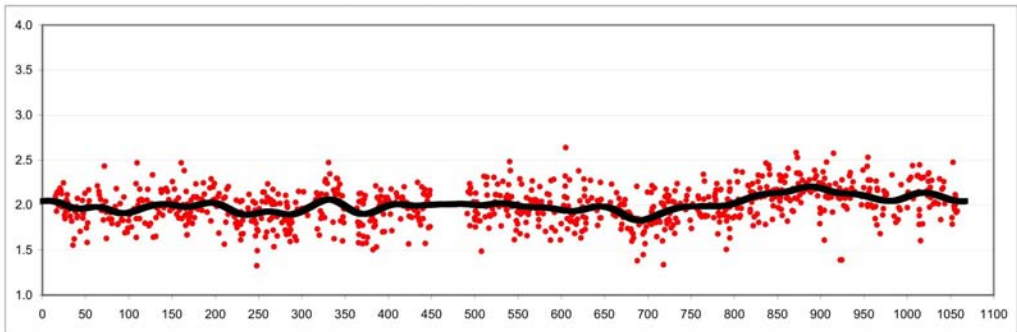

YJL8702

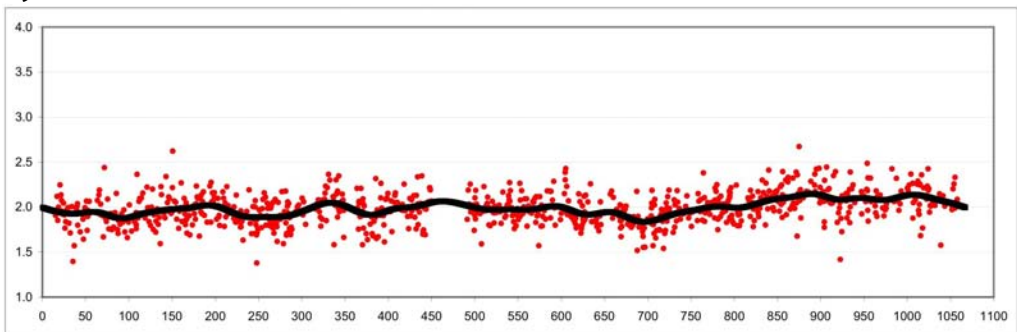

YJL8745

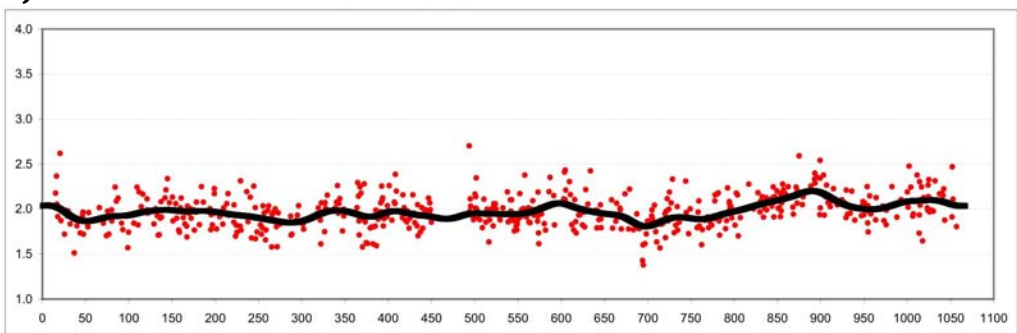

YJL8746

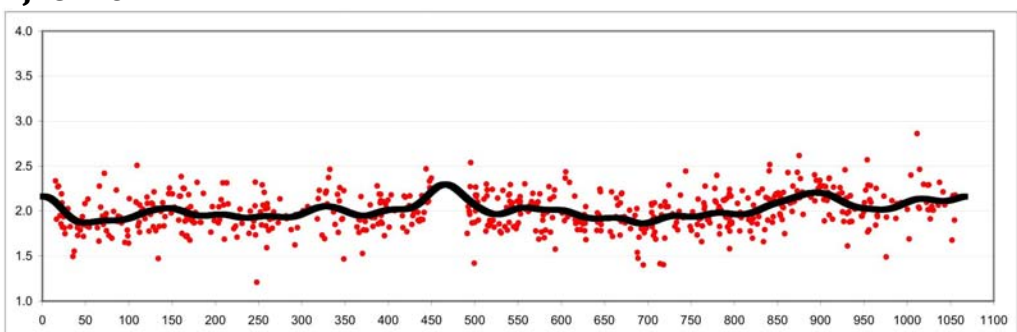

YJL8749

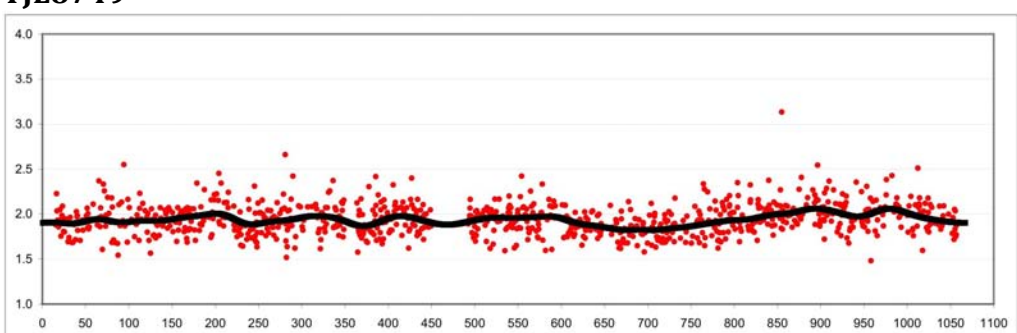

**YJL8750**

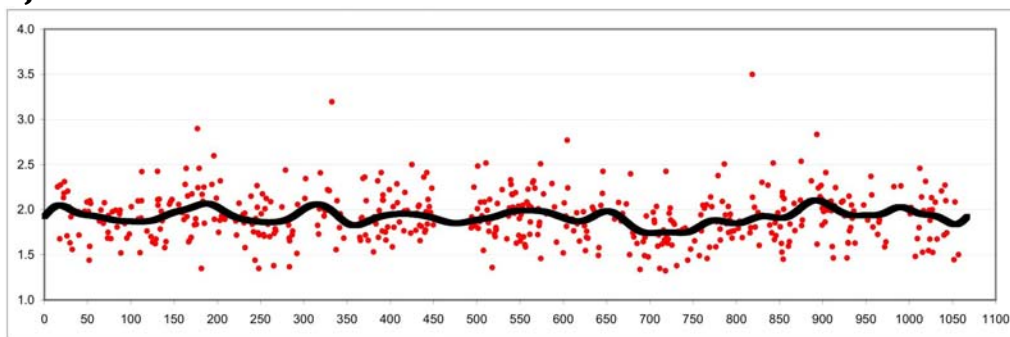

**Supplemental Figure 3**  
**YJL8526**

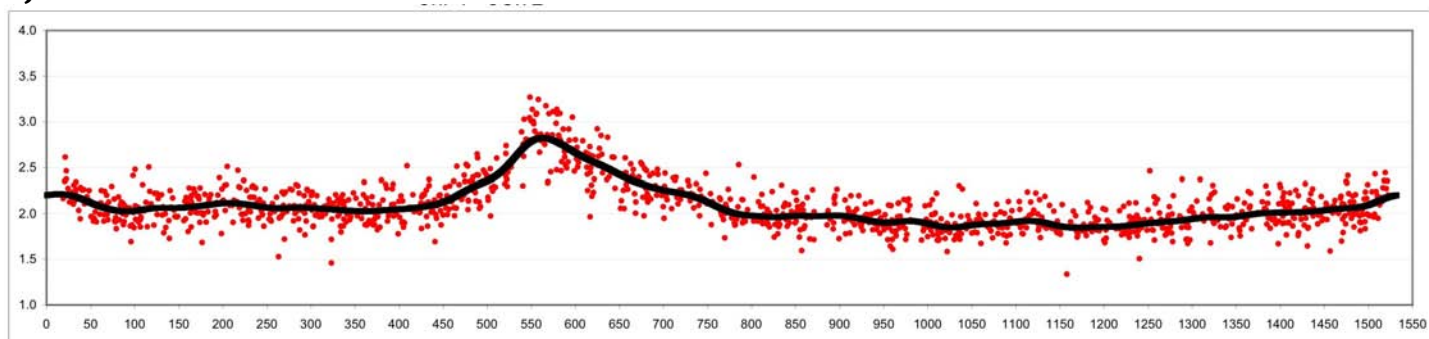

**YJL8526**

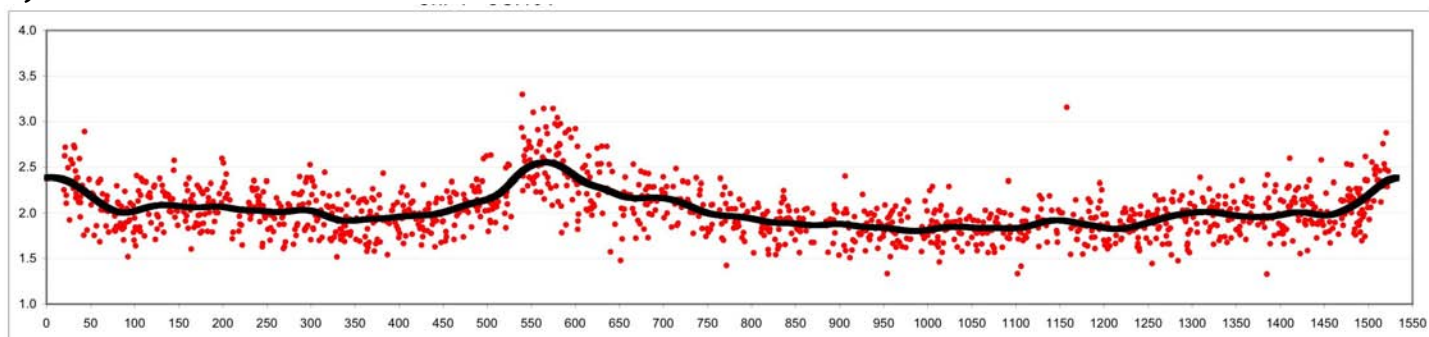

**YJL8538**

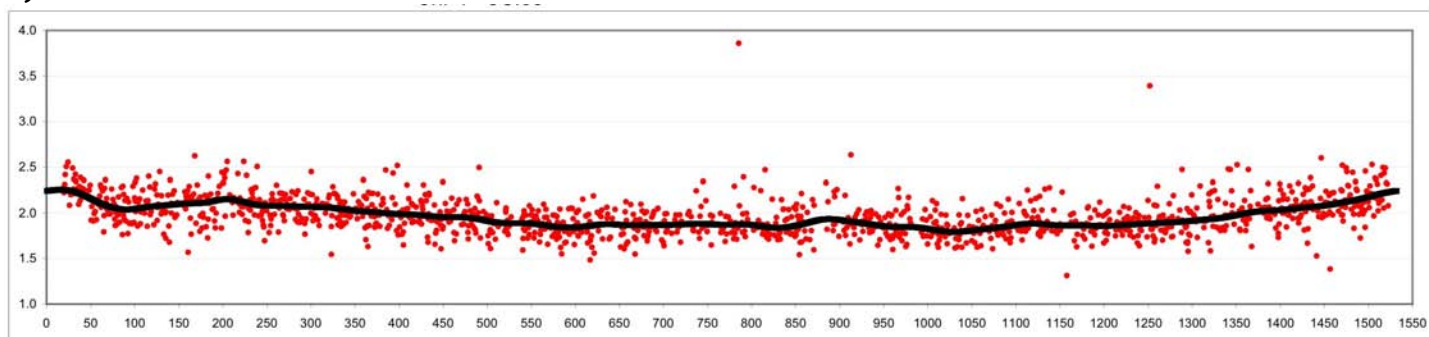

**YJL8538**

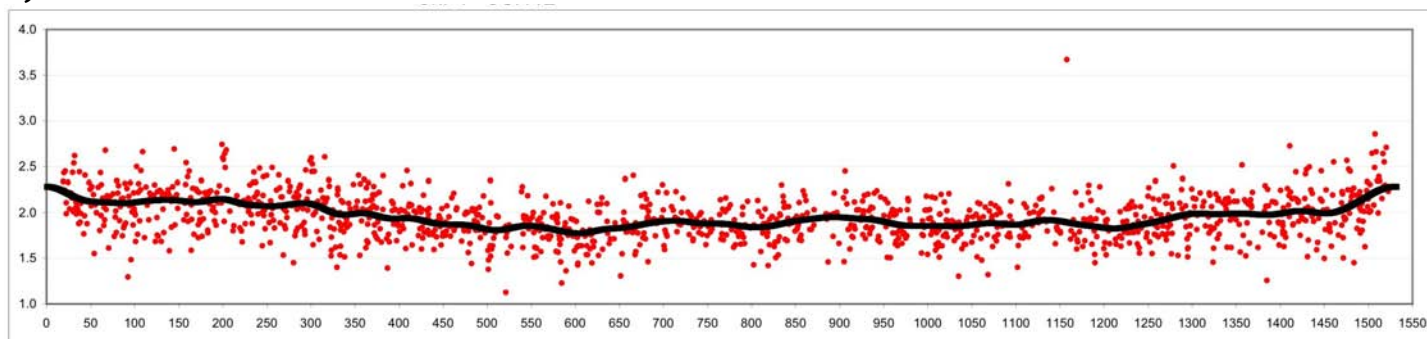

**Supplemental Figure 4A**  
**YJL8398 - control**

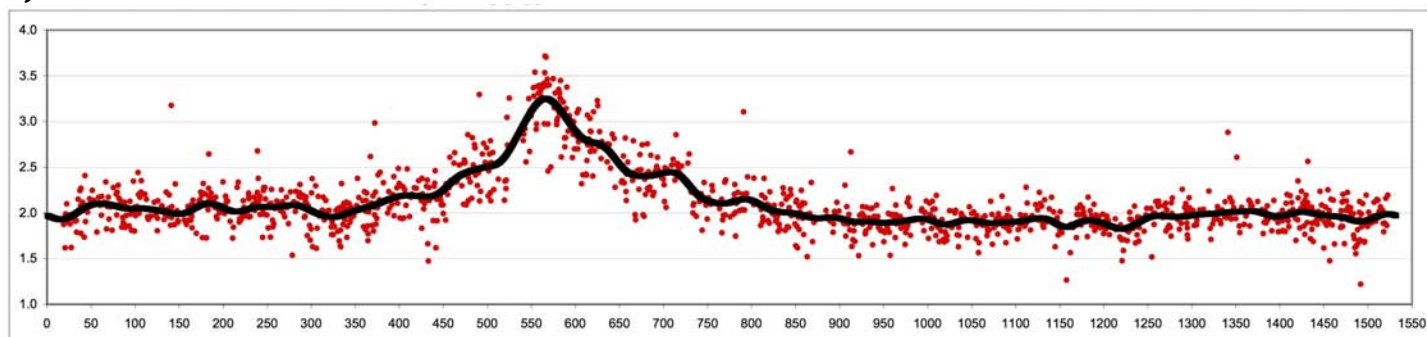

**YJL8398 - control**

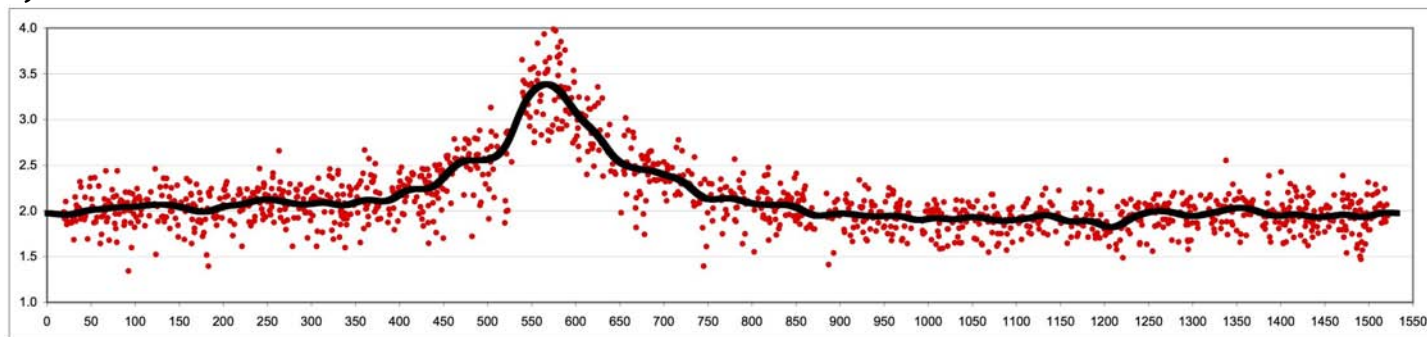

**YJL8771 - Linker L9+L11+L15**

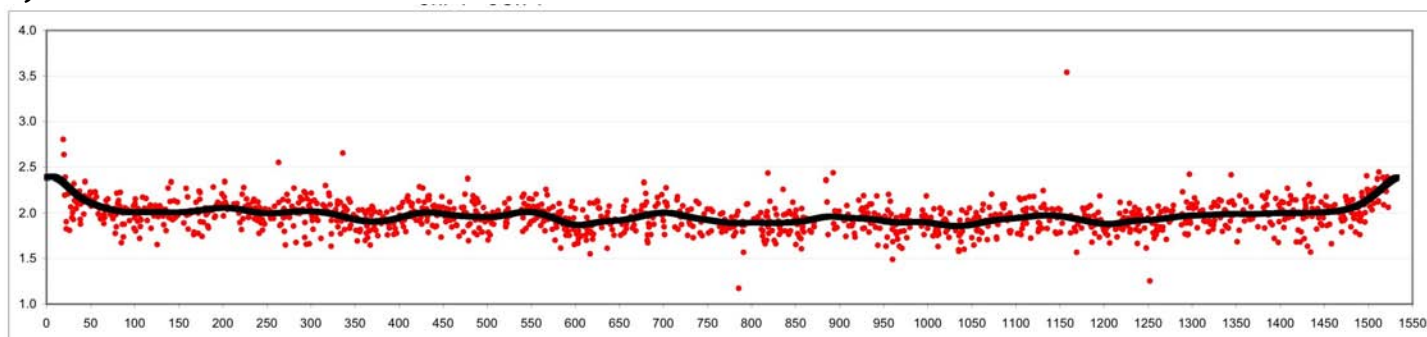

**YJL8771 - Linker L9+L11+L15**

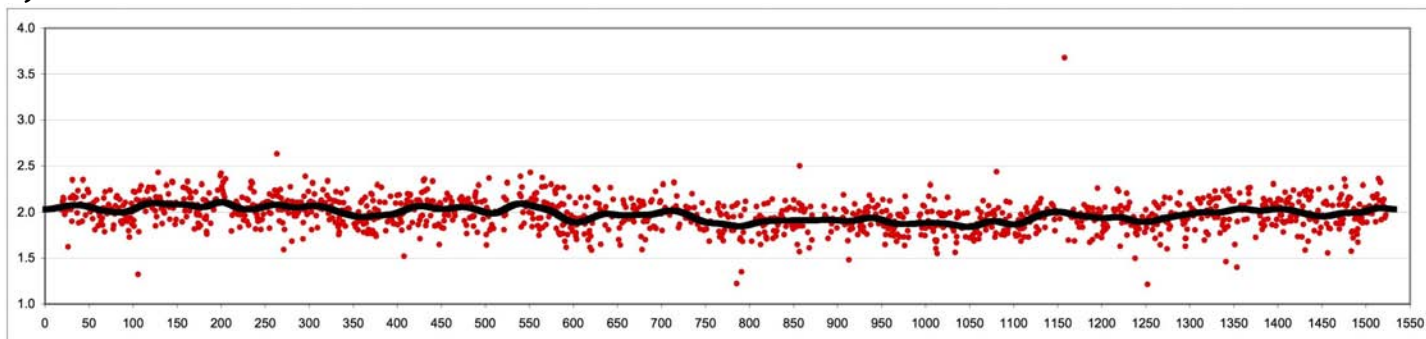

**YJL8773 - Linker L9+L15**

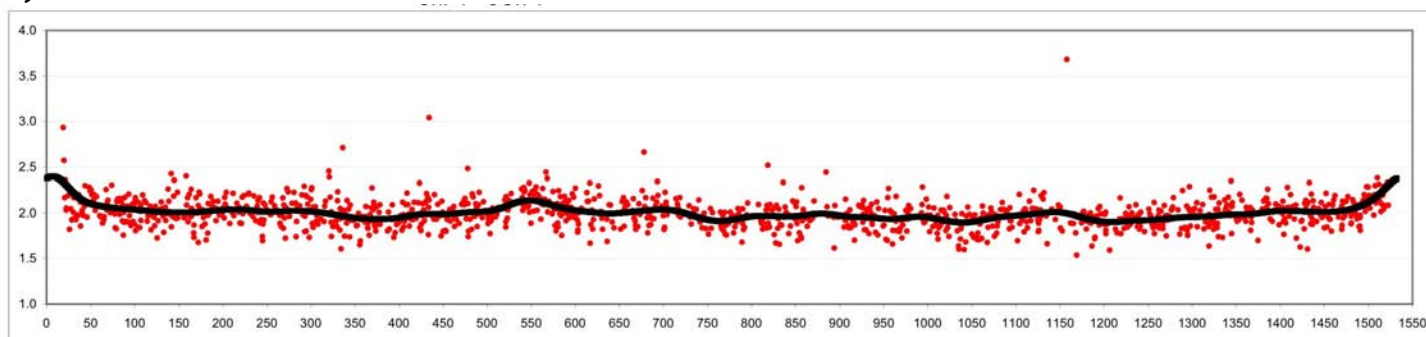

**YJL8773 - Linker L9+L15**

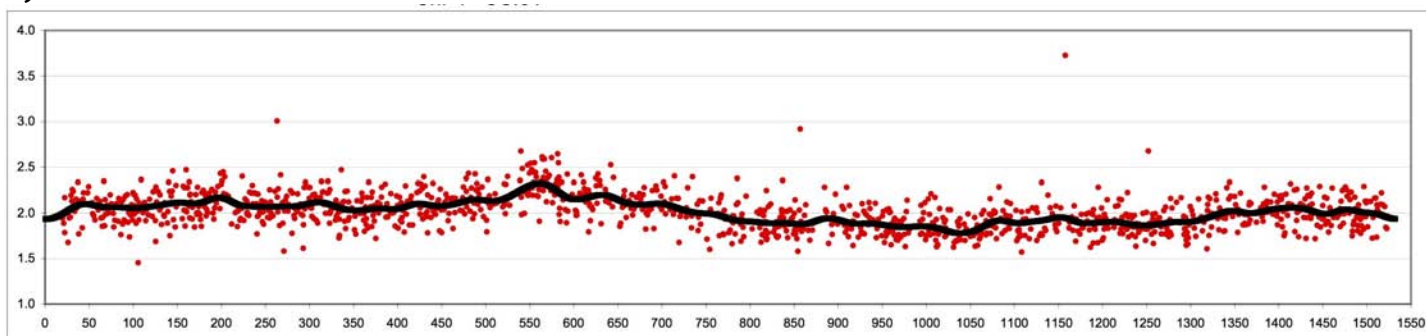

**YJL8775 - Linker L11+L15**

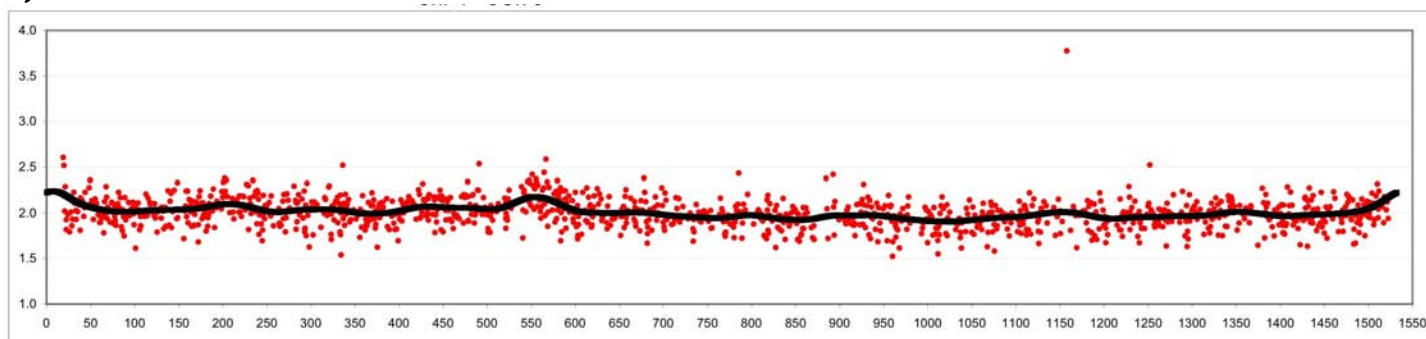

**YJL8775 - Linker L11+L15**

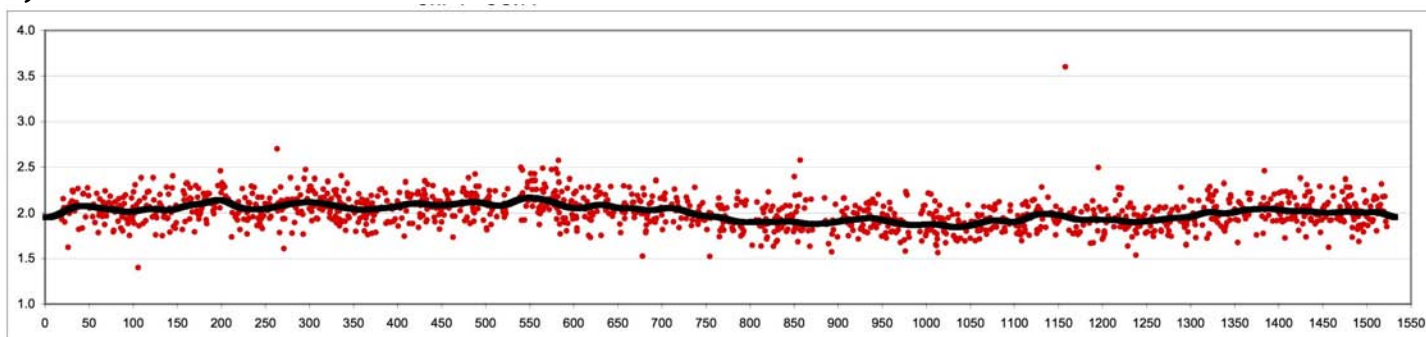

**YJL8777 - Linker L9+L11**

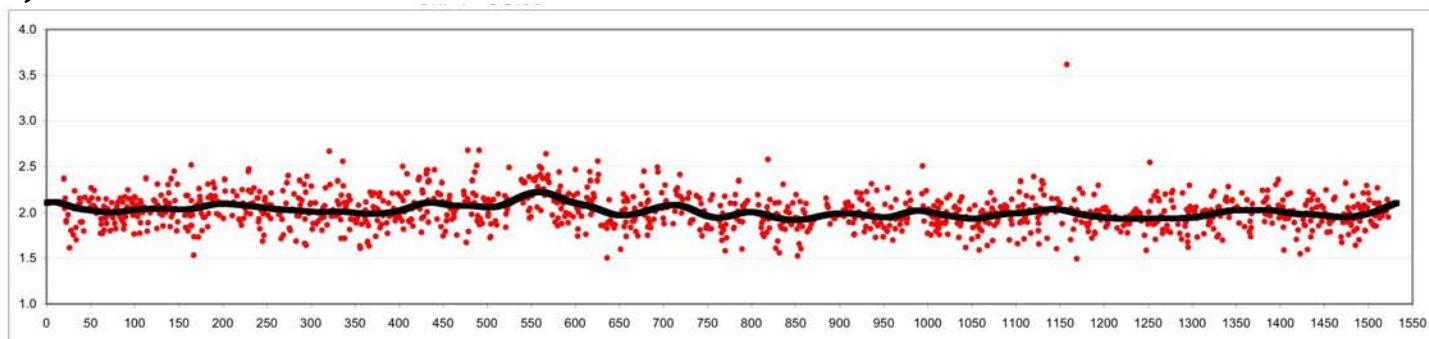

**YJL8777 - Linker L9+L11**

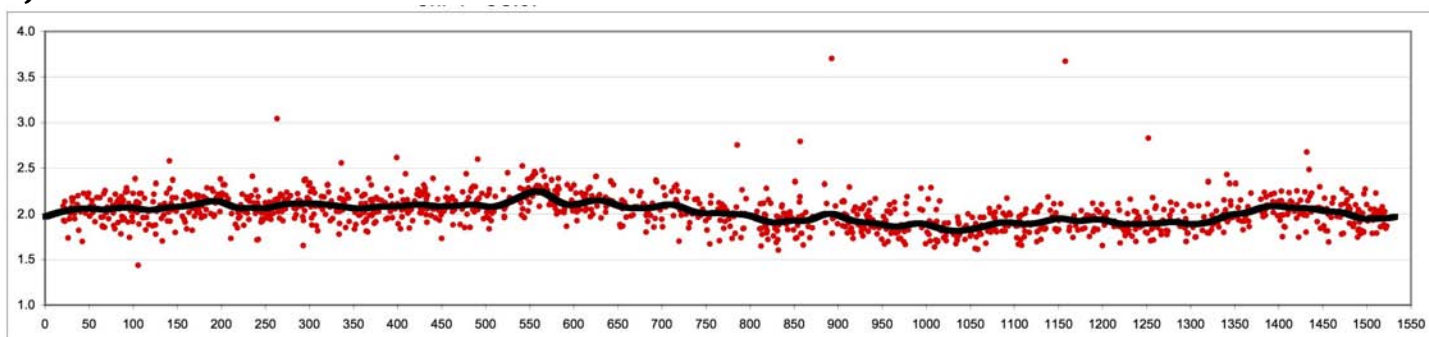

**YJL8826 - Linker L13+L17**

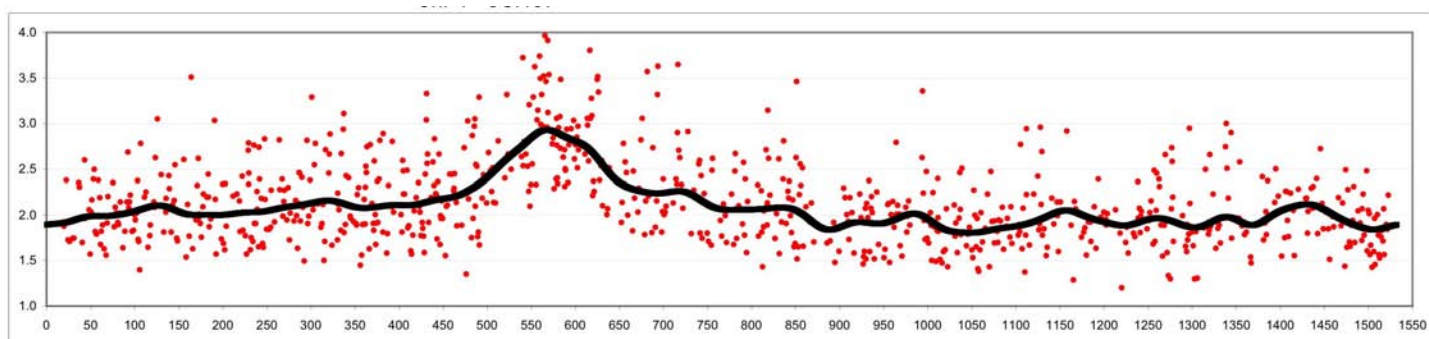

**YJL8826 - Linker L13+L17**

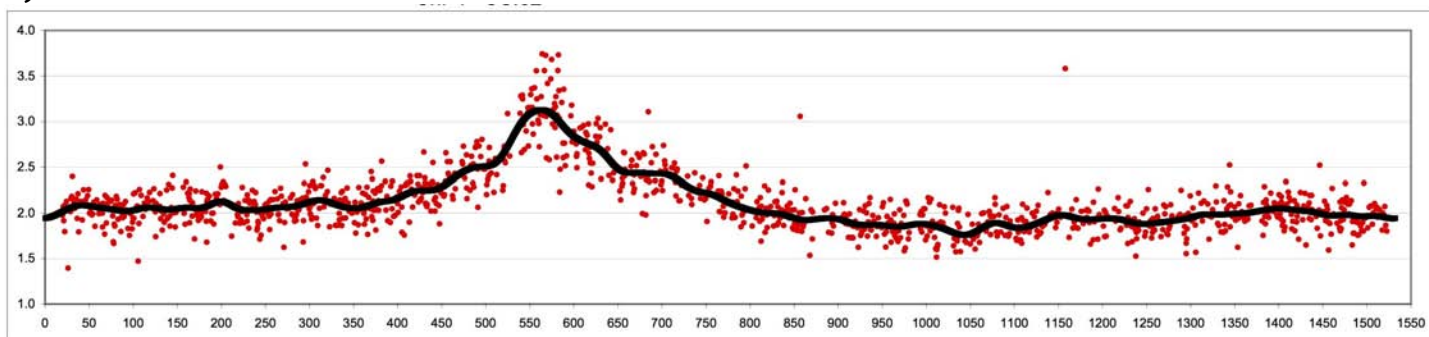

**YJL8828 - Linker L21+L23**

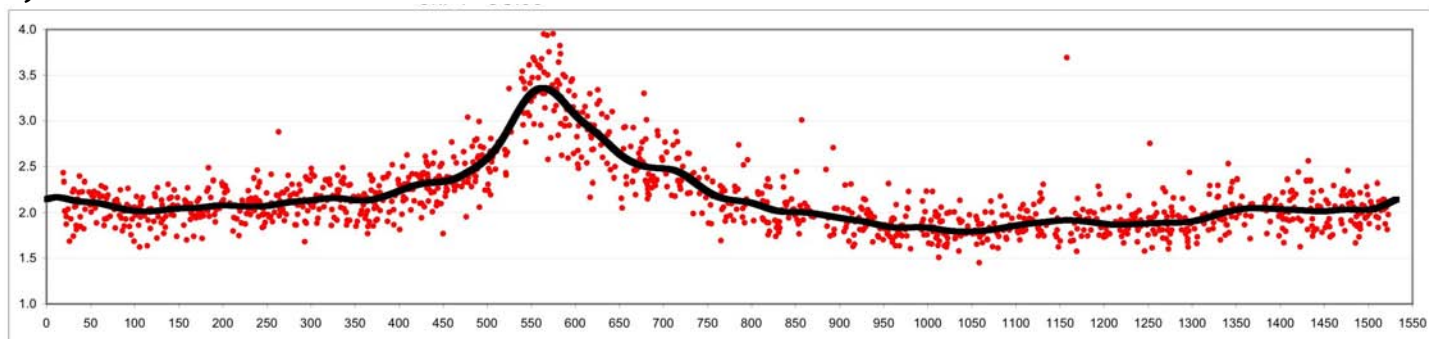

**YJL8828 - Linker L21+L23**

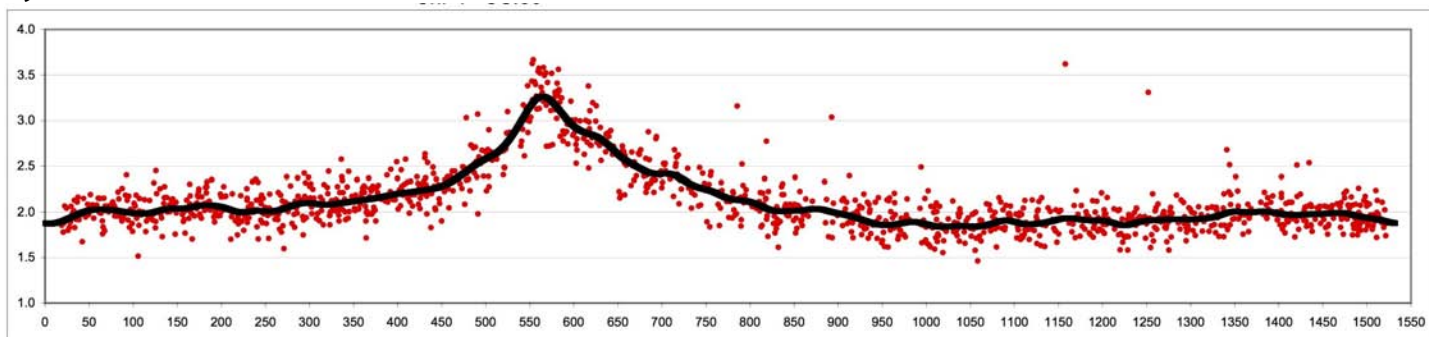

**YJL8830 - Linker L9+L17**

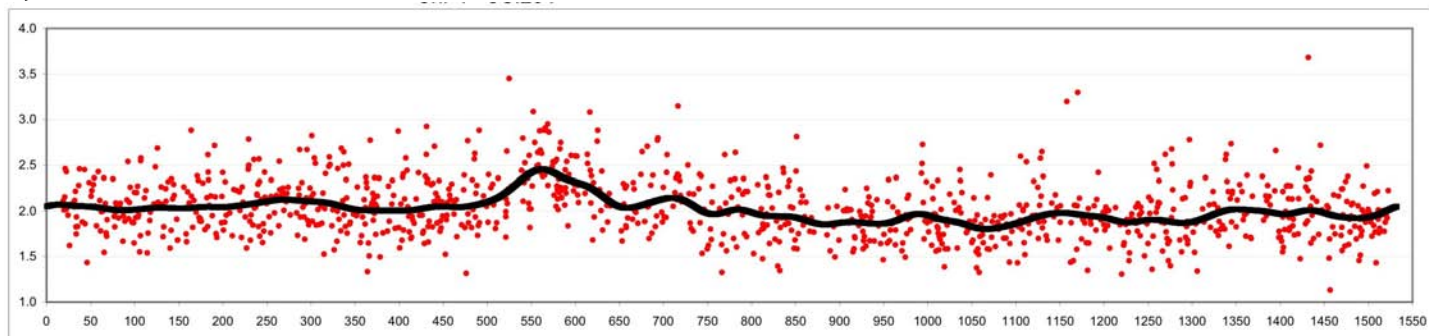

**YJL8830 - Linker L9+L17**

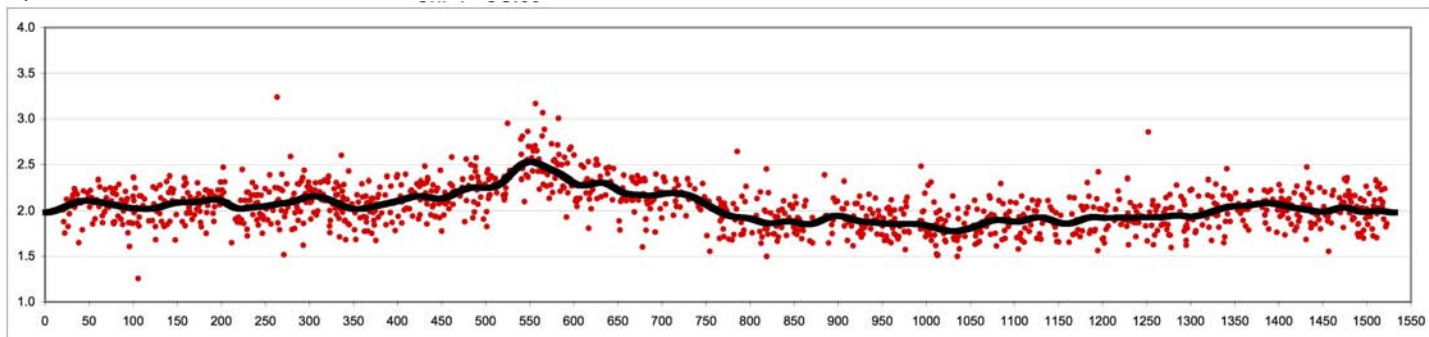

**YJL8832 - Linker L11+L17**

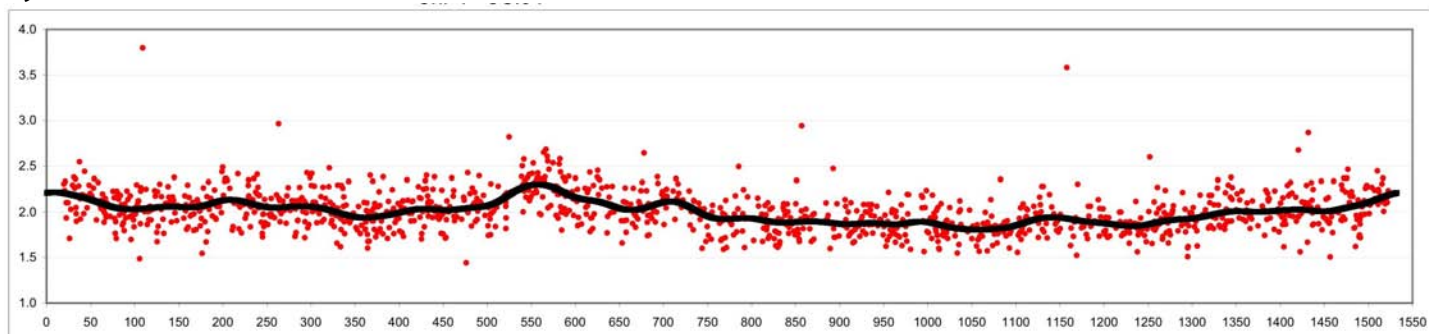

**YJL8832 - Linker L11+L17**

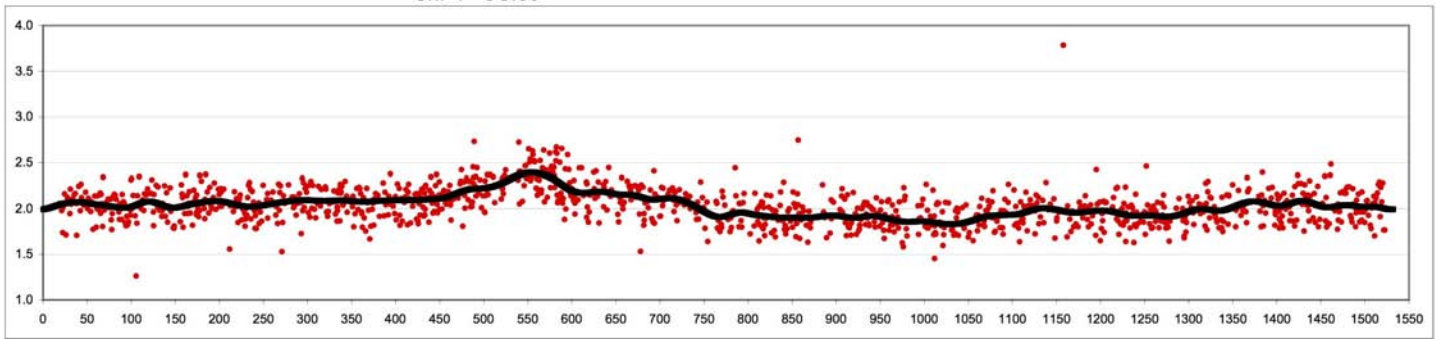

**YJL8834 - Linker L15+L17**

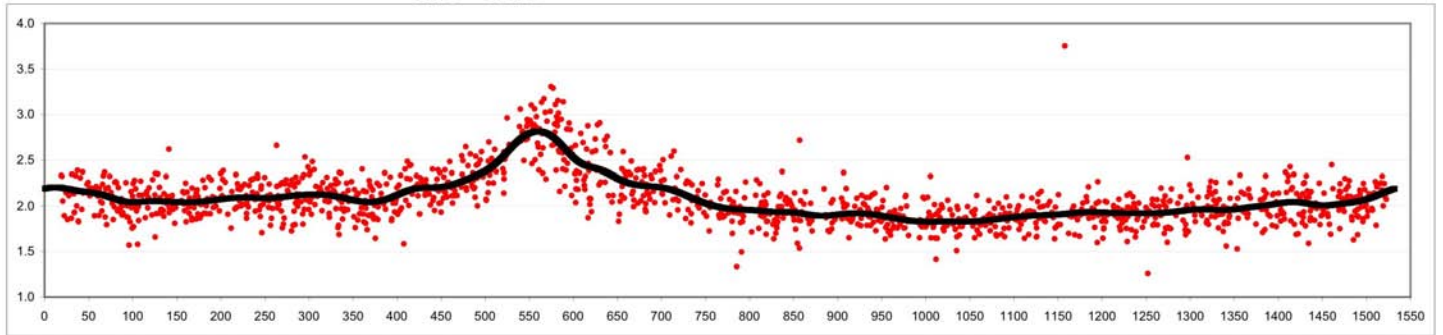

**YJL8834 - Linker L15+L17**

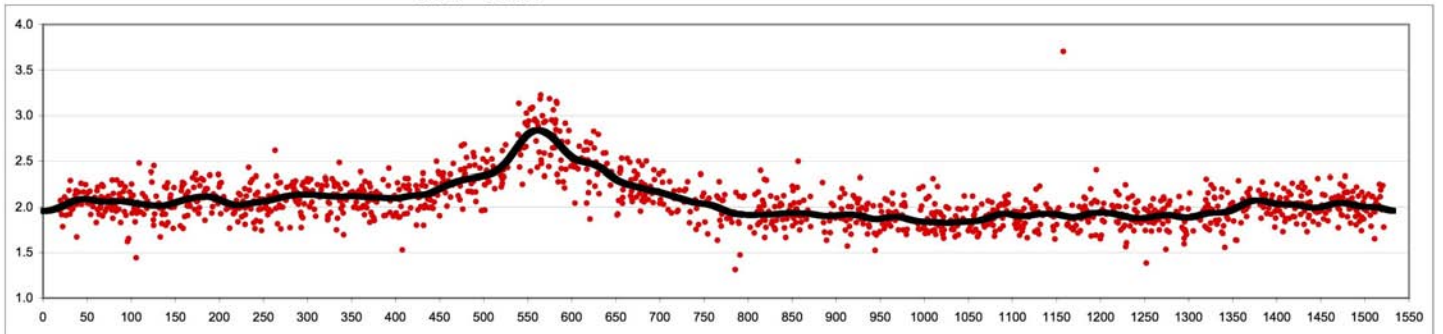

**YJL8836 - Linker L9+L13**

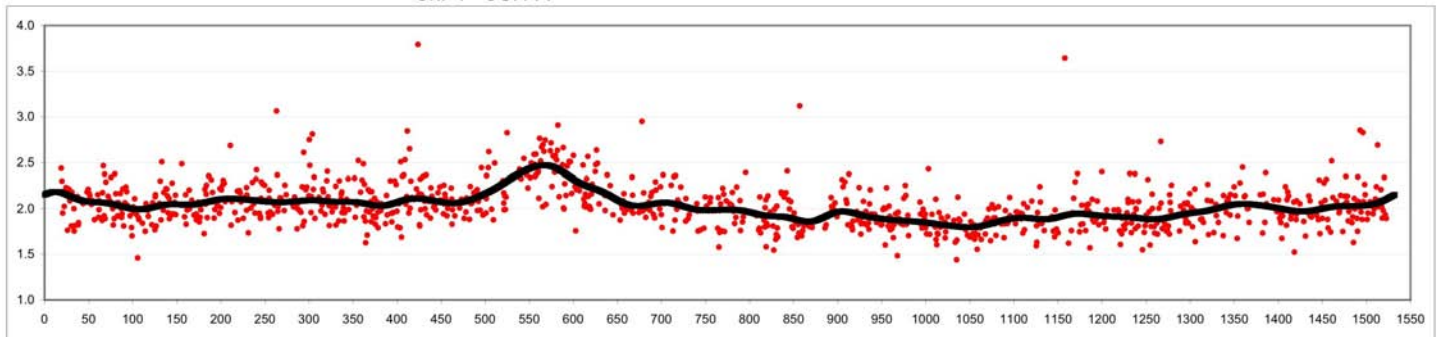

**YJL8836 - Linker L9+L13**

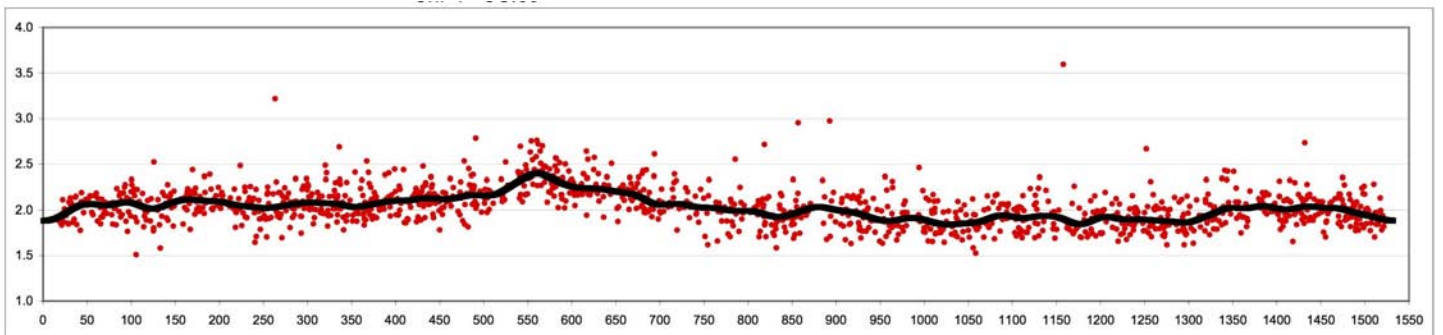

**Supplemental Figure 4B**  
**YJL8838**

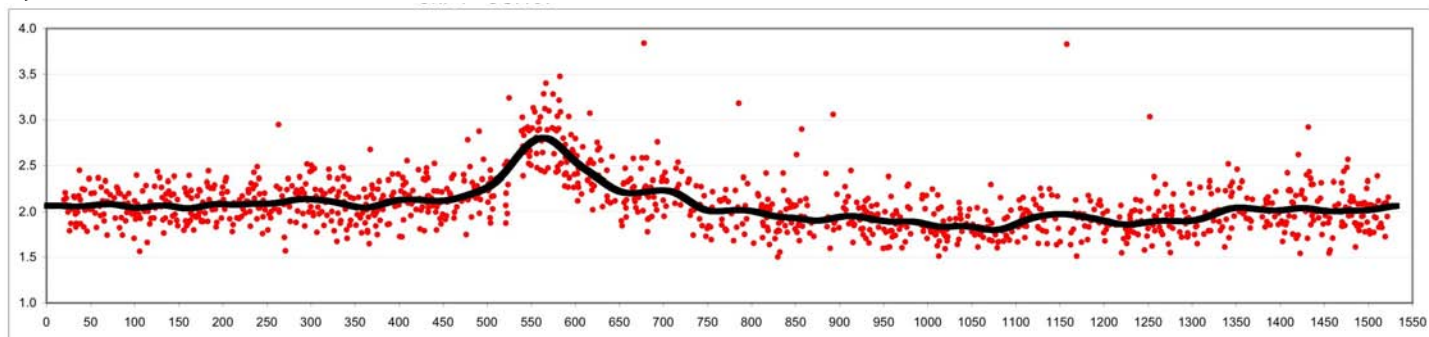

**YJL8838**

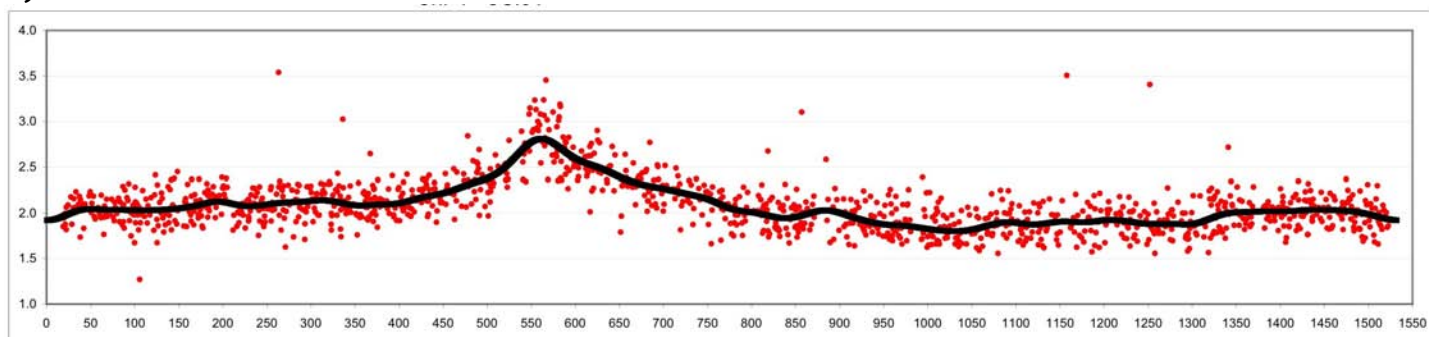

**Supplemental Figure 4C**  
**YJL9566 – ARS1238 control**

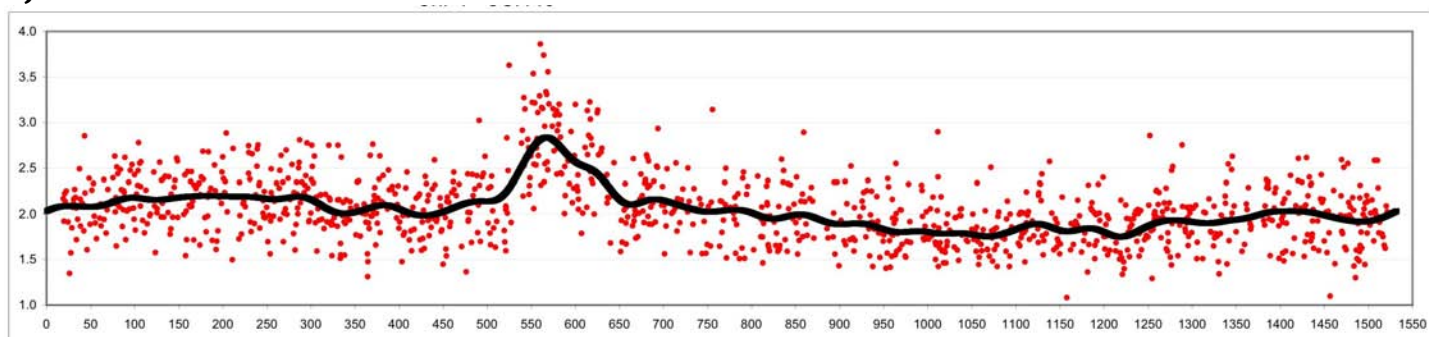

**YJL9567 – ARS1238 control**

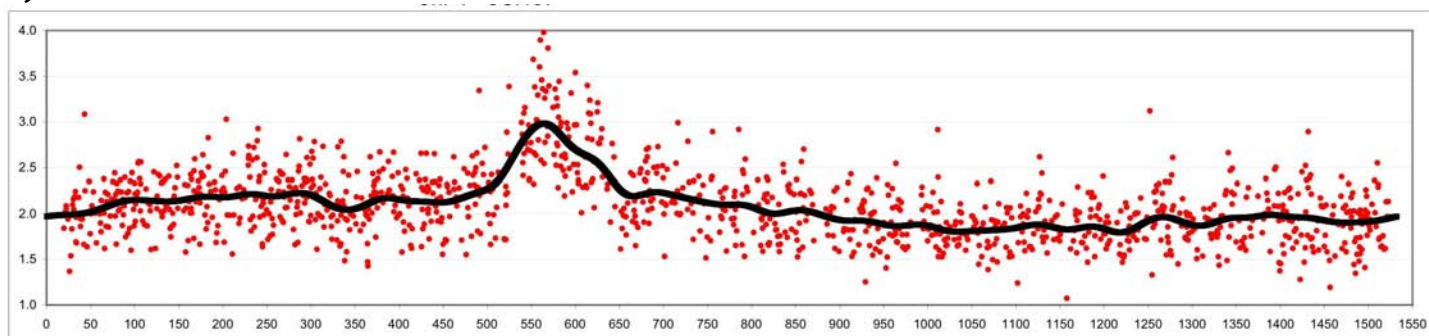

**YJL10271 - ARS1238 Linker A**

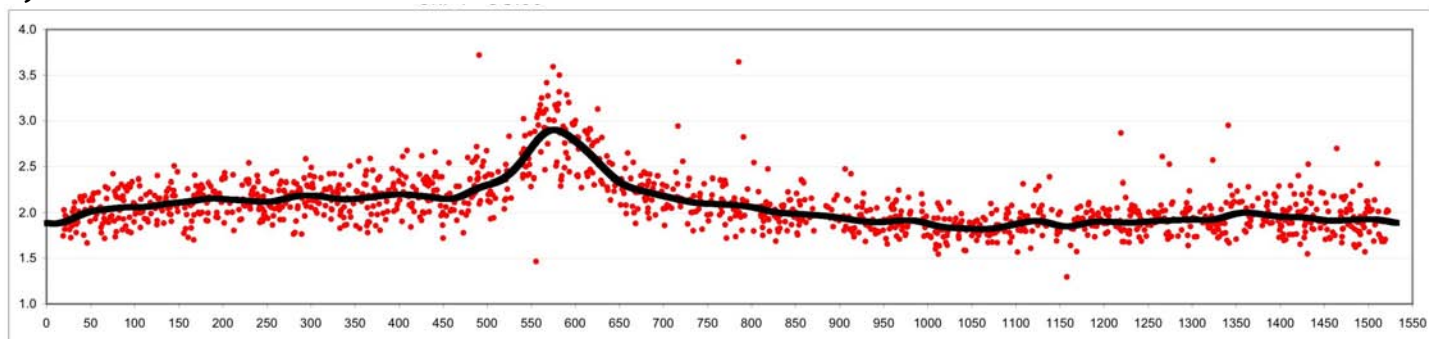

**YJL10272 - ARS1238 Linker A**

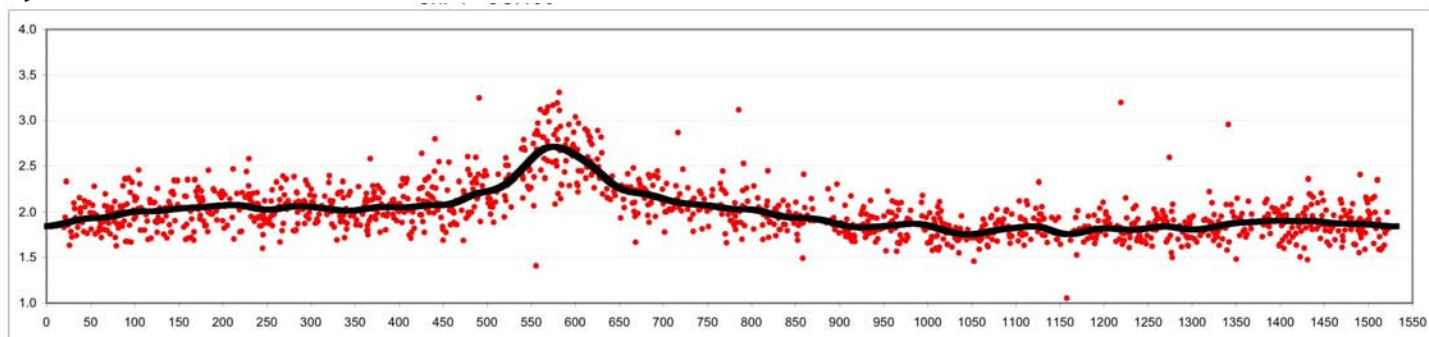

**YJL10273 - ARS1238 Linker B**

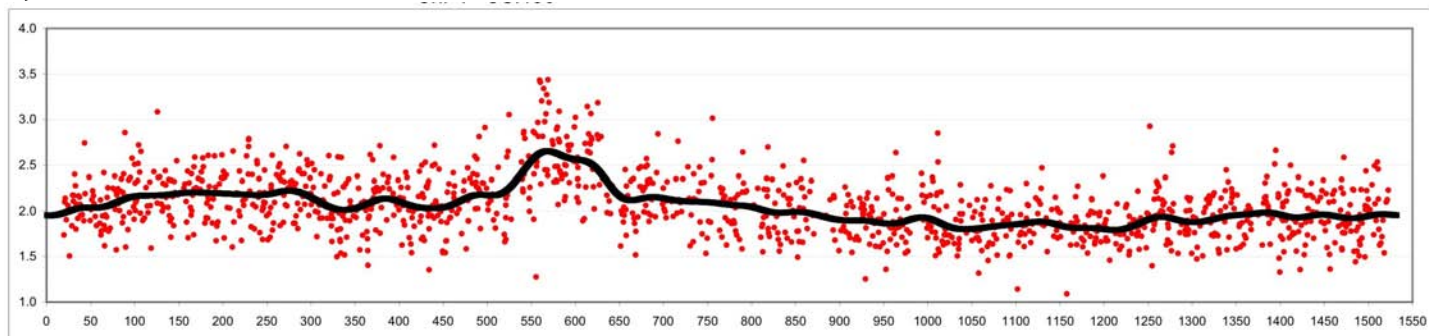

**YJL10274 - ARS1238 Linker B**

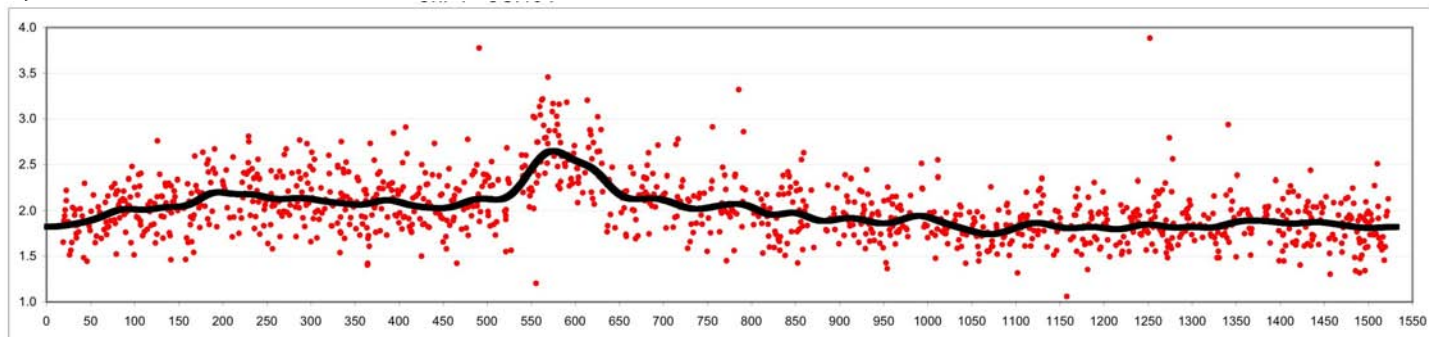

**YJL10275 - ARS1238 Linker C**

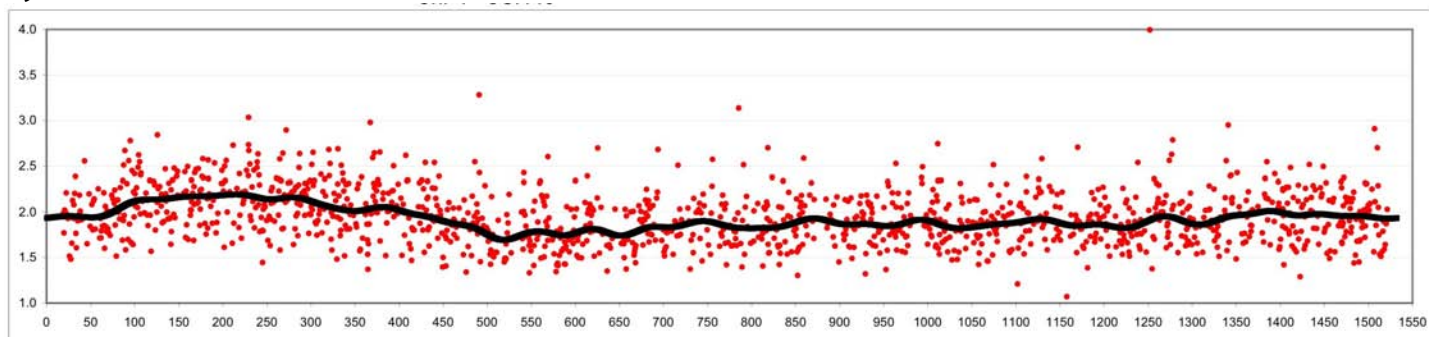

**YJL10276 – ARS1238 Linker C**

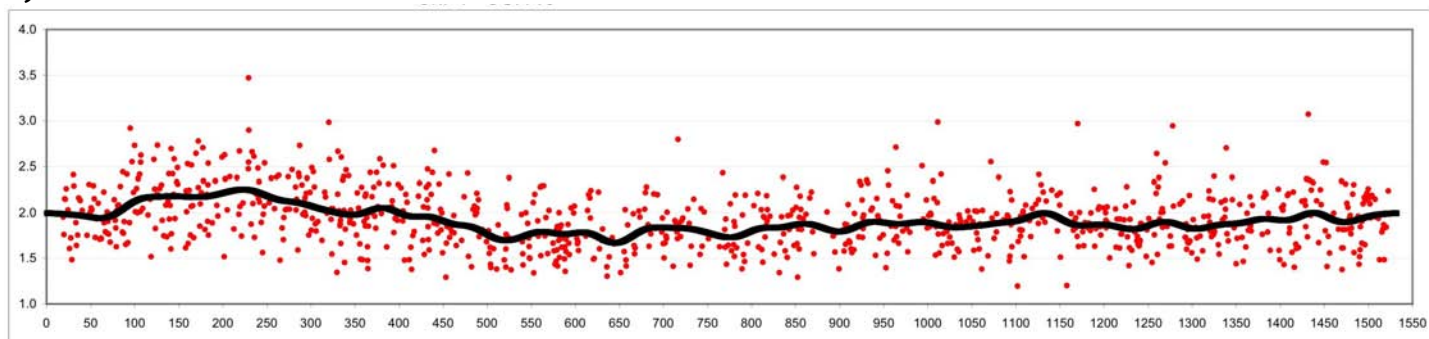

**YJL10277 – ARS1238 Linker D**

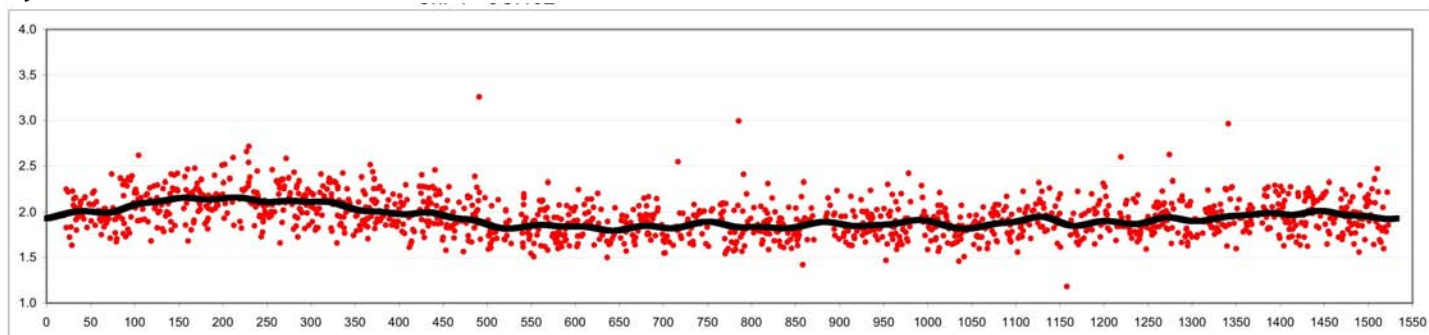

**YJL10278 – ARS1238 Linker D**

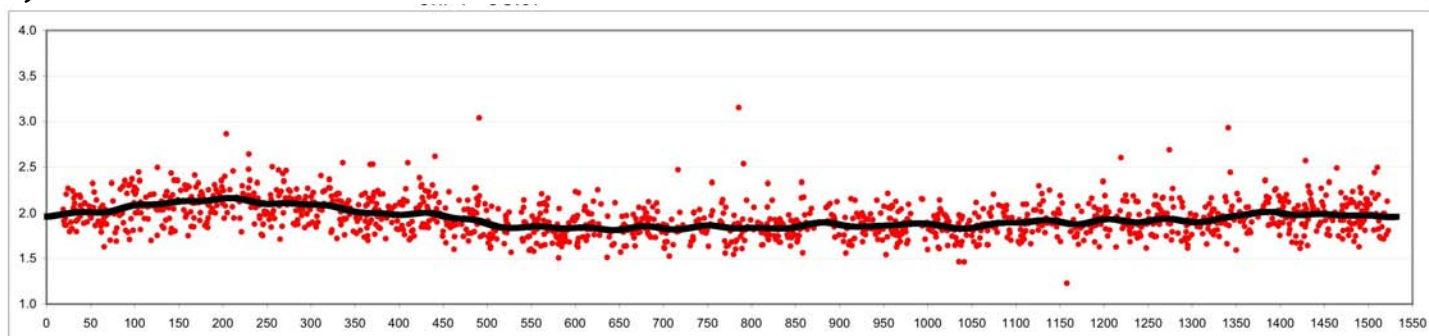

**YJL10279 – ARS1238 Linker E**

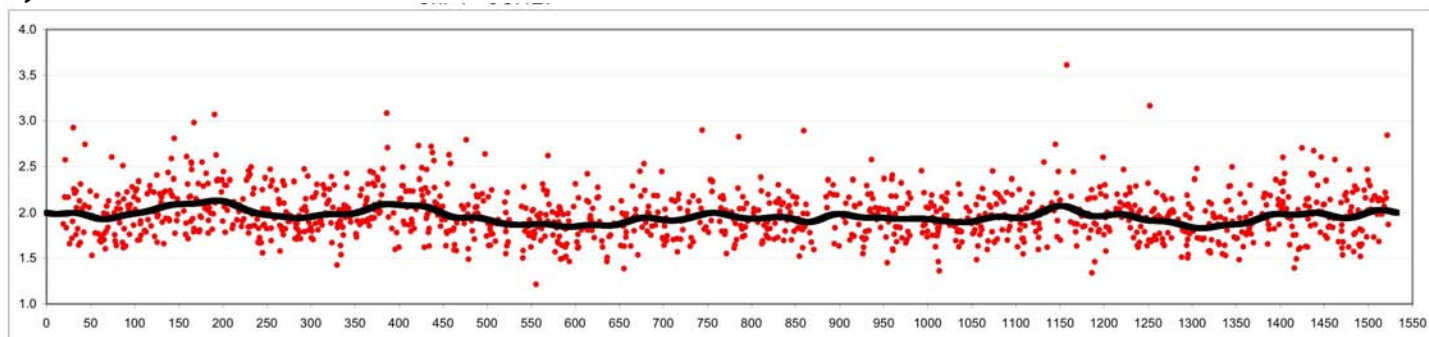

**YJL10280 – ARS1238 Linker E**

YJL10281 – ARS1238 Linker F

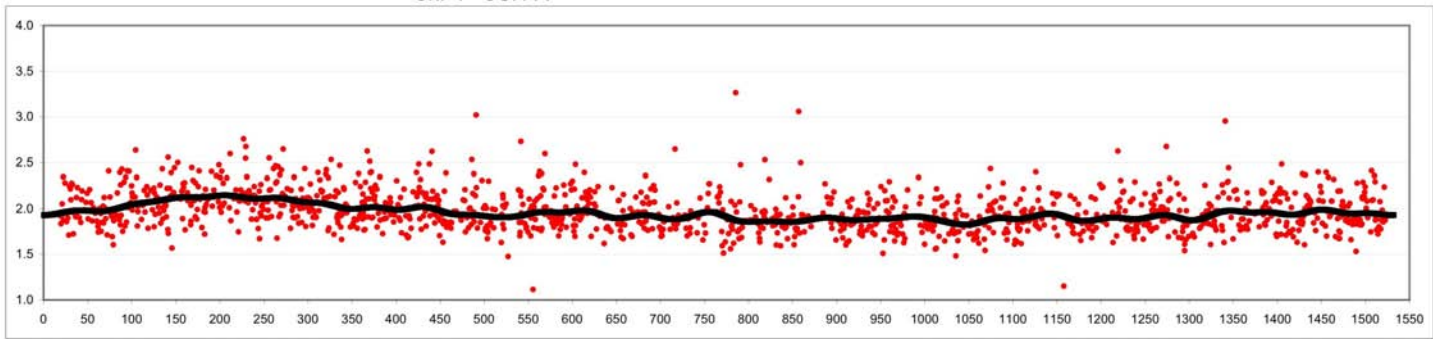

YJL10282 – ARS1238 Linker F

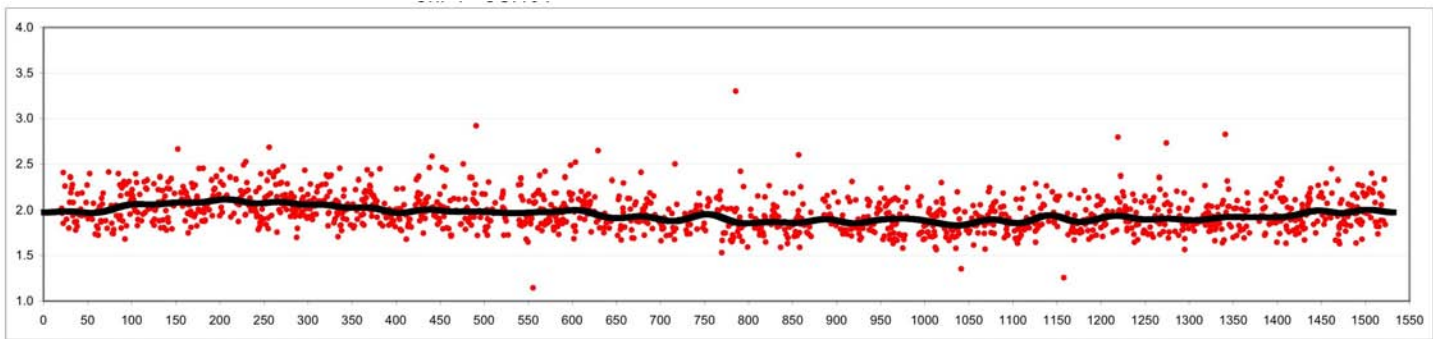

YJL10283 – ARS1238 Linker G

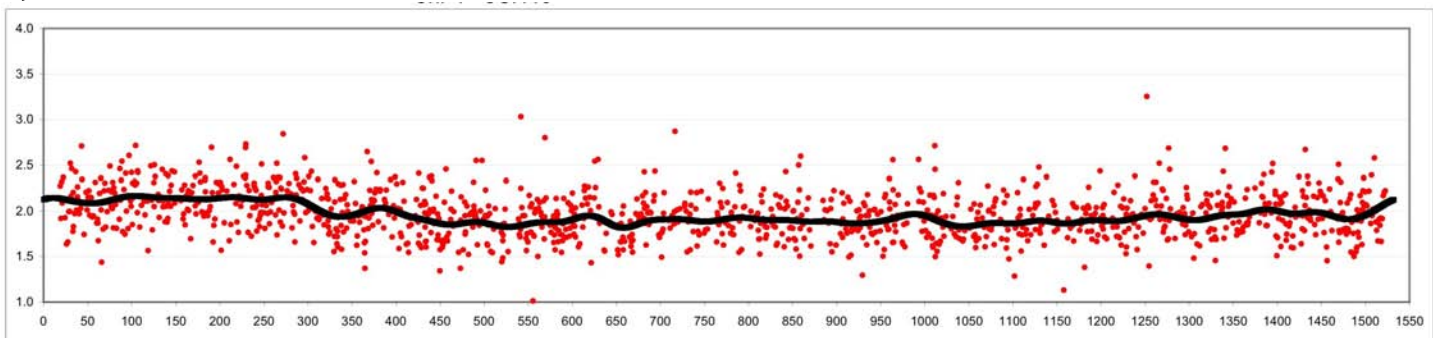

YJL10284 – ARS1238 Linker G

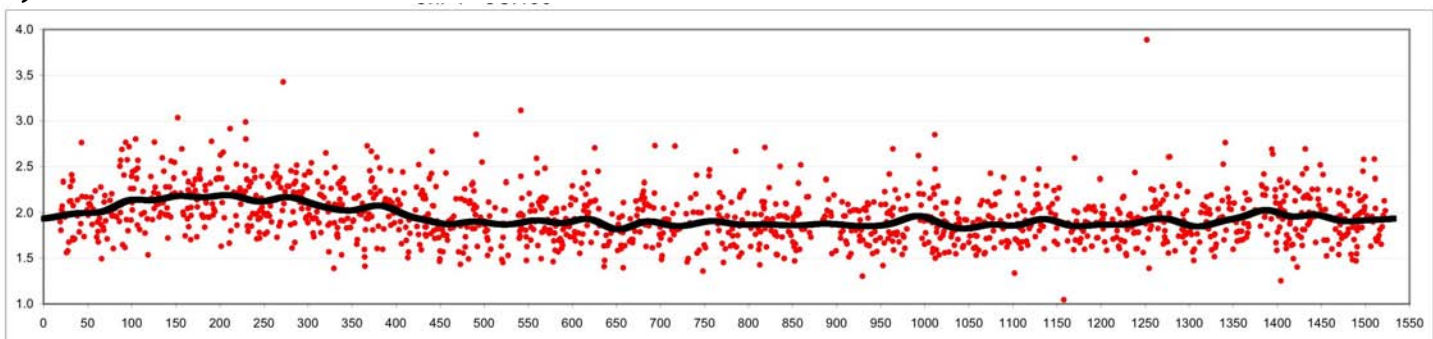

YJL10285 – ARS1238 Linker H

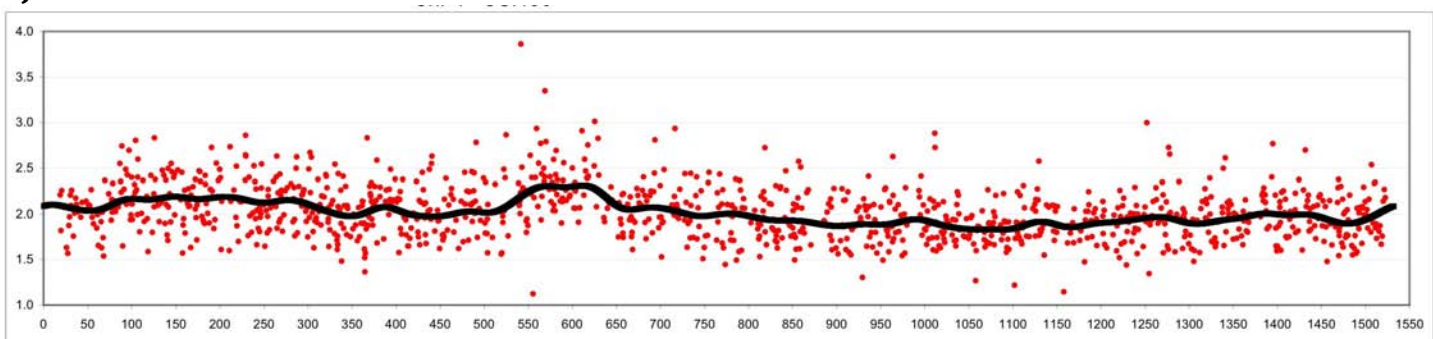

## YJL10286 – ARS1238 Linker H

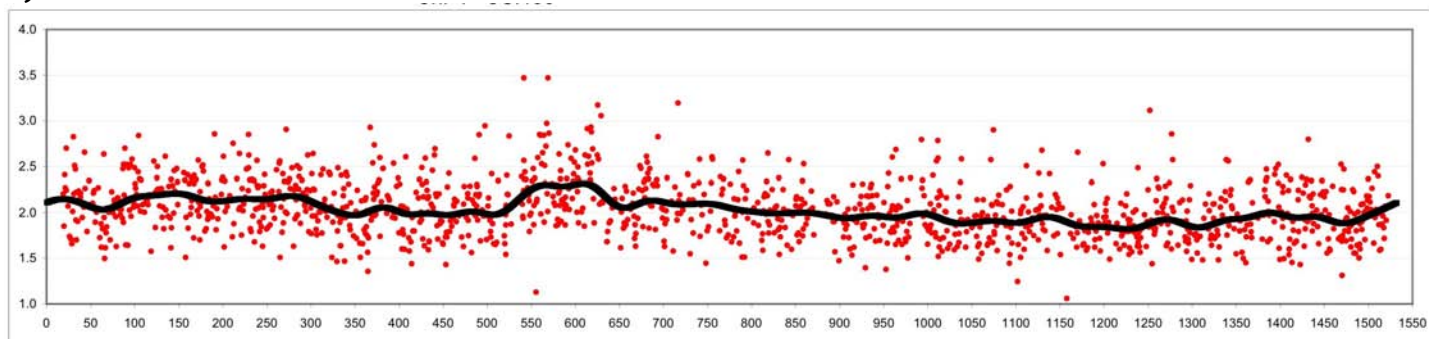

## Supplemental Figure 5 YJL8398 – control

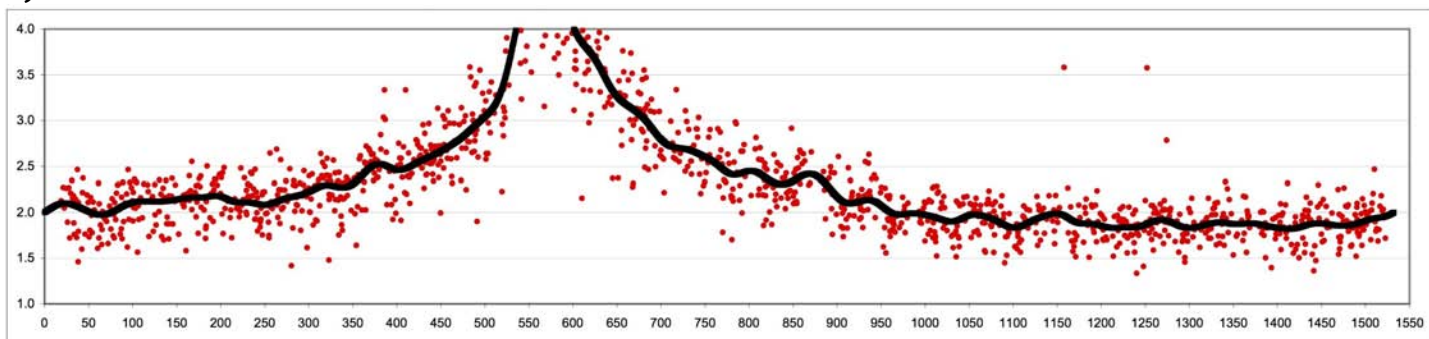

## YJL8399 – control

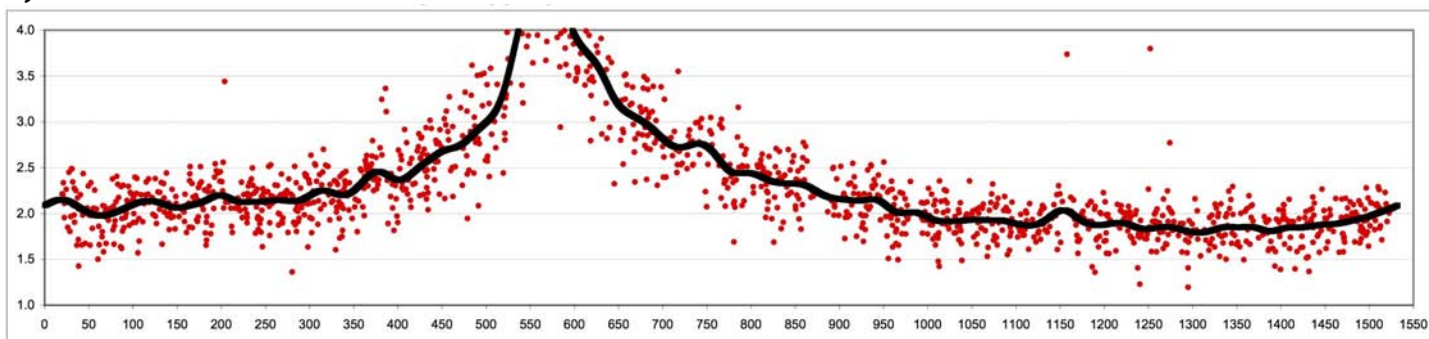

## YJL10319 – C-D Reverse

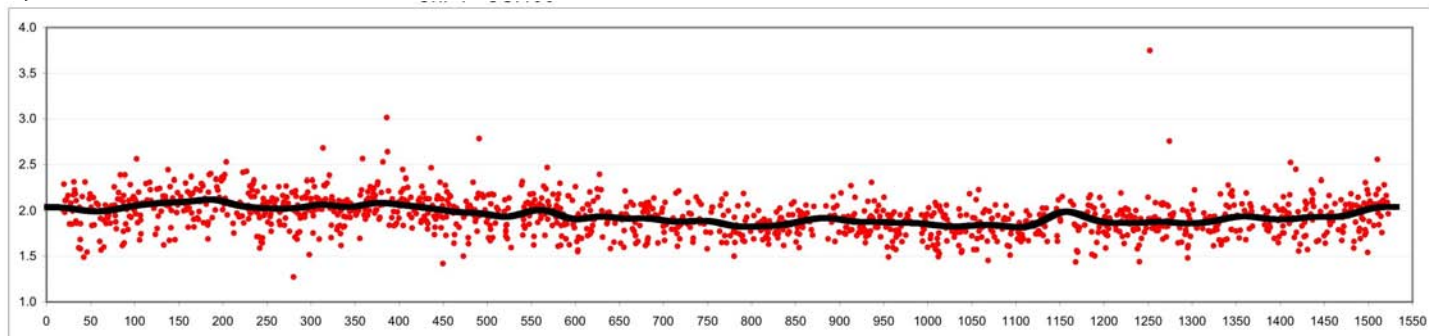

**YJL10320 - C-D Reverse**

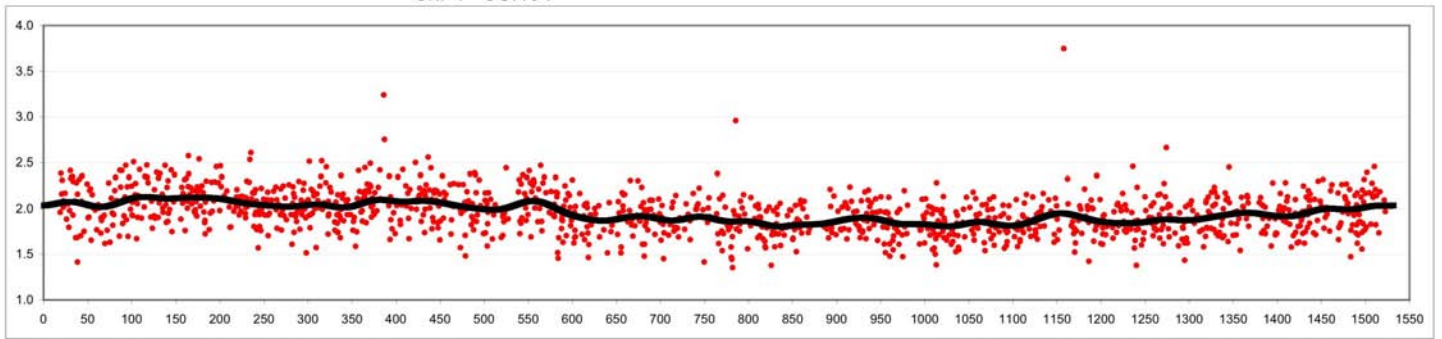

**YJL10321 - C-D Transversion**

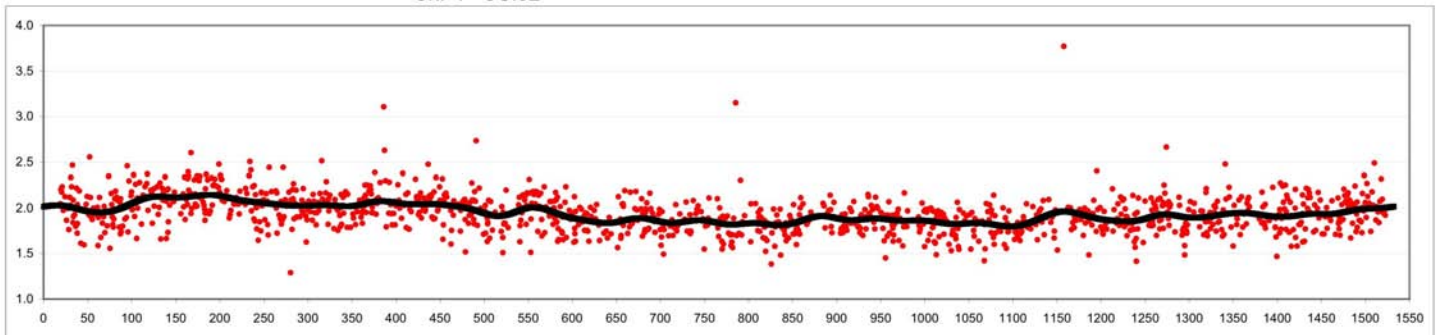

**YJL10322 - C-D Transversion**

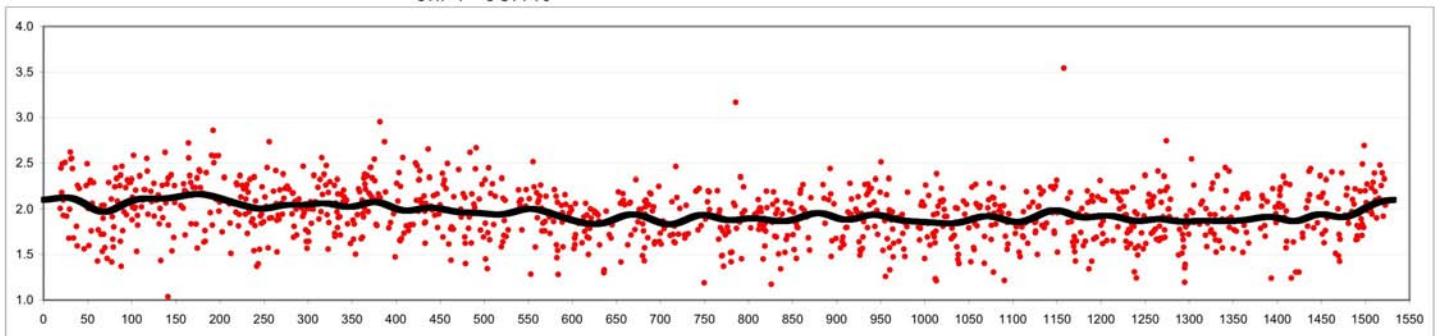

**YJL10323 - C-D Scramble**

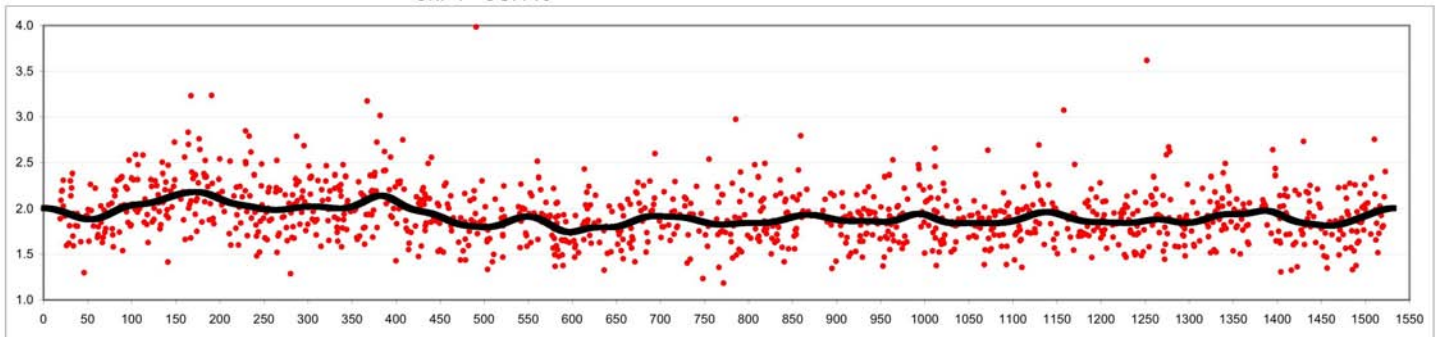

**YJL10324 - C-D Scramble**

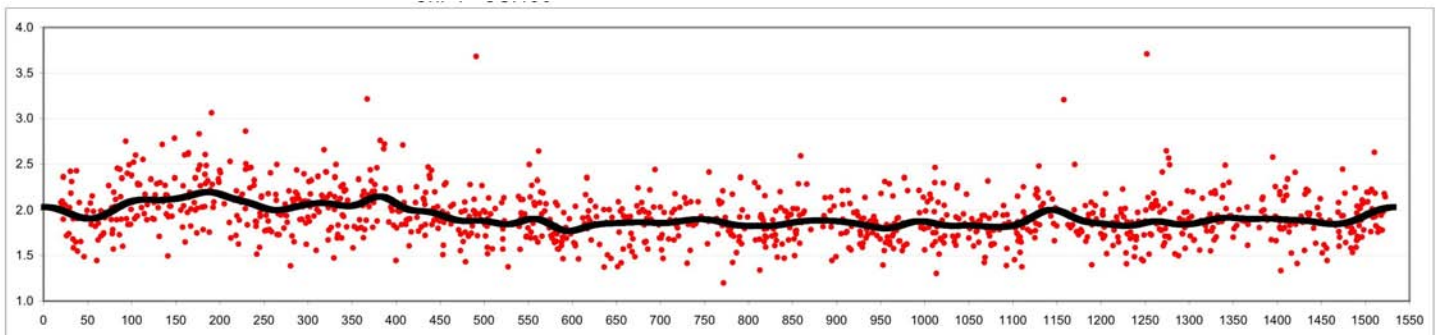

**YJL10325 - C Transversion**

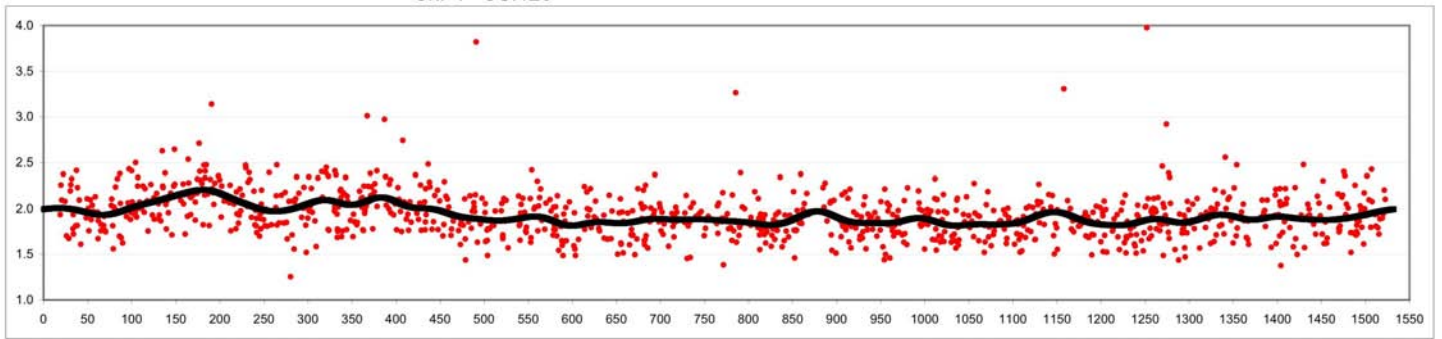

**YJL10326 - C Transversion**

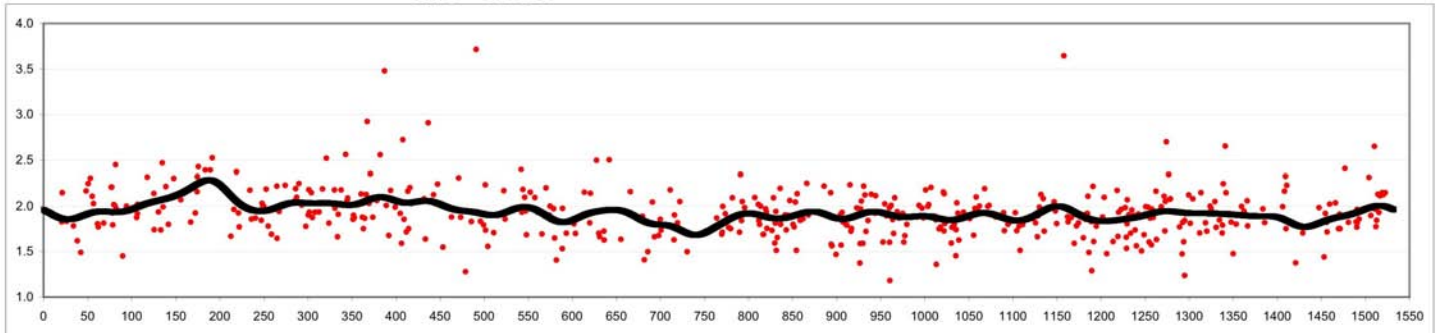

**YJL10327 - D Transversion**

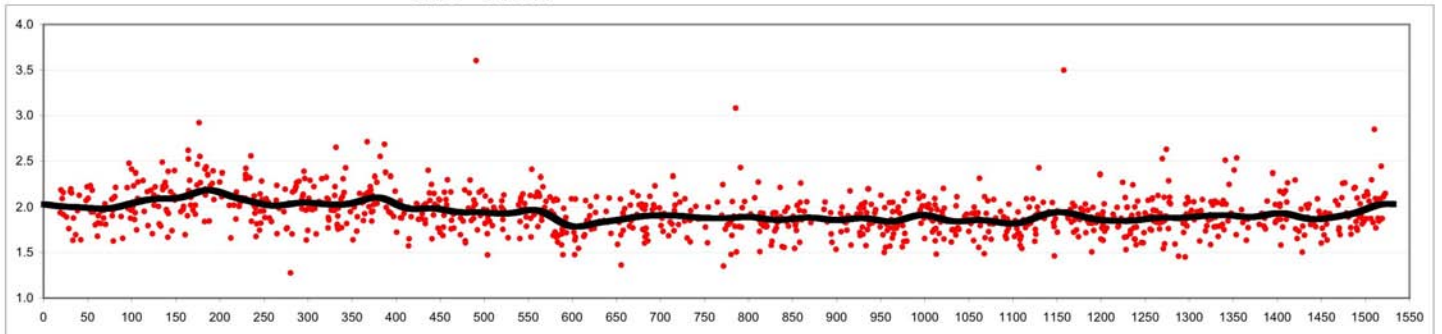

**YJL10328 - D Transversion**

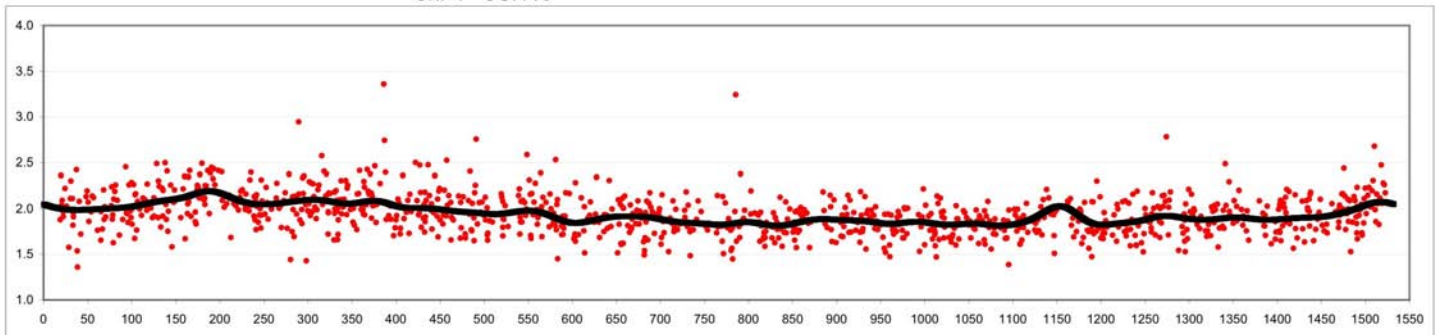

**YJL10329 - C1 Transversion**

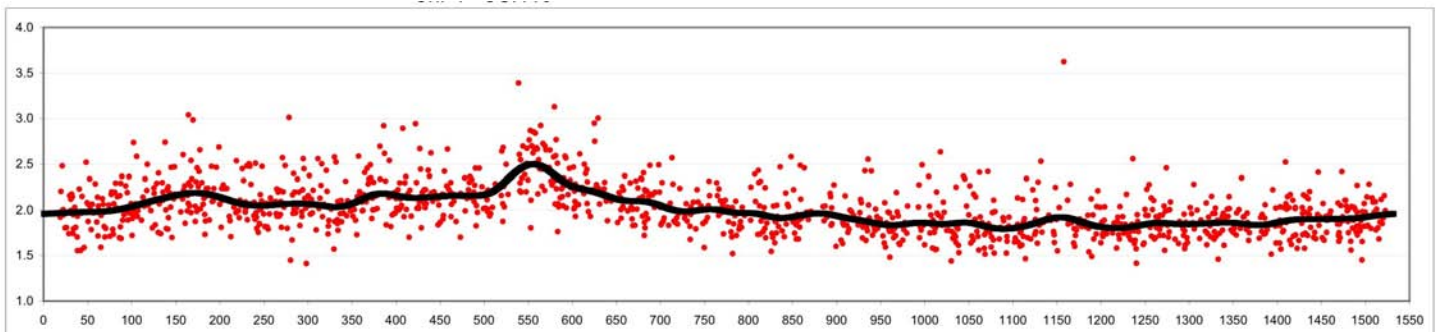

### YJL10330 - C1 Transversion

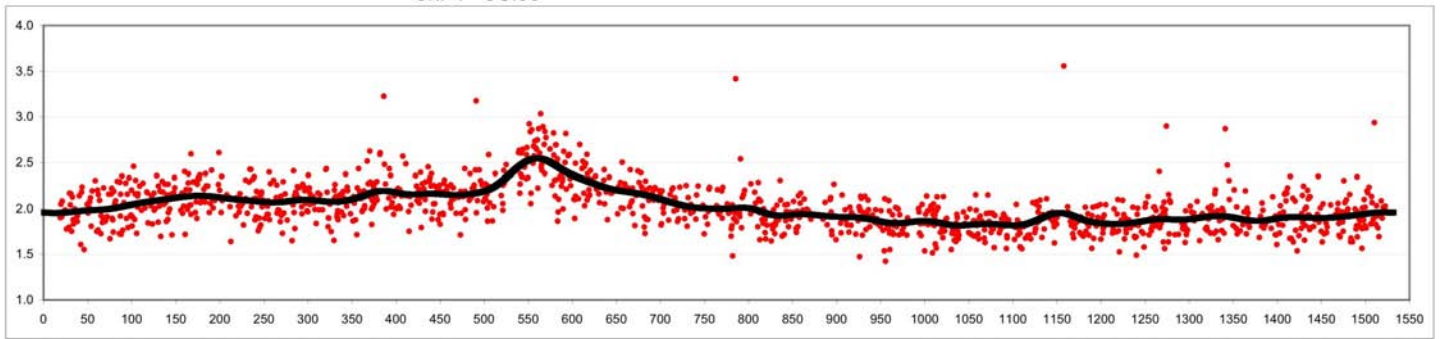

### YJL10331 - C2 Transversion

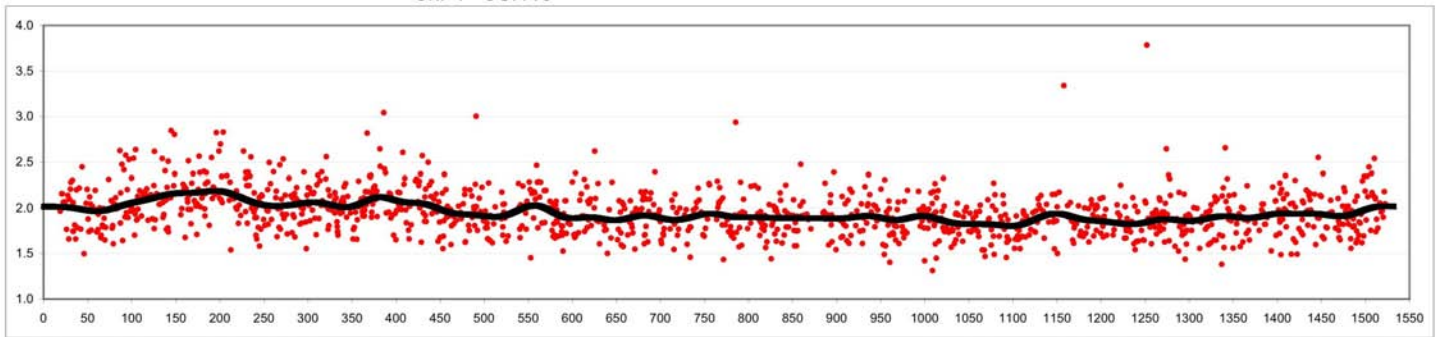

### YJL10332 - C2 Transversion

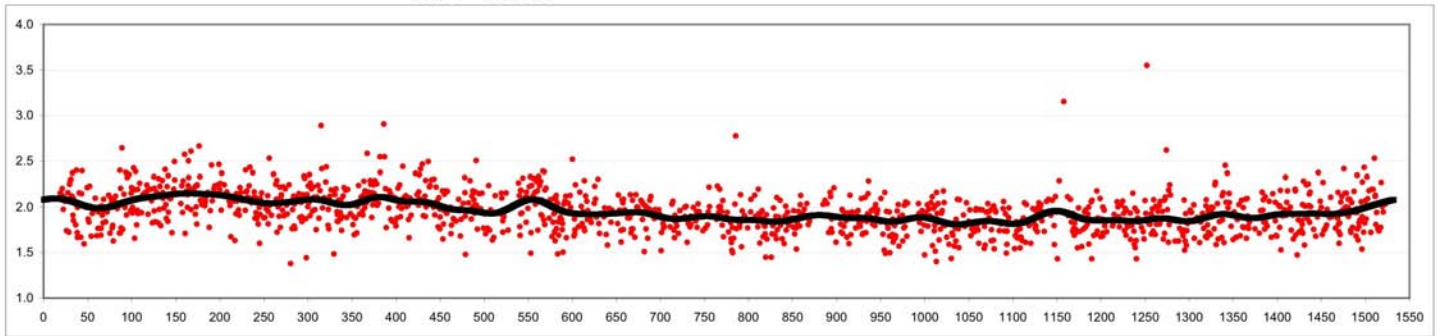

### YJL10333 - D1 Transversion

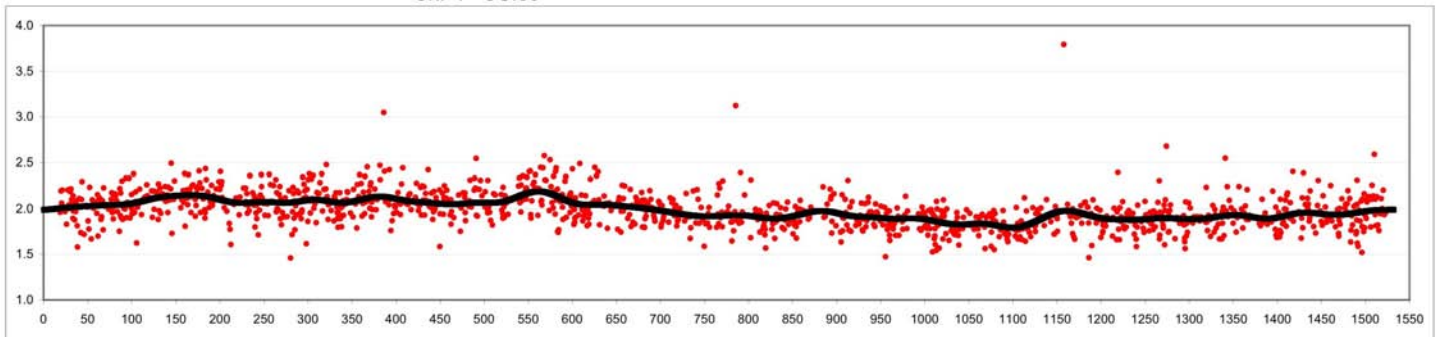

### YJL10334 - D1 Transversion

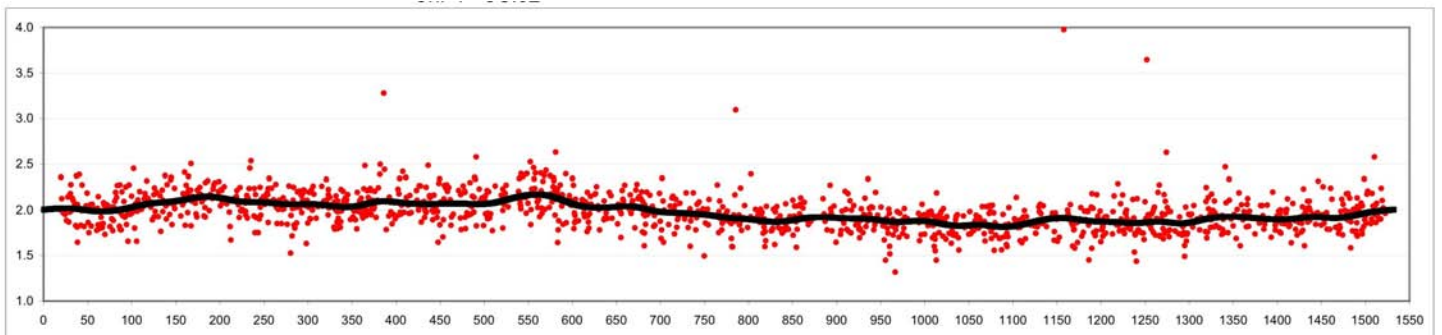

### YJL10335 - D2 Transversion

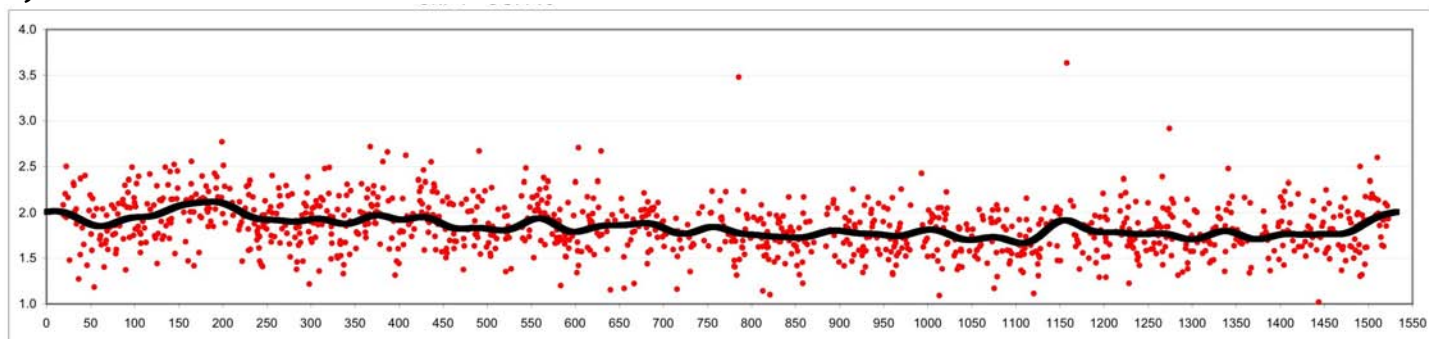

### YJL10336 - D2 Transversion

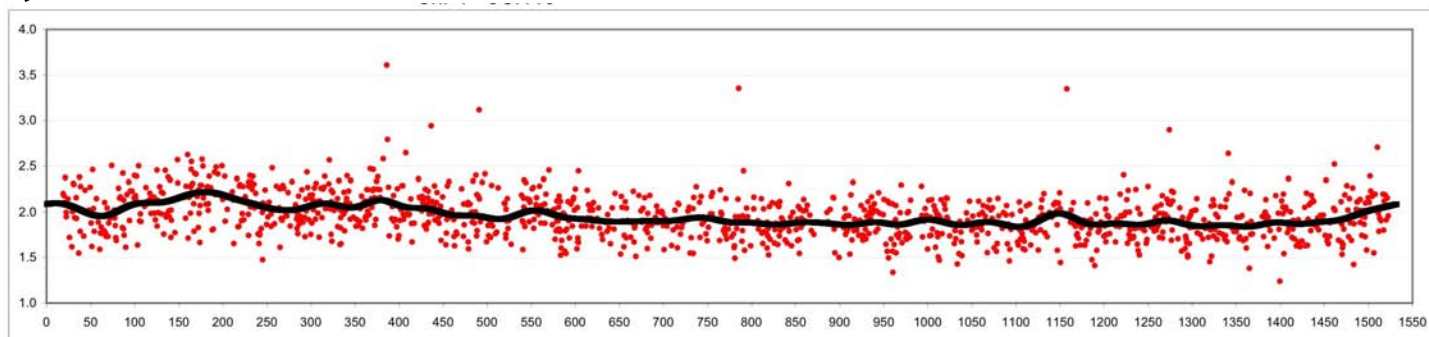

### Supplemental Figure 6A

#### YJL10160

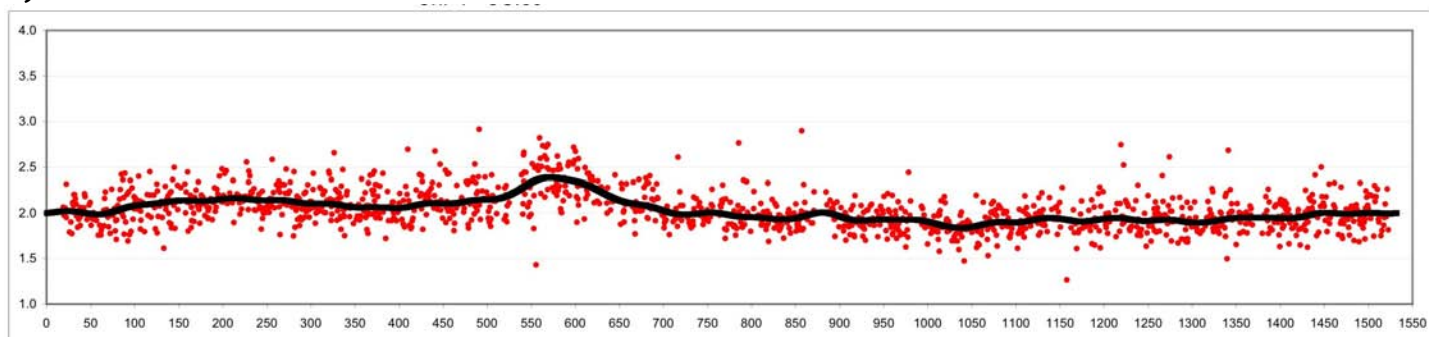

#### YJL10161

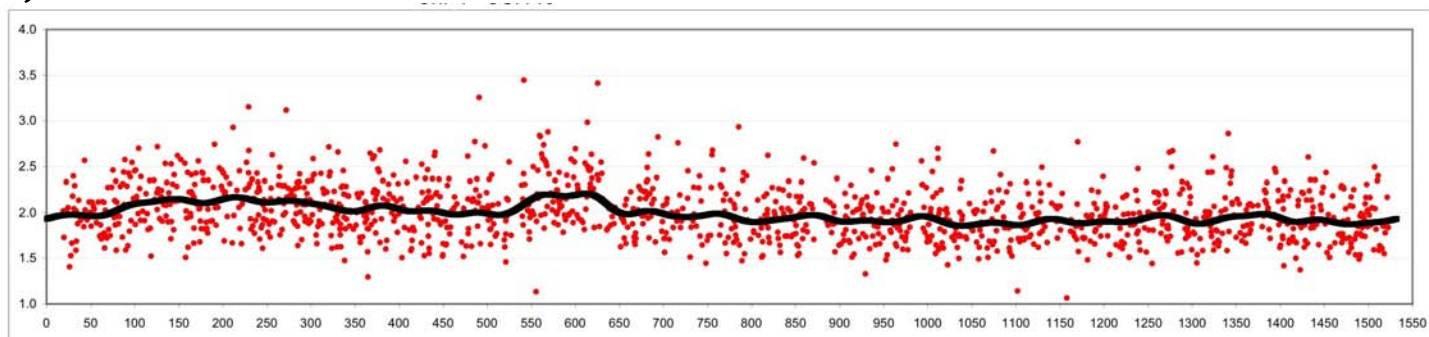

Supplemental Figure 6B  
YJL9082 - 6 hour

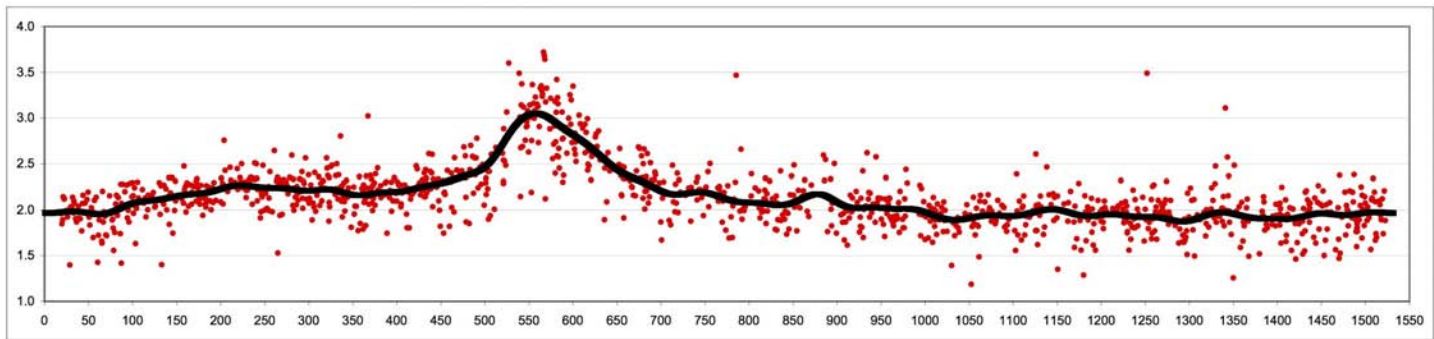

YJL9082 - 6 hour

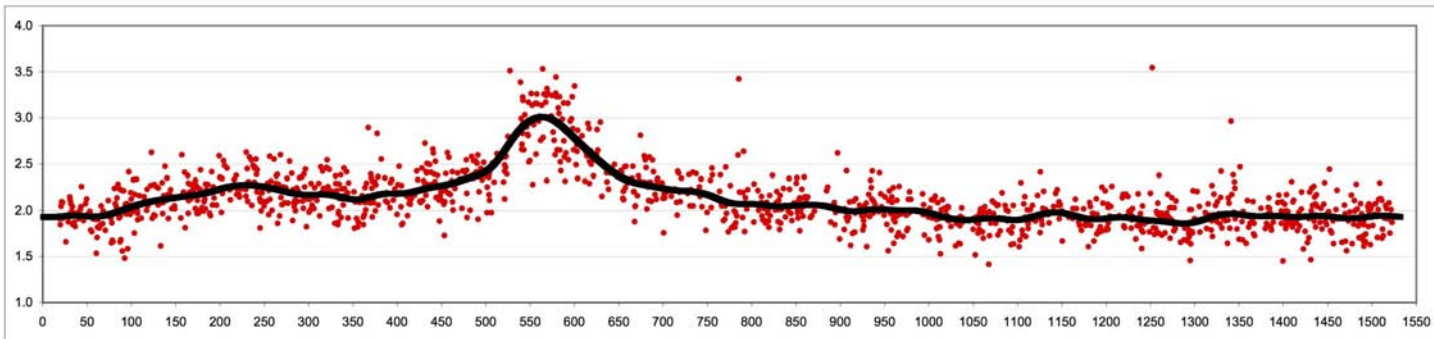

YJL9084

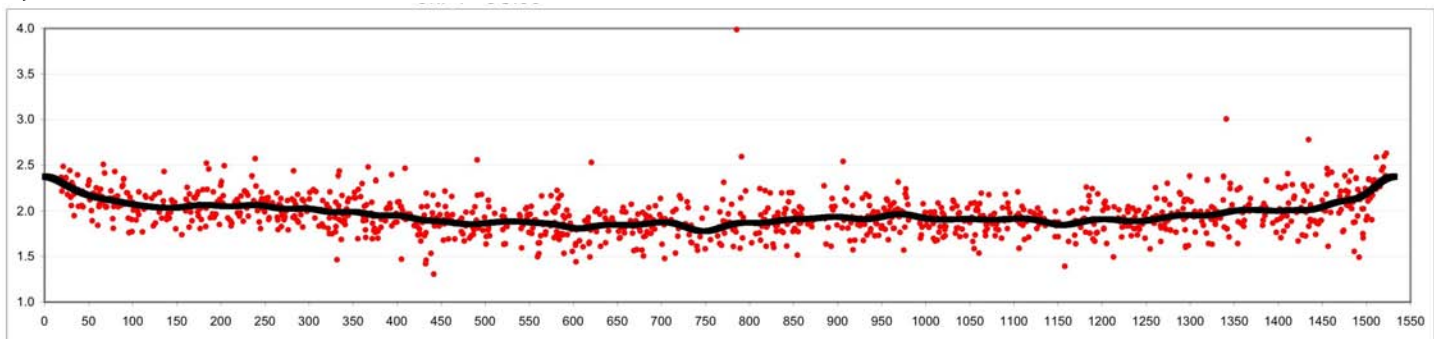

YJL9084

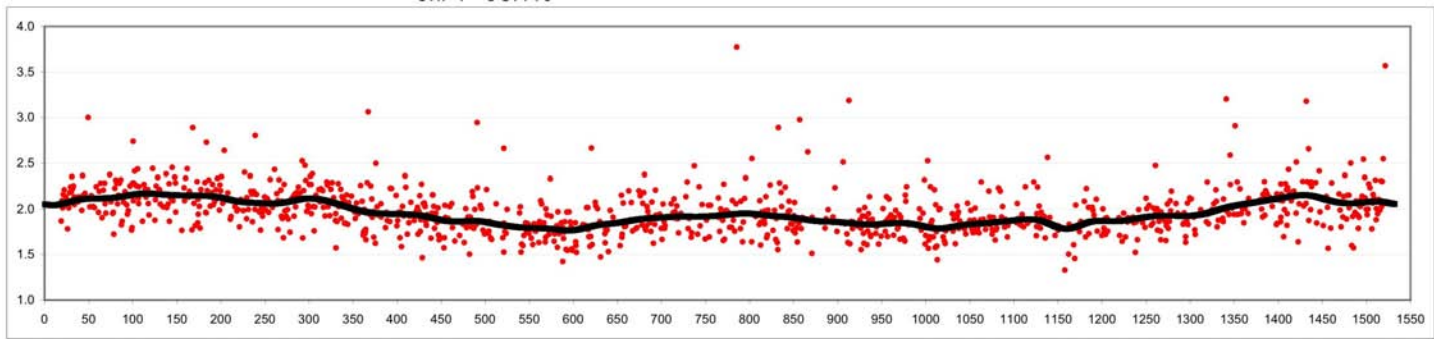

YJL9086

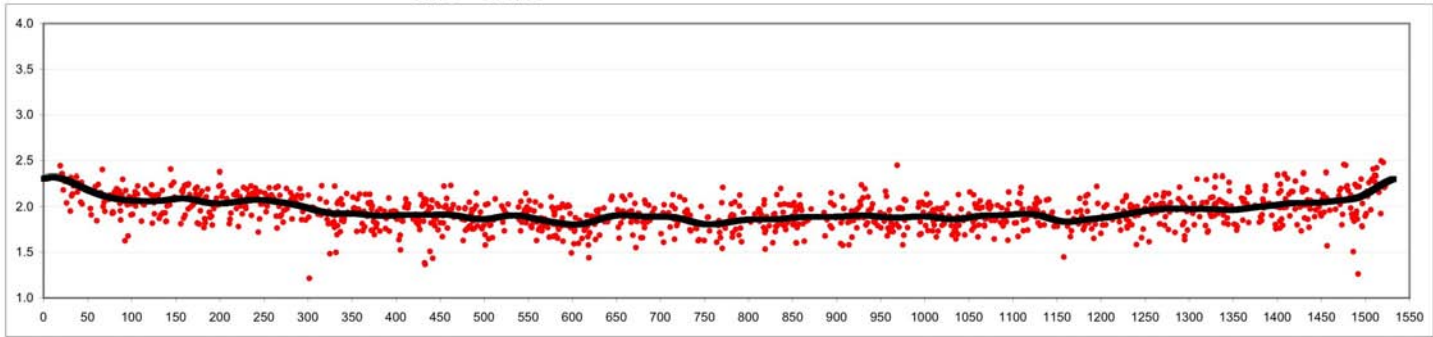

YJL9086

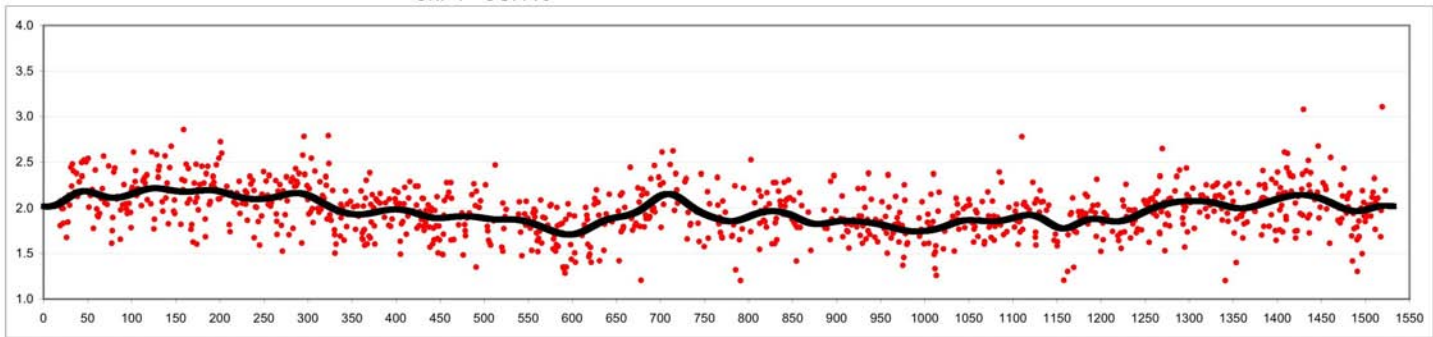

YJL9088 - 6 hour

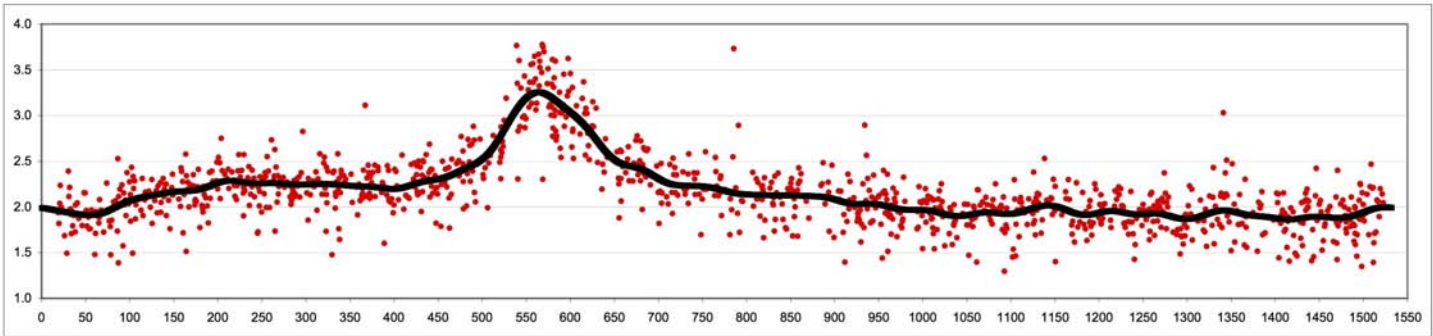

YJL9088 - 6 hour

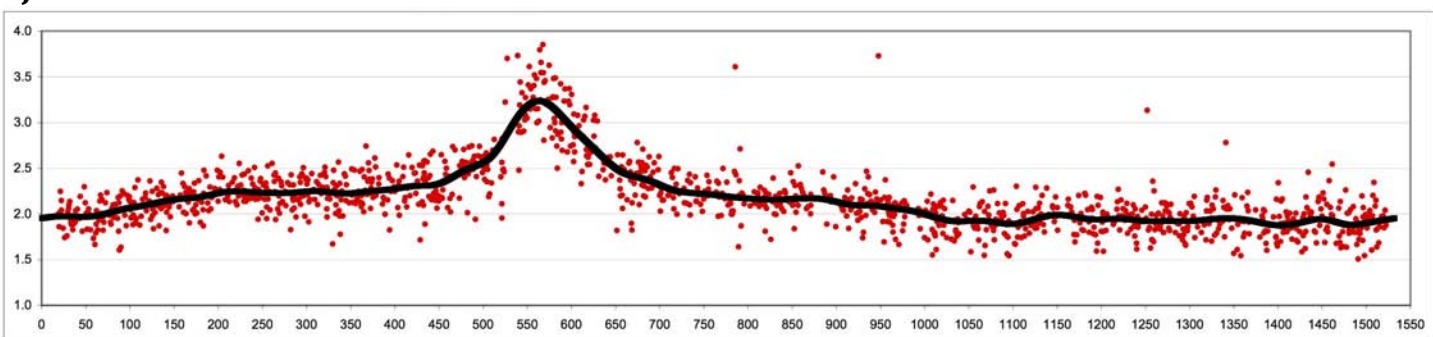

**Supplement:** Document S1 — Raw normalized data (red dots) and smoothed line (black line) used to generate composite profiles or percent re-replication efficiency for all the other figures of this manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

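DNA content was measured on 282 arrays of *S. cerevisiae* strains, 264 of re-replication and 18 of S phase replication, each with the same 13656 probes. On each array Cy5-labelled DNA of the sample was compared with Cy3-labelled reference DNA. For re-replication the cells had been arrested in metaphase with nocodazole and induced with galactose for 3 or 6 hr. For S phase they had been released from alpha factor into hydroxyurea. According to the authors' methods and as deposited, the values are log2 of DNA content in C, made by dividing the Cy5 by the Cy3 signal of each spot and scaling the mean ratio of an array to 2C (1.5C in S phase). In the table the mean of the values taken out of log2 was 1.99C to 2.06C on re-replication arrays and 1.50C to 1.51C on S phase arrays. The moving median and the Fourier smoothing of the methods come later and were not applied. Spot filter, background correction and genome build are not given in the sources used here.

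Probes were placed by their names. Of 6470 probes in genes and 5811 between genes, 11425 were placed by a gene of the R64 yeast annotation, 61 by the base name of a gene and 795 between numbered neighbours, while 1375 probes had no systematic name. The positions of genes in R64 were matched to the kb positions in the paper's locus names, on the untested assumption that both share a build. None of these positions is printed here, and a window set by neighbouring genes is among the alternatives. Left out were 83 probes of retrotransposon reading frames, 25 of the region that the methods exclude and 1449 with a value on fewer than 25% of the arrays, which left 10724. As deposited, 4345 to 11788 of all 13656 probes held a value on re-replication arrays (median 10279). On S phase arrays 6203 to 11835 did (median 10959). After the restoring of rows described below, the medians were 10216.5 and 9358, and the lowest S phase count was 5255. The number of arrays, and at each locus the number of probes, limit the precision. Signal over background is not given in the sources used here.

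On 27 arrays of 12 conditions (15 of re-replication and 12 of S phase) the values did not match their probe names. The median correlation of their empty probes with those of the other arrays was 0.0671, and of their profile 0.0522. Moving each block of 100 values to the place where the empty probes matched restored 10900 probes in 109 of 116 blocks, after which the median of the empty probes was 0.656. The profile of the 15 re-replication arrays then had a median correlation of 0.72, against 0.635 on the 249 in order. That profile says nothing of S phase arrays, whose windows were compared with those of the 6 S phase arrays in order. The 12 restored ones had a median correlation of 0.946 with them (0.00944 as deposited), 0.847 to 0.965 on the rip317 arrays and 0.1 on array 5 of the strain that the paper does not report. The step was chosen after the data were seen. The arrays are those of the 45, 53, 58, 63 and 73 bp spacings of *RIP1238*, the rip317 fusions in both kinds of experiment, 1 array of *RIP1238-ARS301* and 6 S phase arrays of a strain that the paper does not report. Across all re-replication arrays, 34716 pairs of profiles had correlations from −0.371 to 0.945 with a median of 0.282, and 10 pairs were below −0.3. The methods state which dye labelled which DNA, so the direction was kept.

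Each array was set to a mean of 2C (1.5C in S phase). The height of a locus was the median log2 value of its probes within 5 kb, with at least 3 probes required. The windows were ChrIII_292 kb (9 probes), ChrIV_567 kb (9 probes), ChrV_575 kb (5 probes) and ChrXII_889 kb (6 probes). The window of ChrV_575 kb was moved to the nearest one with enough probes after the data were seen. The remaining genome was divided into windows of 10 kb. Conditions were taken from the paper and its tables, and from the sample labels where the paper is silent. Where induction times, fragment ends or spacings differ between the paper and the labels, the paper's were used.

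Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 and R 4.3.3 with limma 3.58.1 were used. For locus heights, and for the genome-wide comparison after 6 hr, all re-replication arrays were fitted together in limma with 1 mean per condition, so that groups of 2 arrays share the estimate of the spread. The 2 genome-wide comparisons after 3 hr were fitted on their own 2 groups alone and that of S phase on its 12 arrays with the origin as a block, so the counts of windows after 3 hr and 6 hr come from fits of different form and are not to be set side by side. Adjusted p are Benjamini-Hochberg values within each set of comparisons, with a threshold of 0.05. Constructs were compared with strains with nothing inserted at ChrIV_567 kb, which keep *ARS419* there (12 arrays after 3 hr, 4 after 6 hr), and with their parent. *317(+153..−106)* was represented by all 18 arrays of YJL8398, since the paper does not say which arrays gave its n = 10. Exact permutation tests on heights were 2-sided. For larger groups random permutations were drawn. The S phase heights were compared by permuting *RIP317* and rip317 within each origin. Efficiency was the height above 2C as a percentage of that of the parent, with the error formula of the paper.

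The fit was tested on simulated data with 200 of 1098 windows changed. Of changes of 0.3 log2, 97% were recovered with 2 arrays against 18 and 99.5% with 5 against 7. The share of false calls was between 1.52% and 3.85%. The simulated noise was independent between windows and arrays, so differences between sets of arrays are not in it. It also concerns windows across the genome. The share therefore does not carry over to the comparisons of constructs at a locus, which were adjusted within sets of constructs. Genome-wide results were compared with 100 splits of the same arrays into groups of the same sizes, drawn with seed 1.

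The loci and constructs to be named were fixed before the data were examined. They are the 4 loci and every construct that the paper's text names, the probes of the deleted *SIR* and *FKH* genes as a check of the labels, and for each genome-wide comparison the 3 windows with the largest change in each direction among those past the threshold, with adjacent windows counted once. Processing alternatives were the probe filter, the width and kind of window, the scaling, the choice of control arrays and a replicate block. Also among them were a fit of the compared groups alone, other tests and the leaving out of single arrays, though not of every array. Added after the data were seen were the rows as deposited, the exclusion of the 27 arrays, the use of probes on at least 90% of the arrays (4618 probes) and a window set by gene order, a gene near the locus with 2 genes on each side. At ChrIII_292 kb and ChrIV_567 kb that window spans the same genes as the main one. At ChrXII_889 kb it runs from YLR378C to YLR383W and shares only YLR383W with the main window, so it lies mostly beside the locus.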

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

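The tests of explanations in this part, and both tests of a difference between differences, were chosen after the results were seen.

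One array of an S phase strain with an origin at ChrIV_567 kb that the paper does not report (array 5 of 6) lay far from the other 5. It read 0.943C at ChrIII_292 kb, against 1.38C to 1.42C on the others, 2.39C at ChrV_575 kb, against 1.61C to 1.71C, and 1.97C at ChrXII_889 kb, against 1.36C to 1.48C. At ChrIV_567 kb it read 1.03C, against 1.23C to 1.41C, which did not set it apart. Chance sets apart about 1 in 20 groups, and 12 groups were examined. The array is higher at ChrXII_889 kb (1.97C) and lower at ChrIII_292 kb, but its windows scatter widely. A gain of signal over the whole array can therefore not be judged from these loci. Fewer probes and a wider scatter were found on it. The array held 5255 probes against 8170 to 9363 on the others, and the SD of its windows around the median of the others was 0.521C against 0.0572C to 0.0806C. All 6 arrays were among those whose rows were restored, and after that its windows had a correlation of 0.1 with the S phase arrays in order, against 0.902 to 0.968 on the other 5. A fault in restoring this array was not excluded. A poor hybridization may therefore account for its values, and no biological explanation was tested.

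The next result concerns the time of induction. At ChrIII_292 kb the difference between *MC2Ao* and the strain without *ARS317* and *ARS1238* was larger after 6 hr than after 3 hr, by 0.806 log2 (standard error 0.124, p = 1.24e-09, limma), with 2 arrays per strain at 6 hr. The log2 difference after 6 hr was 2.18 times that after 3 hr. A gain of signal over all loci on the 6 hr arrays is excluded, since the same interaction at ChrXII_889 kb was 0.0682 log2 (standard error 0.08, p = 0.396, limma) where a common gain would have needed 0.39. That test cannot speak to a rise limited to chromosome III. On the 6 hr *MC2Ao* arrays the median of chromosome III over 19 windows was 2.67C (10% to 90% of windows 2.55C to 2.95C). ChrIII_292 kb exceeded that median by 3.12C. How much of the larger difference comes from a rise of the whole chromosome was not tested. The different reference DNA that the methods name for the 6 hr arrays was not tested. Continued re-initiation during the longer induction stays open as an untested biological explanation.

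The effect of *RIP317* against rip317 after 3 hr was smaller at *ARS1021* than at *ARS301*, by −0.274 log2 (standard error 0.11, p = 0.0137, limma). The 2 arrays of *RIP317-ARS301* read 3.04C and 2.56C, and those of *RIP317-ARS1021* 2.67C and 2.38C. The test was not repeated with an array left out, so how far it rests on single arrays is not known. All 4 rip317 arrays are restored ones. If the restored rows had raised ChrIV_567 kb, both rip317 fusions would stand above strains with nothing at the site. The *ARS301* fusion stood 0.0904 log2 above them (adjusted p = 0.13, limma) and the 2 fusions differed by 0.129 log2 (standard error 0.084), which does not decide. The restored arrays of *RIP1238* at 63 bp and 73 bp, wide spacings that re-initiate little in Fig. 5B, were then taken up. They stood at a mean of −0.022 log2 from strains with nothing at the site, 0.241 log2 (standard error 0.0898) below rip317 with *ARS1021*. A rise common to restored arrays is therefore excluded, and it would also cancel between the 2 rip317 fusions. An uneven fault on single arrays was not tested. A difference between the origins stays open as an untested biological explanation.

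A window of chromosome VII from YGR200C to YGR205W, which the paper does not discuss, was higher by 0.384 log2 with *317(+153..−106)* at ChrIV_567 kb than in the strain without *ARS317* and *ARS1238* (18 arrays against 7, adjusted p = 2.43e-07, limma). The paper's cassette carries *ade3-2p*, and *ADE3* lies in this window. Copies at ChrIV_567 kb are a candidate source of the signal. Over 111 conditions the height of the 5 probes of *ADE3* and its neighbouring genes rose with that of ChrIV_567 kb, with Pearson's r = 0.467 (permutation p = 1e-05, the smallest possible) and rho = 0.448, and r = 0.435 without the 2 conditions farthest from the median. After 3 hr (78 conditions) r was 0.418 and after 6 hr (33 conditions) 0.551, and in the other 6 probes of the stretch r was −0.0715 (permutation p = 0.5). The 5 probes were 1.4C to 2.36C higher with the cassette, the other 6 between −0.21C and 0.0866C. The probes had first been grouped more narrowly, which left the question undecided. An origin on chromosome VII is excluded as the source, since the windows on both sides did not rise (0.0639 log2, adjusted p = 0.136, and 0.023 log2, adjusted p = 0.764, limma). The values are consistent with probes beside *ADE3* reading the cassette.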

How the results depend on the processing

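Chosen only after the data were seen were the rows of the 27 arrays as deposited, the 27 arrays left out, probes with a value on at least 90% of the arrays and the window set by gene order. All other alternatives were set before. For every change below the cause was not tested, except where fewer comparisons, probes or arrays are named.

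With all probes kept, all 40 results with a test kept their direction and their side of the threshold or stayed within 1.5 times their count. So did 31 of 32 with 20 kb windows at the loci, 38 of 39 with the median ratio of each array at 2C, 13 of 13 with *MC2Ao* alone as the strain with nothing at the site, 30 of 31 with the window set by gene order, 30 of 32 with the highest window and 28 of 30 with a fit of the compared groups only. Fewer did with 5 kb windows (25 of 32), the mean of the probes (33 of 40), probes on at least 90% of the arrays (27 of 38), the rows as deposited (29 of 34), the scaling without chromosomes III, IV, V and XII (33 of 37), parent arrays 1 and 2 alone (2 of 5), and across the genome with 20 kb windows (5 of 10) and single probes (1 of 10). In S phase the height at ChrIV_567 kb did not separate *RIP317* from rip317 under any alternative run. The use of only probes with a value on every array was not run, since 0 probes have one.

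With the rows of the 27 arrays as deposited, results from those arrays changed sign. The 45 bp spacing of *RIP1238* lay −0.76 log2 from its parent (adjusted p = 8.91e-11, limma). Against strains with nothing at the site, the 45, 53 and 58 bp spacings lay at −0.17, −0.14 and −0.13 log2, with efficiencies of −21.2%, −17.7% and −16.9%, and rip317 with *ARS1021* at −0.026 log2. Above those strains were then 2 of 8 spacings of *RIP1238*, 0 of 2 rip317 fusions and 1 of 9 AT-preserving substitutions of *RIP317*. In S phase 373 windows were higher and 424 lower of 1128, as mismatched rows would give. With the 27 arrays left out, 1 of 3 spacings of *RIP1238* differed from the parent and 3 of 3 were above strains with nothing at the site, fewer comparisons than the 8 with them.

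With probes on at least 90% of the arrays, ChrXII_889 kb has too few probes, so that 4 of 4 *sir* and 3 of 3 *fkh* comparisons with negative controls were called. Against the positive controls 0 of 4 *sir* and 2 of 3 *fkh* comparisons passed, both mutants A and E (2 of 2) lay below their parent, 1 of 9 AT-preserving substitutions was above strains with nothing at the site and 1 of 2 rip317 fusions below its partner. Across the genome 17 windows were higher and 2 lower of 863 in *MC2Ao* after 3 hr, and 0 and 0 of 669 in S phase. With the window set by gene order, which lies mostly beside ChrXII_889 kb, 5 of 8 *sir* comparisons with *MC2Ao* passed. There *sir3*Δ changed sign to −0.21 log2 (adjusted p = 0.000392, limma, with a range of 0.000392 to 0.999 over the alternatives).

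The fit of the compared groups only called 1 of 3 fragments reported as unable to re-initiate and 2 of 2 of mutants A and E. With the highest window within 25 kb, 0 *sir* and 2 of 6 *fkh* comparisons with positive controls passed, and the efficiencies of linkers C and D of *ARS1238* changed sign to 8.49% and 2.11%. With the mean of the probes, 0 *sir* comparisons with *MC2Ao*, 2 of 2 of mutants A and E and 1 of 2 rip317 fusions passed. With 5 kb windows, which leave the *sir* arrays without enough probes at ChrXII_889 kb, 4 of 4 *sir* comparisons with negative controls and 0 of 4 with *MC2Ao* passed, as did 1 of 3 fragments reported as unable, 2 of 2 of mutants A and E, 1 of 9 AT-preserving substitutions above strains with nothing at the site, 3 of 7 spacings of *RIP317* and 1 of 2 rip317 fusions, and the efficiency of C2 changed sign to −1.66%. With 20 kb windows at the loci, or with only the strain without *ARS317* and *ARS1238* as the one with nothing at the site, 1 of 9 AT-preserving substitutions was above it.

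With parent arrays 1 and 2 alone, the 4 *sir* comparisons that use the parent as negative control all passed, 0 of 6 *fkh* comparisons with the parent passed and 3 of 7 spacings of *RIP317* differed from it. The exact permutation test after adjustment called 0 of 6 *fkh* comparisons with the parent and 0 of 10 fusions above strains with nothing at the site. After 6 hr 2 arrays against 4 cannot pass, and after 3 hr the smallest adjusted p was 0.0549. Several other sets cannot pass by this test. The methods' t-test called 6 of 7 *sir* and 5 of 6 *fkh* comparisons with negative controls, and with positive controls 0 of 7 and 0 of 6 after adjustment and 1 of 7 and 2 of 6 without it. The paper names no adjustment and compares with negative controls only.

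A replicate block was tried, although whether the array numbers pair the arrays is not given in the sources used here. Over 2211 pairs of groups the correlation of the difference between arrays 1 and 2 had a median of 0.0223 (−0.74 to 0.956). With that of the parent it was above 0.1 in 34 of 66 groups, so pairing in part of the sets is not excluded. Among the 17 odd linkers it ran from −0.74 to 0.956, so array numbers need not stand for the same set in each, and the block cannot remove that. The sets are not given in the sources used here, and none was formed from the values. With a block on arrays 1 and 2, 15 of 33 linkers were below the parent (without L13, L21 and L27), 3 of 7 spacings of *RIP317* differed from the parent, and with a block in S phase 1 window was higher and 4 lower of 973.

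Across the genome, single probes gave 135 higher and 38 lower of 9604 for *MC2Ao* after 3 hr, 297 and 160 of 10666 for the strain with *317(+153..−106)*, 33 and 131 of 8101 of these outside chromosomes III, IV and XII, 0 lower of 8609 in S phase, and 159 higher and 12 lower of 10484 after 6 hr, with more units tested. Windows of 20 kb, which are fewer, gave 17 and 0 of 590 for *MC2Ao* after 3 hr, 8 lower of 449 outside those chromosomes, 2 lower of 504 in S phase and 21 higher of 592 after 6 hr. Scaling on the chromosomes without III, IV, V and XII gave 3 lower for *MC2Ao*, and 9 lower with *317(+153..−106)*, of which 8 lay outside those chromosomes beside 8 higher. The mean of the probes gave 36 lower with *317(+153..−106)*, outside those chromosomes 4 higher and 33 lower, and 5 higher in S phase. The median scaling gave 2 higher outside those chromosomes.

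Arrays were left out 1 at a time, where a lone remaining array is assumed to vary like the other groups. The arrays of the parent *317(+153..−106)* after 3 hr were not left out in any comparison. Those of the strain without *ARS317* and *ARS1238* after 3 hr were left out only across the genome, in the comparison with *317(+153..−106)*. The *sir* comparisons with *MC2Ao* gave 0 to 1 calls (0 without *sir4*Δ array 1 or *MC2Ao* array 1, 2 or 3), the *fkh* comparisons with the parent 0 to 1 (0 without *fkh2*Δ array 1), the fragments reported as unable 0 to 1 (1 without *MC2Ao* array 2, 3 or 4), and the AT-preserving substitutions above strains with nothing at the site 1 to 2 (1 without either array of D1 or either *MC2Ao* array after 6 hr). The spacings of *RIP317* that differ from the parent numbered 3 to 4 (3 without array 1 of each construct) and the rip317 fusions below their partners 1 to 2 (1 without either array of rip317 with *ARS1021* or array 1 of *RIP317-ARS1021*). For *MC2Ao* after 3 hr, only the 5 *MC2Ao* arrays were left out, and 3 to 15 windows were lower (15 without array 1, 3 without array 3, 4 or 5). With *317(+153..−106)*, 8 to 19 were lower (8 without array 4 or 5 and 10 without array 7 of the strain without *ARS317* and *ARS1238*). Outside chromosomes III, IV and XII there were 1 to 3 higher (3 without array 1 or 3 of that strain) and 7 to 17 lower (8, 7 and 9 without array 4, 5 and 7). After 6 hr 22 to 30 windows were higher (22 without array 2 of the strain without the origins). In S phase 1 to 2 windows were higher and 2 to 8 lower. The higher count was 1 without array 1 of *RIP317-ARS1021*, either array of *RIP317-ARS301*, array 2 of *RIP317-ARS317*, or either array of rip317 with *ARS1021* or *ARS317*. The lower count was 2 without array 2 of *RIP317-ARS301* and 3 to 5 without array 1 of *RIP317-ARS301*, either array of *RIP317-ARS317*, array 2 of rip317 with *ARS1021*, array 1 of rip317 with *ARS301* or either array of rip317 with *ARS317*.

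What limits these results is the number of arrays, 2 for most constructs, and the number of probes with a value at a locus, a median of 8.5 at ChrIII_292 kb, 7 at ChrIV_567 kb and 5 at ChrV_575 kb and ChrXII_889 kb. Signal over background is not given in the sources used here.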

Differences from the paper's values

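The alternatives named here were set before the data were examined, except where a sentence says otherwise. Of 85 values of the paper that were compared, 80 were read by eye from figures and 5 stand in its text.

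For linker L5 the paper's efficiency is about 16% in Fig. 4B, read by eye, and the value here was 28.6%. With 20 kb windows it was 17.9%, within the limits of the paper's value. With probes on at least 90% of the arrays, chosen after the data were seen, it was 14.6%, also near the paper's. With the other alternatives, from 25.6% to 32.5%, it stayed apart.

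For linker L12 the paper's efficiency is about 10% in Fig. 4B, read by eye, and the value here was 23.4%. With 5 kb windows (20.8%) and 20 kb windows (17.6%) the values no longer differed beyond the replicate error. With probes on at least 90% of the arrays, chosen after the data were seen, the value was 18.3%. With the other alternatives, from 21.2% to 27.7%, the values differed.

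For linker L33 the paper's efficiency is about 3% in Fig. 4B, read by eye, and the value here was 24.1%. Under every alternative set before, from 18.9% to 29.8%, the values differed, and with probes on at least 90% of the arrays, chosen after the data were seen, it was 32.6%.

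For the 153 bp spacing of *RIP1238* and *ARS1238* the paper's efficiency is about 8% in Fig. 5B, read by eye, and the value here was 29.9%. Under every alternative, from 20.3% to 34.2%, the values differed. The paper's text also has this spacing too wide for re-initiation, while its height stood 0.21 log2 above strains with nothing at the site (adjusted p = 0.00341, limma, with a range of 3.07e-05 to 0.061 over the alternatives). With the rows of the 27 arrays as deposited, an alternative chosen after the data were seen, or without array 1 of this construct, that call was lost (adjusted p = 0.061 and 0.101, limma).

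The paper has the profiles near *ARS317* in all 4 *sir* deletions resemble the wild type. Of the 4 comparisons with *MC2Ao* at ChrIII_292 kb, 3 were not past the threshold, and *sir4*Δ was lower (−0.26 log2, adjusted p = 0.0341, limma). It was not past the threshold with the highest window (adjusted p = 0.202), the mean of the probes (adjusted p = 0.225), 5 kb windows (adjusted p = 0.0891), or, chosen after the data were seen, probes on at least 90% of the arrays (adjusted p = 0.462, limma). The methods' t-test called 1 of 7 comparisons at both loci without adjustment, *sir4*Δ at ChrIII_292 kb, and 0 after it.

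The paper reports less re-replication in *fkh1*Δ*fkh2*Δ. Its difference from the parent was −0.12 log2 and not past the threshold (adjusted p = 0.102, limma). It was past it with the highest window (−0.18 log2, adjusted p = 0.012, limma) and, chosen after the data were seen, with probes on at least 90% of the arrays (−0.25 log2, adjusted p = 0.000632, limma), a set that leaves 3 of the 6 comparisons. The methods' t-test called it without adjustment, and 0 of 6 comparisons after it.

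The paper finds no reduction in the mutant of the cryptic origin. It also states that linker L17 disrupts that origin. Here neither L17 (88.5%) nor the replacement of L17 to L31 (96.4%) was past the threshold below its own parent *317(+153..−106)*, so mutant A is not the only evidence on this origin. Here mutant A lay −0.14 log2 from its parent (adjusted p = 0.0726, limma), which passed the threshold in a fit of the compared groups alone (adjusted p = 0.0489), with the mean of the probes (adjusted p = 0.0438), with 5 kb windows (adjusted p = 0.0115) and, chosen after the data were seen, with probes on at least 90% of the arrays (adjusted p = 0.0334, limma).

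The paper has the fusions with rip317 fail to re-initiate. That held for *ARS301* (0.09 log2, adjusted p = 0.13, limma), while rip317 with *ARS1021* stood 0.22 log2 above strains with nothing at the site (adjusted p = 0.000633, limma). With the rows as deposited, chosen after the data were seen, it did not (−0.03 log2, adjusted p = 0.748, limma).

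The paper has re-initiation fall as the spacing of *RIP317* widens and bear a shorter spacing. Of the 7 spacings the highest was 45 bp, shorter than the parent's 53 bp, at 229% of the parent, and 37 bp and 58 bp were also above it (128% and 138%). Neither call held with 5 kb windows (adjusted p = 0.268 and 0.187), array number as a block (adjusted p = 0.352 and 0.161), parent arrays 1 and 2 alone (adjusted p = 0.269 and 0.094) or, chosen after the data were seen, probes on at least 90% of the arrays (adjusted p = 0.18 and 0.587, limma). From 58 bp to 153 bp the efficiency fell at each step.

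The paper has the linkers from L16 to L32 with limited effects. Of these 17 linkers, 8 were not apart from the parent, 5 were lower (64.3% to 75.5%) and 4 higher (128% to 158%, limma). All 5 lower ones have odd and all 4 higher ones even numbers.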

Other observations

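The tests in this part of whether odd and even linkers formed batches, of the bases changed by linkers, of the 45 bp spacing and of other splits of the arrays were set before their results were seen, and the other tests of explanations were chosen after.

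Even linkers from L16 to L32 re-initiated more than odd ones, with a difference (odd minus even) of −0.518C (exact permutation test, p = 4.11e-05, 24310 arrangements). In Fig. 4B the odd linkers among L9 to L15 stand above the even ones instead. Whether a batch effect common to all odd linkers caused that cannot be told here. Document S1 assigns odd and even linkers separate controls, and the heights used here are not set against those. Here the odd linkers of L8 to L15 were 0.13C above the even ones (exact permutation test, p = 0.571). Between the windows off chromosome IV, profiles of linkers of like parity had a mean correlation of 0.16 and those of unlike parity −0.259 in L16 to L32, a difference of 0.418 (exact permutation test, p = 4.11e-05). In L8 to L15 the means were 0.237 and −0.426, a difference of 0.663 (exact permutation test, p = 0.0286, 70 arrangements). The values are consistent with odd and even linkers having been assayed as separate sets, as the separate controls in Document S1 would have it. With like linkers as the reference, a comparison chosen after the data were seen, L33 gave 31.6% in place of 24.1%. No biological explanation was tested for the difference between the sets.

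Within L8 to L15, where linkers change 5 to 8 bases, the height was not clearly related to the number of bases changed (8 linkers, Pearson's r = −0.412, exact permutation p = 0.316, rho = −0.408). Without the 2 linkers farthest from the median, r was 0.42, so the sign rests on those. The number of bases and the position of a linker cannot be told apart with 8 linkers.

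The 45 bp spacing of *RIP317* exceeded its parent. A gain of signal over these whole arrays is excluded. At ChrXII_889 kb they stood 0.114C above the parent, 2.37C ± 0.0412 (SD, n = 2) against 2.26C ± 0.11 (SD, n = 14), within its spread, and at ChrV_575 kb they stood at 1.81C ± 0.197 (SD, n = 2) against 2.19C ± 0.133, on the other side. A spacing closer to the optimum stays open and was not tested further.

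One array of linker A of *ARS1238* and one of the D2 mutant were high at ChrIII_292 kb, 3.71C and 4.11C, where their partners read 1.95C and 2.13C. A gain of signal over the whole arrays is excluded, since at the other 3 loci they differed from their partners by −0.403C to 0.327C. For linker A, an array of *MC2Ao* under a wrong label is excluded, since ChrIV_567 kb read 2.88C, far above strains with nothing there. For D2 the same test could not decide, since ChrIV_567 kb read 2.17C where such strains after 6 hr stood at 2.00C ± 0.0692 (SD, n = 4; 1.94C to 2.07C). A test of shape was then taken up. In *MC2Ao* after 6 hr, ChrIII_292 kb exceeded the median of chromosome III by 3.12C, and on the D2 array by 0.0529C. This excludes both a wrong label and *ARS317* at its own place on that array, and on the linker A array ChrIII_292 kb equalled the chromosome's median. An earlier form of that test, which compared only windows beside ChrIII_292 kb, had pointed to *ARS317* at its own place. Over 19 windows the median of chromosome III was 3.71C on the linker A array (10% to 90% of windows 3.43C to 4.06C) and 4.06C on the D2 array (3.7C to 4.42C), against 2.08C and 2.17C on the partners. Of 4209 pairs of array and chromosome, 4 lay more than 0.4 log2 from the other arrays, these (0.841 and 0.962 log2) and the *MC2Ao* arrays after 6 hr (0.497 and 0.462 log2). An extra copy of chromosome III in these isolates may account for the values.

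On 27 arrays the values did not follow the probe names. After the rows were moved as blocks, the 15 re-replication arrays had a median correlation of 0.72 with the profile of the others, against 0.635 on the 249 in order. The windows of the 12 S phase arrays had one of 0.946 with the 6 S phase arrays in order, which had 0.94 among themselves, but array 5 of the strain that the paper does not report had only 0.1. A shift of blocks of rows may therefore account for the mismatch, and no biological explanation was tested.

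The count of windows that differ between *MC2Ao* and the strain without *ARS317* and *ARS1238* after 3 hr was reached by 1 of 100 splits of the same arrays, the real one, and by 1 of 100 for the strain with *317(+153..−106)*. The other splits had a median of 0 windows and at most 8. Chance can be excluded for both counts taken whole. They add higher and lower windows, and most of them were higher ones on chromosomes III, IV and XII. The lower windows were not tested on their own, and the 6 lower ones of *MC2Ao* were fewer than the 8 windows that another split reached. Between *RIP317* and rip317 in S phase the count was also reached by 1 of 100 splits, with at most 1 window in any other, so chance can be excluded there too. There the rip317 arrays are the restored ones, and only 1 restored array stands in a condition that also has arrays in order, which is too few to compare. A remainder of the restoring step and an effect of rip317 on these windows cannot be told apart.

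The S phase strain that the paper does not report stood at 1.33C ± 0.189 at ChrIII_292 kb, 1.24C ± 0.125 at ChrIV_567 kb, 1.77C ± 0.307 at ChrV_575 kb and 1.53C ± 0.218 at ChrXII_889 kb (SD, n = 6). These spreads rest on array 5, without which the ranges are 1.38C to 1.42C, 1.23C to 1.41C, 1.61C to 1.71C and 1.36C to 1.48C. The origin at its ChrIV_567 kb is not given in the sources used here.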
